# Differential gene expression during floral transition in pineapple

**DOI:** 10.1002/pld3.541

**Published:** 2023-11-14

**Authors:** Robert E. Paull, Najla Ksouri, Michael Kantar, Dessireé Zerpa‐Catanho, Nancy Jung Chen, Gail Uruu, Jingjing Yue, Shiyong Guo, Yun Zheng, Ching Man Jennifer Wai, Ray Ming

**Keywords:** AGAMOUS, APETALA1/FRUITFULL (AP1/FUL), ethylene response transcription factors, floral transition, flower regulators, Flowering Locus T, Trans‐Cis motifs

## Abstract

Pineapple (*Ananas comosus var. comosus*) and ornamental bromeliads are commercially induced to flower by treatment with ethylene or its analogs. The apex is transformed from a vegetative to a floral meristem and shows morphological changes in 8 to 10 days, with flowers developing 8 to 10 weeks later. During eight sampling stages ranging from 6 h to 8 days after treatment, 7961 genes were found to exhibit differential expression (DE) after the application of ethylene. In the first 3 days after treatment, there was little change in ethylene synthesis or in the early stages of the ethylene response. Subsequently, three ethylene response transcription factors (ERTF) were up‐regulated and the potential gene targets were predicted to be the positive flowering regulator CONSTANS‐like 3 (CO), a WUSCHEL gene, two APETALA1/FRUITFULL (AP1/FUL) genes, an epidermal patterning gene, and a jasmonic acid synthesis gene. We confirm that pineapple has lost the flowering repressor FLOWERING LOCUS C. At the initial stages, the SUPPRESSOR OF OVEREXPRESSION OF CONSTANS 1 (SOC1) was not significantly involved in this transition. Another WUSCHEL gene and a PHD homeobox transcription factor, though not apparent direct targets of ERTF, were up‐regulated within a day of treatment, their predicted targets being the up‐regulated CO, auxin response factors, SQUAMOSA, and histone H3 genes with suppression of abscisic acid response genes. The FLOWERING LOCUS T (FT), TERMINAL FLOWER (TFL), AGAMOUS‐like APETELAR (AP2), and SEPETALA (SEP) increased rapidly within 2 to 3 days after ethylene treatment. Two FT genes were up‐regulated at the apex and not at the leaf bases after treatment, suggesting that transport did not occur. These results indicated that the ethylene response in pineapple and possibly most bromeliads act directly to promote the vegetative to flower transition via APETALA1/FRUITFULL (AP1/FUL) and its interaction with SPL, FT, TFL, SEP, and AP2. A model based on AP2/ERTF DE and predicted DE target genes was developed to give focus to future research. The identified candidate genes are potential targets for genetic manipulation to determine their molecular role in flower transition.

## 1 INTRODUCTION

Pineapple flower induction was initially observed in fields exposed to smoke. Later, it was recognized that ethylene gas, a component of smoke, was involved in forcing flowering (Bartholomew, 1977, 2014; Burg & Burg, 1966; Lin, Zhong, & Grierson, 2009). The pineapple inflorescence has upward of 200 spirally arranged flowers on a spadix/rachis that reverts to a vegetative crown on top of the fruit (Okimoto, 1948). Each flower is subtended by a bract and has three sepals and three petals in the outer two whorls, six stamens in the outer two whorls, and a central pistil with three fused carpels. This flower is similar to the ancestral monocot flower minus the two outer perianth whorls (Hu et al., 2021; Remizowa et al., 2010; Sauquet et al., 2017; Smyth, 2018). This ancestral nature would be expected to involve similar MADS‐box genes in inflorescence and flower development (Callens et al., 2018). The ABCDE model groups genes that are responsible for the development of specific floral organs (Meyerowitz, 1997; Weigel & Meyerowitz, 1994). Except for those A function genes that are APETALA2 (AP2), the others are MIKC‐type MADS‐box transcription factors (Callens et al., 2018; Schilling et al., 2020). The same groups of genes have been confirmed in grasses (rice, maize) (Chongloi et al., 2019; Wu et al., 2017; Yoshida & Nagato, 2011), pineapple (Lv, Duan, Xie, Liu, et al., 2012; Wang, Li, et al., 2020), and ornamental bromeliad ( *Aechmea fasciata* ) (Li, Wang, et al., 2016). For pineapples, recent flowering research has included changes in plant growth regulators (Liu et al., 2011) and gene expression (Li, Wu, et al., 2016; Liu & Fan, 2016; Liu, Liu, et al., 2018), although the molecular mechanism behind flower induction is still unclear.

An ethylene response pathway for flower induction has been proposed based on genetic analyses of Arabidopsis mutants sensitive to ethylene (Ma et al., 2014). The first step is the binding of ethylene to its receptors (Chang & Stadler, 2001). Five ethylene receptor genes have been identified in Arabidopsis—ETR1, ETR2, ERS1, ERS2, and EIN4 (Chen et al., 2005; Hua et al., 1998; Kendrick & Chang, 2008; O'Malley et al., 2005; Schaller & Kieber, 2002)—and four are predicted in pineapple (Li, Wu, et al., 2016). In the absence of ethylene, receptors actively suppress the ethylene response pathway; binding of receptors to ethylene removes this suppression (Wen et al., 2015). The five Arabidopsis receptors are involved in ethylene signaling with overlapping roles in response regulation (Hall & Bleecker, 2003; Hua et al., 1995, 1998), with different receptor subfamilies having unique functions (Binder et al., 2004, 2006; Hall & Bleecker, 2003; Kevany et al., 2007; Liu et al., 2010; O'Malley et al., 2005; Plett, Cvetkovska, et al., 2009; Plett, Mathur, & Regan, 2009; Qu et al., 2007; Seifert et al., 2004; Wang, Cui, et al., 2013; Wilson et al., 2014; Xie et al., 2006). In tomato, specific ethylene receptors mediate fruit ripening; other receptors had little effect (Kevany et al., 2007; Tieman et al., 2000). The four ethylene receptors in pineapple (Li, Wu, et al., 2016) suggest that pineapple induction may involve specific receptors.

In pineapple planting regions, natural flowering on short days with cool nights is a production problem (Bartholomew et al., 2003; Bartholomew & Sanewski, 2018; Friend & Lydon, 1979; Gowing, 1961). Natural flowering in Hawaii results in a harvest from May to July harvest, with increased labor due to lack of synchrony (Zhu et al., 2012). Once reproductive development begins, it cannot be stopped (Bartholomew et al., 2003). Therefore, to produce fruit in every month of the year, ethylene or ethephon (which degrades to produce ethylene) has been widely used to induce flowering in pineapples (Bartholomew et al., 2003). Although there has been much progress in understanding the use of ethylene in the field to induce flowering, there is limited understanding of the physiological and molecular pathways involved in this vegetative‐to‐flower conversion.

The gaseous plant hormone ethylene, with its related acetylene, was the first commercially used plant growth regulator (Bartholomew, 2014; Rodriguez, 1932). Ethylene is an important regulator of numerous plant growth and development functions, including flower development and fruit ripening (Abeles et al., 1992; Ma et al., 2014; Wen et al., 2015). Ethylene plays a role in the regulation of flower timing, but its effects appear to vary (Ma et al., 2014). In Arabidopsis, ethylene promotes floral transition; however, the wild type treated with ctr1 and 1‐aminocyclopropane‐1‐carboxylic acid (ACC) showed delayed flowering (Ogawara et al., 2003), suggesting that ethylene inhibits Arabidopsis flowering (Achard et al., 2007). The reverse response is observed in rice, where overexpression of OsETR2 reduces ethylene sensitivity and delays the floral transition, whereas suppression of OsETR2 by RNAi enhances ethylene sensitivity and accelerates flowering (Wuriyanghan et al., 2009). Overexpression of mutants with loss of function of OsCTR2 and osctr2 delayed flowering, and ethylene represses the floral transition in rice (Wang, Zhang, et al., 2013). Though recognized in the 1930s as inducing the vegetative‐to‐flowering transition in pineapple, the underlying molecular mechanism remained unknown.

Here, we report gene expression in the first 8 days after flower induction (forcing) with ethephon during the critical phase when the apex changes from a vegetative to a floral meristem (Figure 1). In the first 3 days after ethephon treatment, no dramatic changes in ethylene synthesis, ethylene receptors, or early stages of the ethylene response pathway were found. Similarly, in these first 3 days, GA 2‐oxidase involved in GA degradation was not detected with no change in DELLA gene expression, implying that the GA pathway was not directly involved in this flowering transition, as reported in Arabidopsis (Bao et al., 2020). Changes in the expression of specific ethylene response transcription factors (ERTF) of the AP2/ERTF family occurred and the expression increased for genes associated with floral induction and later with the development of the floral meristem.

**FIGURE 1:**
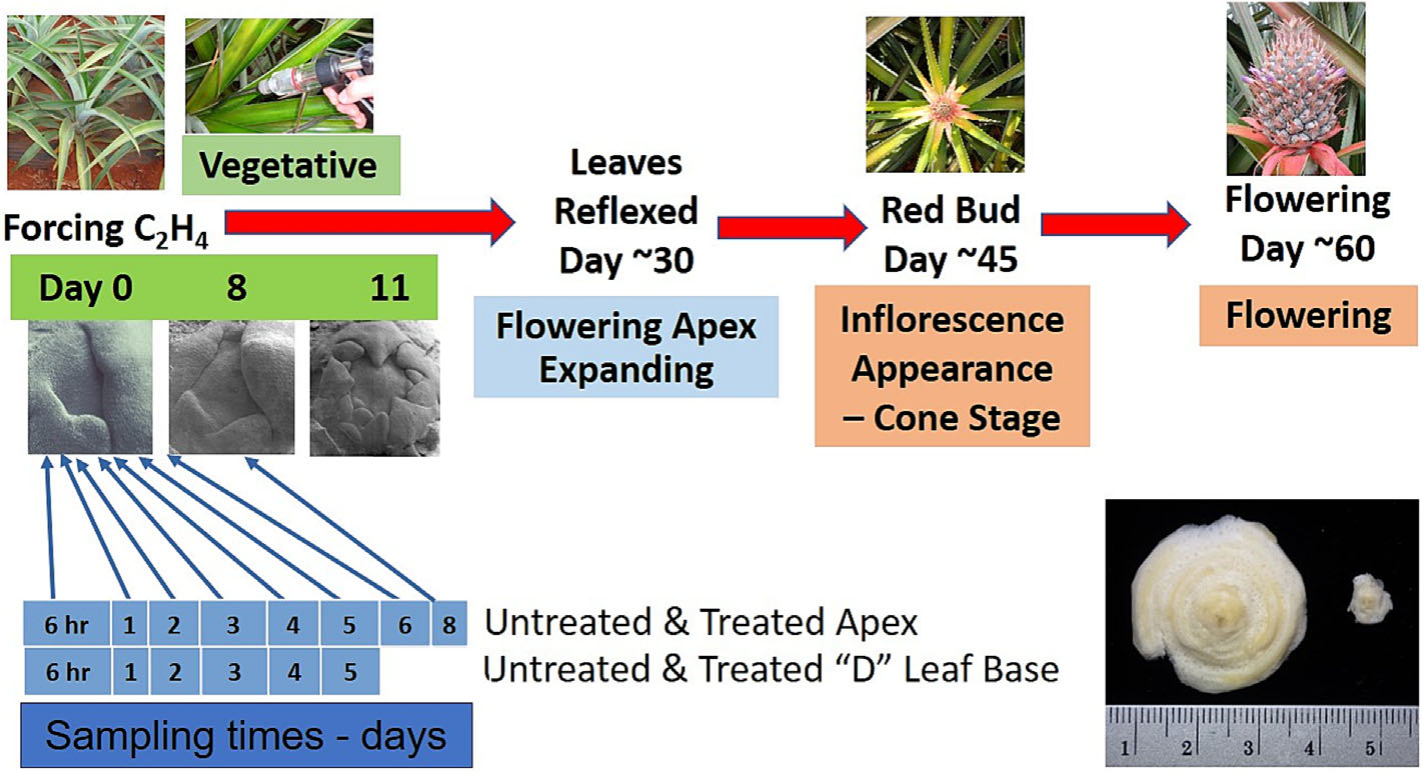
Graphical depiction of the change in flowering and when the RNA sampling occurred. At day 0 forcing induces flowering and the apex transition from vegetative to reproductive occurs in during the first week. Following the apex transition, flower and fruit development occurs normally. Lower right photographs indicated on the left the size of the apex after initial trimming and on the right the apex actually used to extract RNA. Apex micrographs of days 0, 8, and 11 after induction were kindly provided by Dr. Duane Bartholomew.

## 2 MATERIALS AND METHODS

### 2.1 Plant material

A uniform plot with pineapple plants weighing 1.5 to 2 kg was selected in a commercial field (Cultivar “MD1,” PRI 73‐50) at Dole Plantation, Wahiawa, Hawaii (21° 31′ 52.6 N; −158° 03′ 35.3 W) 6 weeks before commercial forcing. The plot was divided into three replications with two treatments (control and treated) and ~50 plants in each treatment block. Water (10 ml) as control treatment or ethephon (50 mg ai in 10 ml) (Ethrel, Rhone‐Poulenc, AG Company, North Carolina) as flower induction treatment was injected into the center of the plant between 7:00 and 7:20 AM (Figure 1). From 8:30 to 8:45 AM, three plants were harvested from each replication in the water control and ethephon‐treated plants at each sampling time after treatment. Four grams of the “D” leaf base (most recently matured leaf) and the other leaves of the uprooted plants were trimmed in the field from the cut stem. The trimmed leaf bases and the trimmed stem were chilled and immediately returned to the laboratory on ice at 10 AM for further processing. The bases of the trimmed leaves were removed from the apex of the apex of the stem to expose the stem (Figure 1), and <1 g of the apex was taken from each stem and frozen in liquid nitrogen. This physical processing of the leaf bases and apex, especially the care needed to carefully remove the leaf bases from the shoot apex of the three control and treated plants of each of the three replications, was completed by 2:00 PM and reported here 6 h after ethephon or water control treatment. Subsequent leaf samples at the apex and “D” were taken on 1, 2, 3, 4, and 5 days and the apex also on 6 and 8 days after treatment (Figure 1) between 8:00 and 8:30 AM and processed by noon in the laboratory. Leaf bases were included as a control to allow comparison with non‐apex tissue, because leaf primordia remained on the excised apex. All samples were stored at −80°C until ground into powder in liquid nitrogen for RNA extraction.

### 2.2 RNA and miRNA extraction and library construction

#### 2.2.1 RNA extraction

Total RNA was extracted from the apex and leaf bases using the Qiagen RNeasy Plant Mini Kit (Qiagen, #74904) following the manufacturer's protocol. DNA was removed with the DNA‐free DNA Removal Kit (Life Technologies, #AM1906M). Three biological replicates were sequenced for each sampling stage with three apices or leaf bases in each replication.

#### 2.2.2 Sequencing

Total RNA (2 μg) was used for the preparation of the mRNA‐Seq library using the TruSeq® Stranded mRNA LT kit (Illumina, USA) according to the manufacturer's protocol. The size of the RNA‐Seq library was evaluated by electrophoresis (1 μl of sample + 1 μl of loading dye 6X, 1% Agarose, TBE 1X buffer, 30 min, 60 V), and 1 μl of sample was used for quantification with a Qubit® Fluorometer (Invitrogen, USA) using the DNA HS assay kit. The multiplexed pooled libraries were sequenced on an Illumina HiSeq4000 with a read length of 50 nt. Small RNA libraries were prepared from total RNA using the NEBNext Multiplex Small RNA Sample Kit for Illumina (E7300, NEB, Ipswich, MA) following the manufacturer's protocol. The libraries were quantified by qPCR and sequenced in each lane with a read length of 50 nt.

#### 2.2.3 Data analysis

Raw sequencing reads were quality assessed using FastQC (v0.10.1) (Bolger et al., 2014). The adapters and low‐quality reads were then removed using Trimmomatic (v036). The high‐quality reads were aligned with Hisat2 (v2..5) with the pineapple genome assembly “Acomosus_321_v3.fa.gz” downloaded from Phytozome V12 (Xu et al., 2018). SAM files (sequence alignment map format) were converted to binary format (BAM files) using SAMtools (v1.2). Reads aligned with exons were counted using featureCounts (v1.6.0) and summarized by gene ID. For counting, the annotation file “Acomosus_321_v3.gene_exons.gff3.gz” of Phytozome was transformed from gff3 to gtf using gffread (v0.9.8). This gtf file was used to count the number of aligned reads as previously described (Ming et al., 2015).

### 2.3 Differential expression analysis

Raw counts of mapped transcripts were converted to CPM values (counts per million) using the featureCounts function of the edgeR package (Robinson et al., 2010). Genes that did not have at least one CPM in more than three libraries were excluded from the analysis. This number was set to be equal to the number of replicates for each treatment. Subsequently, the counts were normalized in R using TMM normalization and log2 CPM values were obtained (Table ST1). Pairwise differential expression at each sampling was performed using edgeR (Robinson et al., 2010) from the OmicsBox bioinformatic platform (BioBam Version 2.1.10; https://www.biobam.com/omicsbox) (Table ST2). Because no counts were found in the control treatment for some genes, no filtering was applied. The pairwise comparison approach is analogous to the Fisher exact test.

### 2.4 Annotation

BLASTp NCBI database Model organisms (Landmark)‐higher plants (Taxid 3193) was used with stringent criteria of (|log2 fold change| > 2) and FDR adjusted *p*‐value of less than .05 (*Q* < .05) were considered to exclude differently expressed genes (DEG). The DEG KEGG reference pathway map and function were determined with KEGG website (https://www.genome.jp/kegg/) (Table ST2). InterPro Classification Accession number, annotation, and GO for DEGs were determined with the OmicsBox bioinformatic platform (BioBam Version 2.1.10; https://www.biobam.com/omicsbox) (Table ST2 and Figure SF1). To validate our expression data, published transcriptome data for the pineapple flower and the first two stages of fruit development were downloaded from the Pineapple Genomics Database http://pineapple.angiosperms.org/pineapple/html/index.html (Xu et al., 2018). The first stage of fruit development in that dataset was in the half‐flower stage, and the second stage was early vegetative growth. Genes when described by other authors were indicated in brackets after the pineapple genome ID.

### 2.5 Transcription factor binding motifs

#### 2.5.1 Prediction of DNA transcription factor motifs

A set of 41 transcription factors (TF), especially AP2/ERTF genes that showed temporal differential expression, were evaluated for their potential DNA binding motifs using the footprintDB database (Sebastian & Contreras‐Moreira, 2013). TFs bind to short sequences known as TF‐binding sites (TFBS). The different sites recognized by a TF were summarized as motifs. Therefore, a motif is a “*consensus*” sequence of multiple aligned binding sites. The corresponding peptide sequences of each TF were submitted to footprintDB, where a BLASTP search was performed against the 3D footprint library (http://floresta.eead.csic.es/3dfootprint/download/list_interface2dna.txt). The best candidate motifs were selected in *Arabidopsis thaliana* based on their BLAST *E value* generally below .01 and the best interface similarity.

#### 2.5.2 Positional distribution of transcription factor binding sites

To verify the positional distribution of the TFBS in the proximal promoter region of the *Ananas comosus* genes, position‐specific scoring matrices of all candidate DNA motifs were scanned along the upstream interval [−1,500 bp, +200 bp] around the TSS (transcription start site). Scanning analysis was performed using the matrix scan tool of the regulatory sequence analysis tools (RSAT:Plants, http://rsat.eead.csic.es/plants/) (Turatsinze et al., 2008). The Markov chain of order 1 (*m* = 1) was used as a background model and the *p*‐value <1E‐4 as a cutoff to retain the high‐scoring sites.

#### 2.5.3 Prediction of pineapple genes that are potentially regulated by transcription factors

In addition to the characterization of regulatory elements (motifs), the identification of genes regulated by one or more transcription factors was carried out. To do so, the TFBSs were scanned along the region −1500 bp, +200 bp of all genes in the pineapple genome using a Markov model of order 2 and a *p*‐value <1E‐6. To retain the most relevant predictions, the target genes were selected based on the positional distribution of each motif. To shortlist pineapple genes potentially regulated by AP2‐ERTF, only those having AP2‐TFBS around the region interval [−400, −200 bp] upstream of the start codon were considered.

#### 2.5.4 Phylogenetic analysis of AP2/ERTF

The pineapple genome database referenced above was searched for all members of the AP2/ERTF family. The BLASTP in NCBI was used to screen the predicted amino acid sequences. Pineapple DE AP2/ERTF genes were BLASTP against the Arabidopsis AP2/ERTF PlantTFDB database at http://planttfdb.gao-lab.org/prediction_result.php (Jin et al., 2017). Sixteen AP2 ANT groups were detected and 12 were expressed, whereas the four AP2–AP2 groups were expressed. Sixty AP2/ERTF in various groups were predicted, and of these, 47 were expressed (Table ST5). Family and group based on Nakano et al. (2006).

### 2.6 Network and temporal analysis

The gene coexpression network was inferred using GWENA (Lemoine et al., 2021). This software is a modified version of WGCNA (Langfelder & Horvath, 2008), which includes methods for visualizing coexpression networks, network modules, hub gene detection, and differential coexpression. The network was visualized in the R program (R Core Team, 2021), and the weight cutoff was established at *a* < .01. The network is a scale‐free weighted gene network with multiple nodes representing genes and connected by edges.

To detect significant temporal expression changes and significant contrasts between the treated and control “maSigPro” (Bioconductor) with GLM in OmicsBox (BioBam v2.1.10) was used (Nueda et al., 2014). The software applies a two‐step regression strategy to find genes that show significant expression changes over time and between experimental groups. The initial number of total characteristics was 27,024, and the identified DE characteristics (DEG) (False Discovery Rate < .05) was 15,895. Genes with significantly different expression levels were classified into 15 groups according to the dynamics of change (Table ST2).

### 2.7 Small RNA

Small RNA sequencing profiles were processed as previously reported (Zheng et al., 2016). Briefly, the three “adapters” of the reads were cut from the raw sequencing reads. Unique small RNAs along with count values were obtained after redundant sequences. The unique small RNAs were aligned with mature miRs in miRBase (v22) (Kozomara et al., 2018) to identify sequenced miRs and their raw count values. The raw count values were then normalized by calculating their reads per 10 million sequencing tags. The average RPTM of the miRs are summarized in Table S7. Pairwise differential expression of every gene expressed gene (27,024) at each sampling time was determined based on “edgeR” (Bioconductor) (Robinson et al., 2010) in OmicsBox (BioBam version 2.1.10). To detect significant temporal expression changes and significant differences between treated and control, “maSigPro” (Bioconductor) was used that incorporated GLM into OmicsBox (BioBam Version 2.1.10) (Nueda et al., 2014).

## 3 RESULTS

The scope and depth of the transcriptome database required that criteria be established to expedite interpretation. Criteria to categorize differentially expressed (DE) genes were ethylene synthesis and response genes, published genes on the role of ethylene in flowering in model systems, MADS‐box genes known to be involved in floral identity and flowering, auxin, GA, and JA genes associated with flowering and small RNAs. Results SR1 presents results not primarily regarded as directly involved in the meristem transition to a floral state. This analysis includes DEGs associated with cytokinin synthesis and response, abscisic acid, LATE EMBRYOGENESIS ABUNDANT (LEA) genes, nodulin‐related, stress‐related, sugar metabolism, OVATE, and light‐dependent short hypocotyl, protein turnover and interactions, regulation of transport gradients, sugar metabolism, and transporters, and our network (Figure SF5) and temporal analysis (Table ST2). All expressed genes and their orthologs (Table ST1) as Log_2_ mean and standard error for the tissue of the apex and leaf bases at all sampling times, and the DEGs determined by edgeR can be found in Table ST2.

### 3.1 Flower field induction effectiveness

Three weeks after ethephon treatment (“forcing”) and a fortnight after our last sampling was completed, the control and ethephon‐treated plants remaining in the field were evaluated. Of the 58 ethephon‐treated plants remaining (~14 plants/replication) all showed reflexing of the leaves, an early sign of flowering. At 8 weeks after ethephon treatment, the plants in the field test blocks showed the “red bud” stage of early visible flower development, whereas the untreated plants (*n* = 48; ~12 plants/replication) showed no leaf reflex and no “red bud” flowering (Figure 1). There was a significant difference between the control and treated plants (Wilcoxon‐test, *p* < .001). These results confirm the effectiveness of the ethephon treatment in inducing the shoot apex to floral transition.

### 3.2 Sequencing, assembly, and annotation

The overall aligned read percentage ranged from 69.3% to 84.2%, with an average of 76.6%. 

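RNA was sequenced from shoot apices and from leaf bases, the basal tissue of the most recently matured leaf, of field-grown pineapple plants treated with water or with ethephon, a compound that breaks down in plant tissue to release ethylene. Control plants received 10 ml of water in the center of the plant and treated plants 50 mg of ethephon in 10 ml. Apices were sampled at 6 h and on days 1 to 6 and 8, and leaf bases at 6 h and on days 1 to 4. Each of these 26 conditions had 3 replicates, which gives 78 libraries, each from the tissue of 3 plants. The deposited labels number the apex samplings from 1 to 8 as days after treatment, whereas the paper gives the first as 6 h and the others as days 1 to 6 and day 8, and the paper's times are used here. The leaf base labels run from 1 to 5 and were read as 6 h and days 1 to 4, the samplings for which the paper's Results give leaf base values, while its Methods name day 5 for the leaf as well, so this reading rests on the Results. The authors trimmed the reads with Trimmomatic, aligned them with HISAT2 to version 3 of the pineapple genome (Acomosus_321_v3) and counted read pairs on the exons of 27024 genes with featureCounts, and they deposited these counts without normalization. Pairs that matched more than 1 place were counted and strand was not used. The counts of the 3167 genes whose exons overlap another gene, and of genes with near-identical copies, can therefore hold reads of another gene. Of the 27024 genes, 23892 lie on the assembled linkage groups, and 2554 had no count in any library. Positions are given as in the deposited counts. Over all 78 libraries the counts sum to 416617424, from 1418697 to 13180667 per library with a median of 5364715. Control apices held 1989688 to 13180667 counts per library (median 5367939) and ethephon-treated apices 1418697 to 10713172 (median 5056123). Control leaf bases held 2690517 to 7763954 (median 5818854) and ethephon-treated leaf bases 2868538 to 7698093 (median 5165794). The shallowest condition was the ethephon-treated apex on day 8, with 1418697 to 1930038 counts per library, so low genes are measured least precisely there. The libraries were run on 11 lanes of 7 flow cells. No lane held both control and ethephon-treated libraries of any of the 8 apex comparisons, and the same holds for the leaf base on days 3 and 4. Leaf base comparisons shared 2 lanes at 6 h, 1 on day 1 and 1 on day 2. Counting error is covered by the tests used, and differences between lanes are not. All 78 pairs of replicates of 1 condition differed by more than the sampling noise, with a chi-square per gene of at least 1.56 and a median of 7.645.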

The number of raw reads was 544,154,716 with 11.3% unassigned, 9.58% unassigned without features, and 2.59% unassigned due to ambiguity. There was a range in the number of reads per sample (1,699,238 to 27,965,655) (Figure SF2). The mean and standard error for all samplings, treatment, and apex and leaf base tissue can be found in Table ST1.

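Expression is given here as log2 CPM, the counts scaled to equal library sizes, computed with edgeR's TMM normalization over the 19824 genes with at least 1 CPM in at least 3 libraries and with a prior count of 0.25. Requiring more than 3 libraries at 1 CPM left 19559 genes. The copy of Table S1 used here holds 858 of the 19,824 genes that the paper lists, and the rest of that table was not used here. For these 858 genes, the means computed from the deposited counts differed from the paper's means by at most 0.001 in the 22 groups for which the copy gives values. No enrichment or overlap with the paper's tables was computed, because Table S2, with 7961 genes in the paper, was not used here at all.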

### 3.3 Global analysis of differential expression profiling

At each sampling stage, differences in gene expression were measured relative to the untreated control. 

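For each tissue and sampling, the 3 ethephon-treated libraries were compared with the 3 control libraries of the same sampling by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, over the genes with at least 1 count in the 6 libraries. A gene was counted as differentially expressed (DE) at an adjusted p under 0.05 and a log2 fold change of at least 1 in size, that is a 2-fold change. The paper's Methods name a log2 fold change above 2, and its text on the overlap of the tissues a 2-fold change. Its Methods also liken its pairwise edgeR test to Fisher's exact test. Counts were simulated from the means and sizes of the real libraries, with 200 genes changed by known fold changes. On them this procedure called 75% of the changed genes at apex 6 h, 75% at apex day 8 and 79.5% at leaf base 6 h. Of its calls, 5.66%, 5.06% and 2.45% were genes that had not been changed. The simulation gave every gene the same spread and no lane effect. It changed only genes above a minimum count, some of them by exactly 2-fold. Its rates are therefore not error rates of the real comparisons. A log2 fold change is given with its standard error from 3 libraries per group, and calls were recomputed with each of the 6 libraries left out in turn. Calls lost or gained with the replicate number as a block are totalled in the closing section and not listed in the gene passages. Where all 3 libraries of a group held 3 counts or fewer, the fold change is given as a lower bound, computed against 3 counts in the shallowest library of that group. It takes the mean of the other group and leaves out the spread of its libraries. That spread can be about as large as the bound, as for Aco022517 at apex day 1 (3.53, SD 3.45). With 3 libraries per group, an exact permutation test of 1 gene cannot give a p below 0.1, so the test shares the estimate of the spread across genes. A gene that is DE in 1 tissue and not in the other is not thereby shown to differ between the tissues, and that difference was tested separately for the 5 samplings taken in both.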

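Over the 13 comparisons, 10151 genes were DE in at least 1, of which 7649 were DE at the apex, 5558 at the leaf base and 3056 in both tissues. The number depends most on the limit on the fold change. Without that limit, 16311 genes passed the adjusted p alone, and with a log2 fold change above 2 the number was 4204. With DESeq2 in place of edgeR it was 9223, and with 1 replicate left out of every group it was between 9554 and 10005. At the apex alone, 3817 of the 7649 genes were DE in 1 sampling only.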

During the eight apex sampling stages, 7961 genes were found to exhibit differential expression after the application of ethephon. These DEGs were up‐ or down‐regulated in one or more sampling stages and in at least one tissue (apex, leaf base) (Table ST2). 

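At the apex, 813 genes were DE at 6 h (405 up-regulated, 408 down-regulated), 1682 up-regulated and 793 down-regulated on day 1, 3231 on day 2 (2088 up, 1143 down), 3123 on day 3 (1563 up, 1560 down), 1230 on day 4 (768 up, 462 down), 1114 on day 5 (844 up, 270 down), 1327 on day 6 (759 up, 568 down) and 1648 on day 8 (615 up, 1033 down), by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. In the leaf base, 4393 genes were DE at 6 h (1929 up, 2464 down), 360 on day 1 (166 up, 194 down), 328 on day 2 (199 up, 129 down), 1575 on day 3 (891 up, 684 down) and 801 on day 4 (309 up, 492 down). Between 21388 and 22449 genes were tested in each comparison. At apex 6 h, 260 genes had a log2 fold change above 2. Single libraries decide the leaf base numbers on days 2 and 4. On day 2, 104 genes were DE without control replicate 2, 131 up-regulated and 73 down-regulated without ethephon replicate 1, 83 without ethephon replicate 3, 524 without control replicate 1 and 591 without control replicate 3. On day 4 there were 163 without control replicate 2 and 390 without ethephon replicate 2. The 194 genes down-regulated at the leaf base on day 1 also moved, to 305 without control replicate 2 and 142 without ethephon replicate 3. Over the 8 apex comparisons, no library left out moved a number by more than 1.5 times.

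**Figure D1:**
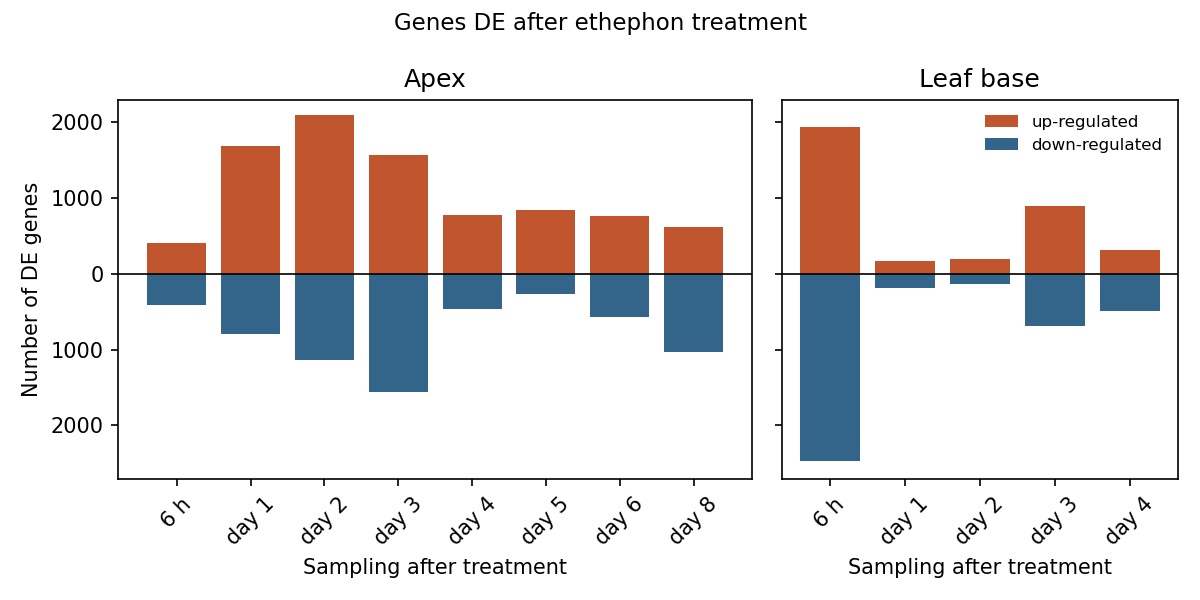
Number of genes up-regulated (upward bars) and down-regulated (downward bars) after ethephon treatment at each sampling of the apex and the leaf base, from comparisons of 3 with 3 libraries. The leaf base has its highest numbers at 6 h (1929 up, 2464 down) and the apex on days 2 and 3. The water-control leaf bases of 6 h also differed from those of later days.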

1002 DEGs were classified as hypothetical proteins (12.6%), 249 genes were annotated as proteins with domains of unknown function (DUF) (3.1%), and another 150 as uncharacterized proteins (1.9%). During the 8 days of sampling, four trends were observed: (1) some genes showed a rapid increase of more than two times within 6 h of treatment, often followed by (2) a decrease. 

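Of the 405 genes up-regulated at the apex at 6 h, 98 were also up-regulated on day 1, 196 were down-regulated in at least 1 later apex sampling, and 85 were DE in no later one.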

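At the apex, 1978 genes were first DE on day 3 or 4, of which 913 were up-regulated at that sampling. In at least 4 of the 8 samplings, 205 genes were down-regulated without being up-regulated in any, and 437 were up-regulated without being down-regulated in any. Another 1001 genes were up-regulated in 1 sampling and down-regulated in another.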

Other genes showed (3) increased after three to 4 days, whereas another group of genes (4) decreased throughout the sampling period or at some stage in the middle of the sampling period. Expression during the first 3 to 4 days was considered critical, as these genes played a central role in ethylene response from the application to the initiation of genes that were potentially involved in the conversion of the apex from the vegetative to the floral state.

Genes up‐regulated ≥2‐fold in the apex or base tissue at 6 h and 1, 2, 3, and 4 days after flower induction showed minimal overlap (Figure 2). 

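Genes DE in both tissues numbered 361 at 6 h, 82 on day 1, 108 on day 2, 676 on day 3 and 140 on day 4. If the calls in the tissues were independent over the genes tested in both, 162.1, 41.6, 50.2, 229.5 and 45.7 such genes would be found, so the observed numbers were above these at all 5 samplings. With a log2 fold change above 2, this did not hold on day 1, where 0 genes were found against 1.3 for independent calls. Independent calls treat all tested genes alike, although genes with more counts are easier to call in both tissues. An excess over them therefore does not by itself show a shared response. On day 3, 299 of the genes were up-regulated in both tissues, 307 were down-regulated in both, 26 were up-regulated at the apex and down-regulated at the leaf base, and 44 showed the reverse. The number on day 3 was 1901 without a limit on the fold change and 150 with a log2 fold change above 2. Leaving out 1 replicate from both tissues moved the number on day 1 to 124 (without control replicate 1), that on day 2 to 31 (without control replicate 2), 65, 69 and 33 (without ethephon replicates 1, 2 and 3), and that on day 4 to 38 (without control replicate 2) and 72 (without ethephon replicate 2).

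**Figure D2:**
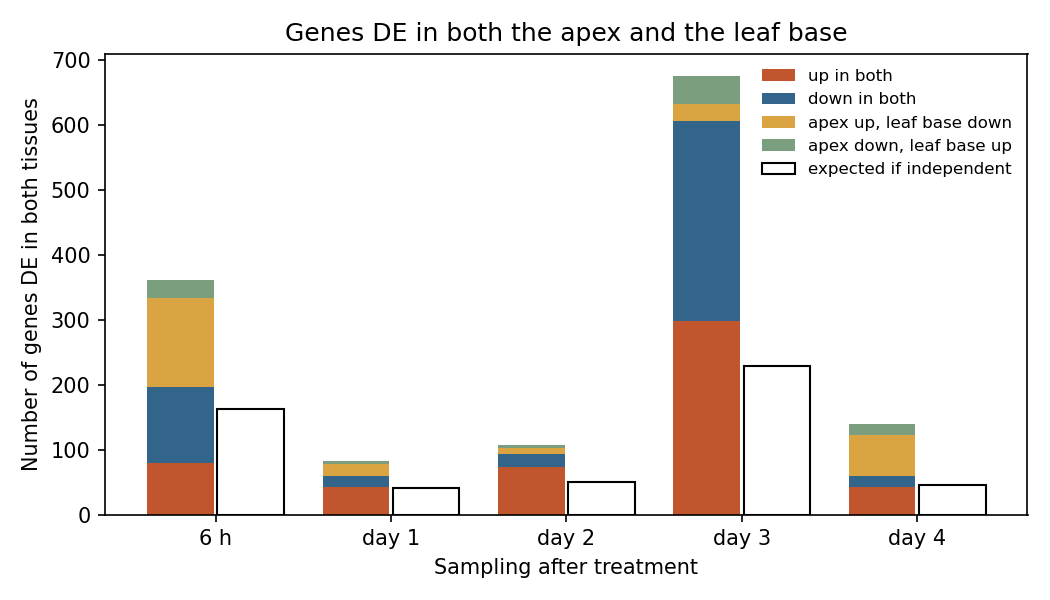
Number of genes DE in both the apex and the leaf base at each of the 5 samplings taken in both tissues, split by direction (stacked bars), beside the number that independent calls would give (open bars). The observed total is above the independent one at every sampling, with 676 against 229.5 genes on day 3. The independent number does not allow for differences in expression level between genes.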

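At 6 h, 4393 genes were DE in the leaf base and 813 at the apex, and among the genes tested in both tissues the ratio of leaf base to apex was 5.28 (3.89 without ethephon replicate 1 to 7.08 without control replicate 3, and 3.1 at an unadjusted p under 0.05 to 7.28 with a log2 fold change above 2). Water-control leaf bases of 6 h differed from the water controls of days 1 and 3 in 2444 and 4380 genes. Ethephon-treated leaf bases of 6 h differed from the same controls in 1770 and 419 genes. The leaf base number at 6 h may therefore in part reflect the state of the 6 h water controls. The transcription factor share of the genes DE at 6 h was not analysed here.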

Six hours after treatment, the number of DEG was six times higher in the leaf base than in the apex with a two‐fold higher percentage of transcription factors (7.5 vs. 15.2%). The 271 DEGs that were expressed differentially in both tissues contained 59 up‐regulated genes and 80 down‐regulated genes in both tissues, 112 down‐regulated genes down‐regulated in the leaf base and up‐regulated in the apex, and only 20 genes showed the reverse response. 

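At 6 h, 361 genes were DE in both tissues: 80 were up-regulated in both, 117 were down-regulated in both, 137 were up-regulated at the apex and down-regulated at the leaf base, and 27 showed the reverse. Opposite directions thus made up 164 of the 361. With a log2 fold change above 2 the number in both tissues was 83, and without a limit it was 564.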

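Among the genes tested in both tissues, the ratio of DE genes at the apex to those at the leaf base was 6.97 on day 1, 9.91 on day 2, 1.98 on day 3 and 1.51 on day 4. When 1 replicate was left out of every group, it ranged from 4.99 (without control replicate 2) to 8.44 (without ethephon replicate 1) on day 1, from 5.13 (without control replicate 3) to 39.43 (without ethephon replicate 3) on day 2, from 1.82 (without ethephon replicate 1) to 2.19 (without ethephon replicate 2) on day 3 and from 1.08 (without control replicate 1) to 7.41 (without control replicate 2) on day 4. With all replicates, over edgeR's exact test, DESeq2, RLE normalization, the filter of 1 CPM, the joint fit, no limit, a log2 fold change above 2 and the unadjusted p, it ranged from 3.42 (unadjusted p) to 10.16 (genes under 1 CPM left out) on day 1, from 3.83 (unadjusted p) to 18.57 (log2 fold change above 2) on day 2, from 1.74 (unadjusted p) to 2.7 (log2 fold change above 2) on day 3 and from 1 (joint fit of 78 libraries) to 4.17 (no limit) on day 4.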

In subsequent samplings, DEGs were five to 10 times more prevalent in the apices than in the leaf bases, and the overlapping DEGs differed (Table ST2). Furthermore, this change in the expression pattern occurred on day 1, suggesting that once the change from vegetative to floral apex begins, an increasing number were DE in the apex. 

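Whether the ethephon effect itself differs between the tissues was tested with an interaction term over the 12 libraries of each sampling (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). At the same thresholds, 3757 genes differed at 6 h, 2259 on day 1, 2390 on day 2, 2287 on day 3 and 1682 on day 4. On counts simulated in the same simplified way, for 6 h only, this test called 57% of 200 changed genes, and 2.56% of its calls were unchanged genes. Without a limit on the fold change, the number was 4207 at 6 h and 3774 on day 1. From the change in the number of DE genes between 6 h and day 1, the paper proposes that an increasing number of genes become DE at the apex once it starts to change from vegetative to floral.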

A higher percentage (two‐ to four‐fold) of genes expressed at the treated apex were transcription factors on days 1 through 4. 

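On day 1, the 82 genes DE in both tissues were 43 up-regulated in both, 16 down-regulated in both, 19 up-regulated at the apex and down-regulated at the leaf base, and 4 that showed the reverse. With 1 replicate left out of every group, 31 (without ethephon replicate 1) to 78 (without control replicate 1) were up-regulated in both. Those down-regulated in both were 4 (without ethephon replicate 3) to 28 (without ethephon replicate 1). Aco014671, a MADS-box transcription factor on linkage group 20 from 9897052 to 9905261, was down-regulated on days 1 and 3 (log2 fold changes -1.71 and -2.89) at the apex, and down-regulated at 6 h and on day 4 (log2 fold changes -3.12 and -2.12) at the leaf base. Aco014671 overlaps Aco014670 and Aco014672 in its exons, so its counts and calls are uncertain. Aco014671 had standard errors of 0.32 to 0.64 and adjusted p-values of 7.05e-05 to 0.00717 over these calls (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its leaf base log2 fold changes were 0.42 on day 1 and 0.04 on day 3, and it was not DE there at these samplings or at the apex on day 4. Aco014671 at apex day 4 changed direction with the library left out, its log2 fold change going from -0.36 (without control replicate 1) to 0.11 (without control replicate 2). Aco014671 at leaf base day 3 changed direction with the library left out, its log2 fold change going from -0.29 (without ethephon replicate 3) to 0.71 (without control replicate 2). Aco014671 lost its call at leaf base day 4 without control replicate 2 or ethephon replicate 2 (log2 fold changes of -2.61 to -1.59 over the 6 fits).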

On day 1, only 25 genes were up‐regulated and 17 down‐regulated at both the apex and leaf bases, with the only gene appearing on days 1, 3, and 4 being MADS‐box transcription factors down‐regulated in both tissues (Aco014671) (Table ST2). At the leaf bases, the percentage transcription factors of DEG were similar except on day 1 when there was a two‐fold increase in DEG up‐regulated. In addition to transcription factors, genes expressed on day 1 in apex and leaf base tissues included a calcium exchanger (Aco004292), a sucrose phosphate synthase (Aco017378), a 2‐oxoglutarate (2OG) and Fe (II)‐dependent oxygenase superfamily protein (Aco003280), and one unknown (Aco010021) occurred in the overlap. 

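None of the genes for the calcium exchanger, the sucrose phosphate synthase, the oxygenase and the unknown protein was DE on day 1 in either tissue, and the lowest adjusted p among them on day 1 was 0.0927 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Aco004292, a calcium exchanger on linkage group 5 from 1945061 to 1948391, was up-regulated on day 3 (log2 fold change 2.53) at the apex. Aco017378, a sucrose phosphate synthase on linkage group 1 from 23887197 to 23895343, was up-regulated on days 2, 4, 5, 6 and 8 (log2 fold changes 1.63, 2.07, 1.99, 2.22 and 2.86) and on day 3 (at least 10.1-fold higher) at the apex, and up-regulated on day 3 (log2 fold change 2.88) at the leaf base. Aco003280, a 2-oxoglutarate and Fe(II)-dependent oxygenase on linkage group 17 from 1690761 to 1698905, was up-regulated on day 3 (at least 3.55-fold higher) at the leaf base. Aco003280 overlaps Aco003281 in its exons, so its counts and calls are uncertain. Aco010021, a protein of unknown function on linkage group 10 from 2229113 to 2231587, was up-regulated on days 3 and 6 (at least 1.36-fold and 2.79-fold higher) at the apex. Aco004292, Aco017378, Aco003280 and Aco010021 had standard errors of 0.30 to 0.69 and adjusted p-values of 3.09e-07 to 0.0372 over these calls (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With 3 counts or fewer in all libraries of at least 1 group at most samplings, Aco003280 and Aco010021 lay near the limit of detection at this depth. Aco017378 lost its call at apex day 2 without control replicate 1 or control replicate 2 or ethephon replicate 3 (log2 fold changes of 1.28 to 2.20 over the 6 fits), with DESeq2 and in the joint fit of 78 libraries, and at apex day 5 without control replicate 3 (log2 fold change 1.84). Aco017378 also lost it at apex day 6 in the joint fit with lane, and at apex day 8 without ethephon replicate 1 (log2 fold change 1.99). Aco010021 lost its call at apex day 6 without ethephon replicate 2 or ethephon replicate 3 and in the joint fit with lane.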

In both tissues, a SAUR‐like auxin‐responsive protein (Aco026644) was expressed on day 1, and a AP2/ERTF cytokinin response factor 2 (Aco010738) was expressed on day 2 (Table 1). 

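Aco026644, a SAUR-like auxin-responsive gene on linkage group 24 from 2154344 to 2154814, was up-regulated on days 3 and 6 (log2 fold changes 2.93 and 2.19) and on day 2 (at least 1.39-fold higher) at the apex. Aco010738, an AP2/ERTF cytokinin response factor on linkage group 10 from 3236737 to 3237795, was up-regulated on days 1, 2 and 3 (log2 fold changes 1.61, 1.82 and 2.17) and at 6 h (at least 2.38-fold higher) at the apex, and up-regulated on days 3 and 4 (log2 fold changes 2.20 and 1.67) and at 6 h (at least 2.46-fold higher) at the leaf base. Aco026644 and Aco010738 had standard errors of 0.32 to 0.56 and adjusted p-values of 1.71e-05 to 0.0447 over these calls (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Aco026644 was not tested at the leaf base on day 1, where it had no count, and its adjusted p at the apex on day 1 was 0.931, while Aco010738 had an adjusted p of 0.661 at the leaf base on day 2 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Aco026644 lost its call at apex day 2 without control replicate 2 or control replicate 3 or ethephon replicate 2 and with DESeq2, and at apex day 6 in the joint fit with lane. Aco010738 lost its call at apex 6 h without control replicate 1 or control replicate 2 or control replicate 3 or ethephon replicate 2 or ethephon replicate 3, with DESeq2 and with genes under 1 CPM left out, and at leaf base day 4 without control replicate 1 or control replicate 2 or ethephon replicate 1 or ethephon replicate 2 (log2 fold changes of 1.52 to 1.92 over the 6 fits) and with DESeq2.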

Among DEGs in the treated and untreated apex or in the treated and untreated leaf base, no genes were DE at all stages and similar numbers occurred at each stage except for leaf bases on day 3.

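In the 8 apex comparisons the number of genes DE in all was 0, and the most comparisons in which a gene was DE was 7, reached by 41 genes. Among the 5 leaf base comparisons the number of genes DE in all was also 0, with at most 4 for any gene, reached by 78 genes. At an unadjusted p under 0.05 and without a limit on the fold change, 191 genes passed in all 8 apex comparisons, 220 in all 5 leaf base comparisons and 9 in all 13.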

**FIGURE 2:**
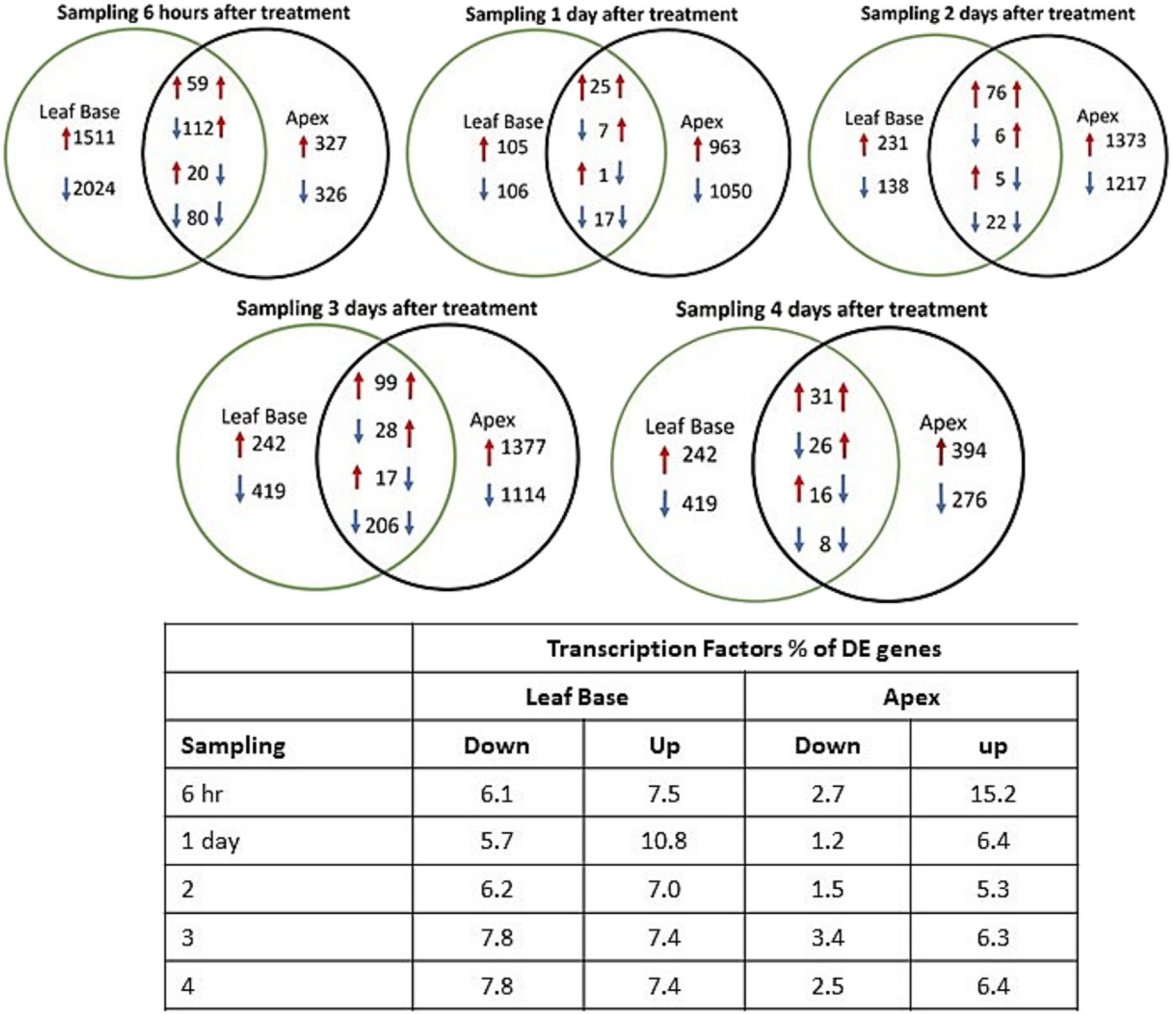
Overlap in genes differentially expressed (DE) up and down between the apex and leaf base tissues at 6 h and 1, 2, 3, and 4 days after flower induction with ethephon. The table gives the percentage of DE genes that were transcription factors. Data were derived from Table S2.

**TABLE 1:** Differential expression (edgeR *p* ≤ .05) of AP2/ERTH ethylene‐responsive transcription factors of the apex and leaf bases after ethephon treatment, and their Arabidopsis phylogenetic group (Nakano et al., 2006).

Gene	Arabidopsis Group	Apex 0.25	Leaf 0.25	Apex 1 day	Leaf 1 day	Apex 2 day	Leaf 2 day	Apex 3 day	Leaf 3 day	Apex 4 day	Leaf 4 day	Apex 5 day	Apex 6 day	Apex 8 day
Aco000576	VI	Up												Down
Aco001190	Ib	Up	Down	Up		Up		Up		Up		Up	Up	
Aco001318	Xb	Up		Up		Up	Up		Down	Down	Down			Down
Aco001600	IVa								Down		Down			Down
Aco001844	VIIa	Up	Up	Up				Up				Up	Up	
Aco002673	IIb							Up						
Aco002699	VIIa			Up	Down				Down		Down	Up		
Aco002824	Ib	Up		Up		Up		Up				Up		Down
Aco003196	Xa		Down					Down	Down	Up	Down			Down
Aco004208	VIIIa			Up		Up		Up						Down
Aco005324	IXa		Down											
Aco005509	Ib		Down	Up		Up	Up		Down		Down			Down
Aco006004	IIIe			Up				Down						
Aco006567	VIIIa			Up		Up		Up	Down	Up	Down	Up	Up	
Aco006883	IXc			Up		Up								
Aco008323	VIIIa			Up		Up				Up		Up		Down
Aco009511	VIIa					Down		Down						
Aco010430	IXc							Down	Down		Down			
Aco010545	VIIIa			Up		Up		Up				Up		Down
Aco010738	VI			Up		Up		Up						
Aco011669	IXa			Up				Up				Up		
Aco012157	VIIa		Up			Down		Up						
Aco012562	VI		Down	Up		Up								
Aco012835	IIIe		Down					Down						Down
Aco012858	IXb			Up				Up				Up		
Aco012860	IXa													Down
Aco016346	Ia	Up	Down	Up	Up	Up				Up				Down
Aco017803	Xa		Down					Down						
Aco018023	IIc		Down						Down		Down			
Aco018224	Xc		Down					Down		Up				Down
Aco018980	IIb	Up	Up											Down
Aco021063	VIIa							Down						
Aco022517	IIIc								Down		Down			

*Note*: Aco000347, Aco006074, and Aco010738 best hit were as cytokinin response factor 2, and Aco000576 and Aco012562 were cytokinin response factors 4.

### 3.4 Differentially expressed genes (DE)

#### 3.4.1 Ethylene‐related genes

Three 1‐aminocyclopropane‐1‐carboxylate synthase (ACS) genes were expressed: Aco015517 (AcACS1) (Figure 3a), Aco000276 (AcACS2) (Figure 3b), and Aco028694. The ACS2 gene (Aco000276) and the third ACS gene (Aco028694) were not DE at the leaf base or apex during sampling. 

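Aco000276 (AcACS2) had a log2 fold change of -1.66 (standard error 0.49, adjusted p = 0.0138, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) on day 3 and 1.57 (standard error 0.40, adjusted p = 0.00297, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) on day 4 at the apex. Its expression at the apex on day 3 was 1.79 ± 0.53 (SD, n = 3) in the control and 0.01 ± 0.70 (SD, n = 3) in the ethephon-treated apices, as log2 CPM. Neither change of Aco000276 reaches the log2 fold change above 2 that the paper's Methods name. Aco000276 lies on linkage group 12 from 3110114 to 3111940 and was not DE in the other 11 comparisons. Aco028694, a further ACS gene on linkage group 1 from 6215627 to 6221241, was not DE in any of the 13 comparisons, with a lowest adjusted p of 0.0033 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and a largest log2 fold change in size of 0.70 at apex day 5. Aco000276 lost its call at apex day 3 without ethephon replicate 2 (log2 fold change -1.42).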

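Aco015517, a 1-aminocyclopropane-1-carboxylate synthase (ACS) gene on linkage group 3 from 12717867 to 12722309, was up-regulated on day 4 (log2 fold change 1.44) and down-regulated on days 2, 3, 6 and 8 (log2 fold changes -1.66, -2.98, -1.15 and -3.44) at the apex, and up-regulated on day 3 (log2 fold change 2.60) and down-regulated at 6 h and on day 4 (log2 fold changes -3.35 and -1.37) at the leaf base. Aco015517 had standard errors of 0.18 to 0.43 and adjusted p-values of 8.2e-20 to 0.00942 over these calls (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). At the leaf base at 6 h its log2 CPM was 8.92 ± 0.34 (SD, n = 3) in the control and 5.29 ± 1.24 (SD, n = 3) in the ethephon-treated leaf bases. On day 3 at the leaf base, where it rose, it was 4.28 ± 0.93 (SD, n = 3) in the control and 7.09 ± 0.11 (SD, n = 3) in the ethephon-treated leaf bases. Aco015517 lost its call at apex day 6 without control replicate 3 or ethephon replicate 2 (log2 fold changes of -1.43 to -0.67 over the 6 fits), with DESeq2, in the joint fit of 78 libraries and in the joint fit with lane, and at leaf base day 4 without control replicate 2 or ethephon replicate 2 (log2 fold changes of -1.90 to -1.12 over the 6 fits) and in the joint fit of 78 libraries.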

The ACS gene described as ACS1 (Aco015517) (Figure 3a) was negatively regulated at 6 h and on days 3 and 4 at the leaf base and negatively regulated at the apex on days 2 and 3 and again on days 6 and 8.

**FIGURE 3:**
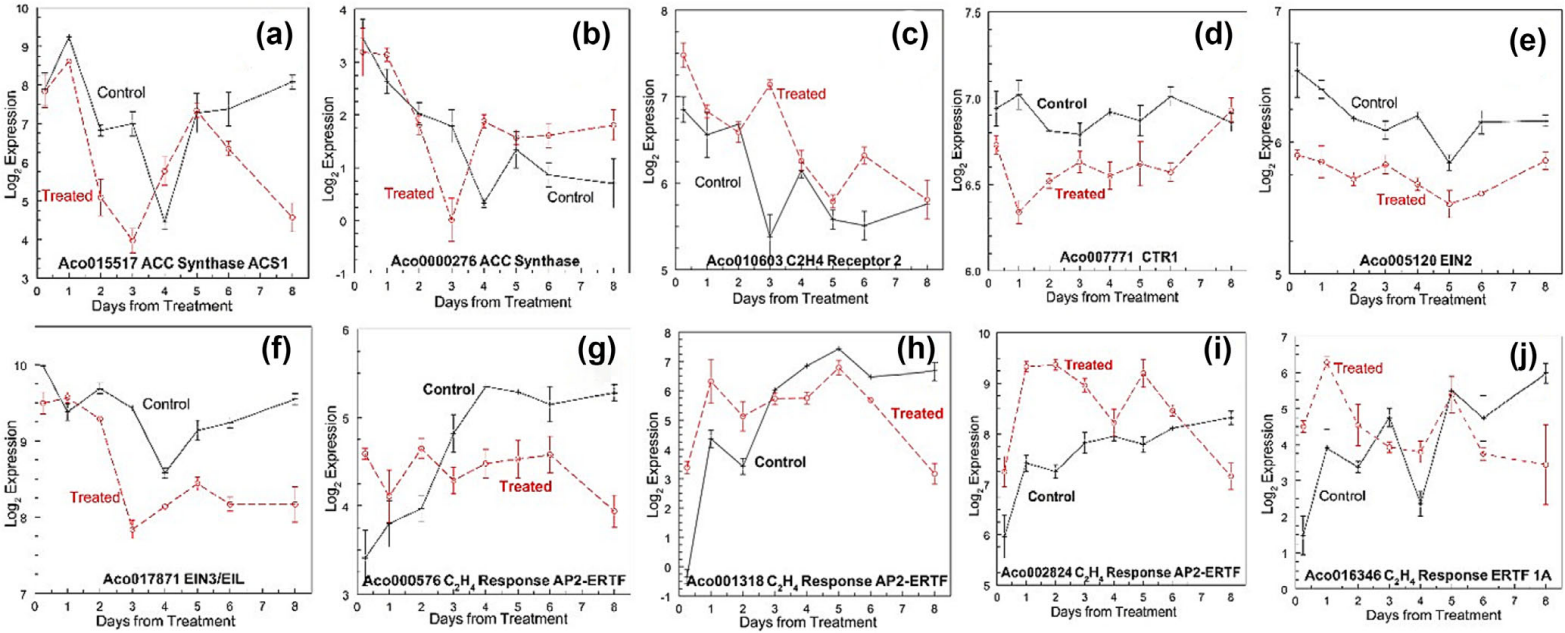
Gene expression related to ethylene response genes. (a) Aco015517 Acc synthase (ACS1), (b) Aco0000276, ACC synthase, (c) Aco010603 Ethylene receptor, (d) Aco007771 CTR1, (e) Aco005120 EIN2, (f) Aco017871 EIN3/EIL, (g) Aco0000576, Ethylene response transcription factor AP2‐EREBP, (h) Aco001318 Ethylene response transcription factor AP2‐EREBP, (i) Aco002824 Ethylene response transcription factor AP2‐EREBP, and (j) Ethylene response transcription factor 1A. Log_2_ means + standard error, *n* = 3.

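ACO denotes 1-aminocyclopropane-1-carboxylate oxidase. Aco003285, an ACO gene on linkage group 17 from 1721426 to 1728052, was up-regulated on day 1 (log2 fold change 1.67) and down-regulated at 6 h (log2 fold change -6.24) and on day 3 (at least 7.67-fold lower) at the leaf base. Aco005735, an ACO gene on linkage group 11 from 12524111 to 12528981, was up-regulated at 6 h and on day 3 (log2 fold changes 1.98 and 2.63) at the leaf base. Aco015240, an ACO gene on linkage group 5 from 1036921 to 1038593, was up-regulated at 6 h and on day 1 (log2 fold changes 2.58 and 1.58) and down-regulated on day 3 (log2 fold change -1.15) at the leaf base. Aco003285, Aco005735 and Aco015240 had standard errors of 0.16 to 0.59 and adjusted p-values of 2.33e-07 to 0.0336 over these calls (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Aco015240 was not DE at the apex, where the largest log2 fold change in size was 1.03 at 6 h and the lowest adjusted p was 2.08e-05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Aco003285 lost its call at leaf base day 1 without control replicate 3 or ethephon replicate 1 (log2 fold changes of 0.85 to 2.03 over the 6 fits) and with genes under 1 CPM left out. Aco015240 became DE at apex 6 h without control replicate 3 or ethephon replicate 1 (log2 fold changes of 0.73 to 1.37 over the 6 fits), with edgeR's exact test, with DESeq2 and in the joint fit of 78 libraries, and at apex day 2 without control replicate 1 (log2 fold change -1.07).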

Four 1‐aminocyclopropane‐1‐carboxylate oxidase (ACO) genes showed differential expression (Aco001358, Aco003285, Aco005735, and Aco015240). Aco001358 at the apex was down‐regulated on day 3 and up‐regulated from days 4 through 8, and down‐regulated in the leaf base at 6 h (Table ST2). 

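Aco001358, an ACO gene on linkage group 2 from 12013620 to 12016290, was up-regulated on days 2, 4, 5 and 6 (log2 fold changes 1.00, 3.23, 1.11 and 1.51) and down-regulated on day 3 (log2 fold change -1.89) at the apex, and down-regulated at 6 h (log2 fold change -1.24) at the leaf base. Aco001358 overlaps Aco001359 in its exons, so its counts and calls are uncertain. Aco001358 had standard errors of 0.12 to 0.22 and adjusted p-values of 1.63e-20 to 0.00118 over these calls (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). On day 8 the log2 fold change at the apex was 0.61 (standard error 0.14, adjusted p = 0.0011, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), below the limit on the fold change. Aco001358 lost its call at apex day 2 without control replicate 1 or control replicate 3 or ethephon replicate 1 or ethephon replicate 3 (log2 fold changes of 0.72 to 1.30 over the 6 fits), with DESeq2, with RLE normalization, with genes under 1 CPM left out and in the joint fit of 78 libraries, and at apex day 5 without control replicate 1 (log2 fold change 0.78) and with DESeq2. Aco001358 also lost it at apex day 6 in the joint fit with lane.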

At 6 h, Aco005765 was up‐regulated, and Aco03285 was down‐regulated only at the leaf base. 

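Aco005765, a gene on linkage group 11 from 12752209 to 12758654, was down-regulated on day 2 (log2 fold change -1.29) at the apex. At the leaf base it was up-regulated at 6 h (log2 fold change 3.00) and down-regulated on day 3 (log2 fold change -1.33). The paper names it beside ACO genes, but its list of them holds Aco005735 and not Aco005765, so a misprint is possible. Aco005765 had standard errors of 0.20 to 0.40 and adjusted p-values of 2.44e-05 to 0.0105 over these calls (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Aco005765 lost its call at leaf base day 3 without ethephon replicate 2 (log2 fold change -0.92).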

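Aco015420, a gene on linkage group 23 from 404723 to 409311, was not DE in any of the 13 comparisons, with a lowest adjusted p of 0.0113 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and a largest log2 fold change in size of 0.78 at apex day 1. Aco015420 at apex day 2 changed direction with the library left out, its log2 fold change going from -0.07 (without ethephon replicate 1) to 0.15 (without control replicate 2). Aco015420 at leaf base 6 h changed direction with the library left out, its log2 fold change going from -0.14 (without control replicate 3) to 0.41 (without control replicate 1). Aco015420 became DE at apex day 1 without control replicate 3 (log2 fold change 1.05). The paper's list of ACO genes holds Aco015240 and not Aco015420, so a misprint of the identifier is possible.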

Aco015420 was up‐regulated at the apex at 6 h and down‐regulated on day 2, and in the leaf, it was up‐regulated at 6 h and 1 day after treatment.

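Aco010603, an ethylene receptor gene on linkage group 7 from 12579700 to 12583956, was up-regulated on day 3 (log2 fold change 1.73) at the apex, and up-regulated at 6 h (log2 fold change 3.65) and down-regulated on day 2 (log2 fold change -1.02) at the leaf base. Aco010603 had standard errors of 0.17 to 0.23 and adjusted p-values of 9.73e-08 to 0.0405 over these calls (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Aco010452, a second receptor gene on linkage group 3 from 2575324 to 2582500, was down-regulated on day 3 (log2 fold change -1.28) at the leaf base. Aco010452 had a standard error of 0.14 and an adjusted p of 1.15e-05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Aco002499, a receptor gene on linkage group 4 from 1135204 to 1138510, was not DE in any of the 13 comparisons, with a lowest adjusted p of 0.0325 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and a largest log2 fold change in size of 0.49 at leaf base 6 h. Aco006353, a receptor gene on linkage group 14 from 2966306 to 2974546, was not DE in any of the 13 comparisons, with a lowest adjusted p of 3.47e-05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and a largest log2 fold change in size of 0.65 at apex day 8. Aco024515, another receptor gene, on linkage group 23 from 4569317 to 4575670, had a lowest adjusted p of 0.232 over the 13 comparisons (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In most of them, all libraries of at least 1 group held 3 counts or fewer, so a change in it was hard to detect at this depth. Aco010603 lost its call at leaf base day 2 without control replicate 1 or control replicate 2 or ethephon replicate 1 or ethephon replicate 3 (log2 fold changes of -1.27 to -0.85 over the 6 fits), with genes under 1 CPM left out and in the joint fit of 78 libraries.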

Five pineapple ethylene receptors (Aco002499, Aco006353, Aco010452, Aco010603, and Aco24515) were expressed (Table ST1), but only Aco010603 was DE (Figure 3c), up‐regulated at 6 h and down‐regulated at day 2 in the leaf bases, and up‐regulated in the apex on day 3.

The predicted ethylene response pathway protein kinase gene CTR1 (Aco007771) (Figure 3d) and a possible EIN2 (Aco005120) (Figure 3e) were not DE in either tissue. 

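Aco007771, a CTR1 gene on linkage group 21 from 10525747 to 10535918, was not DE in any of the 13 comparisons, with a lowest adjusted p of 0.00041 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and a largest log2 fold change in size of -0.68 at apex day 1. Aco005120, an EIN2 gene on linkage group 7 from 2270592 to 2279124, was not DE in any of the 13 comparisons, with a lowest adjusted p of 8.39e-05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and a largest log2 fold change in size of -0.68 at apex 6 h.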

Three EIN3/EIL genes (Aco001697, Aco015335, and Aco017871) were DE. 

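Aco001697, an EIN3/EIL gene on linkage group 18 from 8650576 to 8653816, was up-regulated on day 3 (log2 fold change 1.15) at the apex, and up-regulated on day 3 (log2 fold change 2.84) at the leaf base. Aco001697 had standard errors of 0.14 to 0.21 and adjusted p-values of 2.89e-08 to 0.000181 over these calls (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Aco001697 lost its call at apex day 3 without control replicate 2 (log2 fold change 0.86).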

Aco001697 was up‐regulated only at the apex on day 3. 

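Aco015335, an EIN3/EIL gene on linkage group 20 from 10608306 to 10610096, was up-regulated at 6 h (log2 fold change 1.34) at the leaf base. Aco015335 had a standard error of 0.21 and an adjusted p of 0.000259 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its log2 fold change at the leaf base on day 2 was -1.01 (standard error 0.28, adjusted p = 0.0919, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Aco015335 became DE at leaf base day 2 without ethephon replicate 2 (log2 fold change -1.42), with edgeR's exact test, with DESeq2 and in the joint fit with lane.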

Aco015335 was up‐regulated at 6 h and down‐regulated at 2 days at the leaf bases. Aco017871 was down‐regulated on days 3, 6, and 8 at the apex (Figure 3f).

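Aco017871, an EIN3/EIL gene on linkage group 4 from 12102203 to 12104095, was down-regulated on days 3, 6 and 8 (log2 fold changes -1.58, -1.09 and -1.34) at the apex. Aco017871 had standard errors of 0.12 to 0.15 and adjusted p-values of 8.57e-11 to 7.14e-06 over these calls (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Aco017871 was not DE at the leaf base, where the largest log2 fold change in size was -0.78 on day 3 and the lowest adjusted p was 0.000173 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Aco017871 lost its call at apex day 6 in the joint fit with lane.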

Eighty‐eight AP2/ERTF were predicted for pineapple, of which 63 were expressed during the apex transition. Phylogenetic analysis grouped 12 of the genes expressed as AP2 ANT and four as AP2/AP2 (Table ST5). Forty‐seven were ethylene‐responsive transcription factors (ERTFs) that were expressed at the apex and/or leaf base, of which 33 ERTFs were DE (Table 1). 

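The 33 AP2/ERTF genes of Table 1 were DE in 159 of their gene-by-sampling comparisons, with 102 up-regulated and 57 down-regulated, and each of the 33 was DE at least once. Adjusted over the list alone, the number was 169. The authors chose this list on these samples, so that number is not independent evidence. With a log2 fold change above 2 there were 64 calls, and without a limit 218. With 1 replicate left out of every group, the number lay between 142 and 164.

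**Figure D3:**
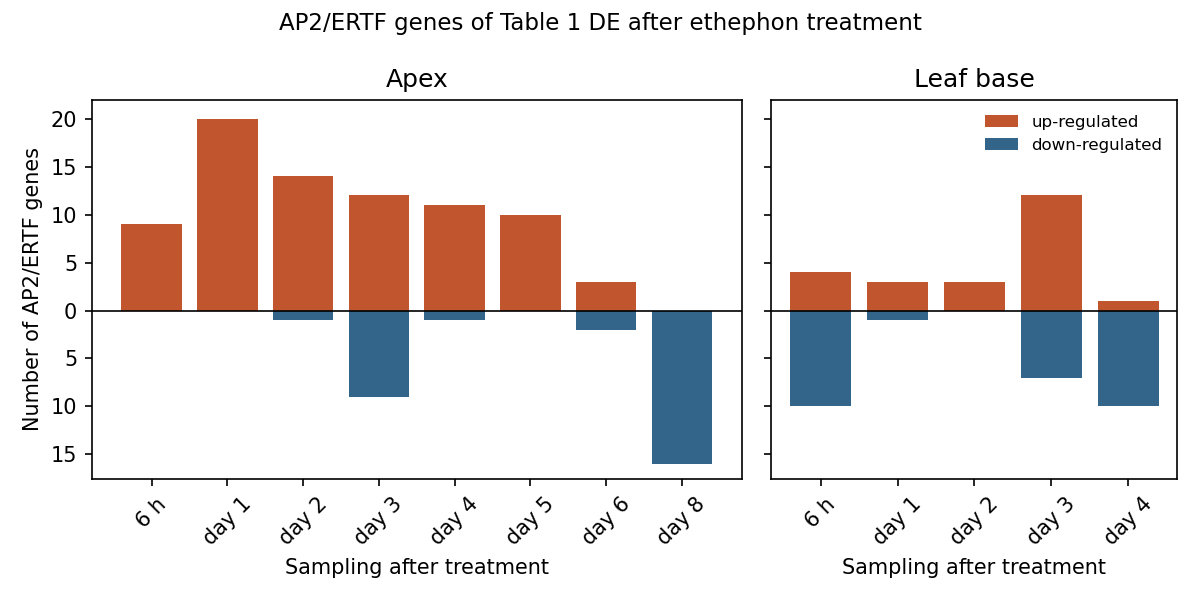
Number of the 33 AP2/ERTF genes up-regulated (upward bars) and down-regulated (downward bars) at each sampling of the apex and the leaf base. At the apex all calls at 6 h (9) and on day 1 (20) are up-regulated, and all 16 on day 8 are down-regulated.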

Of particular interest were the seven ERTFs up‐regulated in the axis within 6 h after treatment (Aco000576, Aco001190, Aco001318, Aco001844, Aco002824, Aco018980, and Aco016346), some of which were also up‐regulated in the leaf base. These seven ERTFs were phylogenetically grouped into Arabidopsis/Rice clusters VI, Ib, Xb, VIIIa, Ib, IIb, and 1a, respectively (Table 1). 

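Of the 33 genes, 9 were DE and up-regulated at apex 6 h, and between 5 (without control replicate 2) and 9 when 1 replicate was left out of every group. Aco000576, an AP2/ERTF gene on linkage group 12 from 877881 to 885128, was up-regulated at 6 h (log2 fold change 1.14) at the apex. Aco001190, an AP2/ERTF gene on linkage group 2 from 13530546 to 13531451, was up-regulated at 6 h (log2 fold change 1.12) at the apex. Aco001318, an AP2/ERTF gene on linkage group 2 from 12402716 to 12403708, was up-regulated at 6 h (at least 6.58-fold higher) at the apex. Aco001844, an AP2/ERTF gene on linkage group 18 from 7470842 to 7472399, was up-regulated at 6 h (log2 fold change 2.00) at the apex. Aco002824, an AP2/ERTF gene on linkage group 6 from 11885237 to 11886334, was up-regulated at 6 h (log2 fold change 1.20) at the apex. Aco018980, an AP2/ERTF gene on linkage group 2 from 10499315 to 10499860, was up-regulated at 6 h (at least 4.61-fold higher) at the apex. Aco000576, Aco001190, Aco001318, Aco001844, Aco002824 and Aco018980 had standard errors of 0.28 to 0.41 and adjusted p-values of 5.44e-05 to 0.0272 at 6 h (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The others of the 9 were Aco010738, Aco012835 and Aco016346, with Aco012835 at a log2 fold change of 1.29 (standard error 0.35, adjusted p = 0.0337, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Aco001190 was down-regulated at 6 h (log2 fold change -2.04) at the leaf base. Aco001844 was up-regulated at 6 h (log2 fold change 2.52) at the leaf base. Aco018980 was up-regulated at 6 h (log2 fold change 1.89) at the leaf base. Aco001190, Aco001844 and Aco018980 had standard errors of 0.20 to 0.32 and adjusted p-values of 5.7e-06 to 0.000411 at the leaf base (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Aco000576 lost its call at apex 6 h without control replicate 1 or control replicate 2 or ethephon replicate 2 (log2 fold changes of 0.91 to 1.38 over the 6 fits). Aco001190 lost its call at apex 6 h without control replicate 2 or control replicate 3 or ethephon replicate 2 (log2 fold changes of 0.84 to 1.34 over the 6 fits). Aco002824 lost its call at apex 6 h without control replicate 3 (log2 fold change 0.91) and with genes under 1 CPM left out. Aco012835 lost its call at apex 6 h without control replicate 1 or control replicate 2 or ethephon replicate 2 or ethephon replicate 3 (log2 fold changes of 1.08 to 1.57 over the 6 fits) and with genes under 1 CPM left out.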

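Aco000576 was down-regulated on day 8 (log2 fold change -1.33) at the apex. Aco001318 was up-regulated on days 1 and 2 (log2 fold changes 2.18 and 1.83) and down-regulated on days 4 and 8 (log2 fold changes -1.07 and -3.51) at the apex, and up-regulated on days 2 and 3 (log2 fold changes 2.71 and 1.62) and down-regulated on day 4 (log2 fold change -1.18) at the leaf base. Aco002824 was up-regulated on days 1, 2, 3 and 5 (log2 fold changes 1.89, 2.12, 1.12 and 1.46) and down-regulated on day 8 (log2 fold change -1.11) at the apex, and up-regulated on day 3 (log2 fold change 1.22) at the leaf base. Aco000576, Aco001318 and Aco002824 had standard errors of 0.12 to 0.49 and adjusted p-values of 6.29e-16 to 0.0169 over these later calls (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Aco001318 lost its call at apex day 4 without ethephon replicate 1 (log2 fold change -0.90), and at leaf base day 2 without ethephon replicate 1 or ethephon replicate 3 (log2 fold changes of 2.15 to 3.19 over the 6 fits). Aco002824 lost its call at apex day 3 without control replicate 2 (log2 fold change 0.97), and at apex day 8 without control replicate 1 or ethephon replicate 1 (log2 fold changes of -1.42 to -0.94 over the 6 fits).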

During the 8 days of sampling, Aco000576, Aco001318, and Aco002824 (Group VI, Xb, and Ib, respectively) were expressed and up‐regulated only in the apex (Figure 3g,h,i). 

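Aco000347, an AP2/ERTF gene on linkage group 12 from 2543312 to 2543758, was up-regulated at the apex on day 1 (adjusted p = 0.0291, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with 3 counts or fewer in every control library and a lower bound on the fold under 1. Its lowest adjusted p in the other comparisons was 0.246 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Aco000347 lost its call at apex day 1 without control replicate 1 or control replicate 2 or control replicate 3 or ethephon replicate 1 or ethephon replicate 2.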

Aco000347 (Group VI) was expressed at very low levels but was not DE at the treated apex, although the expression tended to be greater than in the control. The homologs Aco010738 and Aco000347, both grouped in group VI in Arabidopsis, were described as cytokinin response factors 2. ERTF (Aco016346, Group 1a) was also rapidly up‐regulated within 6 h (Figure 3j). 

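Aco016346, an AP2/ERTF gene on linkage group 3 from 10461754 to 10463145, was up-regulated at 6 h and on days 1, 2 and 4 (log2 fold changes 2.92, 2.10, 1.32 and 1.45) and down-regulated on days 6 and 8 (log2 fold changes -1.27 and -1.99) at the apex, and up-regulated on day 1 (log2 fold change 1.15) and down-regulated at 6 h and on days 3 and 4 (log2 fold changes -2.84, -2.10 and -1.72) at the leaf base. Aco016346 had standard errors of 0.24 to 0.41 and adjusted p-values of 1.63e-07 to 0.0203 over these calls (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Aco016346 lost its call at apex day 2 without control replicate 1 or control replicate 3 or ethephon replicate 1 (log2 fold changes of 0.77 to 1.72 over the 6 fits) and in the joint fit of 78 libraries, and at apex day 4 in the joint fit of 78 libraries. Aco016346 also lost it at apex day 6 without control replicate 3 or ethephon replicate 1 or ethephon replicate 2 (log2 fold changes of -1.65 to -0.47 over the 6 fits), with DESeq2, in the joint fit of 78 libraries and in the joint fit with lane, and at apex day 8 with DESeq2. Aco016346 also lost it at leaf base day 1 without control replicate 2 (log2 fold change 0.87), in the joint fit of 78 libraries and in the joint fit with lane, and at leaf base day 4 without control replicate 2 or ethephon replicate 2 or ethephon replicate 3 (log2 fold changes of -2.37 to -1.29 over the 6 fits), with DESeq2 and with genes under 1 CPM left out.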

Most fold changes in DEG were generally higher in the first 4 days, with apex ERTFs up‐regulated and leaf base ERTFs often down‐regulated. 

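At the apex, the 33 genes gave 79 up-regulated and 29 down-regulated calls, of which 55 and 24 up-regulated calls fell in the first 4 and the last 4 samplings. In leaf bases they gave 23 up-regulated and 28 down-regulated calls. The down-regulated apex calls fell mostly on day 3 (9) and day 8 (16). The leaf base calls were 10 down and 4 up at 6 h, 7 down and 12 up on day 3, and 10 down and 1 up on day 4.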

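Aco022651, an ERTF gene on linkage group 2 from 5582144 to 5582918, was up-regulated on day 6 (log2 fold change 2.92) and on days 4 and 5 (at least 4.88-fold and 5.94-fold higher) at the apex, and up-regulated on day 4 (log2 fold change 3.89) and at 6 h (at least 4.76-fold higher) at the leaf base. Aco022651 had standard errors of 0.58 to 0.67 and adjusted p-values of 4.93e-05 to 0.00268 over these calls (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Aco022651 lost its call at apex day 6 in the joint fit with lane, and at leaf base day 4 without control replicate 2 (log2 fold change 3.24).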

ERTF Factor 13 (Aco022651) tended to be higher at the treated apex from day 5 onwards.

#### 3.4.2 Auxin transport and response

The three auxin influx transporters (Aco004405 [AcABCg33], Aco030876, and Aco031846 [AcABCG32]) were first up‐regulated in the leaf base at 6 h and then at the apex at day 1, remaining elevated at the apex for most of the samplings (Table ST2). 

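Aco004405, an influx transporter on linkage group 5 from 2997557 to 2999374, was up-regulated on days 1, 2 and 3 (log2 fold changes 1.43, 2.05 and 2.09) at the apex, and up-regulated at 6 h and on day 4 (log2 fold changes 2.56 and 1.94) at the leaf base. Aco030876, an influx transporter on an unplaced scaffold from 10924 to 12762, was up-regulated on days 1, 2 and 3 (log2 fold changes 1.67, 2.46 and 2.21) at the apex, and up-regulated at 6 h and on day 4 (log2 fold changes 2.71 and 2.22) at the leaf base. Aco031846, an influx transporter on an unplaced scaffold from 1 to 1119, was up-regulated on days 1, 2, 3 and 5 (log2 fold changes 2.18, 3.35, 2.31 and 1.29) at the apex, and up-regulated at 6 h and on day 4 (log2 fold changes 2.97 and 2.70) at the leaf base. Aco004405, Aco030876 and Aco031846 had standard errors of 0.16 to 0.47 and adjusted p-values of 1.5e-10 to 0.0011 over these calls (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). All 3 genes were up-regulated at the apex on days 1, 2 and 3 and at the leaf base at 6 h, and any read that matched more than 1 of them was counted on each. Aco004405 lost its call at leaf base day 4 without control replicate 2 (log2 fold change 1.73). Aco030876 lost its call at leaf base day 4 without control replicate 2 (log2 fold change 2.02). Aco031846 lost its call at leaf base day 4 without control replicate 2 (log2 fold change 2.55).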

The seven efflux carriers showed very different patterns of differential expression. Aco000734, which in the leaf base was up‐regulated at 6 h and then down‐regulated at day 1, was down‐regulated at the apex on day 3. 

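Aco000734, an auxin efflux carrier on linkage group 2 from 17096147 to 17101044, was down-regulated on day 3 (log2 fold change -2.15) at the apex, and up-regulated on day 1 (log2 fold change 1.50) and down-regulated at 6 h and on day 3 (log2 fold changes -1.09 and -2.27) at the leaf base. Aco000734 had standard errors of 0.19 to 0.28 and adjusted p-values of 1.15e-08 to 0.00422 over these calls (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Aco000734 lost its call at leaf base 6 h without control replicate 2 or ethephon replicate 2 (log2 fold changes of -1.28 to -0.76 over the 6 fits) and in the joint fit with lane.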

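Aco005423, an auxin efflux carrier on linkage group 11 from 10088855 to 10092754, was up-regulated on day 2 (log2 fold change 1.54) at the apex. Aco005423 overlaps Aco005424 in its exons, so its counts and calls are uncertain. Aco009213, an auxin efflux carrier on linkage group 22 from 8529151 to 8533050, was up-regulated on days 4 and 6 (log2 fold changes 2.13 and 1.6) and down-regulated on day 1 (log2 fold change -1.02) at the apex, and down-regulated at 6 h (log2 fold change -1.11) at the leaf base. Aco005423 and Aco009213 had standard errors of 0.15 to 0.39 and adjusted p-values of 6.76e-05 to 0.00449 over these calls (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Aco009213 lost its call at apex day 1 without control replicate 1 or ethephon replicate 2 or ethephon replicate 3 (log2 fold changes of -1.30 to -0.86 over the 6 fits).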

Aco005423 was only up‐regulated at the apex on day 2, and Aco009213 was down‐regulated at the leaf base on 6 h and the apex on day 1 and then up‐regulated at the apex on days 4 and 6. 

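Aco007145, an auxin efflux carrier on linkage group 23 from 1971977 to 1979952, was up-regulated on day 3 (log2 fold change 1.42) at the apex, and up-regulated on days 2 and 3 (log2 fold changes 1.34 and 1.01) at the leaf base. Aco007145 had standard errors of 0.17 to 0.23 and adjusted p-values of 1.71e-06 to 0.0121 over these calls (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Aco007145 lost its call at leaf base day 2 without ethephon replicate 3 (log2 fold change 1.32), and at leaf base day 3 without control replicate 3 or ethephon replicate 2 or ethephon replicate 3 (log2 fold changes of 0.80 to 1.18 over the 6 fits).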

Aco007145 was up‐regulated in the leaf base on day 2 and in the apex on day 3. Aco011167 was down‐regulated at the apex on day 1 and day 2. 

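Aco011167, an efflux carrier on linkage group 4 from 13136639 to 13144201, had log2 fold changes of -0.97 (standard error 0.17, adjusted p = 6.9e-05, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) on day 1 and -0.87 on day 2 at the apex, on which it was therefore not called DE at a 2-fold change. Aco011167 became DE at apex day 1 without control replicate 1 or ethephon replicate 2 (log2 fold changes of -1.08 to -0.84 over the 6 fits), and at apex day 2 without ethephon replicate 2 (log2 fold change -1.10).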

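Aco011298, an auxin efflux carrier on linkage group 1 from 12633362 to 12636539, was up-regulated on days 2, 3, 6 and 8 (log2 fold changes 1.50, 2.59, 2.25 and 2.17) at the apex. Aco024698, an auxin efflux carrier on linkage group 21 from 4186817 to 4192853, was up-regulated on day 3 (log2 fold change 1.01) at the apex, and up-regulated on day 2 (log2 fold change 1.45) at the leaf base. Aco011298 and Aco024698 had standard errors of 0.18 to 0.43 and adjusted p-values of 5.75e-06 to 0.00655 over these calls (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Aco011298 lost its call at apex day 2 without ethephon replicate 2 (log2 fold change 1.09). Aco024698 lost its call at apex day 3 without control replicate 2 or ethephon replicate 2 (log2 fold changes of 0.96 to 1.07 over the 6 fits).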

Aco011298 was up‐regulated at the apex on days 3, 6, and 8, and Aco24698 was up‐regulated in the leaf base on day 2 and in the apex on day 3.

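Aco009671, an auxin response factor on linkage group 1 from 517803 to 527151, was up-regulated on days 3, 4 and 6 (log2 fold changes 1.37, 1.12 and 1.05) at the apex. Aco009779, an auxin response factor on linkage group 10 from 320938 to 369631, was up-regulated on days 3 and 8 (log2 fold changes 2.10 and 1.08) at the apex, and up-regulated at 6 h (log2 fold change 1.67) at the leaf base. Aco009671 and Aco009779 had standard errors of 0.18 to 0.34 and adjusted p-values of 3.32e-08 to 0.00425 over these calls (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Aco009671 had a log2 fold change of 0.90 on day 2 and Aco009779 one of 0.97 on day 4 at the apex, both under the limit of 1. Aco009671 lost its call at apex day 4 without control replicate 2 (log2 fold change 0.95), and at apex day 6 without control replicate 3 or ethephon replicate 3 (log2 fold changes of 0.91 to 1.13 over the 6 fits) and in the joint fit with lane. Aco009671 became DE at apex day 2 without control replicate 1 or ethephon replicate 1 (log2 fold changes of 0.71 to 1.09 over the 6 fits). Aco009779 lost its call at apex day 8 without ethephon replicate 1 (log2 fold change 0.95). Aco009779 became DE at apex day 4 without control replicate 2 or ethephon replicate 3 (log2 fold changes of 0.92 to 1.06 over the 6 fits).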

Of the two auxin response factors, Aco009671 was up‐regulated on days 2 and 3 at the apex alone, and Aco009779 was up‐regulated at the leaf base at 6 h and at the apex on days 3 and 4 (Table ST2). The auxin‐associated dormancy factor Aco002473 decreased and tended to be lower in the treated than in the control throughout the sampling period.

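Aco002473, an auxin-associated dormancy gene on linkage group 4 from 1329628 to 1331985, was down-regulated at 6 h and on days 2, 3, 4, 5, 6 and 8 (log2 fold changes -1.61, -2.46, -2.63, -2.37, -1.06, -2.26 and -1.23) at the apex, and up-regulated at 6 h (log2 fold change 1.89) at the leaf base. Aco002473 overlaps Aco002472 in its exons, so its counts and calls are uncertain. Aco002473 had standard errors of 0.22 to 0.26 and adjusted p-values of 2.43e-10 to 0.00158 over these calls (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). On day 1 at the apex its log2 fold change was -0.55 and it was not DE. Aco002473 lost its call at apex day 5 without ethephon replicate 1 (log2 fold change -0.84), and at apex day 8 without ethephon replicate 1 (log2 fold change -0.98).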

#### 3.4.3 Synthesis, perception, and response

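Aco008572, an allene oxide synthase gene on linkage group 9 from 836557 to 838068, was up-regulated at 6 h and on days 1 and 2 (log2 fold changes 1.04, 1.61 and 2.07) and down-regulated on day 8 (log2 fold change -1.04) at the apex. Aco008572 had standard errors of 0.12 to 0.28 and adjusted p-values of 1.16e-10 to 0.0298 over these calls (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Aco008572 was not DE at the leaf base, where the largest log2 fold change in size was 0.95 on day 2 and the lowest adjusted p was 0.0486 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Aco008572 lost its call at apex 6 h without control replicate 2 or control replicate 3 or ethephon replicate 2 or ethephon replicate 3 (log2 fold changes of 0.74 to 1.33 over the 6 fits) and with genes under 1 CPM left out, and at apex day 8 without control replicate 1 (log2 fold change -0.95). Aco008572 became DE at leaf base day 2 without control replicate 3 (log2 fold change 1.14) and in the joint fit with lane.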

The jasmonic acid (JA) synthesis gene, allene oxide synthase (Aco008572) (Figure 4a), increased rapidly at the apex only, immediately after treatment. The potential receptor, the coronatine‐insensitive 2‐like receptor (Aco001397), did not show differences in expression between the treated and untreated apex (Figure 4b). 

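Aco001397, a coronatine-insensitive 2-like gene on linkage group 18 from 10818585 to 10821778, was not DE in any of the 13 comparisons, with a lowest adjusted p of 0.000221 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and a largest log2 fold change in size of 0.92 at leaf base 6 h. Aco001397 became DE at leaf base 6 h without control replicate 1 or ethephon replicate 1 (log2 fold changes of 0.83 to 1.06 over the 6 fits).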

A NINJA gene that suppresses JA signaling (Aco003903) (Figure 4c) was up‐regulated on day 1 and then down‐regulated on day 3 at the apex and leaf base. 

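Aco003903, a NINJA gene on linkage group 15 from 2932239 to 2935250, was up-regulated on day 1 (log2 fold change 1.13) and down-regulated on days 3, 6 and 8 (log2 fold changes -2.66, -2.07 and -2.08) at the apex, and up-regulated on day 3 (log2 fold change 1.13) and down-regulated on day 4 (log2 fold change -1.55) at the leaf base. Aco003903 had standard errors of 0.16 to 0.36 and adjusted p-values of 3.76e-08 to 0.017 over these calls (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). At the leaf base on day 1 the log2 fold change was -0.35, and the gene was not DE. Aco003903 lost its call at apex day 1 without control replicate 1 (log2 fold change 0.94), and at apex day 6 in the joint fit with lane. Aco003903 also lost it at leaf base day 3 without control replicate 1 (log2 fold change 0.95), and at leaf base day 4 without control replicate 2 or ethephon replicate 2 (log2 fold changes of -1.82 to -1.21 over the 6 fits).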

Another NINJA protein (Aco012414) was differentially up‐regulated on days 1 and 2 only at the apex (Figure 4d). 

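Aco012414, a NINJA gene on linkage group 1 from 2225944 to 2228505, was up-regulated on days 1 and 2 (log2 fold changes 1.61 and 1.59) and down-regulated on day 8 (log2 fold change -1.53) at the apex. Aco012414 had standard errors of 0.14 to 0.20 and adjusted p-values of 1.18e-08 to 2.86e-08 over these calls (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Aco012414 was not DE at the leaf base, where the largest log2 fold change in size was 0.83 on day 1 and the lowest adjusted p was 0.0163 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Aco012414 became DE at leaf base day 1 without control replicate 1 (log2 fold change 1.14).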

Five TIFY genes were DR up‐regulated 6 h after treatment (Figure SF1). 

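Aco009689, a TIFY gene on linkage group 1 from 352698 to 360662, was up-regulated on days 1, 2 and 3 (log2 fold changes 1.16, 1.53 and 1.44) at the apex, and up-regulated at 6 h and on day 4 (log2 fold changes 1.65 and 1.05) at the leaf base. Aco009689 had standard errors of 0.12 to 0.26 and adjusted p-values of 3.93e-09 to 0.00189 over these calls (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its leaf base log2 fold changes were -0.63 on day 1 and 0.85 on day 3. Aco009689 lost its call at leaf base day 4 without control replicate 1 or control replicate 2 or ethephon replicate 2 (log2 fold changes of 0.96 to 1.14 over the 6 fits).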

A TIFY gene (Aco009689), named for a highly conserved zinc finger domain, was up‐regulated in the leaf base on days 1, 3, and 4 and in the apex on days 1 through 3 (Table S2).

**FIGURE 4:**
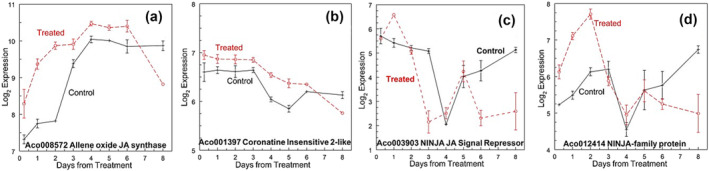
Jasmonic acid synthesis, perception, and response. (a) Aco008572 Allene oxide JA synthetase, (b) Aco001397 Coronatine‐insensitive 2‐like, (c) Aco003903 NINJA‐family protein, and (d) Aco012414 NINJA‐family protein. Log_2_ means ± standard error, *n* = 3.

#### 3.4.4 DELLA‐GA genes after induction

The breakdown of gibberellin and DELLA has been implicated in the flowering of Arabidopsis flowering, although our data did not support this conclusion for pineapple. Two genes involved in GA synthesis (GA20‐oxidase) at the apex and the leaf base (Aco002580 and Aco009790) were not DE (Figure 5). 

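Aco009790, a GA20-oxidase gene on linkage group 10 from 443273 to 444927, was down-regulated at 6 h (log2 fold change -2.33) and on day 3 (at least 1.92-fold lower) at the apex, and down-regulated on day 3 (log2 fold change -2.20) at the leaf base. Aco009790 had standard errors of 0.37 to 0.58 and adjusted p-values of 0.000427 to 0.0284 over these calls (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Aco009790 lost its call at apex day 3 without control replicate 1 or control replicate 2 or ethephon replicate 1 or ethephon replicate 2 or ethephon replicate 3, with DESeq2 and in the joint fit of 78 libraries, and at leaf base day 3 without control replicate 3 or ethephon replicate 2 or ethephon replicate 3 (log2 fold changes of -3.40 to -1.70 over the 6 fits).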

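Aco002580, a gibberellin oxidase gene on linkage group 4 from 556361 to 560475, was down-regulated on days 3, 5 and 6 (at least 2.48-fold, 2.82-fold and 1.17-fold lower) and on day 8 (with a lower bound on the fold under 1) at the apex. Aco002580 had adjusted p-values of 0.00197 to 0.0469 over these calls (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). At the apex on day 8 its log2 CPM was 0.85 ± 0.12 (SD, n = 3) in the control and -4.41 ± 0.00 (SD, n = 3) in the ethephon-treated apices. Aco002580 was not DE at 6 h or on days 1, 2 and 4 at the apex, and the leaf base held too few counts to detect a change. Aco002580 lost its call at apex day 5 without control replicate 2 or control replicate 3 or ethephon replicate 1, and at apex day 6 without control replicate 1 or control replicate 2 or control replicate 3 or ethephon replicate 1 or ethephon replicate 2 and in the joint fit with lane.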

GA20ox (Aco002580) is also involved in synthesis, although it tended to decline and was not DE (Figure 5a). GA2‐oxidase (Aco007347) involved in GA degradation was negatively regulated at the apex on day 3 (Figure 5b), although a GA‐regulated protein (Aco000979 [Figure 5c] and Aco025093) was up‐regulated at the apex only on day 3 and on days 5 through 8 (Figure 5). 

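Aco007347, a GA2-oxidase gene on linkage group 23 from 3816763 to 3823287, was down-regulated on days 3, 4, 5, 6 and 8 (log2 fold changes -1.52, -2.33, -2.12, -2.0 and -3.67) at the apex, and down-regulated on day 3 (log2 fold change -1.97) at the leaf base. Aco000979, a GA-regulated gene on linkage group 2 from 15218869 to 15219954, was up-regulated on days 3, 5, 6 and 8 (log2 fold changes 1.95, 1.40, 2.57 and 1.79) at the apex. Aco025093, a GA-regulated gene on an unplaced scaffold from 30868 to 31953, was up-regulated on days 3, 5, 6 and 8 (log2 fold changes 1.98, 1.23, 2.59 and 1.87) at the apex. Aco007347, Aco000979 and Aco025093 had standard errors of 0.13 to 0.55 and adjusted p-values of 5.54e-18 to 0.0235 over these calls (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Aco000979 and Aco025093 had the same calls in every comparison, and any read that matched both was counted on each. Aco000979 and Aco025093 were not DE at the leaf base, where the largest log2 fold change in size was 0.84 at 6 h for Aco000979 and the lowest adjusted p was 0.00123 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Aco007347 lost its call at leaf base day 3 without control replicate 1 or ethephon replicate 1 or ethephon replicate 2 (log2 fold changes of -2.40 to -1.75 over the 6 fits) and with DESeq2.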

The expression of the GA receptor (GID1, Aco003526) was low and was not DE at the apex or leaf base (Table ST2). 

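Aco003526, the GID1 gene on linkage group 17 from 3520631 to 3525351, was not DE, with a lowest adjusted p of 0.217 over the comparisons tested (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its counts were too low in most of them to detect a 2-fold change.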

Expression was observed in three DELLA genes; Aco003635 and Aco005453 were up‐regulated at the apex at 6 h only, and Aco025081 was up‐regulated in the apex only on day 1 and down‐regulated on day 3. 

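Aco003635, a DELLA gene on linkage group 17 from 4435705 to 4440216, was down-regulated on day 5 (log2 fold change -1.74) at the apex, and up-regulated at 6 h (log2 fold change 2.40) at the leaf base. Aco005453, a DELLA gene on linkage group 11 from 10344808 to 10345753, was up-regulated on days 1 and 2 (log2 fold changes 1.32 and 1.76) and down-regulated on day 8 (at least 1.73-fold lower) at the apex. Aco025081, a DELLA gene on linkage group 1 from 7007409 to 7009292, was up-regulated on day 1 (log2 fold change 1.45) and down-regulated on days 3 and 8 (log2 fold changes -1.51 and -1.35) at the apex. Aco003635, Aco005453 and Aco025081 had standard errors of 0.14 to 0.50 and adjusted p-values of 6.44e-09 to 0.0243 over these calls (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). At the apex at 6 h, Aco003635 had a log2 fold change of -0.72 and Aco005453 one of 0.39, and neither was DE. Aco003635 lost its call at apex day 5 without control replicate 2 or control replicate 3 (log2 fold changes of -1.93 to -1.62 over the 6 fits). Aco005453 lost its call at apex day 8 without control replicate 3 or ethephon replicate 1 or ethephon replicate 2 and with DESeq2.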

DELLA‐SCARECROW‐like 21 (Aco005454) was up‐regulated on days 1 through 3 (Figure 5d).

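Aco005454, a DELLA-SCARECROW-like gene on linkage group 11 from 10345834 to 10347155, was up-regulated on days 1 and 2 (log2 fold changes 1.65 and 1.70) and down-regulated on day 8 (log2 fold change -1.23) at the apex, and up-regulated at 6 h (log2 fold change 1.04) at the leaf base. Aco005454 had standard errors of 0.15 to 0.30 and adjusted p-values of 2.96e-08 to 0.0181 over these calls (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). On day 3 at the apex the log2 fold change was 0.93, under the limit of 1. Aco005454 lost its call at leaf base 6 h without control replicate 3 or ethephon replicate 2 (log2 fold changes of 0.72 to 1.27 over the 6 fits). Aco005454 became DE at apex day 3 without control replicate 3 or ethephon replicate 3 (log2 fold changes of 0.80 to 1.13 over the 6 fits).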

**FIGURE 5:**
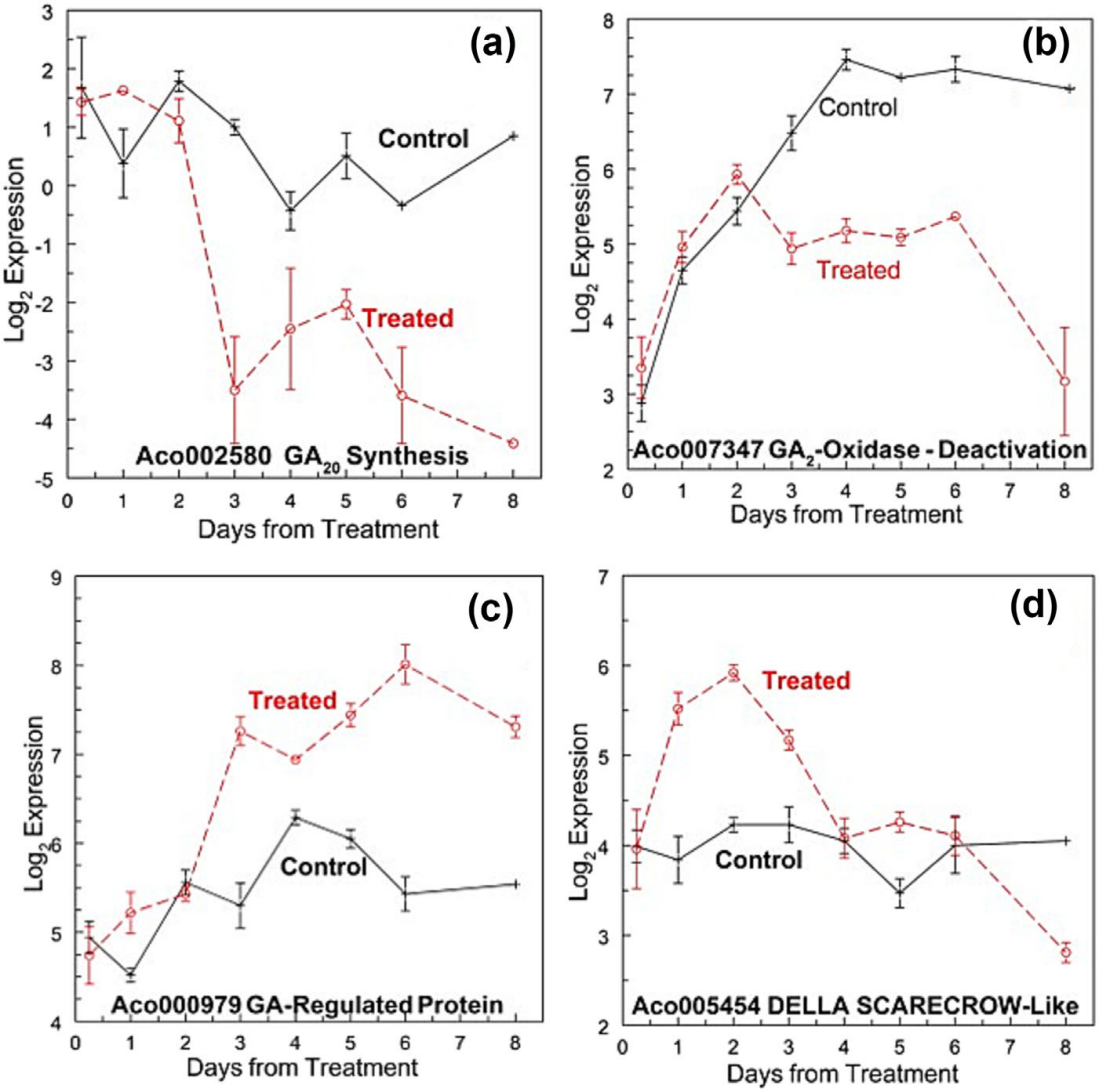
GA synthesis, degradation receptor, and DELLA genes. (a) Aco002580 GA20 synthesis, (b) Aco007347 GA‐2 oxidase deactivation, (c) Aco000979 GA‐regulated protein, and (d) Aco005454 DELLA Scarecrow‐like 21. Log_2_ means ± standard error, *n* = 3.

#### 3.4.5 Perception and transduction of extracellular signal kinases

Protein kinase superfamily proteins were generally the highest number of genes DE both up‐ and down‐regulated (Figure SF1). On days 2 and 3, 25 and 20 protein kinase genes were expressed, respectively, and on days 1 and 4, 15 and 5 genes were down‐regulated. The protein kinase gene, Aco001333, was up‐regulated at the apex and leaf base at 6 h and then at the apex on days 1, 2, and 4 (Figure 6a). 

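Aco001333, a protein kinase gene on linkage group 2 from 12238841 to 12242063, was up-regulated at 6 h and on days 1, 2 and 4 (log2 fold changes 2.00, 1.48, 1.81 and 1.56) and down-regulated on day 8 (log2 fold change -1.27) at the apex, and down-regulated at 6 h (log2 fold change -3.95) at the leaf base. Aco001333 had standard errors of 0.12 to 0.39 and adjusted p-values of 1.35e-12 to 0.00285 over these calls (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). At the leaf base at 6 h its log2 CPM was 6.99 ± 0.50 (SD, n = 3) in the control and 3.03 ± 0.63 (SD, n = 3) in the ethephon-treated leaf bases, whereas at the apex it was 1.92 ± 0.44 (SD, n = 3) in the control and 3.91 ± 0.68 (SD, n = 3) in the ethephon-treated apices.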

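Aco003479, a protein kinase gene on linkage group 17 from 3138154 to 3140104, was up-regulated at 6 h and on days 1 and 2 (log2 fold changes 1.45, 1.13 and 1.51) and down-regulated on day 8 (log2 fold change -1.18) at the apex. Aco003479 had standard errors of 0.20 to 0.35 and adjusted p-values of 3.22e-06 to 0.0179 over these calls (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Aco003479 was not DE at the leaf base, with adjusted p-values of at least 0.106 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). On day 3 at the apex its log2 fold change was -0.88. Aco003479 lost its call at apex 6 h without control replicate 2 or control replicate 3 (log2 fold changes of 1.24 to 1.73 over the 6 fits). Aco003479 became DE at apex day 3 without control replicate 2 or ethephon replicate 3 (log2 fold changes of -1.36 to -0.70 over the 6 fits), and at leaf base 6 h without control replicate 3 (log2 fold change -1.06).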

Aco003479 was up‐regulated at the apex only at 6 h and on days 1 and 3. Aco005092 was up‐regulated only at the apex on days 1 through 3, and Aco010095 was up‐regulated in the apex at 6 h and on day 1 and in the leaf down‐regulated at 6 h and up‐regulated on day 1. 

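Aco005092, a protein kinase gene on linkage group 7 from 1976067 to 1978101, was up-regulated on days 1, 2 and 3 (log2 fold changes 1.78, 2.87 and 1.67) at the apex. Aco005092 overlaps Aco005093 in its exons, so its counts and calls are uncertain. Aco010095, a protein kinase gene on linkage group 25 from 3561504 to 3562322, was up-regulated at 6 h and on day 1 (log2 fold changes 2.67 and 1.22) and down-regulated on day 8 (log2 fold change -1.19) at the apex, and up-regulated on day 1 (log2 fold change 1.29) and down-regulated at 6 h and on day 3 (log2 fold changes -2.51 and -1.02) at the leaf base. Aco005092 and Aco010095 had standard errors of 0.16 to 0.41 and adjusted p-values of 4.83e-08 to 0.0351 over these calls (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Aco010095 lost its call at apex day 1 without control replicate 2 (log2 fold change 0.93), and at apex day 8 in the joint fit of 78 libraries. Aco010095 also lost it at leaf base day 3 without control replicate 1 or ethephon replicate 2 or ethephon replicate 3 (log2 fold changes of -1.42 to -0.67 over the 6 fits), with genes under 1 CPM left out and in the joint fit of 78 libraries.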

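Aco009459, a protein kinase gene on linkage group 19 from 6231 to 8318, was up-regulated on days 1, 3, 4 and 5 (log2 fold changes 1.10, 1.30, 1.06 and 2.03) at the apex, and up-regulated on day 3 (log2 fold change 1.81) and down-regulated on day 4 (log2 fold change -1.02) at the leaf base. Aco009459 had standard errors of 0.14 to 0.28 and adjusted p-values of 7.98e-10 to 0.0379 over these calls (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Aco009459 lost its call at apex day 3 without ethephon replicate 3 (log2 fold change 0.93), and at apex day 4 without control replicate 1 or ethephon replicate 2 or ethephon replicate 3 (log2 fold changes of 0.81 to 1.35 over the 6 fits). Aco009459 also lost it at leaf base day 4 without control replicate 2 or control replicate 3 or ethephon replicate 1 or ethephon replicate 2 (log2 fold changes of -1.48 to -0.70 over the 6 fits) and with genes under 1 CPM left out.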

Aco009459 was up‐regulated at the apex on days 1, 3, 4, and 5 and down‐regulated at the leaf base on days 3 and 4. Other protein kinase genes with a similar cis‐motif (Aco005313, Aco008045, Aco013545, Aco014629, Aco018063, and Aco024439) were not DE in either tissue at all sampling times.

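Each of these 6 genes was DE in at least 1 comparison. Aco024439, a protein kinase gene on linkage group 3 from 11564565 to 11565757, was up-regulated at 6 h and on days 1, 4 and 5 (log2 fold changes 2.37, 1.46, 3.20 and 1.59) and down-regulated on days 3 and 8 (log2 fold changes -3.43 and -1.81) at the apex, and up-regulated on day 1 (log2 fold change 1.33) and down-regulated at 6 h (log2 fold change -4.82) at the leaf base. Aco008045, a protein kinase gene on linkage group 21 from 8517256 to 8517916, was up-regulated on day 2 (log2 fold change 1.49) and down-regulated on days 5 and 8 (log2 fold changes -1.02 and -1.31) at the apex. Aco005313, a protein kinase gene on linkage group 11 from 9016232 to 9019072, was up-regulated on day 3 (at least 2.14-fold higher) at the apex, and down-regulated at 6 h (log2 fold change -2.29) at the leaf base. Aco013545, a protein kinase gene on linkage group 20 from 1215190 to 1218680, was down-regulated on day 3 (log2 fold change -2.13) at the apex. Aco013545 overlaps Aco013546 and Aco013547 in its exons, so its counts and calls are uncertain. Aco014629, a protein kinase gene on linkage group 8 from 2620178 to 2624414, was up-regulated on day 3 (log2 fold change 2.83) at the leaf base. Aco018063, a protein kinase gene on linkage group 11 from 8867712 to 8869348, was down-regulated on day 3 (log2 fold change -2.97) at the apex. Aco024439, Aco008045, Aco005313, Aco013545, Aco014629 and Aco018063 had standard errors of 0.22 to 0.67 and adjusted p-values of 2.36e-12 to 0.0335 over these calls (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Aco024439 lost its call at leaf base day 1 in the joint fit of 78 libraries. Aco008045 lost its call at apex day 2 without control replicate 1 or control replicate 2 or ethephon replicate 2 (log2 fold changes of 1.17 to 1.81 over the 6 fits), and at apex day 5 without ethephon replicate 1 or ethephon replicate 2 (log2 fold changes of -1.22 to -0.88 over the 6 fits). Aco008045 also lost it at apex day 8 without ethephon replicate 2 or ethephon replicate 3 (log2 fold changes of -2.42 to -0.92 over the 6 fits) and with DESeq2. Aco005313 lost its call at apex day 3 without control replicate 2 or ethephon replicate 1 or ethephon replicate 2 or ethephon replicate 3 and with DESeq2. Aco013545 lost its call at apex day 3 without control replicate 3 or ethephon replicate 1 (log2 fold changes of -3.06 to -1.42 over the 6 fits).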

**FIGURE 6:**
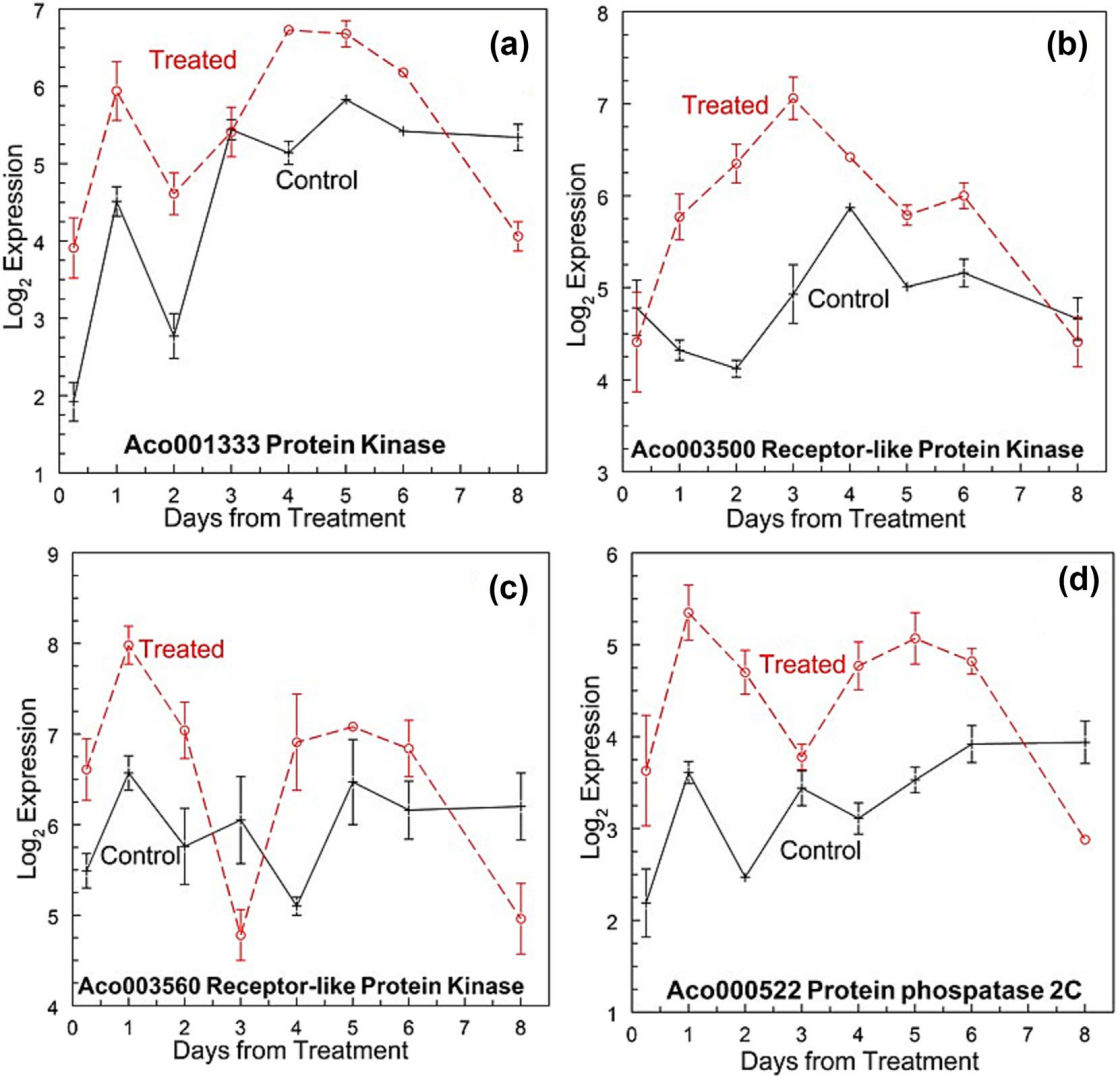
Expression of protein receptor‐like kinases and phosphatase after C2H4 treatment. (a) Aco001333 protein kinase, (b) Aco003500 receptor‐like protein kinase, (c) Aco003560 receptor‐like protein kinase, and (d) Aco000522 protein phosphatase 2C. Log_2_ means ± standard error, *n* = 3.

Receptor‐like kinase (Aco003500) was up‐regulated from days 1 to 3 compared with the control (Figure 6a). 

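Aco003500, a receptor-like kinase gene on linkage group 17 from 3344235 to 3346115, was up-regulated on days 1, 2 and 3 (log2 fold changes 1.48, 2.27 and 2.12) at the apex. Aco003500 had standard errors of 0.17 to 0.22 and adjusted p-values of 4.53e-09 to 3.56e-06 over these calls (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Aco003500 was not DE at the leaf base, where the largest log2 fold change in size was 0.99 on day 3 and the lowest adjusted p was 0.00223 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Aco003500 became DE at leaf base day 3 without control replicate 3 or ethephon replicate 3 (log2 fold changes of 0.86 to 1.28 over the 6 fits), with genes under 1 CPM left out and in the joint fit of 78 libraries.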

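Aco003560, a receptor-like kinase gene on linkage group 17 from 3769412 to 3771277, was up-regulated at 6 h and on days 1, 2 and 4 (log2 fold changes 1.16, 1.39, 1.23 and 1.99) and down-regulated on days 3 and 8 (log2 fold changes -1.33 and -1.25) at the apex. Aco003560 had standard errors of 0.18 to 0.29 and adjusted p-values of 1.08e-08 to 0.0124 over these calls (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Aco003560 lost its call at apex 6 h without control replicate 2 or control replicate 3 or ethephon replicate 3 (log2 fold changes of 0.83 to 1.40 over the 6 fits), and at apex day 2 without control replicate 2 (log2 fold change 0.93). Aco003560 also lost it at apex day 3 without control replicate 3 (log2 fold change -0.70), and at apex day 8 without control replicate 2 or ethephon replicate 1 (log2 fold changes of -1.66 to -0.96 over the 6 fits) and with DESeq2.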

A second receptor‐like kinase (Aco003560) was up‐regulated in the first three samples and then had an expression level similar to the control apex (Figure 6c). Two acid phosphatases (Aco001653 and Aco029542) had similar up‐regulation between the untreated control and treated plants at the apex and leaf bases. 

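Aco001653, an acid phosphatase gene on linkage group 18 from 8996219 to 8998598, was up-regulated on day 1 (log2 fold change 1.27) and on day 4 (at least 3.42-fold higher) and down-regulated on days 2 and 3 (log2 fold changes -2.35 and -3.09) at the apex. Aco001653 overlaps Aco001654 in its exons, so its counts and calls are uncertain. Aco001653 had standard errors of 0.26 to 0.67 and adjusted p-values of 0.000471 to 0.00833 over these calls (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Aco029542, the other acid phosphatase gene, on an unplaced scaffold from 24844 to 29539, was not DE, with a lowest adjusted p of 0.168 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Aco029542 became DE at apex day 5 without ethephon replicate 2. Aco001653 lost its call at apex day 1 without ethephon replicate 3 (log2 fold change 0.94), and at apex day 2 without control replicate 2 (log2 fold change -1.84).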

Protein phosphatase 2C (Aco000522) was up‐regulated at the apex on days 1, 2, 4, and 5 and down‐regulated at the leaf base at 6 h (Figure 6d).

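Aco000522, a protein phosphatase 2C gene on linkage group 12 from 1298198 to 1302034, was up-regulated on days 1, 2, 4 and 5 (log2 fold changes 1.78, 2.27, 1.72 and 1.6) and down-regulated on day 8 (log2 fold change -1.08) at the apex, and down-regulated at 6 h (log2 fold change -2.93) at the leaf base. Aco000522 had standard errors of 0.20 to 0.30 and adjusted p-values of 2.07e-08 to 0.00173 over these calls (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Aco000522 lost its call at apex day 8 without control replicate 1 (log2 fold change -0.82).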

#### 3.4.6 DNA modification, histones, and histone interactions

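Aco004895, a SWIB/MDM2 domain gene on linkage group 7 from 611817 to 614509, was up-regulated on day 3 (log2 fold change 2.35) at the apex, and up-regulated at 6 h (with a lower bound on the fold under 1) at the leaf base. Aco004895 overlaps Aco004896 in its exons, so its counts and calls are uncertain. Aco004895 had a standard error of 0.55 and adjusted p-values of 0.00226 to 0.039 over these calls (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In apices at 6 h its adjusted p was 0.432 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with all 3 control libraries at 3 counts or fewer. Aco004895 lost its call at leaf base 6 h without control replicate 1 or control replicate 2 or control replicate 3 or ethephon replicate 1 or ethephon replicate 2 or ethephon replicate 3 and with DESeq2.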

Six hours after ethephon treatment, a predicted SWIB.MDM2 domain containing a protein involved in the formation of DNA gene loops, Aco004895, increased nearly three times in both the leaf bases and the apex from a very low level (Figure 7a). There was a second peak on day 1 at the apex, but it declined in the leaf base. 

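On day 1, Aco004895 had a log2 fold change of -0.31 at the apex, and at the leaf base its adjusted p was 0.677 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Aco004895 at apex day 1 changed direction with the library left out, its log2 fold change going from -2.31 (without ethephon replicate 2) to 0.65 (without control replicate 3).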

No changes were observed in the predicted Zn^2+^‐dependent histone deacetylases at the apex, although changes were observed in the leaf bases (Aco000593 and Aco002180) 6 h and days 1 and 2, respectively. 

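Aco000593, a histone deacetylase gene on linkage group 12 from 754568 to 758490, was not DE in any of the 13 comparisons, with a lowest adjusted p of 0.000892 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and a largest log2 fold change in size of 0.50 at leaf base day 1. Aco002180, a histone deacetylase gene on linkage group 4 from 3639031 to 3646189, was not DE in any of the 13 comparisons, with a lowest adjusted p of 0.148 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and a largest log2 fold change in size of -0.93 at leaf base day 1. Aco002180 overlaps Aco002181 in its exons, so its counts and calls are uncertain.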

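Aco004257, a gene of RNA-directed DNA methylation on linkage group 15 from 345478 to 347372, was not DE in any of the 13 comparisons, with a lowest adjusted p of 0.184 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and a largest log2 fold change in size of -0.61 at apex day 2. Aco012515, a gene of RNA-directed DNA methylation on linkage group 13 from 1744872 to 1748911, was not DE in any of the 13 comparisons, with a lowest adjusted p of 0.229 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and a largest log2 fold change in size of 0.43 at leaf base day 4. Aco004257 became DE at apex day 2 without ethephon replicate 2 (log2 fold change -1.09).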

Two genes predicted to be involved in RNA‐directed DNA methylation (Aco004257 and Aco012515) did not show marked changes in the apex or leaf bases (Table ST2). Two DNA (cytosine‐5)‐methyltransferase (Aco006129 and Aco007653) were negatively regulated at the treated apex with little change in leaf bases (Table ST2). Similarly, four DNA topoisomerases (Aco003061, Aco004200, Aco008016, and Aco013563) showed little or no change in expression.

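Aco006129, a DNA (cytosine-5)-methyltransferase gene on linkage group 16 from 8638388 to 8642481, was not DE in any of the 13 comparisons, with a lowest adjusted p of 0.00217 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and a largest log2 fold change in size of -0.79 at apex day 2. Aco007653, a DNA (cytosine-5)-methyltransferase gene on linkage group 8 from 988482 to 993571, was up-regulated on day 3 (log2 fold change 1.12) at the apex, and up-regulated at 6 h (log2 fold change 1.04) at the leaf base. Aco007653 had standard errors of 0.14 to 0.18 and adjusted p-values of 1.27e-06 to 0.000565 over these calls (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Aco007653 lost its call at leaf base 6 h without control replicate 2 or ethephon replicate 1 (log2 fold changes of 0.91 to 1.16 over the 6 fits) and in the joint fit with lane.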

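Aco004200, a DNA topoisomerase gene on linkage group 15 from 736666 to 749662, was down-regulated at 6 h (log2 fold change -1.64) at the leaf base. Aco004200 had a standard error of 0.18 and an adjusted p of 1.21e-05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Aco003061, a DNA topoisomerase gene on linkage group 6 from 13528848 to 13543366, was not DE in any of the 13 comparisons, with a lowest adjusted p of 0.0156 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and a largest log2 fold change in size of -0.46 at apex day 1. Aco008016, a DNA topoisomerase gene on linkage group 21 from 8793382 to 8801142, was not DE in any of the 13 comparisons, with a lowest adjusted p of 0.0285 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and a largest log2 fold change in size of -0.63 at leaf base 6 h. Aco013563, a DNA topoisomerase gene on linkage group 20 from 1368656 to 1378482, was not DE in any of the 13 comparisons, with a lowest adjusted p of 0.0155 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and a largest log2 fold change in size of -0.38 at leaf base day 2.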

**FIGURE 7:**
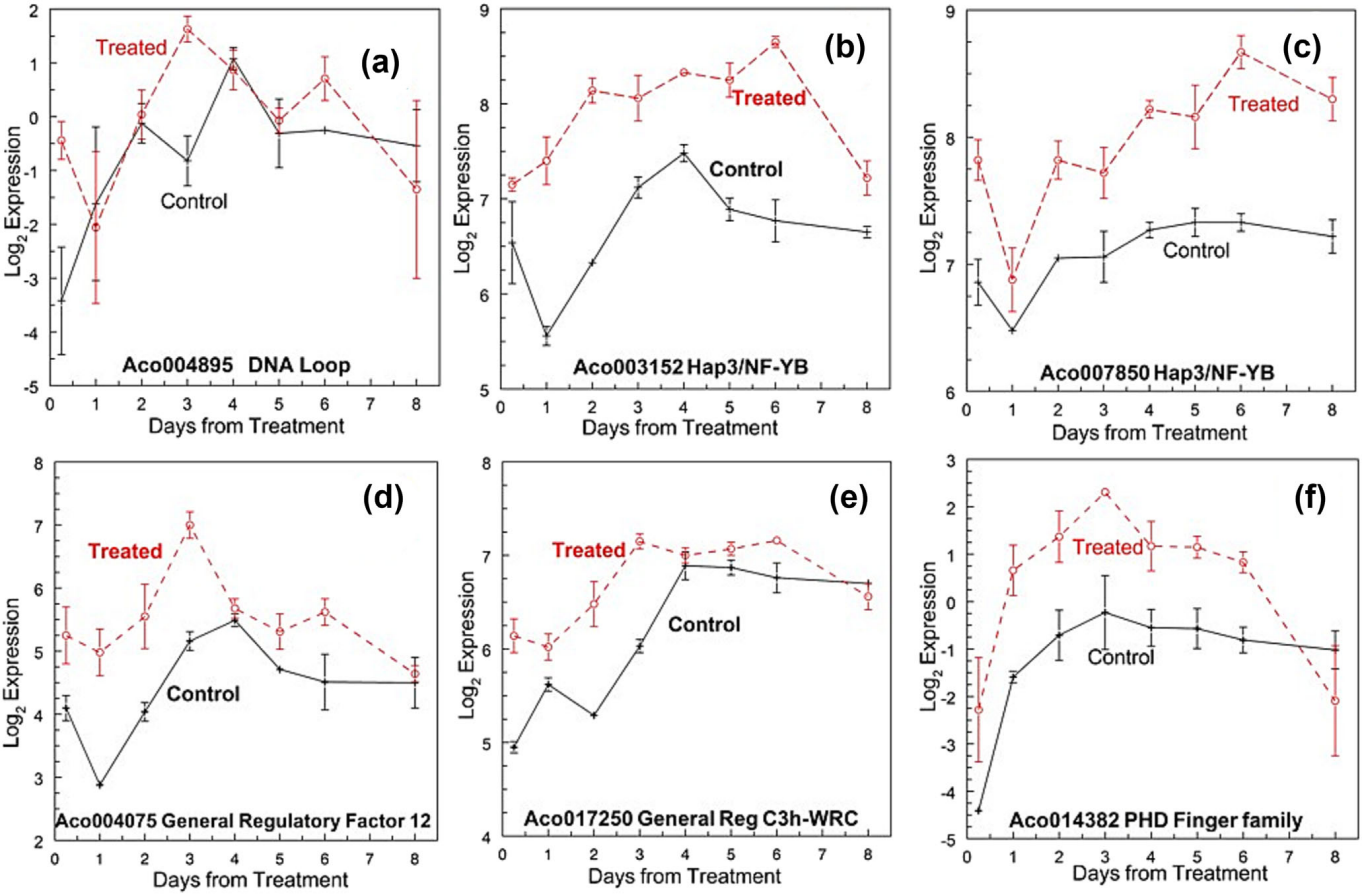
Histone and growth regulatory factors. (a) Aco004895 DNA loop protein, (b) Aco003152 Hap3/NF‐YB, (c) Aco007850 Hap3/NF‐YB, (d) Aco004075 growth regulatory factor 12, (e) Aco017250 growth regulatory factor C3h‐WRC/GRF, and (f) PHD ZN‐finger family protein. Log_2_ means ± standard error, *n* = 3.

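Aco014210, a gene of the H2B and HAP3 set on linkage group 13 from 838576 to 839207, was up-regulated at 6 h (log2 fold change 1.31) at the apex, and up-regulated at 6 h (log2 fold change 2.40) at the leaf base. Aco003152, a gene of the H2B and HAP3 set on linkage group 6 from 14137094 to 14137504, was up-regulated on days 1, 2, 5 and 6 (log2 fold changes 1.86, 1.83, 1.37 and 1.83) at the apex, and up-regulated at 6 h and on day 4 (log2 fold changes 2.56 and 1.84) at the leaf base. Aco003157, a gene of the H2B and HAP3 set on linkage group 6 from 14173571 to 14173981, was up-regulated on days 1, 2, 5 and 6 (log2 fold changes 1.36, 1.35, 1.07 and 1.33) at the apex, and up-regulated at 6 h and on day 4 (log2 fold changes 3.08 and 1.63) at the leaf base. Aco010959, a gene of the H2B and HAP3 set on linkage group 4 from 14808966 to 14809661, was up-regulated on days 1 and 2 (log2 fold changes 1.07 and 1.16) at the apex, and up-regulated at 6 h (log2 fold change 1.52) at the leaf base. Aco001475, a gene of the H2B and HAP3 set on linkage group 18 from 10265787 to 10287161, was up-regulated on days 1 and 2 (log2 fold changes 1.54 and 1.62) at the apex. Aco014210, Aco003152, Aco003157, Aco010959 and Aco001475 had standard errors of 0.12 to 0.36 and adjusted p-values of 9.61e-10 to 0.00303 over these calls (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). At the apex at 6 h, the log2 fold changes of Aco003152, Aco003157, Aco010959 and Aco001475 were 0.47, 0.32, 0.58 and 0.76, and these 4 genes were not DE there. Aco003152 became DE at apex 6 h without control replicate 3 (log2 fold change 1.02). Aco003157 lost its call at apex day 5 without ethephon replicate 2 (log2 fold change 0.93). Aco010959 lost its call at apex day 1 without ethephon replicate 3 (log2 fold change 0.99), and at apex day 2 without ethephon replicate 2 (log2 fold change 0.93). Aco001475 became DE at apex 6 h without ethephon replicate 1 (log2 fold change 1.06).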

The expression of histone H2B and HAP3 (Ac0001475, Aco003152 [Figure 7b], Aco003157, Aco010959, and Aco014210) were up‐regulated within 6 h after ethephon treatment. 

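Aco000204, a histone gene on linkage group 12 from 3746420 to 3754224, was up-regulated on days 1 and 2 (log2 fold changes 1.59 and 1.6) at the apex, and up-regulated at 6 h and on day 4 (log2 fold changes 2.31 and 1.17) at the leaf base. Aco001050, a histone gene on linkage group 2 from 14616639 to 14617410, was up-regulated on days 1 and 2 (log2 fold changes 1.41 and 1.43) at the apex, and up-regulated at 6 h and on day 4 (log2 fold changes 2.42 and 1.36) at the leaf base. Aco014218, a histone H2A gene on linkage group 13 from 887692 to 889326, was up-regulated on days 1, 4 and 5 (log2 fold changes 2.10, 3.02 and 3.35) at the apex, and up-regulated on days 2 and 3 (log2 fold changes 1.87 and 1.45) and down-regulated at 6 h and on day 4 (log2 fold changes -2.0 and -2.22) at the leaf base. Aco018209, a histone H3 gene on linkage group 1 from 13810859 to 13814222, was up-regulated on day 1 (log2 fold change 1.20) at the apex, and up-regulated at 6 h (log2 fold change 1.89) at the leaf base. Aco007850, a histone H3 gene on linkage group 21 from 10035828 to 10036238, was up-regulated on days 6 and 8 (log2 fold changes 1.34 and 1.10) at the apex, and up-regulated at 6 h and on day 4 (log2 fold changes 3.24 and 1.54) at the leaf base. Aco012142, a HAP3 gene on linkage group 2 from 847607 to 848590, was down-regulated on days 1 and 2 (log2 fold changes -1.07 and -1.13) at the apex, and up-regulated at 6 h (log2 fold change 1.59) at the leaf base. Aco018376, a histone H4 gene on linkage group 7 from 11949451 to 11949762, was up-regulated on day 8 (log2 fold change 1.75) and down-regulated on day 2 (log2 fold change -1.32) at the apex, and up-regulated at 6 h (log2 fold change 1.45) at the leaf base. Aco031193, a histone H1 gene on an unplaced scaffold from 983 to 4708, was up-regulated on days 1, 4, 5 and 8 (log2 fold changes 1.61, 2.10, 1.32 and 1.42) and down-regulated on day 3 (log2 fold change -2.09) at the apex, and up-regulated on day 1 (log2 fold change 1.14) and down-regulated at 6 h (log2 fold change -1.93) at the leaf base. Aco000204, Aco001050, Aco014218, Aco018209, Aco007850, Aco012142, Aco018376 and Aco031193 had standard errors of 0.13 to 0.59 and adjusted p-values of 1.13e-13 to 0.0447 over these calls (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). On day 1 at the apex Aco007850 had a log2 fold change of 0.44, and on day 2 Aco031193 had one of 0.29, and neither was DE there. Aco000204 lost its call at leaf base day 4 without control replicate 2 or ethephon replicate 1 or ethephon replicate 2 (log2 fold changes of 0.82 to 1.66 over the 6 fits) and with genes under 1 CPM left out. Aco001050 lost its call at leaf base day 4 without control replicate 2 or ethephon replicate 2 (log2 fold changes of 1.07 to 1.81 over the 6 fits). Aco014218 lost its call at apex day 4 without ethephon replicate 3 (log2 fold change 1.23), and at leaf base day 2 without control replicate 2 or ethephon replicate 1 or ethephon replicate 3 (log2 fold changes of 1.49 to 2.18 over the 6 fits), with genes under 1 CPM left out and in the joint fit with lane. Aco014218 also lost it at leaf base day 3 in the joint fit of 78 libraries, and at leaf base day 4 without control replicate 2 (log2 fold change -2.13). Aco018209 lost its call at apex day 1 without ethephon replicate 3 (log2 fold change 0.83). Aco007850 lost its call at apex day 6 in the joint fit with lane, and at apex day 8 without control replicate 1 or ethephon replicate 3 (log2 fold changes of 0.99 to 1.26 over the 6 fits). Aco007850 also lost it at leaf base day 4 without control replicate 2 (log2 fold change 1.20). Aco012142 lost its call at apex day 1 without ethephon replicate 1 (log2 fold change -0.94). Aco031193 lost its call at apex day 4 without control replicate 1 (log2 fold change 1.78), and at apex day 5 without control replicate 2 or control replicate 3 or ethephon replicate 3 (log2 fold changes of 0.87 to 1.58 over the 6 fits) and with DESeq2. Aco031193 also lost it at apex day 8 without control replicate 3 or ethephon replicate 3 (log2 fold changes of 1.24 to 1.65 over the 6 fits), and at leaf base day 1 without control replicate 2 or control replicate 3 or ethephon replicate 1 or ethephon replicate 2 (log2 fold changes of 0.77 to 1.41 over the 6 fits), with genes under 1 CPM left out and in the joint fit with lane.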

Histones 1–3 (Aco000204 and Aco001050), histone H2A‐12 (Aco014218), and histone H3 (Aco007850 [Figure 7c] and Aco018209) were up‐regulated at the apex 1 day after treatment, although HAP3 histone (Aco012142) was down‐regulated on day 1 and histone H4 (Aco018376) and histone H1–3 (Aco031193) on day 2. Five histone H4 genes were up‐regulated on day 6 in the apex (Figure SF1).

Three growth regulatory factors (C3h‐WRC/GRF) associated with histones were up‐regulated at the apex in 6 h (Aco004075 [Figure 7d], Aco017250 [Figure 7e], and Aco023268) (Figure 7), and three more increased on day 1 (Aco009479, Aco015755, and Aco020046). 

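Aco017250, a growth regulatory factor gene on linkage group 3 from 16569967 to 16573840, was up-regulated at 6 h and on days 2 and 3 (log2 fold changes 1.19, 1.24 and 1.12) at the apex, and up-regulated at 6 h (log2 fold change 3.36) at the leaf base. Aco023268, a growth regulatory factor gene on linkage group 2 from 11260633 to 11262425, was up-regulated at 6 h and on days 1, 2 and 3 (log2 fold changes 1.21, 1.02, 2.23 and 2.40) at the apex, and up-regulated at 6 h (log2 fold change 2.34) at the leaf base. Aco004075, a growth regulatory factor gene on linkage group 15 from 1564621 to 1568556, was up-regulated on days 1, 2 and 3 (log2 fold changes 1.09, 1.13 and 1.03) at the apex. Aco015755, a growth regulatory factor gene on linkage group 9 from 10903632 to 10910491, was up-regulated on days 1, 2, 3 and 6 (log2 fold changes 1.20, 1.30, 1.01 and 1.38) at the apex, and up-regulated on day 3 (log2 fold change 1.42) and down-regulated at 6 h (log2 fold change -1.10) at the leaf base. Aco009479, a growth regulatory factor gene on linkage group 1 from 1916306 to 1917558, was up-regulated on days 2, 3 and 6 (log2 fold changes 1.77, 2.67 and 1.73) at the apex, and up-regulated at 6 h (at least 1.36-fold higher) at the leaf base. Aco020046, a growth regulatory factor gene on linkage group 3 from 9349100 to 9351207, was up-regulated on days 3, 4, 5, 6 and 8 (log2 fold changes 3.25, 1.03, 1.33, 2.20 and 1.36) at the apex. Aco017250, Aco023268, Aco004075, Aco015755, Aco009479 and Aco020046 had standard errors of 0.14 to 0.39 and adjusted p-values of 1.07e-11 to 0.029 over these calls (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Not DE at the apex were Aco004075 at 6 h (log2 fold change 0.93) and Aco009479 and Aco020046 on day 1 (log2 fold changes 1.31 and 0.72). Aco017250 lost its call at apex day 2 without ethephon replicate 2 (log2 fold change 0.96). Aco023268 lost its call at apex 6 h without control replicate 2 or control replicate 3 (log2 fold changes of 1.04 to 1.59 over the 6 fits), and at apex day 1 without control replicate 2 or control replicate 3 or ethephon replicate 1 (log2 fold changes of 0.89 to 1.24 over the 6 fits). Aco004075 lost its call at apex day 1 without control replicate 2 (log2 fold change 0.90), and at apex day 2 without control replicate 2 or ethephon replicate 2 (log2 fold changes of 0.73 to 1.30 over the 6 fits). Aco004075 also lost it at apex day 3 without control replicate 1 or control replicate 3 or ethephon replicate 2 (log2 fold changes of 0.76 to 1.47 over the 6 fits). Aco015755 lost its call at apex day 1 without ethephon replicate 2 (log2 fold change 0.91), and at apex day 3 without control replicate 2 or ethephon replicate 2 (log2 fold changes of 0.85 to 1.18 over the 6 fits). Aco015755 also lost it at leaf base 6 h without control replicate 1 or ethephon replicate 3 (log2 fold changes of -1.26 to -0.93 over the 6 fits). Aco009479 lost its call at apex day 6 in the joint fit with lane, and at leaf base 6 h without control replicate 2 or control replicate 3 or ethephon replicate 1 and with DESeq2. Aco009479 became DE at apex day 1 without control replicate 2 or ethephon replicate 2 (log2 fold changes of 0.98 to 1.64 over the 6 fits), with edgeR's exact test and in the joint fit of 78 libraries. Aco020046 lost its call at apex day 4 without control replicate 2 or ethephon replicate 1 (log2 fold changes of 0.77 to 1.16 over the 6 fits).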

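Aco014382, a PHD protein gene on linkage group 5 from 877289 to 878732, was up-regulated on days 2, 3, 4, 5 and 6 (log2 fold changes 2.20, 2.31, 1.92, 1.69 and 1.67) and on day 1 (at least 1.69-fold higher) at the apex. Aco014382 had standard errors of 0.51 to 0.64 and adjusted p-values of 0.00145 to 0.0467 over these calls (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). At 6 h its adjusted p at the apex was 0.487 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with 1 group at 3 counts or fewer in every library. Aco014382 lost its call at apex day 1 without control replicate 1 or control replicate 2 or control replicate 3 or ethephon replicate 2 or ethephon replicate 3, and at apex day 2 without control replicate 1 or control replicate 2 or ethephon replicate 2 (log2 fold changes of 1.52 to 2.80 over the 6 fits). Aco014382 also lost it at apex day 4 without ethephon replicate 3 (log2 fold change 1.62), and at apex day 5 without control replicate 1 or control replicate 2 or control replicate 3 or ethephon replicate 1 or ethephon replicate 2 (log2 fold changes of 1.35 to 1.91 over the 6 fits), with DESeq2, with genes under 1 CPM left out and in the joint fit of 78 libraries. Aco014382 also lost it at apex day 6 without control replicate 2 or control replicate 3 or ethephon replicate 1 or ethephon replicate 2 or ethephon replicate 3 (log2 fold changes of 1.49 to 1.99 over the 6 fits), with DESeq2, in the joint fit of 78 libraries and in the joint fit with lane.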

A plant homeodomain (PHD) protein with a histone tail (Aco014382) increased in 6 h and was expressed at a higher level than the control for all but the sampling on day 8 (Figure 7f). 

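Aco004983, a Knotted-1-like homeobox gene on linkage group 7 from 1226798 to 1233463, was up-regulated on days 3, 4, 5 and 6 (log2 fold changes 2.42, 1.43, 1.08 and 1.49) at the apex. Aco004983 had standard errors of 0.17 to 0.23 and adjusted p-values of 3.5e-08 to 6.48e-05 over these calls (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Aco004983 and Aco015873 were not DE at the leaf base, with adjusted p-values of at least 0.413 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).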

Homeobox Knotted‐1‐like genes (Aco004983 and Aco015873) showed similar up‐regulation from day 1 forward, only at the apex (Table ST2). Both were DE from days 2 to 8 with Aco015873 from day 1. 

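Aco015873, a Knotted-1-like homeobox gene on linkage group 1 from 11079514 to 11087347, was up-regulated on days 1, 2, 3, 4, 5 and 6 (log2 fold changes 1.14, 1.45, 1.64, 1.40, 1.01 and 1.46) at the apex. Aco015873 had standard errors of 0.12 to 0.19 and adjusted p-values of 6.14e-11 to 7.41e-06 over these calls (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Under the limit of 1 were the log2 fold changes of Aco004983 on day 2, 0.97, and on day 8, 0.95, and that of Aco015873 on day 8, 0.55. Aco015873 lost its call at apex day 5 without control replicate 1 or control replicate 3 or ethephon replicate 3 (log2 fold changes of 0.95 to 1.08 over the 6 fits) and with genes under 1 CPM left out, and at apex day 6 in the joint fit with lane. Aco004983 became DE at apex day 2 without control replicate 2 or control replicate 3 (log2 fold changes of 0.66 to 1.19 over the 6 fits), and at apex day 8 without control replicate 2 or ethephon replicate 2 (log2 fold changes of 0.81 to 1.10 over the 6 fits).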

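Aco018444, a 14-3-3 gene on linkage group 1 from 4064244 to 4072257, was down-regulated on day 4 (log2 fold change -1.38) at the apex. Aco018444 overlaps Aco018443 in its exons, so its counts and calls are uncertain. Aco018444 had a standard error of 0.41 and an adjusted p of 0.00995 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). At the other apex samplings its log2 fold changes ranged from -1.45 at 6 h to 0.12 on day 5. Aco018444 was not DE at the leaf base, with adjusted p-values of at least 0.13 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Aco018444 at apex day 5 changed direction with the library left out, its log2 fold change going from -0.33 (without ethephon replicate 3) to 0.39 (without ethephon replicate 1). Aco018444 lost its call at apex day 4 without control replicate 1 or ethephon replicate 3 (log2 fold changes of -1.68 to -1.13 over the 6 fits) and with DESeq2. Aco018444 became DE at apex 6 h without ethephon replicate 3 (log2 fold change -2.0), with edgeR's exact test, with RLE normalization and in the joint fit of 78 libraries.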

A response regulator (14‐3‐3) (Aco018444) tended to be lower at all samplings but not DE. On days 2 and 3, 25 and 20 pentatricopeptides genes were up‐ and down‐regulated, respectively, and potentially involved in organelle RNA processing (Figure SF1).

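Aco004998, a cyclin gene on linkage group 7 from 1317737 to 1324397, was down-regulated at 6 h (log2 fold change -1.16) at the leaf base. Aco004998 had a standard error of 0.16 and an adjusted p of 0.000114 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Aco004998 was not DE at the apex, where the largest log2 fold change in size was -0.89 on day 8 and the lowest adjusted p was 5.02e-05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Aco003499, a cyclin-dependent kinase gene on linkage group 17 from 3328469 to 3338096, had a log2 fold change of -0.89 (standard error 0.19, adjusted p = 0.00058, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) at the apex on day 1, under the limit of 1. Aco004998 became DE at apex day 6 in the joint fit with lane, and at apex day 8 without ethephon replicate 1 (log2 fold change -1.09). Aco003499 became DE at apex day 1 without ethephon replicate 1 (log2 fold change -1.30).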

Endoreduplication was not indicated at the apex with Aco004998 cyclin not DE and a decline in Aco003499 cyclin‐dependent kinase G‐2 only on day 1. A decrease (days 3) was observed in the cyclin‐dependent kinase inhibitor Aco010247 (Siamese) (Table ST2).

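Aco010247, a cyclin-dependent kinase inhibitor gene on linkage group 25 from 2593681 to 2594034, was down-regulated on days 1 and 2 (log2 fold changes -1.08 and -2.58) and on day 3 (at least 2.25-fold lower) at the apex, and up-regulated on day 1 (log2 fold change 1.63) and down-regulated on day 3 (log2 fold change -1.59) at the leaf base. Aco010247 had standard errors of 0.21 to 0.56 and adjusted p-values of 0.000426 to 0.0181 over these calls (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Aco010247 lost its call at apex day 1 without control replicate 2 or control replicate 3 or ethephon replicate 1 (log2 fold changes of -1.40 to -0.87 over the 6 fits) and with DESeq2.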

#### 3.4.7 Flowering time and floral transition

The Circadian Timekeeper homolog in pineapple (Aco019534) was not DE. 

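Aco019534, a clock gene on linkage group 7 from 11404207 to 11412865, was not DE in any of the 13 comparisons, with a lowest adjusted p of 8.73e-05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and a largest log2 fold change in size of 0.75 at apex day 2.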

The GIGANTEA‐like gene (Aco014347) believed to be clock‐controlled and involved in flowering timekeeping in some systems was down‐regulated at the pineapple apex and was generally less than control, especially 3 and 4 days after ethylene treatment (Table ST2).

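Aco014347, a GIGANTEA-like gene on linkage group 5 from 644995 to 656425, was down-regulated on days 3 and 4 (log2 fold changes -1.63 and -1.0) at the apex, and down-regulated on day 3 (log2 fold change -1.78) at the leaf base. Aco014347 had standard errors of 0.10 to 0.18 and adjusted p-values of 1.15e-09 to 5.48e-06 over these calls (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its log2 fold changes at the other apex samplings ranged from -0.83 on day 2 to 0.47 on day 8. Aco014347 lost its call at apex day 4 without control replicate 2 or control replicate 3 or ethephon replicate 2 or ethephon replicate 3 (log2 fold changes of -1.05 to -0.97 over the 6 fits), with DESeq2, with RLE normalization, with genes under 1 CPM left out and in the joint fit of 78 libraries.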

The expression of homologs of TERMINAL FLOWER (TFL) (Aco016718 and Aco031443) began to increase at the apex after day 2 and was DE on days 6 and 8 without a similar pattern in the leaf base (Table ST2). 

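Aco016718, a TFL homolog on linkage group 17 from 346857 to 347869, was up-regulated on day 8 (log2 fold change 4.17) and on days 4 and 6 (at least 3.51-fold and 9.38-fold higher) and on day 3 (with a lower bound on the fold under 1) at the apex. Aco031443, a TFL homolog on linkage group 1 from 18079728 to 18081228, was up-regulated on days 3, 4, 5, 6 and 8 (at least 1.35-fold, 3.44-fold, 2.62-fold, 9.15-fold and 16.8-fold higher) at the apex. Aco016718 and Aco031443 had a standard error of 0.68 and adjusted p-values of 4.6e-09 to 0.0445 over these calls (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Aco016718 and Aco031443 were not DE at the leaf base, with adjusted p-values of at least 0.0987 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Aco016718 lost its call at apex day 3 without control replicate 1 or control replicate 2 or control replicate 3 or ethephon replicate 1 or ethephon replicate 2 or ethephon replicate 3, and at apex day 6 in the joint fit with lane. Aco031443 became DE at leaf base day 3 in the joint fit of 78 libraries.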

The expression of the TEOSINTE‐BRANCHED I homolog (TCP) (Aco015741) decreased faster in the control than in the treated apex and was DE on day 3 only in the apex. 

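Aco015741, a TEOSINTE-BRANCHED I homolog on linkage group 9 from 11036031 to 11036978, was up-regulated on days 3, 6 and 8 (log2 fold changes 2.77, 1.85 and 2.24) at the apex, and up-regulated on day 3 (log2 fold change 2.31) at the leaf base. Aco015741 overlaps Aco015742 in its exons, so its counts and calls are uncertain. Aco015741 had standard errors of 0.31 to 0.67 and adjusted p-values of 3.29e-05 to 0.0102 over these calls (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Aco015741 lost its call at apex day 8 without ethephon replicate 3 (log2 fold change 2.13).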

The FRIGIDA‐like homolog (Aco015042) increased at the apex after day 1 and was DE at the apex on day 2 but at no time at the leaf base.

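Aco015042, a FRIGIDA-like gene on linkage group 1 from 24824198 to 24830233, was up-regulated on day 2 (log2 fold change 1.24) at the apex. Aco015042 had a standard error of 0.16 and an adjusted p of 2.46e-06 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Aco015042 was not DE at the leaf base, where the largest log2 fold change in size was 0.65 at 6 h and the lowest adjusted p was 0.0316 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).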

Three EARLY FLOWERING‐like homologs (ELFs) showed different differential expression patterns. 

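Aco005852, an EARLY FLOWERING-like gene on linkage group 16 from 10902382 to 10906789, was down-regulated on day 8 (log2 fold change -1.07) at the apex. Aco005852 had a standard error of 0.15 and an adjusted p of 1.45e-07 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Aco005852 was not DE at the leaf base, where the largest log2 fold change in size was 0.67 on day 3 and the lowest adjusted p was 0.00155 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Aco005852 lost its call at apex day 8 without ethephon replicate 3 (log2 fold change -0.99).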

Aco005852 showed a decrease on day 8 at the apex with no change at the leaf base. Aco009476 at the apex and leaf base was up‐regulated at 6 h and on day 1 after treatment. 

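Aco009476, an EARLY FLOWERING-like gene on linkage group 1 from 1933479 to 1933799, was up-regulated at 6 h and on days 1, 4 and 5 (log2 fold changes 1.41, 1.30, 1.06 and 1.39) and down-regulated on day 3 (log2 fold change -1.55) at the apex, and up-regulated at 6 h and on day 1 (log2 fold changes 1.33 and 1.48) and down-regulated on day 3 (log2 fold change -1.09) at the leaf base. Aco009476 had standard errors of 0.19 to 0.34 and adjusted p-values of 9.02e-06 to 0.021 over these calls (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Aco009476 lost its call at apex day 4 without ethephon replicate 3 (log2 fold change 0.82), and at leaf base day 3 without control replicate 1 or ethephon replicate 1 or ethephon replicate 2 (log2 fold changes of -1.31 to -0.78 over the 6 fits).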

The third ELF gene (Aco030106) was only DE at the apex, being up‐regulated at 6 h and 1 day after treatment and down‐regulated on day 3 (Table ST2).

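Aco030106, an EARLY FLOWERING-like gene on an unplaced scaffold from 5763 to 6083, was up-regulated on days 1 and 5 (log2 fold changes 1.04 and 1.29) and down-regulated on day 3 (log2 fold change -1.88) at the apex, and up-regulated on day 1 (log2 fold change 1.39) and down-regulated on day 3 (log2 fold change -1.70) at the leaf base. Aco030106 had standard errors of 0.22 to 0.38 and adjusted p-values of 0.000651 to 0.0197 over these calls (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In apices at 6 h its log2 fold change was 1.14 (standard error 0.34, adjusted p = 0.0623, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Aco030106 lost its call at apex day 1 without control replicate 1 or ethephon replicate 1 (log2 fold changes of 0.91 to 1.14 over the 6 fits), and at apex day 5 without control replicate 3 or ethephon replicate 2 (log2 fold changes of 1.05 to 1.50 over the 6 fits). Aco030106 also lost it at leaf base day 1 without control replicate 3 or ethephon replicate 3 (log2 fold changes of 1.19 to 1.57 over the 6 fits). Aco030106 became DE at apex 6 h without control replicate 1 (log2 fold change 1.53), with edgeR's exact test and in the joint fit of 78 libraries.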

Two WUSCHEL homologs (Aco006233 and Aco015382) showed a similar pattern of upregulation at the apex only within 6 h after treatment (Table ST2). 

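In apices at 6 h, the adjusted p of Aco006233 was 0.864 and that of Aco015382 was 0.572 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with 1 group of each at 3 counts or fewer in every library.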

At the apex, the response of Aco015382 was more pronounced, DE from day 2 through day 8 only at the apex, and Aco006233 was DE from day 1 through day 3. 

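Aco015382, a WUSCHEL homolog on linkage group 23 from 159566 to 160802, was up-regulated on days 3, 4, 5, 6 and 8 (log2 fold changes 3.72, 1.51, 2.00, 2.86 and 1.87) and on day 2 (at least 5.02-fold higher) at the apex. Aco006233, a WUSCHEL homolog on linkage group 16 from 7686612 to 7691648, was up-regulated on days 1, 2 and 3 (log2 fold changes 2.20, 1.78 and 2.13) at the apex. Aco015382 and Aco006233 had standard errors of 0.24 to 0.68 and adjusted p-values of 5.18e-07 to 0.0155 over these calls (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Aco006233 was tested at the leaf base on day 2 only, since it had no count in the leaf bases of the other samplings, and Aco015382 had a lowest adjusted p of 0.163 there (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Aco006233 lost its call at apex day 1 without ethephon replicate 3 (log2 fold change 1.32).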

The three TOPLESS‐related genes (Aco006421, Aco018149, and Aco018150) that are corepressors in the transition to flowering in model systems, interacting with CO and FT, were not DE.

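Aco006421, a TOPLESS-related gene on linkage group 14 from 2424604 to 2444215, was not DE in any of the 13 comparisons, with a lowest adjusted p of 0.0288 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and a largest log2 fold change in size of 0.43 at apex day 3. Aco018149, a TOPLESS-related gene on linkage group 12 from 11118853 to 11129017, was not DE in any of the 13 comparisons, with a lowest adjusted p of 0.0927 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and a largest log2 fold change in size of -0.45 at leaf base day 4. Aco018150, a TOPLESS-related gene on linkage group 12 from 11130934 to 11135261, was not DE in any of the 13 comparisons, with a lowest adjusted p of 0.0308 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and a largest log2 fold change in size of -0.90 at apex day 6. Aco018150 overlaps Aco018151 in its exons, so its counts and calls are uncertain. Aco018150 became DE at apex day 6 without control replicate 1 or ethephon replicate 3 (log2 fold changes of -1.11 to -0.59 over the 6 fits).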

#### 3.4.8 CONSTANS‐like, SOC1, and unusual floral organs

The CONSTANS‐LIKE 16 zinc finger protein (Aco003091, Aco006513 [Figure 8a], and Aco026137 [Figure 8b]) showed different patterns. Aco003091 was up‐regulated at 6 h at the apex and down‐regulated on day 3, and up‐regulated in the leaf base on day 2. 

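Aco003091, a CONSTANS-like gene on linkage group 6 from 13777674 to 13782720, was up-regulated at 6 h (log2 fold change 1.57) and down-regulated on day 3 (log2 fold change -1.38) at the apex, and up-regulated on day 2 (log2 fold change 1.21) and down-regulated on day 3 (log2 fold change -1.93) at the leaf base. Aco003091 had standard errors of 0.15 to 0.25 and adjusted p-values of 3.78e-07 to 0.0112 over these calls (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Aco003091 lost its call at leaf base day 2 without control replicate 2 or ethephon replicate 3 (log2 fold changes of 1.12 to 1.33 over the 6 fits).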

Aco006513 was up‐regulated at the apex on days 1, 2, 4, and 5 and down‐regulated on day 8 (Figure 8a), and up‐regulated in the leaf base on days 3 and 4. 

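Aco006513, a CONSTANS-like gene on linkage group 14 from 1757173 to 1758932, was up-regulated on days 1, 2, 4 and 5 (log2 fold changes 2.51, 2.20, 1.05 and 1.04) and down-regulated on day 8 (log2 fold change -1.69) at the apex, and up-regulated on day 4 (log2 fold change 2.08) at the leaf base. Aco006513 overlaps Aco006514 in its exons, so its counts and calls are uncertain. Aco006513 had standard errors of 0.12 to 0.30 and adjusted p-values of 3.99e-11 to 0.00106 over these calls (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In leaf bases on day 3 its log2 fold change was -0.66, and it was not DE. Aco006513 lost its call at apex day 4 without control replicate 3 or ethephon replicate 3 (log2 fold changes of 0.93 to 1.18 over the 6 fits), and at apex day 5 without control replicate 1 or control replicate 2 or ethephon replicate 1 (log2 fold changes of 0.89 to 1.23 over the 6 fits). Aco006513 also lost it at leaf base day 4 without control replicate 2 (log2 fold change 1.96).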

Aco0026137 was up‐regulated at the apex on days 2 and 3 and at the leaf bases on days 3 and 4.

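Aco026137, a CONSTANS-like gene on linkage group 20 from 5927487 to 5929365, was up-regulated on day 3 (log2 fold change 1.75) and on days 1 and 2 (at least 1.36-fold and 4.11-fold higher) at the apex, and up-regulated on day 4 (log2 fold change 2.48) at the leaf base. Aco026137 had standard errors of 0.47 to 0.49 and adjusted p-values of 0.00162 to 0.0466 over these calls (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its log2 fold change at the leaf base on day 3 was -0.29, and it was not DE there. Aco026137 lost its call at apex day 1 without control replicate 1 or control replicate 3 or ethephon replicate 1 or ethephon replicate 3, with edgeR's exact test and with genes under 1 CPM left out, and at leaf base day 4 without control replicate 2 (log2 fold change 2.53).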

**FIGURE 8:**
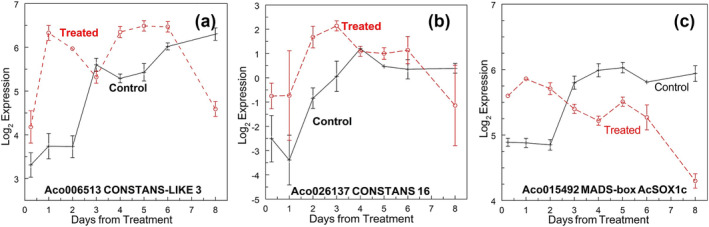
Gene related to the apical meristem from vegetative to floral transition. (a) Aco006513 Zn‐finger CONSTAN‐ like 3, (b) Aco026137 CONSTANS‐like 16, and (c) Aco015492 MADS‐box SUPPRESSOR OF CONSTANS OVEREXPRESSION 1 (AcSOC1c). Log_2_ means ± standard error, *n* = 3.

The closest pineapple homolog (Aco015492–AcSOC1c) to SOC1 (SUPPRESSOR OF OVEREXPRESSION OF CONSTANS1), a MADS‐box transcription factor, was negatively regulated on day 8 at the apex only (Figure 8c). 

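Aco015492, a MADS-box gene (AcSOC1c) on linkage group 3 from 12918841 to 12919719, was down-regulated on day 8 (log2 fold change -1.65) at the apex. Aco015492 had a standard error of 0.17 and an adjusted p of 1.61e-10 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its log2 CPM on day 8 was 5.94 ± 0.21 (SD, n = 3) in the control and 4.30 ± 0.19 (SD, n = 3) in the ethephon-treated apices. Aco015492 was not DE at the leaf base, where the largest log2 fold change in size was -0.60 on day 4 and the lowest adjusted p was 0.0436 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).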

The other reported AcSOC1 genes (Aco0013229–AcSOC1a, Aco016643–AcSOC1b, Aco017449–AcSOC1e, and Aco030142–AcSOC1d) were not DE at the apex or leaf bases in this early stage of the apex transition. 

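Aco013229, a SOC1 gene (AcSOC1a) on linkage group 24 from 734598 to 748716, was not DE in any of the 13 comparisons, with a lowest adjusted p of 0.00953 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and a largest log2 fold change in size of 0.75 at apex 6 h. Aco016643, a SOC1 gene (AcSOC1b) on linkage group 8 from 10668008 to 10681245, was not DE in any of the 13 comparisons, with a lowest adjusted p of 0.00985 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and a largest log2 fold change in size of 0.49 at apex day 3. Aco016643 overlaps Aco016644 in its exons, so its counts and calls are uncertain. Aco017449, a SOC1 gene (AcSOC1e) on linkage group 9 from 3816383 to 3826356, was not DE in any of the 13 comparisons, with a lowest adjusted p of 0.0488 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and a largest log2 fold change in size of -0.43 at apex day 1. Aco030142, a SOC1 gene (AcSOC1d) on linkage group 22 from 1009597 to 1024390, was down-regulated on day 8 (log2 fold change -1.36) at the apex. Aco030142 had a standard error of 0.38 and an adjusted p of 0.00543 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Aco030142 lost its call at apex day 8 without ethephon replicate 3 (log2 fold change -1.04).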

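At the apex at 6 h, the log2 CPM of Aco013229 (AcSOC1a) was 4.63 ± 0.35 (SD, n = 3) in the control and 5.43 ± 0.32 (SD, n = 3) in the ethephon-treated apices, that of Aco016643 (AcSOC1b) was 6.27 ± 0.29 (SD, n = 3) in the control and 6.49 ± 0.39 (SD, n = 3) in the ethephon-treated apices, and that of Aco030142 (AcSOC1d) was 2.18 ± 0.29 (SD, n = 3) in the control and 3.02 ± 0.32 (SD, n = 3) in the ethephon-treated apices.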

AcSOX1a to AcSOX1d were expressed at high levels at all stages (Table ST2).

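Aco008339, an UNUSUAL FLORAL ORGAN homolog on linkage group 19 from 9655613 to 9657845, was down-regulated on day 4 (at least 1.44-fold lower) at the apex. Aco008339 overlaps Aco008340 in its exons, so its counts and calls are uncertain. Aco008339 had an adjusted p of 0.0441 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Aco008339 had no count in any leaf base library of the 5 samplings, so it was not tested there. Aco008339 lost its call at apex day 4 without control replicate 1 or control replicate 2 or control replicate 3 or ethephon replicate 1 or ethephon replicate 3, with DESeq2, with genes under 1 CPM left out and in the joint fit of 78 libraries.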

The UNUSUAL FLORAL ORGAN homolog in pineapple (Aco008339) was expressed at low levels at the treated apex, untreated apex, and at the leaf base declining after day 3 with the treated declining at a faster rate, although not DE.

FLOWERING LOCUS T (FT) (Aco010683 [Figure 9a] and Aco010684) began to increase at the apex only on days 2 or 3, respectively, and then in the treated was DE on days 6 and 8, respectively, with little expression in untreated control plants. 

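Aco010683, an FT gene on linkage group 10 from 2719710 to 2722067, was up-regulated on days 4, 5, 6 and 8 (at least 2.37-fold, 2.74-fold, 14.1-fold and 103-fold higher) at the apex. Aco010684, an FT gene on linkage group 10 from 2728866 to 2731384, was up-regulated on day 8 (at least 10.3-fold higher) at the apex. Aco010683 and Aco010684 had adjusted p-values of 3.43e-20 to 0.00124 over these calls (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). On day 8 the log2 CPM of Aco010683 was -4.41 ± 0.00 (SD, n = 3) in the control and 5.29 ± 0.72 (SD, n = 3) in the ethephon-treated apices, where the control value is the prior count alone. Any read that matched both genes was counted on each. Aco010683 lost its call at apex day 6 in the joint fit with lane.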

FT expression of FT for both genes at the leaf bases was very low and showed little expression after the ethephon treatment.

**FIGURE 9:**
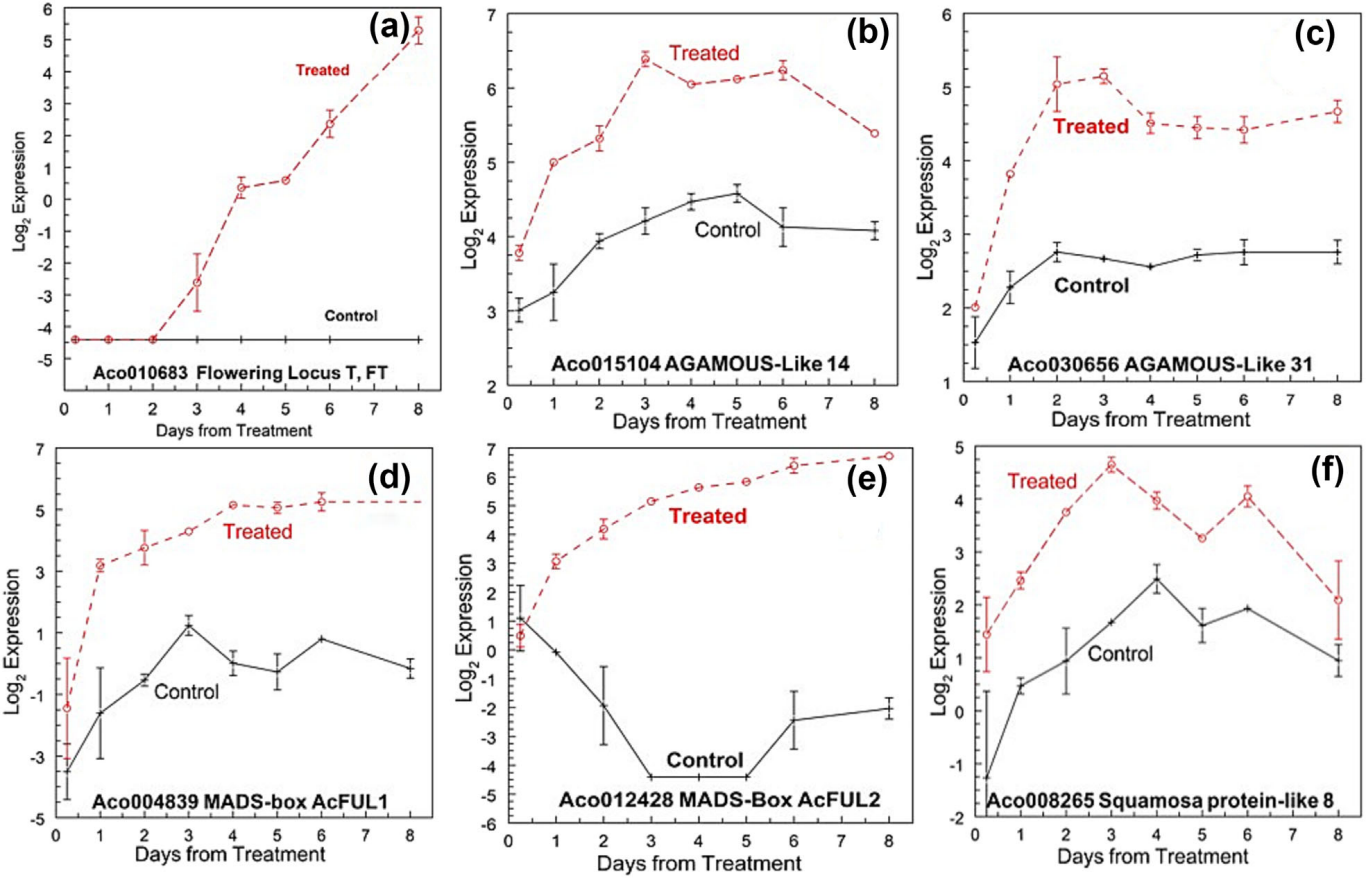
Expression of genes related to the floral meristem. (a) Aco010683 Flowering Locus T (FT), (b) Aco015104 MADS‐box AGAMOUS‐like 14, (c) Aco030656 MADS‐box AGAMOUS‐like 31, (d) Aco004839 MADS‐box AcFUL1, (e) Aco012428 MADS‐box AcFUL2, and (f) Aco008265 Squamosa protein‐like 8. Log_2_ means ± standard error, *n* = 3.

Two genes described in the literature as the flowering repressor Flowering Locus C (FLC) Aco015104 (Figure 9b) and Aco019039 increased within 6 h after ethephon treatment, differentially up‐regulated from day 1 onward, with no differential expression at the leaf bases. However, BLASTP of these two MADS‐box transcription factors showed greater identity with AGAMOUS‐like 14 and CAULIFLOWER A‐like an AP1 paralog, respectively. 

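Aco015104, a MADS-box gene on linkage group 1 from 24318710 to 24340976, was up-regulated on days 1 to 6 and day 8 (log2 fold changes 1.65, 1.41, 2.18, 1.56, 1.54, 2.06 and 1.33) at the apex, and up-regulated on day 3 (log2 fold change 1.96) at the leaf base. Aco019039, a MADS-box gene on linkage group 20 from 404283 to 409016, was up-regulated on days 1, 2, 3, 5, 6 and 8 (log2 fold changes 1.80, 3.01, 2.16, 1.32, 1.96 and 2.13) at the apex. Aco015104 and Aco019039 had standard errors of 0.12 to 0.38 and adjusted p-values of 5.94e-12 to 0.00188 over these calls (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). At 6 h at the apex the log2 fold changes were 0.71 for Aco015104 and 0.80 for Aco019039, and neither was DE. Aco019039 was also not DE on day 4, with a log2 fold change of 0.40. Aco019039 was not DE at the leaf base, with adjusted p-values of at least 0.108 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Aco019039 lost its call at apex day 5 without control replicate 2 or ethephon replicate 2 (log2 fold changes of 0.90 to 1.6 over the 6 fits), and at apex day 6 in the joint fit with lane.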

Another AGAMOUS‐like 31 gene (Aco30656) was similarly DE from days 1 to 8 only at the apex (Figure 9c). This confirmed the failure of others to detect FLC in pineapple and its possible loss from the genome (Zhang, Fatima, et al., 2020).

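Aco030656, an AGAMOUS-like gene on an unplaced scaffold from 8508 to 10974, was up-regulated on days 1 to 6 and day 8 (log2 fold changes 1.53, 2.34, 2.49, 1.91, 1.75, 1.65 and 1.97) at the apex. Aco030656 had standard errors of 0.19 to 0.29 and adjusted p-values of 1.83e-09 to 0.00019 over these calls (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Aco030656 was not DE at the leaf base, with adjusted p-values of at least 0.14 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Aco030656 lost its call at apex day 6 in the joint fit with lane. Aco030656 became DE at leaf base day 2 with edgeR's exact test, in the joint fit of 78 libraries and in the joint fit with lane.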

The MADS‐box AcFUL genes (Aco004839–AcFUL1 [Figure 9d] and Aco012428–AcFUL2 [Figure 9e]) were both up‐regulated at the apex only, from days 1 to 8. 

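Aco004839, a MADS-box gene (AcFUL1) on linkage group 7 from 217862 to 228880, was up-regulated on days 1, 3, 4, 5, 6 and 8 (log2 fold changes 3.74, 3.06, 5.04, 5.22, 4.50 and 5.45) and on day 2 (at least 18.3-fold higher) at the apex. Aco004839 overlaps Aco004840 in its exons, so its counts and calls are uncertain. Aco012428, a MADS-box gene (AcFUL2) on linkage group 1 from 2127109 to 2132551, was up-regulated on days 1 and 2 (log2 fold changes 3.15 and 5.25) and on days 3, 4, 5, 6 and 8 (at least 46.8-fold, 90.3-fold, 107-fold, 219-fold and 259-fold higher) at the apex, and up-regulated on day 3 (at least 3.2-fold higher) at the leaf base. Aco004839 and Aco012428 had standard errors of 0.24 to 0.53 and adjusted p-values of 3.98e-29 to 0.00912 over these calls (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). On day 1, the log2 CPM of Aco012428 was -0.08 ± 0.34 (SD, n = 3) in the control and 3.07 ± 0.43 (SD, n = 3) in the ethephon-treated apices, and that of Aco004839 was -1.61 ± 2.54 (SD, n = 3) in the control and 3.18 ± 0.35 (SD, n = 3) in the ethephon-treated apices. Aco004839 was not DE at the leaf base, with adjusted p-values of at least 0.0519 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Aco004839 became DE at leaf base 6 h with genes under 1 CPM left out, in the joint fit of 78 libraries and in the joint fit with lane. Aco012428 lost its call at leaf base day 3 without ethephon replicate 2.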

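Aco017563, a SEP4 gene on linkage group 9 from 90797 to 101510, was up-regulated on days 3, 4, 5 and 8 (at least 1.08-fold, 2.35-fold, 1.31-fold and 4.6-fold higher) at the apex. Aco017563 had adjusted p-values of 0.000644 to 0.0233 over these calls (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its lowest adjusted p at the apex at 6 h and on days 1, 2 and 6 was 0.241 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Aco017563 lost its call at apex day 3 without ethephon replicate 3, and at apex day 5 without control replicate 1 or control replicate 2 or control replicate 3 or ethephon replicate 2 or ethephon replicate 3.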

The SEP4 gene (Aco017563), although expressed at a higher level in the treated apex, was at an overall low expression level; however, it was not DE.

Two Squamosa‐like binding proteins (Aco08265 [Figure 9f] and Aco012822) were up‐regulated at the apex only from day 1 through day 8. 

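Aco008265, a Squamosa-like gene on linkage group 19 from 9007928 to 9011513, was up-regulated on days 1 to 6 and day 8 (log2 fold changes 1.96, 2.58, 3.00, 1.43, 1.58, 2.14 and 1.35) at the apex. Aco012822, a Squamosa-like gene on linkage group 3 from 14947948 to 14952105, was up-regulated on days 2 and 3 (log2 fold changes 1.07 and 1.77) at the apex. Aco008265 and Aco012822 had standard errors of 0.21 to 0.47 and adjusted p-values of 4.21e-09 to 0.021 over these calls (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Aco012822 was not DE at the apex on days 1, 4, 5, 6 and 8, where the largest log2 fold change in size was 0.73 on day 1 and the lowest adjusted p was 0.109 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Aco008265 and Aco012822 were not DE at the leaf base, where among samplings with more than 3 counts in some library of each group the largest log2 fold change in size was 1.28 at 6 h for Aco012822 and the lowest adjusted p was 0.0268 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Aco012822 at apex day 8 changed direction with the library left out, its log2 fold change going from -0.19 (without ethephon replicate 3) to 0.01 (without ethephon replicate 2). Aco008265 lost its call at apex day 8 without ethephon replicate 1 or ethephon replicate 2 (log2 fold changes of 1.01 to 1.81 over the 6 fits). Aco008265 became DE at leaf base 6 h without ethephon replicate 1, with edgeR's exact test, in the joint fit of 78 libraries and in the joint fit with lane. Aco012822 lost its call at apex day 2 without ethephon replicate 2 (log2 fold change 0.91). Aco012822 became DE at leaf base 6 h without control replicate 2 or ethephon replicate 3 (log2 fold changes of 0.95 to 1.77 over the 6 fits), in the joint fit of 78 libraries and in the joint fit with lane, and at leaf base day 3 without control replicate 1 or ethephon replicate 3 (log2 fold changes of 0.75 to 1.06 over the 6 fits).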

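The NAC domain genes differed in when they rose. Aco000744, a NAC domain gene on linkage group 2 from 17031399 to 17033827, was up-regulated on days 1, 2, 3 and 4 (log2 fold changes 3.27, 1.30, 2.16 and 1.28) at the apex. Aco011880, a NAC domain gene on linkage group 3 from 13243420 to 13247041, was up-regulated on days 4 and 8 (at least 1.19-fold and 2.5-fold higher) at the apex, and up-regulated at 6 h and on days 1 and 4 (log2 fold changes 3.13, 1.56 and 2.54) at the leaf base. Aco000744 and Aco011880 had standard errors of 0.26 to 0.83 and adjusted p-values of 1.09e-06 to 0.0314 over these calls (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Aco011880 had log2 fold changes of 0.05 on day 2 and 1.31 on day 3 at the apex, and was not DE there. Aco011880 at apex day 2 changed direction with the library left out, its log2 fold change going from -0.07 (without ethephon replicate 3) to 0.27 (without control replicate 2). Aco011880 lost its call at apex day 4 without control replicate 1 or ethephon replicate 3, and at apex day 8 without control replicate 1 or control replicate 2 or ethephon replicate 2 or ethephon replicate 3. Aco011880 also lost it at leaf base 6 h without control replicate 3 (log2 fold change 2.16), and at leaf base day 1 without control replicate 3 or ethephon replicate 1 (log2 fold changes of 1.31 to 1.77 over the 6 fits), in the joint fit of 78 libraries and in the joint fit with lane. Aco011880 also lost it at leaf base day 4 without control replicate 2 or ethephon replicate 2 or ethephon replicate 3 (log2 fold changes of 2.00 to 3.65 over the 6 fits).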

Two proteins in the NAC domain (Aco000744 and Aco011880) were DE at the apex and up‐regulated. Aco000744 was DE on days 1 through 4 and Aco012822 on days 2 and 3 only (Table ST2).

The increase in FLORICAULA/LEAFY (Aco019058) was observed in both treated and untreated control plants, the increase DE on days 2 and 3 (Table ST2). 

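Aco019058, a FLORICAULA/LEAFY gene on linkage group 20 from 207751 to 208116, was up-regulated on days 1, 2 and 3 (log2 fold changes 1.70, 1.28 and 1.75) at the apex. Aco019058 had standard errors of 0.23 to 0.44 and adjusted p-values of 2.94e-06 to 0.00411 over these calls (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its log2 CPM was 1.10 ± 0.90 (SD, n = 3) in the control and 0.38 ± 0.36 (SD, n = 3) in the ethephon-treated apices at 6 h and 2.13 ± 0.39 (SD, n = 3) in the control and 2.39 ± 0.36 (SD, n = 3) in the ethephon-treated apices on day 8. Aco019058 was not DE at the leaf base, with adjusted p-values of at least 0.415 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).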

At the leaf base, both untreated and treated tended to decline from their low levels. 

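Aco019059, a second FLORICAULA/LEAFY-like gene on linkage group 20 from 205338 to 206090, was up-regulated on day 3 (log2 fold change 1.76) and on day 2 (at least 3.17-fold higher) at the apex. Aco019059 had a standard error of 0.57 and adjusted p-values of 0.007 to 0.0235 over these calls (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Aco019059 lost its call at apex day 3 without control replicate 2 or ethephon replicate 2 (log2 fold changes of 1.08 to 2.17 over the 6 fits).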

Another predicted FLORICAULA‐LEAFY‐like pattern (Aco019059) was not DE at the apex or leaf base. Although the PISTALLA gene was expressed at a lower level than the control at the apex, it was not DE at either the apex or the leaf base. Sterile APETALA (Aco002301) was up‐regulated and DE at the apex only on day 2.

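Aco002301, a Sterile APETALA gene on linkage group 4 from 2620813 to 2621982, was up-regulated on days 2 and 3 (log2 fold changes 2.08 and 1.00) at the apex. Aco002301 had standard errors of 0.31 to 0.41 and adjusted p-values of 0.000409 to 0.0185 over these calls (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Aco002301 was not DE at the leaf base, with adjusted p-values of at least 0.419 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Aco002301 lost its call at apex day 3 without control replicate 2 or control replicate 3 or ethephon replicate 1 or ethephon replicate 2 (log2 fold changes of 0.76 to 1.38 over the 6 fits).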

### 3.5 Expressed transcription factors DNA binding motifs

Forty‐one TFs were selected that were related to ethylene responses and involved in potential flowering, had known homology, and were expressed soon after ethephon treatment, and 21 were associated with at least one sequence‐specific binding motif (Table ST3). Twenty‐two candidate motifs were inferred, and a single transcription factor could potentially have one or more binding sequences (Table 2).

**TABLE 2:** Selected pineapple transcription factors expressed after flower induction, trans‐binding motifs, and Pfam domain. The best predictions in footprintDB were selected in *Arabidopsis thalaiana.*

Gene name	Blast e‐value	Interface similarity	footprinDB PWM/Consensus	Pfam domain
Aco000347.1	1E^−29^	7/7	MA0975.1: s **C G CC G CC**	PF00847 AP2 domain
Aco001697.1	1E^−115^	4/4	M0680_1.02: ga **A T G** w **A** y **C T** g M0370: ry **G T C** y **A G** r **T** t **C A** ww	PF04873 Ethylene insensitive 3
Aco001844.1	3E^−34^	7/7	RAP2.3: rg **C G CC G C** ma	PF00847 AP2 domain
Aco002115.1	2E^−56^	7/13	M0821_1.02: y **G T A C GG** wm	PF12041 Transcriptional regulator DELLA protein N terminal
Aco004839.1	7E^−84^	8/8	MA0940.1: my **AAAAA** wr **G AAA**	PF00319 SRF‐type TF
Aco005324.1	4E^−32^	7/7	ERF1/ERF2/ERF5: **A G CC G CC A** ATERF1_2: yt **G CC GG C** ar	PF00847 AP2 domain
Aco005453.1	6E^−22^	4/6	M0821_1.02: y **G T A C GG** wm	PF12041 Transcriptional regulator DELLA protein N terminal
Aco005770.1	7E^−16^	4/7	MA0988.1: hg **C A C G T G** cd	PF00249 Myb‐like DNA‐binding domain
Aco006074.1	1e^−33^	7/7	MA0975.1: s **C G CC G CC**	PF00847 AP2 domain
Aco006233.1	5E^−12^	‐	M0422: **A** r **TT AA TT A** rt	PF00046 Homeobox domain
Aco010600.1	2E^−54^	7/7	ERF1: rs **C G CC G CC** a MA0567.1: m **G CC G CC** a	PF00847 AP2 domain
Aco012428.1	2E^−79^	7/8	MA0940.1: my **AAAAA** wr **G AAA**	PF00319 SRF‐type TF
Aco014268.1	8E^−34^	7/7	M0061: kygr **C GG C GG** m **C** gwg UN0363.1: cwc **C** t **CC G CC G** cc	PF00847 AP2 domain
Aco015104.1	1E^−27^	7/8	MA0940.1: my **AAAAA** wr **G AAA**	PF00319 SRF‐type TF
Aco015335.1	4E^−61^	4/4	M0680_1.02: ga **A T G** w **A** y **C T** g M0370: ry **G T C** y **A G** r **T** t **C A** ww	PF04873 Ethylene insensitive 3
Aco015382.1	4E^−22^	8/8	6ryi_DE: **A T C A** cg **T G A** 6ryl_DE: **T** y **AA T G C G TT** s **T** M0436: **T G A** w **T G A** w **T G** a M0447: **T C A** w **T C A** w **T** y **A**	PF00046 Homeobox domain
Aco017254.1	9E^−52^	20/20	MA1038.1: d **GG T A GG T** ara	PF00249 Myb‐like DNA‐binding domain
Aco017455.1	5E^−17^	3/3	M0468: s **C G A** a **AA** wwt **C GG** ar	PF03195 Protein of unknown function DUF260
Aco017871.1	3E^−125^	4/4	M0680_1.02: ga **A T G** w **A** y **C T** g M0370: ry **G T C** y **A G** r **T** t **C A** ww	PF04873 Ethylene insensitive 3
Aco018980.1	2E^−37^	9/9	ORA47: cr **CC G A CC A** a ORA47_2: k **G C G CC G** m **C** t MA1048.1: r **CC G A CC A**	PF00847 (AP2 domain)
Aco019059.1	5E^−24^	2/4	2vy1_A: **T GG T** nnn **T A**	PF01698 (Floricaula/Leafy protein)
Aco031731.1	4E‐50	7/11	M0821_1.02: y **G T A C GG** wm	PF12041 Transcriptional regulator DELLA protein N terminal

TF binding sites (TFBSs) were not uniformly distributed in the upstream promoter region. However, they tended to lie in the vicinity of the transcription start site (TSS), exhibiting a clear peak within the region from 400 to −200 bp, and then drop progressively. We did not observe binding sites on the downstream side of the TSS (0, +200pb).

To understand the positional binding preference of each TF family, the motifs were grouped into eight families based on the Pfam domains of their corresponding TFs (Figure SF4). All AP2‐motifs shared the same positional distribution profile, being concentrated within −400, −200 bp, which denoted an AP2‐binding preference within this region. Although Myb and DELLA showed a single central peak around the interval [−800, −600 bp], others such as homeobox, SRF, and EIN3 binding sites exhibited multiple peaks upstream of the TSS that can denote multiple binding preferences.

### 3.6 Transcription factors following induction

The target genes for the selected transcription factor binding motifs (Table 2) were grouped into eight broad categories according to function (Figures 10 and SF3). Higher expression occurs in the first days after ethephon treatment in transcription factors, protein turnover, kinases, phosphatases, and plant growth regulators. A secondary peak was evident 3 to 4 days after ethephon treatment in a narrow range of target genes. Target genes expressed at the leaf base tended to follow a different expression pattern from that of the apex. A similar pattern was found in carbohydrate metabolism and general metabolism to transcription factors, and redox metabolism and stress‐related genes tended to cluster a few days after treatment (Figure SF4). 

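Aco004275, an OVATE gene on linkage group 15 from 248698 to 249399, had a log2 fold change of -2.41 (standard error 0.93, adjusted p = 0.179, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) at the apex at 6 h. Aco004275 was up-regulated on day 3 (at least 3.24-fold higher) at the apex. Aco015523, an OVATE gene on linkage group 3 from 12672115 to 12672504, was down-regulated on days 4 and 6 (at least 4.7-fold and 1.93-fold lower) at the apex. Aco004275 and Aco015523 had adjusted p-values of 1.53e-08 to 0.0225 over these calls (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In the joint fit with lane, the fitted direction of Aco015523 at the apex on day 6 was up and it was not DE. Aco004275 became DE at apex 6 h in the joint fit of 78 libraries. Aco015523 lost its call at apex day 6 without control replicate 1 or ethephon replicate 1 or ethephon replicate 2 or ethephon replicate 3 and in the joint fit with lane.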

A potential transcription repressor that included the regulation of GA20‐oxidase and thus GA biosynthesis, the OVATE genes, were up‐regulated on day 0 (Aco004275) and Aco015523 from days 4 to 8 at the apex (Results SR1). At leaf bases, an OVATE gene (Aco012538) was up‐regulated on days 0 to 2. 

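Aco012538, an OVATE gene on linkage group 13 from 1928089 to 1928979, was up-regulated on days 2 and 3 (log2 fold changes 1.87 and 3.25) at the apex, and down-regulated at 6 h (at least 1.86-fold lower) at the leaf base. Aco012538 had standard errors of 0.36 to 0.61 and adjusted p-values of 3.44e-07 to 0.0391 over these calls (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Aco012538 had adjusted p-values of 0.167 on day 1 and 0.588 on day 2 at the leaf base (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with the ethephon-treated libraries at 3 counts or fewer. Aco012538 lost its call at apex day 2 without control replicate 1 or control replicate 2 or ethephon replicate 3 (log2 fold changes of 1.49 to 2.27 over the 6 fits) and with DESeq2, and at leaf base 6 h without control replicate 1 or control replicate 3 or ethephon replicate 1 or ethephon replicate 2 or ethephon replicate 3 and with DESeq2.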

Other OVATE genes were generally negatively regulated.

**FIGURE 10:**
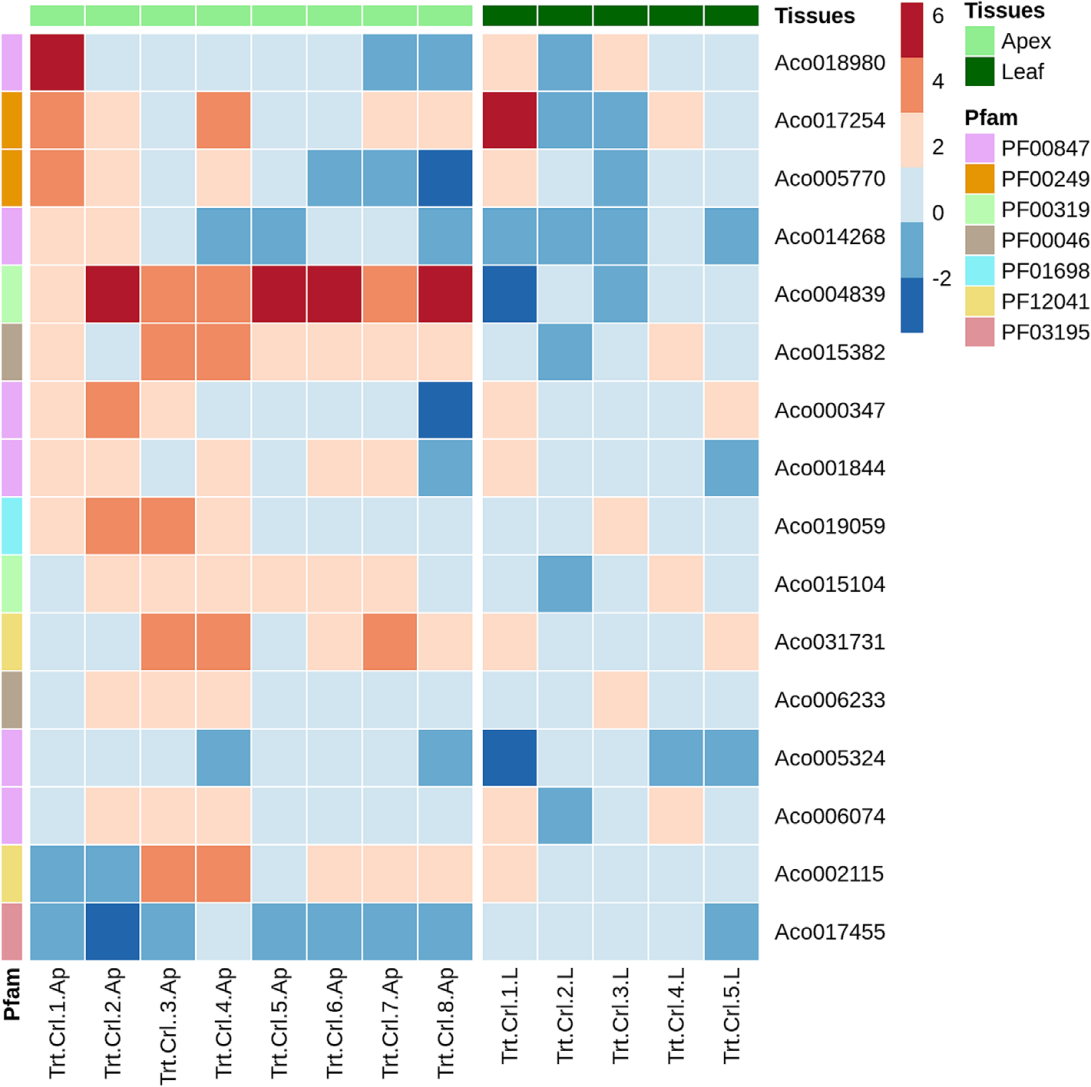
Expression profile of selected transcription factors associated with pineapple flowering in the apex and leaf bases and their predicted binding domain. Blue and red squares indicate the levels of gene expression. The *x*‐axis corresponds to the control and treated tissues (apex and the leaf), and the *y*‐axis corresponds to the flowing TFs grouped by their Pfam domain. The row color bar refers to the Pfam domain, and the column color bar corresponds to the tissue type (see the color key).

### 3.7 Small RNA expression

One hundred and ninety miRs were expressed at various levels in one or more replication or apex sampling stages or in the treated or control. When filtered and normalized, 76 miRs were retained in 30 families (Table ST6) from differential expression analysis and temporal clustering. Single members of 10 miR families were DE (Table ST8) at different sampling stages and cross‐listed with published pineapple miR targets (Zheng et al., 2016).

The two miRs often associated with vegetative phase change and flowering control in angiosperm miR156 and miR172 were not DE at any stage or tissue. Two members of miR 156 were expressed at a very low level, and one (miR172a) of the four members of miR172 expressed was at a higher level and tended to show lower expression in the treated apexes during the latter sampling times (Table ST8).

MiRs that showed up‐ or down‐regulation, such as miR160d (Figure 11a), miR160a (Figure 10b), miR164a (Figure 11c), miR171c (Figure 11d), miR319a (Figure 11e), miR396a (Figure 10f), miR827a (Figure 11g), and miR1432a (Figure 11h), did not show a consistent pattern or agreement with the expression pattern of the predicted target genes (Table ST8). Up‐regulation of miR396c, 6 h after treatment, could be related to down‐regulation of seven DE target genes on day 1: subunit of the condensin complex subunit, Aco011167 Auxin Efflux, translational activator GCN1, two callose synthases, and protein of unknown function. An unknown protein with DUF 3049 was up‐regulated from days 2 through 8 at the apex only when miR 396 was less consistent than the control. No miR was differentially regulated on days 2, 4, 5, and 6 after treatment. There were some parallels between the miR expression patterns of the apex and potential targets DE in the leaf bases (Table ST8).

**FIGURE 11:**
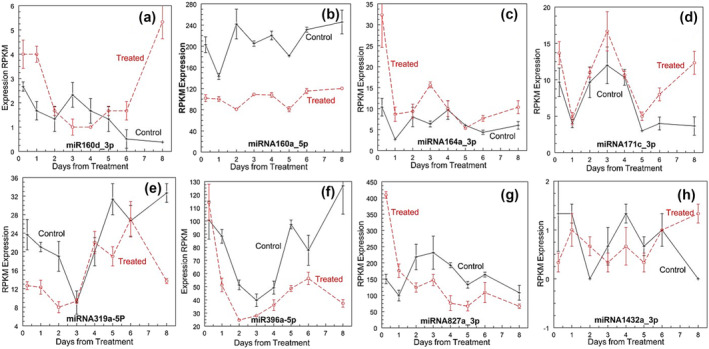
Differentially expressed miRNA after ethylene treatment. (a) miRNA160d_3p, (b) miRNA160a_5p, (c) miRNA164a_3p, (d) miRNA171c_3p, (e) miRNA319a_5p, (f) miRNA396a_5p, (g) miRNA827a_3P, and (h) miRNA1432a_3p. RPKM means ± standard error, *n* = 3.

## 4 DISCUSSION

The induction of flowering in pineapple proceeds in phases, the first phase being the change from the vegetative meristem to the floral meristem. In pineapples, this morphological change can be observed 7 days after induction, with a change from leaf primordia to the first floral bracts (Bartholomew, 1977; Espinosa et al., 2017; Liu et al., 2011). In the second phase, flower primordia first appear on day 11 on the axils of the bracts and continue to initiate until about 200 flowers are formed, each subtended on a bract, on day 34 after induction (Bartholomew, 1977; Chen et al., 2019). The last phase is the open flower stage that starts about 90 days after induction. The phase 1 meristem morphological changes are associated with a peak in 1‐aminocyclopropane‐1‐carboxylic acid (ACC) in the leaf 2 days after treatment with naphthalene acetic acid (NAA) (Botella et al., 2000) and an ethylene peak 4 to 8 days after flower induction (Lin, Maruthasalam, et al., 2009; Liu et al., 2011). These results are supported by AcACS2 induction in the meristem during flower induction, while silencing and suppression of AcACS2 in transgenic pineapple plants result in significant delay in flowering (Trusov & Botella, 2006; Wang & Paull, 2018). Therefore, AcACS2 may be the main contributor to the promotion of pineapple flowering (Trusov & Botella, 2006). However, in our results, AcACS2 (Aco000276) (Figure 3b) was not DE in the first 8 days after ethylene treatment, and AcASC1 (Aco015517) was negatively regulated at the apex 2 to 3 days and again 6 and 8 days after treatment (Figure 3a). This suggested that AcASC2 acts later in the vegetative‐to‐floral transition process. This is partially supported by the latter down‐regulation of ACO genes being similarly down‐regulated in the apex and/or leaf base at days 2 and 3 and up‐regulated from days 4 through 8. The same ACO gene (Aco015240) had previously been reported to be up‐regulated 8 days after ethylene treatment (Liu et al., 2021; Liu, Liu, et al., 2018). Similarly, other genes associated with the ethylene response pathway: reception, protein kinase (CTR1) (Figure 3d), and EIN2 (Figure 3e) were not DE. EIN3/EIL (Aco017871) (Figure 3f) was negatively regulated at the apex from days 3 to 8 similar to that reported (Liu et al., 2021).

Some of the first changes in gene expression were in ethylene‐responsive transcription factors (ERTF) (Figure 4g–j and Table 1). ERTFs were expected to be the first step in the conversion from vegetative to floral meristem in phase I. Five ERTFs have been reported to increase 8 days after treatment (Liu et al., 2021; Liu, Liu, et al., 2018), although the absence of a control does not allow for determination of differential expression. One of these reported ERTFs (Aco001844) was up‐regulated only at the apex, from 6 h and the first 4 days after treatment, together with (Aco001318, Aco002824, and Aco16349) (Table 1). The four reported ERTFs (Liu, Liu, et al., 2018), Aco001600, Aco009511, Aco012860, and Aco017803, were down‐regulated at the apex from day 3 or only on day 8.

Our results indicated dramatic up‐ and down‐regulation of auxin influx and efflux transporters at the apex and leaf base (Table ST2). ARF (Aco009671) was up‐regulated at the apex only 2 and 3 days after treatment, possibly involved in the reshaping of the apex in the floral transition (Liu et al., 2021), and an auxin‐associated dormancy factor (Aco009671) decreased. These changes were consistent with an earlier finding that indole acetic acid (IAA) levels at the apex are lower than in untreated plants from days 4 to 16, whereas IAA in the leaf base increases in the treated plants after day 4 (Liu et al., 2011), suggesting possible auxin redistribution in the apex. The MATE efflux proteins that could be involved in the transport of ABA and auxins and petal development (Liu, Liu, et al., 2018) were up‐regulated at the apex of the pineapple, although this response may involve ARF. Auxin (IAA) levels at the apex of the pineapple and leaf bases increase 16 days after ethephon treatment, whereas CK zeatin increased in both the base of the apex and the leaf 8 days after treatment (Liu et al., 2011). The same researchers found a peak in 2‐isopentyl adenine in the apex 4 and 8 days after treatment. CK‐related genes only showed a downward trend in a CK response regulator (Aco002961). At this early stage of the vegetative to floral transition, it is possible that the “antagonistic” activity between auxin and cytokinin (Barton, 2010; Hnatuszko‐Konka et al., 2021; Kurepa et al., 2019; Merelo et al., 2022; Wybouw & De Rybel, 2019) did not play a critical role in the vegetative transition of pineapple to the floral meristem transition.

GA synthesis and signaling have been shown to regulate various aspects of flowering in Arabidopsis through DELLA genes (Bao et al., 2020). However, the potential crosstalk of GA with JA (Osadchuk et al., 2019) does not appear to play a role in the early steps in the vegetative–floral transition based on gene expression data. Furthermore, GA3 levels decrease within 4 days after treatment in both the leaf and the apex and are lower than in untreated until day 28 (Liu et al., 2011). The other stress‐related plant growth regulator abscisic acid is elevated within 4 days of treatment and then decreases (Liu et al., 2011), and the two genes that potentially encode stress‐ripening proteins from abscisic acid increased from day 3. Other genes related to stress: abundant genes for LATE EMBRYOGENESIS ASSOCIATED (LEA), nodulin‐related, heat and dehydration stress, and Remorin were expressed early (days 1 and 2) or in later stages (6 days) or down‐regulated (Table ST2). Changes in these stress‐related genes occurred at both the apex and leaf base.

The JA synthesis gene, allene oxide synthase (Aco008572), increased rapidly after treatment without a change in the potential COI JA receptor (Figure 4a,b). The JA response genes were up‐regulated shortly after treatment. Liu et al. (2021) reported a decrease in JA content and an increase in a gene (Aco005530) annotated as JA‐amino synthetase, which we characterize here as an auxin response gene from the GH3 family that was down‐regulated only in the leaf base on day 2. JA receptor mutations and overexpression of JAZ repressors in rice and Arabidopsis result in early flowering phenotypes (Yang et al., 2012) and support the finding that exogenous application of methyl jasmonate leads to earlier flowering (Huang et al., 2022; Zhao et al., 2021). Repression of FLOWERING LOCUS T (FT) expression is a potential mechanism through which JA receptors could delay flowering (Huang et al., 2022; Zhai et al., 2015). These results suggest that the COI‐mediated JA pathway delays Arabidopsis and rice. However, in pineapple, we observed an increase in JA synthesis and response genes immediately after treatment. The various roles in both plant stress responses and the floral transition can act as a hub to regulate the balance between these two processes, as signaling pathway genes have similar gene components (Huang et al., 2022; Wang et al., 2019; Zhao et al., 2021) and potential GA crosstalk (Bao et al., 2020; Osadchuk et al., 2019), although not through changes in a MYC transcription factor (bHLH) in the early stages of the floral apex transition expressed at low levels and not DE.

Kinases are involved in a wide range of developmental functions, including hormone responses and cell morphogenesis (Becraft, 2002; Wang & Gou, 2020; Wang, Hsu, et al., 2020). Several of these kinases were up‐regulated at the apex of the pineapple after treatment (Figures 6d and SF1). The timing of up‐regulation varied with the kinases. A receptor‐like kinase (Aco003560) was up‐regulated in the first three samples and another (Aco003500) (Figure 6b) was up‐regulated 1 day later, suggesting specific responses, although the substrate or regulatory pathway was unknown.

Histone deacetylation regulates gene expression (Berr et al., 2012) through histone deacetylases (HDA). Within 6 h after treatment, a pineapple homolog (Aco016684) is negatively regulated in the leaf bases and another (Aco015229) 1 day and Aco003725 2 days after treatment at the apex, and (Aco016700) is up‐regulated in the apex on day 2. HDA in Arabidopsis is induced by JA and pathogens (Wu et al., 2008; Zhou et al., 2005), and down‐regulation by antisense RNA and mutations or overexpression cause delayed flowering under long‐day conditions (Ning et al., 2019; Yu et al., 2011; Zhou et al., 2005). Histone acetyltransferases are also involved in gene regulation (Boycheva et al., 2014), and one (Aco007580) (Figure 7c) was DE at the apex at 6 h. A SWIB/MDM2 domain superfamily protein (Aco004895) potentially involved in the accessibility of the DNA remodeling complex that altered accessibility (Sacharowski et al., 2015) was up‐regulated on day 3 at the apex (Figure 7a). Dramatic changes in histones (H1–3, H2A, H2B, H3, and H4) were especially up‐regulated at the leaf bases at 6 h and then some at the apex on day 1 and day 2 (Aco001050, Aco10964, Aco0001473, Aco001475, Aco010959, and Aco018209) in H2A, H2B, and H3 (Figure 7). These data support dynamic changes that occur in DNA accessibility and new gene expression patterns (Borg et al., 2021; Pfluger & Wagner, 2007). Histone H2A is diverse and complex and plays critical roles in development (Borg et al., 2021; Lei & Berger, 2020) and in Arabidopsis modulates the flowering response (Jarillo & Piñeiro, 2015; Searle et al., 2006). These histones can also be modified by histone‐lysine N‐methyltransferases that are down‐regulated at the apex on day 1, further changing the expression of the new gene. Trimethylation of H3 in FLOWERING LOCUS C chromatin has been reported in cabbage bolting (Fu et al., 2020). Endoreduplication is a common feature during fleshy fruit development (Tourdot et al., 2023); although not detected at this early stage of fruit development, it potentially occurs during fruit early flowering and fruit expansion (Mao et al., 2018).

Growth regulatory factors (GRFs) interact with other transcriptional coactivators, though not mandatory, and DNA (Fonini et al., 2020; Kim & Tsukaya, 2015) to control plant growth, including flower organogenesis (Liu et al., 2014), and interact with auxin response factors and miR396 (Beltramino et al., 2021). Three GRFs were up‐regulated within 6 h after treatment and another three on day 1 (Figure 7d,e), suggesting a role in remodeling of the apical meristem of the shoot. The protein–protein interaction involving 14‐3‐3 proteins and phosphorylation can act as a negative regulator of rice flowering (Taoka et al., 2011) was not DE in pineapple. A plant homeodomain protein (PHD) (Aco014382) was higher at 6 h and increased on days 2 through 3 at the apex (Figure 7f), whereas other PHD proteins were up‐ or down‐regulated at 6 h at the leaf bases (Table ST2). Homeodomain proteins are involved in responses to abiotic stress and plant growth and development (Alam et al., 2019; López‐González et al., 2014; Searle et al., 2006) and are co‐expressed with auxin and ethylene response factors (Müller & Munné‐Bosch, 2015; Roosjen et al., 2017). The PHD protein with its histone‐binding tails has been shown to play a role in the regulation of plant development (Zhao et al., 2018) and flowering time potentially by improving the binding of BAH transcription regulators to trimethylated histone H3 (Qian et al., 2021). Other homeobox proteins (Mukherjee et al., 2009), such as WOX, showed significant up‐ and down‐regulation in leaf bases, with some up‐regulated at the apex from day 1 or 2 forward (Aco012965, Aco015382, and Aco023084) with Aco008700 down‐regulated on days 1 and 2. In the same superclass, HD‐Zip (Aco001263, Aco002750, and Aco012846) were initially up‐regulated from 6 h in the leaf base and only at the apex from day 1 onwards. None of the nine Bel1‐like homeobox genes was DE. The WUSCHEL mobile homeobox (WUS) is critical for the maintenance of the shoot by controlling cell fate (Barton, 2010; Kitagawa & Jackson, 2019; Mayer et al., 1998). Two WUSCHEL homologs (Aco006233 and Aco015382) were up‐regulated in the apex only within 6 h, and Aco015382 was DE from days 2 to 8, potentially involved in the modification of the shoot apex. The WUS transcription factor relies on a feedback loop with CLAVATA3 (Fletcher et al., 1999; Prusinkiewicz et al., 2022). CLAVATA3/ESR‐related (Aco026242) was not DE at the apex of the pineapple and was expressed at a lower level at the leaf base than at the apex. Meristematic cells require the expression of the KNOX gene SHOOTMERISTEM LESS (Long et al., 1996). Two KNOTTED‐1‐like genes (Aco004983 and Aco015873) from days 2 and 1, respectively, are up‐regulated; KNOTTED‐1‐like genes have been implicated in maintaining meristems (Hay & Tsiantis, 2010) and wheat flowering with GRFs (Kim et al., 2019).

Photoperiodic regulation of flowering occurs in many plants (Amasino, 2010; Jin et al., 2018; Liu et al., 2013; Putterill et al., 1995; Yano et al., 2000) such as Arabidopsis, rice, and maize. Pineapple is also a quantitative short‐day plant (Friend & Lydon, 1979). Specific molecular components in this photoperiodic response pathway are conserved (Fu et al., 2015; Hecht et al., 2005; Liu et al., 2013). The transcription factor CONSTANS (CO) proteins are involved in the regulation of FLOWERING LOCUS T (FT), TERMINAL FLOWER (TFL), and related proteins (Amasino, 2010; Corbesier et al., 2007; Liu et al., 2013; Putterill et al., 1995; Song et al., 2010). CO acts as a central gene that integrates the flowering network (Matsoukas, 2015; Shim et al., 2016). Interestingly, Zhang, Pan, et al. (2020) did not report CO paralogs in the pineapple genome in their analysis of the MADS‐box genes and suggested that they had been lost. We predicted 20 CONSTANS‐like proteins with the CCT domain (*CO*, *CO*‐like, *TOC1*) (Griffiths et al., 2003), of which 13 were DE in the apex or leaf bases at some sampling stage (Tables ST1 and ST2). Although different CO‐like homologs showed different patterns in differential expression, two showed upregulation in the first 6 days of sampling (Aco006513 [Figure 8a] and Aco026137 [Figure 8b]). Liu et al. (2021) reported in a different pineapple variety that two COs (Aco007020 and Aco014592) were strongly up‐regulated from days 7 to 14 outside of our sampling period. Two FTs (Aco010683 [Figure 9a] and Aco010684) were up‐regulated after day 2 until the end of the sampling on day 8 after the increase in the two CONSTANS‐like genes (Figure 8a,b). This increase in FT with similar relative expression has previously been reported at the pineapple apex (Ruan et al., 2019), although we did not see reduced expression after day 5. AcFT has been reported to be high in pineapple fruit but not in leaves with the highest level 40 days after initiation (Lv, Duan, Xie, Wei, et al., 2012). FT can cause flowering if expressed in the apical meristem of the leaf or shoot independently of CO (Amasino, 2010; An et al., 2004; Kinoshita & Richter, 2020). FT partners with FLOWERING LOCUS D (FD), a bZIP transcription factor at the apex (Abe et al., 2005; Kinoshita & Richter, 2020; Wigge et al., 2005). Nineteen bZIP TFs were regulated up or down at the apex, leaf base, or both, in general, at a single sampling time (Table ST2). Aco009751 was the only bZIP TF that was up‐regulated at the apex only on days 1 and 2. Two TFL genes (Aco016718 and Aco031443) increased similarly in parallel with the two FT genes. However, TFL is considered a gene that represses the floral transition in different meristems in a range of species (Danilevskaya et al., 2010; Ohshima et al., 1997) and is activated by SOC1, competing with FT in photoperiodic responses, although the mechanism is unclear (Périlleux et al., 2019; Zhu et al., 2020). If TFL acts in this way, increasing in parallel with FT, then its role in pineapple could be to maintain a pool of undifferentiated cells in the center of the apex for the continued development of new floral primordia, as suggested in Arabidopsis (Jaeger et al., 2013).

Flowering timing genes, such as the circadian timekeeper, were either not DE or down‐regulated. GIGANTEA (GI) (Aco014347) was negatively regulated at the apex of the pineapple 2 and 3 days after treatment without differential expression in the leaf base. GI has been shown to affect CO expression, and CO is necessary for FT expression in long‐day plants (Amasino, 2010). The TERMINAL FLOWER homologs (Aco16718 and Aco031443) increased from day 2 but were not DE until day 6, whereas the TEOSINTE‐BRANCHED homolog (Aco015741) decreased. Three homologs similar to early flowering were DE at the apex at different times after treatment. These and other genes have been implicated in the intricate balance of various internal and environmental signals to initiate vegetative to floral change and are conserved in angiosperm with modifications (Lee & Lee, 2010; Liu, Liu, et al., 2018; Srikanth & Schmid, 2011).

FLOWERING LOCUS C (FLC) are not reported in the pineapple genome (Zhang, Fatima, et al., 2020). Ruelens et al. (2013) highlighted the difficulties in identifying FLC genes with their short protein sequences and limitations of similarities searches. These limitations were addressed by Zhang, Fatima, et al. (2020) in their expanded phylogenetic study where they identified 48 MADS‐box genes (32 MIKC‐Type and 2 M‐δ type) in pineapple. Two FLCs from gene expression studies (Hu et al., 2021; Zhang, Pan, et al., 2020). These two genes Aco015104—named AcFLC1 and Aco019039—AcFLC2 increased within 6 h after treatment with ethephon, differentially up‐regulated from day 1 onwards (Figure 10) without differential expression at the leaf bases. Liu, Liu, et al. (2018) had characterized Aco015104 as AGL‐10, and Wang, Li, et al. (2020) annotated Aco019039 as AcSEP1. However, BLASTp of these MADS‐box transcription factors showed greater identity with AGAMOUS‐like 14 and CAULIFLOWER A‐like an AP1 paralog, respectively, and not FLC. The absence of FLC is in variance with other model systems in which FLC acts as a repressor in flowering timing in Arabidopsis by Histone‐3 methylation (Zhao et al., 2005). FLC acts in a dose‐dependent manner negatively regulating the expression of genes that promote flowering, such as FT and SUPPRESSOR OF OVEREXPRESSION OF CO 1 (SOC1) (Amasino, 2010; Michaels & Amasino, 1999). Bromelaids that include pineapple are considered the last family in the Poales to diversify (Bouchenak‐Khellardi et al., 2014) and therefore have a very ancestral moncot flower (Hu et al., 2021), and pineapple like *Amborella* may have lost FLC‐like genes that are sister to the SEP subfamily (Ruelens et al., 2013; Yu, Duan, et al., 2016.

The absence of this FLC repressor in pineapple means that upregulation of genes such as CO, FT, and APETALA1/FRUTFULL‐like (FUL) may be critical for pineapple flower induction. In ornamental bromeliads (*Aechima fasciata*), FT has also been implicated in flowering (Li, Wang, et al., 2016). FUL is closely related to APETALA1 (AP1) and CAULIFLOWER. In Arabidopsis inflorescence, FUL directly and negatively regulates the accumulation of AP2 and AP2‐like genes, thus maintaining WUS expression (Balanzà et al., 2018; Ferrandiz et al., 2000; Melzer et al., 2008). In pineapple, a similar AP2 (Aco006706) was down‐regulated at the leaf base at 6 h only, with numerous transcription factors that showed variable expression often up‐regulated from day 5, whereas FUL was up‐regulated from day 1 suggesting that a difference in Arabidopsis regulation is similar to AP2. STERILE APETALA (SAP)(Aco002301) was DE on day 3, whereas ULTRAPETALA (Aco014393) was not DE.

Four MADS‐box genes in Arabidopsis and rice, SOC1, SHORT VEGETATIVE PHASE (SVP), AGAMOUS‐LIKE 24, and SEPALLATA 4, act redundantly to suppress TERMINAL FLOWER1 (TFL1) in emerging floral meristems. This is critical for FUL in specifying floral meristems (Balanzà et al., 2014; Becker & Theißen, 2003; Boss et al., 2004; Callens et al., 2018; Hecht et al., 2005; Liu et al., 2013). In Arabidopsis (Balanzà et al., 2014) and wheat (Debernardi et al., 2020), FUL plays a central role in the fate of the meristem fate and interacts with SOC1 and SVP. Hu et al. (2021) describe five SOC1 genes, named AcSOC1a to AcSOC1e, in the pineapple genome, and six were reported by Zhang, Pan, et al. (2020), the exception being Aco015499. However, the only DE SOC1 was AcSOC1c (Aco15492) (Figure 8c), which was negatively regulated on day 8. AcSOC1e has been reported in the flower bud and at a lower level in the flower (Zhang, Fatima, et al., 2020). Three SVP genes have been reported in the pineapple genome (Aco002729, Aco004028, and Aco027879) (Hu et al., 2021; Zhang, Pan, et al., 2020). Only Aco004028 (AcSVP2) was up‐regulated in the leaf base at 6 h. An AGAMOUS‐like 31 (Aco030656) was up‐regulated in the apex only from days 1 to 8, and two TFL1 (Aco016718 and Aco031443) were up‐regulated on days 6 and 8, or day 8, respectively (Table ST2). Liu, Wu, et al. (2018) in their gene expression analysis reported that Aco016718 was down‐regulated at 8 days in two pineapple varieties (with neither expressed in open flowers (Zhang, Pan, et al., 2020). In most angiosperms, TFL1 and SVP suppress the transition from vegetative to floral development (Gregis et al., 2013; Wickland Daniel & Hanzawa, 2015), and FT promotes the transition. After the vegetative stage, SVP is involved in the specification of the floral meristem (Gregis et al., 2013). These two genes are homologs to phosphatidylethanolamine binding proteins that have various functions in plant growth and have recently evolved from the same gene. The expression of the TFL1 gene at the pineapple apex parallels the expression of FT, suggesting that it did not act as a repressor. Two AcFUL genes (Aco004839 [AcFUL1; AGL8; Figure 9d] and Aco012428 [AcFUL2; AGL8; Figure 9e]) have been reported in pineapple (Hu et al., 2021; Liu, Liu, et al., 2018; Wang, Li, et al., 2020) in the apical meristem and flower organs, with the first expression reported occurring 8 days after treatment. We found that both AcFUL1 and AcFUL2 were up‐regulated within 1 day of treatment and remained so until day 8 (Figure 9d,e). UNUSUAL FLORAL ORGANS (UFO) (Aco008339) were not DE at this early stage of pineapple flower formation, although they play a critical master regulator of the identity of the other flower meristem (Lee et al., 1997; Zhao et al., 2016) that interacts with LEAFY (LFY) and SEPALLATE3 (SEP3) (Lippman et al., 2008; Weigel et al., 1992). Wang, Li, et al. (2020) reported pineapple floral homeotic genes from pineapples in classes A, B, C, and E at a later stage of flower development; none were DE at this early stage of the floral transition, although six of the 11 homeotic genes were expressed.

The FLOWERING LOCUS T (FT) protein is considered a conserved mobile signal that mediates the flowering transition in all angiosperms (Pin & Nilsson, 2012; Wickland Daniel & Hanzawa, 2015). The FT protein is synthesized in the leaves and transported to the apex where it interacts with the FD. This interaction affects the binding of the TFL1 flowering repressor to chromatin (Wickland Daniel & Hanzawa, 2015; Zhu et al., 2020, 2021). In pineapple, FT was only expressed at the apex (Figure 9a) with very low levels at the leaf base (Table ST2), suggesting that FT was synthesized in the apex and transport from the leaf did not occur after treatment. TFL1 is considered a repressor of the flowering transition, although, in pineapple, its increased expression at the apex parallels FT, implying that it does not act as a repressor. These functions have undergone a change with the potential to retain their role in pineapples that of the ancestral gene, the pineapple flower being regarded as early divergent basal monocots from eudicots, and many genes retain their ancestral functions (Hu et al., 2021).

The plant‐specific SQUAMOSA PROMOTER BINDING PROTEIN LIKE (SBP) plays different roles in plant growth and development (Chen et al., 2010; Yamasaki et al., 2004), including flowering by binding to the multigene family SQUAMOSA gene (Klein et al., 1996). SBP along with FT are FLC targets (Madrid et al., 2020). SBPs are also regulated by miR156 and miR157 (Guo et al., 2008). Thirteen SBP genes of 17 were DE in pineapple, of which three were down‐regulated at the apex on day 1, two (Aco008265 [Figure 9f] and Aco012822) were up‐regulated on day 1 or 2, respectively, and Aco008265 was up‐regulated from days 1 to 6.

In our investigation, *Arabidopsis thaliana* and *Oryza sativa* were used as model species, as cis‐DNA elements within noncoding regions are poorly annotated in most plant species (Galli et al., 2020). Various experimental approaches have been used to detect and validate cis‐regulatory transcription factor binding sites (TFBS) in vivo (Christ et al., 2013; Ishimori, 2022; Koschmann et al., 2012; Rivière et al., 2022; Yu, Lin, Li, et al., 2016). However, it is worth mentioning that the precision of identifying a TFBS using cross‐species modeling depends on the degree of divergence between the species with results suggesting that the approach has predictive value (Rivière et al., 2022). We evaluated the cis regulation motifs of the DNA gene to selected DE transcription factor (TF) binding motifs potentially involved in the transition of the shoot apical meristem to floral state. TFs can act alone or cooperatively to regulate gene expression of genes (Jones & Vandepoele, 2020; Schmitz et al., 2021). The APETALA2/ethylene response transcription factor (AP2/ERTF) was considered the most important in the pineapple ethylene response; other TF factors were selected according to their expression pattern, especially in the apex tissue. Interestingly, all AP2/ERTF motifs shared the same positional distribution profile, being concentrated within −400, −200 bp that denoted a AP2/ERTF binding preference within this region and consistent with those described for TF binding (Ksouri et al., 2021). Although Myb and DELLA showed a single central peak around the interval [−800, −600 bp], others, such as the homeobox, SRF, and EIN3 binding sites, exhibited multiple peaks upstream of TSS. This could be explained by the fact that transcription factors are known to recognize multiple DNA binding sequences so that they can have multiple binding preferences (Inukai et al., 2017) and undergo changes in specificity during evolution such as LEAFY (LFY) (Sayou et al., 2014).

MiR156 and miR172, which are commonly associated with playing a role in flowering control (Aukerman & Sakai, 2003; Mathieu et al., 2009; Teotia & Tang, 2015; Zhu & Helliwell, 2010), were not DE at the pineapple apex. The conserved miR396 was up‐regulated and has been associated with the regulation of genes for the identity of the expression in Arabidopsis, barley, rice, and maize (Smoczynska & Szweykowska‐Kulinska, 2016; Yang et al., 2009). MiR396 targets (Zheng et al., 2016) were projected to be auxin efflux carrier, GCN1 translational activator, a condensin complex subunit, callose genes, and some unknowns. The GCN1 target was the most interesting because it has been associated with flower organ type and delayed flowering time (Baucher et al., 2013; Cui et al., 2021) through regulation of genes at the translation level and therefore plays a role in pineapple flowering. In Arabidopsis, GCN1 is known to target the growth‐regulating factor (GRF) gene family (Baucher et al., 2013), some of which are up‐regulated in pineapple (Figure 7d,e,f).

Differential expression patterns and the analysis of target genes for cis‐acting elements revealed tissue‐specific spatiotemporal expression patterns that allowed us to develop a model of potential interactions that led to the conversion of the pineapple apex from a vegetative to a floral state (Figure 12). In this model, the basic assumption was that the response to ethephon treatment was initiated by ethylene response factors. The second assumption was that we were looking for a gene interaction that caused the transition to a floral meristem (floret bract formation) reported to be observable in pineapple in 7 to 10 days (Bartholomew, 1977; Espinosa et al., 2017). Flowers are not seen in this floral meristem for another 5 to 6 weeks (Bartholomew, 1977; Chen et al., 2019; Mao et al., 2018); therefore, genes associated with the identity of floral organs (sepals, petals, stamens, and carpels) (Bowman et al., 1989, 2012; Coen & Meyerowitz, 1991) were not a focus or expected in this study that deals with the transition from vegetative to floral meristem.

**FIGURE 12:**
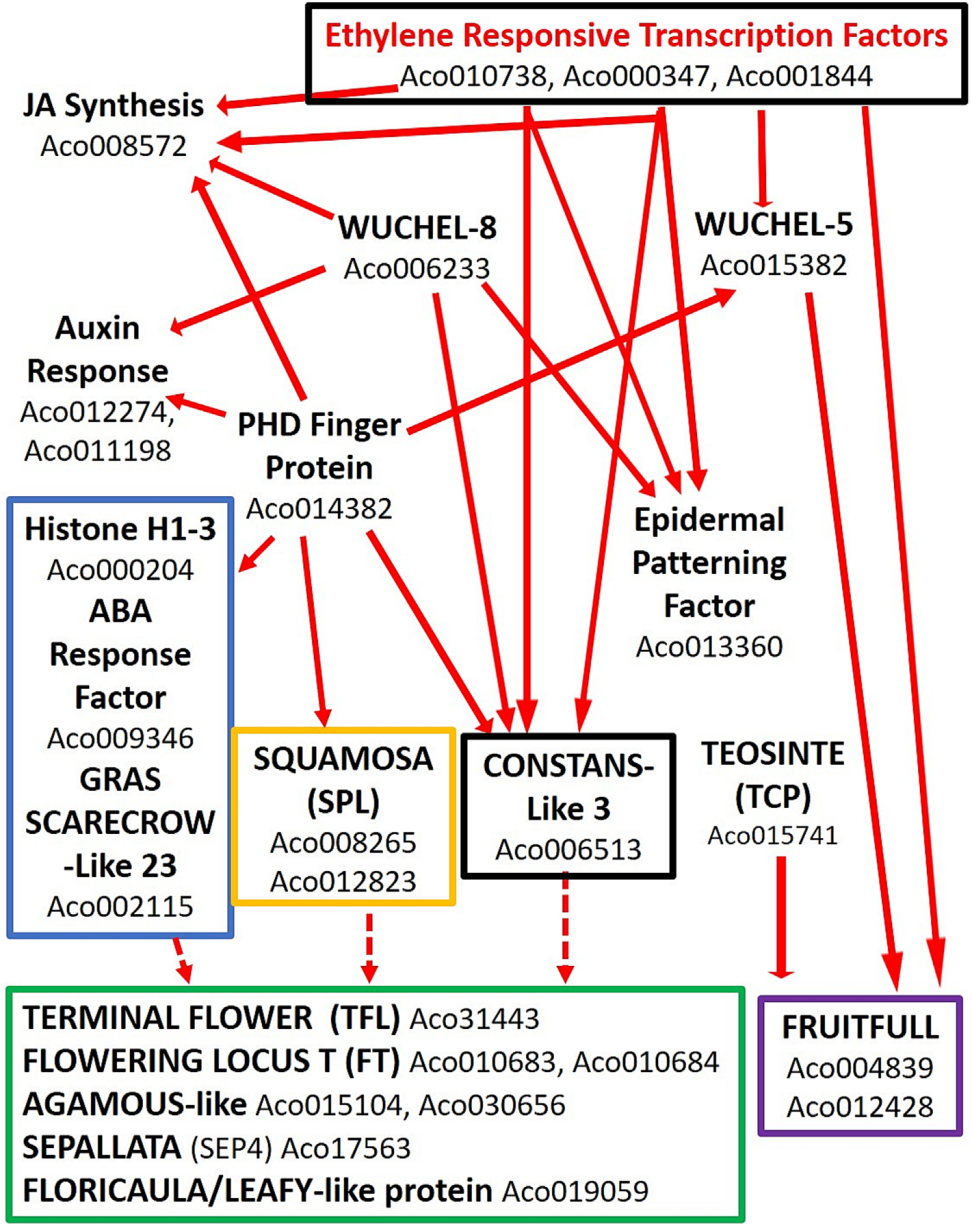
Summary of potential gene network interaction based on differential expression and Trans‐Cis motif targets. Solid arrows indicate potential Trans‐Cis connections, and dashed arrows suggest potential connections. Three ethylene‐responsive transcriptions including Aco001844 (Figure 2i) had Trans‐Cis target involved in JA synthesis (Figure 3a), WUSCHEL (Figure 9), EPIDERMAL PATTERNING FACTOR (Aco013360), and two up‐regulated FRUITFUL genes (Figure 8d,e) that could interact with AcSOC1c (Figure 7c), although not differentially expressed in the early stages and modulate FT (Figure 9a), SPL (Figure 8f), AGAMOUS (Figure 8b), and CO (Figure 7a) leading to floral transition. Auxin response gene (Aco012274, Aco011198), another WUSCHEL gene (Aco006233), and DNA modification seemed to interact with a PHD Zn‐finger protein (Aco014382), histones H1–3, ABA (Aco009346), and a GRAS SCARECROW‐like (Aco002115).

The model of the gene expression network (Figure 12) involves ERTF targets (Aco001844), WUSCHEL (Aco015382), and two MADS‐box genes (Aco004839–AcFUL1 [Figure 9d] and Aco012428–AcFUL2 [Figure 9e]). Another target of these two MADS‐box genes that are involved in controlling the timing of flowering and meristem identity (Callens et al., 2018; Hu et al., 2021; Liu et al., 2013; Stewart et al., 2016) is Teosinte (Aco015741), a noncanonical gene of the bHLH TCP domain (Dhaka et al., 2017). Class II are involved in cell division during floral transition and organ development in model systems such as Arabidopsis and maize (Dhaka et al., 2017; Li, 2015). Two additional ERTFs were rapidly up‐regulated after treatment (Aco000347 and Aco010738; Table 1) and have multiple binding targets that can lead to a cascade of responses. The targets of these two up‐regulated ERTF include JA synthase (Aco008572; Figure 4a), epidermal patterning‐like factor (Aco013360), and potentially critical CONSTANS‐like 3 gene (Aco006513). Maternal effect embryo arrest (Aco008567) is down‐regulated by these two ERTFs. Another WUSCHEL Homeobox 8 gene (Aco006233) also has as a target the same CONSTANS gene and, in addition, the same JA synthase gene and the auxin response protein (Aco012374). The next key network player is the PHD Homeobox gene (Aco014382; Figure 7f). PHD homeodomain proteins are involved in plant growth and development (Alam et al., 2019; López‐González et al., 2014; Searle et al., 2006) and are co‐expressed with auxin and ethylene response factors (Müller & Munné‐Bosch, 2015; Roosjen et al., 2017). These proteins have histone binding tails that have been shown to play a role in the regulation of plant growth (Zhao et al., 2018) and flowering time potentially through enhanced binding of BAH transcription regulators to trimethylated histone H3 (Qian et al., 2021). The targets of this PHD homeobox include the same JA synthase, the Auxin response factor, and CONSTANS. Other targets include two SQUAMOSA proteins (Aco008265 [Figure 9f] and Aco012823) and a group of genes for Auxin response factor (Aco011198), Abscisic response binding factor (Aco009346), GRAS SCARECROW‐like (Aco002115), and Histone‐3 (Aco000204). We found no target connection of the Trans‐Cis motif to MADS‐box genes that are up‐regulated soon after treatment: TERMINAL FLOWER (TFL1) (Aco031443), FLOWERING LOCUS T (FT) (Aco010683 [Figure 9a] and Aco010684), two AGAMOUS‐like (Aco015104 and Aco030656; Figure 9c), SOC1c (Aco0152492; Figure 8c), or SEPALLATA (SEP4) (Aco017563). FLC, whose role in the flowering of cereals and eudicots is regulated by vernalization and other environmental controls via the suppression floral integration genes such as FT and SOC1 (Kennedy & Koen, 2020; Madrid et al., 2020). This loss of FLC in pineapple removes a level of flowering control and allows other pathways and control to function. Furthermore, the three corepressor TOPLESS genes (Aco006421, Aco018149, and Aco018150) were not DE and may not play a role in repressing CO and FT (Causier et al., 2011; Goralogia et al., 2017; Graeff et al., 2016) It is possible that FUL, CO‐like‐1, SOC1c, FT, SEP4, and SPL could interact to form a flower activation complex that involves phosphorylation, nuclear localization, and interaction with 14‐3‐3 receptors such as Aco018444, general response factors, and histones to initiate the transition from vegetative to floral meristem.

## 5 CONCLUSIONS

Genes controlling the vegetative to floral meristem transition show considerable conservation. Similar to other systems, including orchids with their highly specialized flower structure (Li et al., 2022; Putterill et al., 2004), gene duplication, and subfunctionalization are common themes. Pineapple appears to have lost its flowering repressor, FLOWERING LOCUS C, and in the initial stages, the SUPPRESSOR OF OVEREXPRESSION OF CONSTANS 1 (SOC1) was not significantly involved in this transition. CONSTANS (CO) was a positive regulator and hub that had cis binding motifs that bind to ETHYLENE RESPONSE (ERTF), WUSCHEL, and PHD homeobox transcription factors. APETALA1/FRUTFULL (AP1/FUL) was also a target for an up‐regulated ERTF. The FLOWERING LOCUS T (FT), TERMINAL FLOWER (TFL), AGAMOUS‐like APETELAR (AP2), and SEPETALA (SEP) increased rapidly within 2–3 days after ethylene treatment. DNA modification and new histone gene expression were a common theme. ERTF had a direct effect on JA synthesis and indirectly on Auxin response genes with suppression of abscisic acid‐responsive binding factor and SQUAMOSA protein expression. This indicated that the ethylene response in pineapple acted directly as a promoter of the vegetative‐to‐flowering transition through APETALA1/FRUITFULL (AP1/FUL). AP1/FUL modifying the cell differentiation of the shoot apical meristem similar to Arabidopsis and tomato (Balanzà et al., 2014; Ferrandiz et al., 2000; Jiang et al., 2021; Litt & Irish, 2003; McCarthy et al., 2015) through TFL, LFY, and CAULIFLOWER (CAL), although a homolog of CAL was not DE in pineapple or reported by others in pineapple (Wang, Li, et al., 2020). The foundational knowledge presented here contributes to our molecular regulatory understanding of ethylene induction of flowering in a non‐model system that is a base group in the Poales. In addition, the results give direction to potential candidate genes that are keys to flowering control in Bromeliads.

## AUTHOR CONTRIBUTIONS

**Robert E. Paull:** Conceptualization, methodology, formal analysis, data curation, resources, writing (Draught & Editing), editing, supervision, funding acquisition. **Najla Ksouri:** Methodology, validation, formal analysis, investigation, data collection, writing (draught, review and editing), visualization. **Michael Kantar:** Methodology, formal analysis, validation, visualization, writing (draft and editing). **Dessireé Zerpa‐Catanho:** Methodology, formal analysis, investigation, writing (review and editing). **Nancy Jung Chen:** Methodology, Validation, Formal Analysis, Investigation, Writing (Review and editing). **Gail Uruu:** Visualization, Writing (Review and editing). **Jingjing Yue:** Sequencing and assembly. **Shiyong Guo:** Assembly and Curation of Small‐RNA. **Yun Zheng:** Small‐RNA analysis and writing. **Ching Man Jennifer Wai:** Investigation, resources, writing (review and editing). **Ray Ming:** Validation, Resources, Writing (Review and editing), supervision, Funding Acquisition.

## CONFLICT OF INTEREST STATEMENT

The authors declare that they have no competing interests.

## PEER REVIEW

The peer review history for this article is available in the Supporting Information for this article.

## Supporting information

**Data S1.** Supplementary Results SR1 DEGs associated with cytokinin synthesis and response, abscisic acid, LATE EMBRYOGENESIS ABUNDANT (LEA) genes, nodulin‐related, stress‐related, sugar metabolism, OVATE, and light‐dependent short hypocotyl, protein turnover and interactions, regulation of transport gradients, sugar metabolism and transporters, and our network and temporal analysis. Click here for additional data file.

**Table S1.** Log2 means and standard error of 19,824 genes expressed following treatment with ethephon in leaf bases and apex of pineapple. CAP1 to CAP8 are water control treatment apex tissue while Cl1 to CL5 are leaf bases expression data. TAP1 to TAP8 and TL1 to TL5 were the apex and leaf base from ethephon treated tissue, respectively. Arabidopsis ortholog ID and BLAST Hit Accession AHRD‐2.0 and Quality Index added from Xu et al., (2018).
**Table S2.** Summary of apex and leaf base gene expression tagged as significantly different (P < .05) using edgeR (Robinson et al., 2010) on OmnicsBox OmicsBox ‐ Bioinformatics made easy. BioBam Bioinformatics (Version 2.1.10) (Nueda et al., 2014). Gene annotation, transcription factor family, whether previously reported as being involved in pineapple flowering and possible miRNA target. Up and down regulation at different sampling stages and statical results and hierarchical cluster group determined. KEGG reference pathway map and function, and InterPro Classification Accession number, annotation and GO were determined for these 7,962 DEGs.
**Table S3.** The transcription binding motif for selected DE genes including ethylene response factors, organism, BLAST e‐value, interface similarity, FootprintDB consensus, and Pfam Domain.
**Table S4.** Transcription factor motifs predicted target genes from a full pineapple genome search the transcription factors Pfam domains, TF Motif, Target pineapple gene Aco#, Target Annotation, Published Name and miR Target 2016 data (Zheng et al., 2016).
**Table S5.** Phylogenetic analysis AP2/ERTF expressed genes. The pineapple genome database was searched for all members of the AP2/ERTF family members. BLASTP at NCBI was used to screen the predicted amino acid sequences. The pineapple differentially expressed AP2/ERTF genes were BLASTP against the Arabidopsis AP2/ERTF PlantTFDB database at http://planttfdb.gao-lab.org/prediction_result.php (Jin et al., 2017) and assigned to specific classes and group using the Arabidopsis and rice classification system of Nakano et al. (2006). The ERTF highlighted in red were predicted to play a critical role in pineapple flowering transition.
**Table S6.** Gene coexpression network was inferred using GWENA (Lemoine et al., 2021) a modified version of WGCNA (Langfelder & Horvath, 2008) that displays coexpression networks, network modules, hub gene detection and differential coexpression. The network was visualized in the R program (R Core Team, 2021) (See supplementary Figure S5) and the weight cutoff was set at a value <.01.
**Table S7.** The small RNA raw count values were normalized by calculating their reads per ten million sequencing tags. The average RPTM of miRs were summarized.
**Table S8.** Significant temporal expression changes and significant differences of small RNA between treated and control determined by ‘maSigPro’ (Bioconductor) in OmicsBox (BioBam Version 2.1.10) (Nueda et al., 2014). Up and down regulation at different sampling stages and statical results and hierarchical cluster group determined. Click here for additional data file.

**Figure S1.** InterPro domain motifs of the top twelve up‐ and down‐regulated differentially expressed genes. The AP2‐ERTF genes in the individual Pie Charts are boxed in a red rectangle. The number in each pie slice are the number of genes that were DE at that sampling. The complete list of InterPro domains and GO differentially expressed are found in Supplementary Table ST2.
**Figure S2.** Pineapple flowering transcriptome library quality. A. Total number of reads, B. Normalized Log_2_ counts per million, and C. Assignment of total reads as percent of total from control and treated apex and leaf bases at different sampling times.
**Figure S3.** Feature map of the predicted DNA‐binding sites. DNA motifs were grouped based on their Pfam domains. The x‐axis corresponds to upstream length [−1,500 bp, +200 bp] around the TSS. The y‐axis corresponds to the density of captured sites with P‐value <10 e−4. Black dots correspond the occurrence of each captured site.
**Figure S4.** Expression patterns of target genes in broad categories with cis‐domains to the transcription factors given in Figure 9 following ethephon treatment in the apex and leaf base.
**Figure S5.** Gene expression network (GWENA) for treated apex at the same first sampling 6 hr after ethylene treatment. Ethylene responsive transcription factors were in all cluster except #4 and #14. Click here for additional data file.

## Data Availability

Data supporting the findings of this study are openly available on Gene Expression Omnibus (GEO http://www.ncbi.nlm.nih.gov/geo/) under accession numbers GSE239489 for mRNA and GSE241286 for small RNA. Transcription data are also available in the Pineapple genome database (Xu et al., 2018) at http://pineapple.angiosperms.org/pineapple/html/index.html.

## References

[pld3541-bib-0001] Abe, M. , Kobayashi, Y. , Yamamoto, S. , Daimon, Y. , Yamaguchi, A. , Ikeda, Y. , Ichinoki, H. , Notaguchi, M. , Goto, K. , & Araki, T. (2005). FD, a bZIP protein mediating signals from the floral pathway integrator FT at the shoot apex. Science, 309, 1052–1056.1609997910.1126/science.1115983

[pld3541-bib-0002] Abeles, F. B. , Morgan, P. W. , & Saltveit, M. E. J. (1992). Ethylene in plant biology. Academic Press.

[pld3541-bib-0003] Achard, P. , Baghour, M. , Chapple, A. , Hedden, P. , Van Der Straeten, D. , Genschik, P. , Moritz, T. , & Harberd, N. P. (2007). The plant stress hormone ethylene controls floral transition via DELLA‐dependent regulation of floral meristem‐identity genes. Proceedings of the National Academy of Sciences, 104, 6484–6489.10.1073/pnas.0610717104PMC185108317389366

[pld3541-bib-0004] Alam, I. , Liu, C.‐C. , Ge, H.‐L. , Batool, K. , Yang, Y.‐Q. , & Lu, Y.‐H. (2019). Genome wide survey, evolution and expression analysis of PHD finger genes reveal their diverse roles during the development and abiotic stress responses in Brassica rapa L. BMC Genomics, 20, 773.3165123810.1186/s12864-019-6080-8PMC6814106

[pld3541-bib-0005] Amasino, R. (2010). Seasonal and developmental timing of flowering. The Plant Journal, 61, 1001–1013.2040927410.1111/j.1365-313X.2010.04148.x

[pld3541-bib-0006] An, H. , Roussot, C. , Suárez‐López, P. , Corbesier, L. , Vincent, C. , Piñeiro, M. , Hepworth, S. , Mouradov, A. , Justin, S. , Turnbull, C. , & Coupland, G. (2004). CONSTANS acts in the phloem to regulate a systemic signal that induces photoperiodic flowering of Arabidopsis. Development, 131, 3615–3626.1522917610.1242/dev.01231

[pld3541-bib-0007] Aukerman, M. J. , & Sakai, H. (2003). Regulation of flowering time and floral organ identity by a MicroRNA and its APETALA2‐like target genes. The Plant Cell, 15, 2730–2741.1455569910.1105/tpc.016238PMC280575

[pld3541-bib-0008] Balanzà, V. , Martínez‐Fernández, I. , & Ferrándiz, C. (2014). Sequential action of FRUITFULL as a modulator of the activity of the floral regulators SVP and SOC1. Journal of Experimental Botany, 65, 1193–1203.2446500910.1093/jxb/ert482PMC3935574

[pld3541-bib-0009] Balanzà, V. , Martínez‐Fernández, I. , Sato, S. , Yanofsky, M. F. , Kaufmann, K. , Angenent, G. C. , Bemer, M. , & Ferrándiz, C. (2018). Genetic control of meristem arrest and life span in Arabidopsis by a FRUITFULL‐APETALA2 pathway. Nature Communications, 9, 565.10.1038/s41467-018-03067-5PMC580573529422669

[pld3541-bib-0010] Bao, S. , Hua, C. , Shen, L. , & Yu, H. (2020). New insights into gibberellin signaling in regulating flowering in Arabidopsis. Journal of Integrative Plant Biology, 62, 118–131.3178507110.1111/jipb.12892

[pld3541-bib-0011] Bartholomew, D. P. (1977). Inflorescence development of pineapple (*Ananas comosus* [L.] Merr.) induced to flower with Ethephon. Botanical Gazette, 138, 312–320.

[pld3541-bib-0012] Bartholomew, D. P. (2014). History and perspectives on the role of ethylene in pineapple flowering. Acta Horticulturae, 1042, 269–284.

[pld3541-bib-0013] Bartholomew, D. P. , Malézieux, E. , Sanewsk, G. M. , & Sinclair, E. (2003). Inflorescence and fruit development and yield. In D. P. Bartholomew , R. E. Paull , & K. G. Rohrbach (Eds.), The pineapple: Botany, production and uses (pp. 167–202). CABI International. 10.1079/9780851995038.0167

[pld3541-bib-0014] Bartholomew, D. P. , & Sanewski, G. M. (2018). Inflorescence and fruit development and yield. In G. M. Sanewski , D. P. Bartholomew , & R. E. Paull (Eds.), The pineapple: Botany, production and uses, CABI (2nd ed., pp. 233–268). Wallingford, United Kingdom: CAB International.

[pld3541-bib-0015] Barton, M. K. (2010). Twenty years on: The inner workings of the shoot apical meristem, a developmental dynamo. Developmental Biology, 341, 95–113.1996184310.1016/j.ydbio.2009.11.029

[pld3541-bib-0016] Baucher, M. , Moussawi, J. , Vandeputte, O. M. , Monteyne, D. , Mol, A. , Pérez‐Morga, D. , & El Jaziri, M. (2013). A role for the miR396/GRF network in specification of organ type during flower development, as supported by ectopic expression of Populus trichocarpa miR396c in transgenic tobacco. Plant Biology, 15, 892–898.2317397610.1111/j.1438-8677.2012.00696.x

[pld3541-bib-0017] Becker, A. , & Theißen, G. (2003). The major clades of MADS‐box genes and their role in the development and evolution of flowering plants. Molecular Phylogenetics and Evolution, 29, 464–489.1461518710.1016/s1055-7903(03)00207-0

[pld3541-bib-0018] Becraft, P. W. (2002). Receptor kinase signaling in plant development. Annual Review of Cell and Developmental Biology, 18, 163–192.10.1146/annurev.cellbio.18.012502.08343112142267

[pld3541-bib-0019] Beltramino, M. , Debernardi, J. M. , Ferela, A. , & Palatnik, J. F. (2021). ARF2 represses expression of plant GRF transcription factors in a complementary mechanism to microRNA miR396. Plant Physiology, 185, 1798–1812.3358070010.1093/plphys/kiab014PMC8133599

[pld3541-bib-0020] Berr, A. , Ménard, R. , Heitz, T. , & Shen, W.‐H. (2012). Chromatin modification and remodelling: A regulatory landscape for the control of Arabidopsis defence responses upon pathogen attack. Cellular Microbiology, 14, 829–839.2240518810.1111/j.1462-5822.2012.01785.x

[pld3541-bib-0021] Binder, B. M. , O'Malley, R. C. , Wang, W. , Moore, J. M. , Parks, B. M. , Spalding, E. P. , & Bleecker, A. B. (2004). Arabidopsis seedling growth response and recovery to ethylene. A Kinetic Analysis. Plant Physiology, 136, 2913–2920.1546622010.1104/pp.104.050369PMC523353

[pld3541-bib-0022] Binder, B. M. , O'Malley, R. C. , Wang, W. , Zutz, T. C. , & Bleecker, A. B. (2006). Ethylene stimulates nutations that are dependent on the ETR1 receptor. Plant Physiology, 142, 1690–1700.1707164910.1104/pp.106.087858PMC1676061

[pld3541-bib-0023] Bolger, A. M. , Lohse, M. , & Usadel, B. (2014). Trimmomatic: A flexible trimmer for Illumina sequence data. Bioinformatics, 30, 2114–2120.2469540410.1093/bioinformatics/btu170PMC4103590

[pld3541-bib-0024] Borg, M. , Jiang, D. , & Berger, F. (2021). Histone variants take center stage in shaping the epigenome. Current Opinion in Plant Biology, 61, 101991.3343475710.1016/j.pbi.2020.101991

[pld3541-bib-0025] Boss, P. K. , Bastow, R. M. , Mylne, J. S. , & Dean, C. (2004). Multiple pathways in the decision to flower: Enabling, promoting, and resetting. The Plant Cell, 16, S18–S31. 10.1105/tpc.015958 15037730PMC2643402

[pld3541-bib-0026] Botella, J. R. , Cavallaro, A. S. , & Cazzonelli, C. I. (2000). Towards the production of transgenic pineapple to control flowering and ripening. Acta Horticulturae, 529, 115–122.

[pld3541-bib-0027] Bouchenak‐Khellardi, Y. , Muthama, M. A. , & Linder, H. P. (2014). A revised evolutionary history of Poales: Origins and diversification. Botanical Journal of the Linnean Society, 175, 4–16.

[pld3541-bib-0028] Bowman, J. L. , Smyth, D. R. , & Meyerowitz, E. M. (1989). Genes directing flower development in Arabidopsis. The Plant Cell, 1, 37–52.253546610.1105/tpc.1.1.37PMC159735

[pld3541-bib-0029] Bowman, J. L. , Smyth, D. R. , & Meyerowitz, E. M. (2012). The ABC model of flower development: Then and now. Development, 139, 4095–4098.2309342010.1242/dev.083972

[pld3541-bib-0030] Boycheva, I. , Vassileva, V. , & Iantcheva, A. (2014). Histone acetyltransferases in plant development and plasticity. Current Genomics, 15, 28–37.2465366110.2174/138920291501140306112742PMC3958957

[pld3541-bib-0031] Burg, S. P. , & Burg, E. A. (1966). Auxin‐induced ethylene formation: Its relation to flowering in the pineapple. Science, 152, 1269–1269.593711810.1126/science.152.3726.1269

[pld3541-bib-0032] Callens, C. , Tucker, M. R. , Zhang, D. , & Wilson, Z. A. (2018). Dissecting the role of MADS‐box genes in monocot floral development and diversity. Journal of Experimental Botany, 69, 2435–2459.2971846110.1093/jxb/ery086

[pld3541-bib-0033] Causier, B. , Ashworth, M. , Guo, W. , & Davies, B. (2011). The TOPLESS interactome: A framework for gene repression in Arabidopsis. Plant Physiology, 158, 423–438.2206542110.1104/pp.111.186999PMC3252085

[pld3541-bib-0034] Chang, C. , & Stadler, R. (2001). Ethylene hormone receptor action in Arabidopsis. BioEssays, 23, 619–627.1146221510.1002/bies.1087

[pld3541-bib-0035] Chen, H. , Hu, B. , Zhao, L. , Shi, D. , She, Z. , Huang, X. , Priyadarshani, S. V. G. N. , Niu, X. , & Qin, Y. (2019). Differential expression analysis of reference genes in pineapple (*Ananas comosus* L.) during reproductive development and response to abiotic stress, hormonal stimuli. Tropical Plant Biology, 12, 67–77.

[pld3541-bib-0036] Chen, X. , Zhang, Z. , Liu, D. , Zhang, K. , Li, A. , & Mao, L. (2010). SQUAMOSA promoter‐binding protein‐like transcription factors: Star players for plant growth and development. Journal of Integrative Plant Biology, 52, 946–951.2097765210.1111/j.1744-7909.2010.00987.x

[pld3541-bib-0037] Chen, Y.‐F. , Etheridge, N. , & Schaller, G. E. (2005). Ethylene signal transduction. Annals of Botany, 95, 901–915.1575311910.1093/aob/mci100PMC4246747

[pld3541-bib-0039] Chongloi, G. L. , Prakash, S. , & Vijayraghavan, U. (2019). Regulation of meristem maintenance and organ identity during rice reproductive development. Journal of Experimental Botany, 70, 1719–1736.3075357810.1093/jxb/erz046

[pld3541-bib-0040] Christ, A. , Maegele, I. , Ha, N. , Nguyen, H. H. , Crespi, M. D. , & Maizel, A. (2013). In silico identification and in vivo validation of a set of evolutionary conserved plant root‐specific cis‐regulatory elements. Mechanisms of Development, 130, 70–81.2250437210.1016/j.mod.2012.03.002

[pld3541-bib-0042] Coen, E. S. , & Meyerowitz, E. M. (1991). The war of the whorls: Genetic interactions controlling flower development. Nature, 353, 31–37.171552010.1038/353031a0

[pld3541-bib-0043] Corbesier, L. , Vincent, C. , Jang, S. , Fornara, F. , Fan, Q. , Searle, I. , Giakountis, A. , Farrona, S. , Gissot, L. , Turnbull, C. , & Coupland, G. (2007). FT protein movement contributes to long‐distance signaling in floral induction of *Arabidopsis* . Science, 316, 1030–1033.1744635310.1126/science.1141752

[pld3541-bib-0045] Cui, X. , Gao, K. , Wang, L. , Lv, M. , Li, Z. , Zheng, D. , Wu, W. , Yao, W. , Ding, L. , Li, X. , Zhu, J.‐K. , & Zhang, H. (2021). General control non‐derepressible 1 (AtGCN1) is important for flowering time, plant growth, seed development, and the transcription/translation of specific genes in Arabidopsis. Frontiers in Plant Science, 12, 630311.3386833410.3389/fpls.2021.630311PMC8045761

[pld3541-bib-0046] Danilevskaya, O. N. , Meng, X. , & Ananiev, E. V. (2010). Concerted modification of flowering time and inflorescence architecture by ectopic expression of TFL1‐like genes in maize. Plant Physiology, 153, 238–251.2020006710.1104/pp.110.154211PMC2862429

[pld3541-bib-0047] Debernardi, J. M. , Greenwood, J. R. , Jean Finnegan, E. , Jernstedt, J. , & Dubcovsky, J. (2020). APETALA 2‐like genes AP2L2 and Q specify lemma identity and axillary floral meristem development in wheat. The Plant Journal, 101, 171–187.3149499810.1111/tpj.14528PMC6972666

[pld3541-bib-0048] Dhaka, N. , Bhardwaj, V. , Sharma, M. K. , & Sharma, R. (2017). Evolving tale of TCPs: New paradigms and old lacunae. Frontiers in Plant Science, 8, 479. 10.3389/fpls.2017.00479 28421104PMC5376618

[pld3541-bib-0049] Espinosa, M. E. Á. , Moreira, R. O. , Lima, A. A. , Ságio, S. A. , Barreto, H. G. , Luiz, S. L. P. , Abreu, C. E. A. , Yanes‐Paz, E. , Ruíz, Y. C. , González‐Olmedo, J. L. , & Chalfun‐Júnior, A. (2017). Early histological, hormonal, and molecular changes during pineapple (A*nanas comosus* [L.] Merrill) artificial flowering induction. Journal of Plant Physiology, 209, 11–19.2798847110.1016/j.jplph.2016.11.009

[pld3541-bib-0050] Ferrandiz, C. , Gu, Q. , Martienssen, R. , & Yanofsky, M. F. (2000). Redundant regulation of meristem identity and plant architecture by FRUITFULL, APETALA1 and CAULIFLOWER. Development, 127, 725–734.1064823110.1242/dev.127.4.725

[pld3541-bib-0052] Fletcher, J. C. , Brand, U. , Running, M. P. , Simon, R. , & Meyerowitz, E. M. (1999). Signaling of cell fate decisions by *CLAVATA3* in *Arabidopsis* shoot meristems. Science, 283, 1911–1914.1008246410.1126/science.283.5409.1911

[pld3541-bib-0053] Fonini, L. S. , Lazzarotto, F. , Barros, P. M. , Cabreira‐Cagliari, C. , Martins, M. A. B. , Saibo, N. J. , Turchetto‐Zolet, A. C. , & Margis‐Pinheiro, M. (2020). Molecular evolution and diversification of the GRF transcription factor family. Genetics and Molecular Biology, 43, 280–283.10.1590/1678-4685-GMB-2020-0080PMC738032932706846

[pld3541-bib-0054] Friend, D. J. C. , & Lydon, J. (1979). Effects of daylength on flowering, growth, and CAM of pineapple (*Ananas comosus* [L.] Merrill). Botanical Gazette, 140, 280–283.

[pld3541-bib-0055] Fu, J. , Yang, L. , & Dai, S. (2015). Identification and characterization of the CONSTANS‐like gene family in the short‐day plant Chrysanthemum lavandulifolium. Molecular Genetics and Genomics, 290, 1039–1054.2552330410.1007/s00438-014-0977-3

[pld3541-bib-0056] Fu, W. , Huang, S. , Gao, Y. , Zhang, M. , Qu, G. , Wang, N. , Liu, Z. , & Feng, H. (2020). Role of BrSDG8 on bolting in Chinese cabbage (*Brassica rapa*). Theoretical and Applied Genetics, 133, 2937–2948.3265668110.1007/s00122-020-03647-4

[pld3541-bib-0057] Galli, M. , Feng, F. , & Gallavotti, A. (2020). Mapping regulatory determinants in plants. Frontiers in Genetics, 11, 591194.3319373310.3389/fgene.2020.591194PMC7655918

[pld3541-bib-0058] Goralogia, G. S. , Liu, T.‐K. , Zhao, L. , Panipinto, P. M. , Groover, E. D. , Bains, Y. S. , & Imaizumi, T. (2017). CYCLING DOF FACTOR 1 represses transcription through the TOPLESS co‐repressor to control photoperiodic flowering in Arabidopsis. The Plant Journal, 92, 244–262.2875251610.1111/tpj.13649PMC5634919

[pld3541-bib-0060] Gowing, D. P. (1961). Experiments on the photoperiodic response in pineapple. American Journal of Botany, 48, 16–21.

[pld3541-bib-0061] Graeff, M. , Straub, D. , Eguen, T. , Dolde, U. , Rodrigues, V. , Brandt, R. , & Wenkel, S. (2016). MicroProtein‐mediated recruitment of CONSTANS into a TOPLESS trimeric complex represses flowering in Arabidopsis. PLoS Genetics, 12, e1005959.2701527810.1371/journal.pgen.1005959PMC4807768

[pld3541-bib-0062] Gregis, V. , Andrés, F. , Sessa, A. , Guerra, R. F. , Simonini, S. , Mateos, J. L. , Torti, S. , Zambelli, F. , Prazzoli, G. M. , Bjerkan, K. N. , Grini, P. E. , Pavesi, G. , Colombo, L. , Coupland, G. , & Kater, M. M. (2013). Identification of pathways directly regulated by SHORT VEGETATIVE PHASE during vegetative and reproductive development in Arabidopsis. Genome Biology, 14, R56.2375921810.1186/gb-2013-14-6-r56PMC3706845

[pld3541-bib-0063] Griffiths, S. , Dunford, R. P. , Coupland, G. , & Laurie, D. A. (2003). The evolution of CONSTANS‐like gene families in barley, rice, and Arabidopsis. Plant Physiology, 131, 1855–1867.1269234510.1104/pp.102.016188PMC166942

[pld3541-bib-0064] Guo, A.‐Y. , Zhu, Q.‐H. , Gu, X. , Ge, S. , Yang, J. , & Luo, J. (2008). Genome‐wide identification and evolutionary analysis of the plant specific SBP‐box transcription factor family. Gene, 418, 1–8.1849538410.1016/j.gene.2008.03.016

[pld3541-bib-0065] Hall, A. E. , & Bleecker, A. B. (2003). Analysis of combinatorial loss‐of‐function mutants in the Arabidopsis ethylene receptors reveals that the ers1 etr1 double mutant has severe developmental defects that are EIN2 dependent. The Plant Cell, 15, 2032–2041.1295310910.1105/tpc.013060PMC181329

[pld3541-bib-0066] Hay, A. , & Tsiantis, M. (2010). KNOX genes: Versatile regulators of plant development and diversity. Development, 137, 3153–3165.2082306110.1242/dev.030049

[pld3541-bib-0067] Hecht, V. , Foucher, F. , Ferrándiz, C. , Macknight, R. , Navarro, C. , Morin, J. , Vardy, M. E. , Ellis, N. , Beltrán, J. P. , Rameau, C. , & Weller, J. L. (2005). Conservation of Arabidopsis flowering genes in model legumes. Plant Physiology, 137, 1420–1434.1577845910.1104/pp.104.057018PMC1088331

[pld3541-bib-0069] Hnatuszko‐Konka, K. , Gerszberg, A. , Weremczuk‐Jeżyna, I. , & Grzegorczyk‐Karolak, I. (2021). Cytokinin signaling and de novo shoot organogenesis. Genes, 12, 265.3367306410.3390/genes12020265PMC7917986

[pld3541-bib-0070] Hu, J. , Chang, X. , Zhang, Y. , Yu, X. , Qin, Y. , Sun, Y. , & Zhang, L. (2021). The pineapple MADS‐box gene family and the evolution of early monocot flower. Scientific Reports, 11, 849.3344160910.1038/s41598-020-79163-8PMC7806820

[pld3541-bib-0071] Hua, J. , Chang, C. , Sun, Q. , & Meyerowitz, E. M. (1995). Ethylene insensitivity conferred by *Arabidopsis* ERS gene. Science, 269, 1712–1714.756989810.1126/science.7569898

[pld3541-bib-0072] Hua, J. , Sakai, H. , Nourizadeh, S. , Chen, Q. G. , Bleecker, A. B. , Ecker, J. R. , & Meyerowitz, E. M. (1998). EIN4 and ERS2 are members of the putative ethylene receptor gene family in Arabidopsis. The Plant Cell, 10, 1321–1332.970753210.1105/tpc.10.8.1321PMC144061

[pld3541-bib-0073] Huang, H. , Chen, Y. , Wang, S. , Qi, T. , & Song, S. (2022). Jasmonate action and crosstalk in flower development and fertility. Journal of Experimental Botany, 74, 1186–1197. 10.1093/jxb/erac251 35670512

[pld3541-bib-0074] Inukai, S. , Kock, K. H. , & Bulyk, M. L. (2017). Transcription factor–DNA binding: Beyond binding site motifs. Current Opinion in Genetics & Development, 43, 110–119.2835997810.1016/j.gde.2017.02.007PMC5447501

[pld3541-bib-0075] Ishimori, M. (2022). Transcription factor binding site prediction: Finding the point from many data. Plant and Cell Physiology, 63, 1324–1325.3607380910.1093/pcp/pcac128

[pld3541-bib-0076] Jaeger, K. E. , Pullen, N. , Lamzin, S. , Morris, R. J. , & Wigge, P. A. (2013). Interlocking feedback loops govern the dynamic behavior of the floral transition in Arabidopsis. The Plant Cell, 25, 820–833.2354378410.1105/tpc.113.109355PMC3634691

[pld3541-bib-0077] Jarillo, J. A. , & Piñeiro, M. (2015). H2A.Z mediates different aspects of chromatin function and modulates flowering responses in Arabidopsis. The Plant Journal, 83, 96–109.2594314010.1111/tpj.12873

[pld3541-bib-0078] Jiang, X. , Lubini, G. , Hernandes‐Lopes, J. , Rijnsburger, K. , Veltkamp, V. , de Maagd, R. A. , Angenent, G. C. , & Bemer, M. (2021). FRUITFULL‐like genes regulate flowering time and inflorescence architecture in tomato. The Plant Cell, 34, 1002–1019.10.1093/plcell/koab298PMC889498234893888

[pld3541-bib-0079] Jin, J. P. , Tian, F. , Yang, D. C. , Meng, Y. Q. , Kong, L. , Luo, J. C. , & Gao, G. (2017). PlantTFDB 4.0: Toward a central hub for transcription factors and regulatory interactions in plants. Nucleic Acids Research, 45(D1), D1040–D1045.2792404210.1093/nar/gkw982PMC5210657

[pld3541-bib-0080] Jin, M. , Liu, X. , Jia, W. , Liu, H. , Li, W. , Peng, Y. , Du, Y. , Wang, Y. , Yin, Y. , Zhang, X. , Liu, Q. , Deng, M. , Li, N. , Cui, X. , Hao, D. , & Yan, J. (2018). ZmCOL3, a CCT gene represses flowering in maize by interfering with the circadian clock and activating expression of ZmCCT. Journal of Integrative Plant Biology, 60, 465–480.2931922310.1111/jipb.12632

[pld3541-bib-0081] Jones, D. M. , & Vandepoele, K. (2020). Identification and evolution of gene regulatory networks: Insights from comparative studies in plants. Current Opinion in Plant Biology, 54, 42–48.3206212810.1016/j.pbi.2019.12.008

[pld3541-bib-0083] Kendrick, M. D. , & Chang, C. (2008). Ethylene signaling: New levels of complexity and regulation. Current Opinion in Plant Biology, 11, 479–485.1869242910.1016/j.pbi.2008.06.011PMC2562597

[pld3541-bib-0084] Kennedy, A. , & Koen, G. (2020). The role of FLOWERING LOCUS C relatives in cereals. Frontiers in Plant Science, 11, 617340. 10.3389/fpls.2020.617340 33414801PMC7783157

[pld3541-bib-0085] Kevany, B. M. , Tieman, D. M. , Taylor, M. G. , Cin, V. D. , & Klee, H. J. (2007). Ethylene receptor degradation controls the timing of ripening in tomato fruit. The Plant Journal, 51, 458–467.1765561610.1111/j.1365-313X.2007.03170.x

[pld3541-bib-0086] Kim, D. Y. , Hong, M. J. , & Seo, Y. W. (2019). Genome‐wide transcript analysis of inflorescence development in wheat. Genome, 62, 623–633.3126940510.1139/gen-2018-0200

[pld3541-bib-0087] Kim, J. H. , & Tsukaya, H. (2015). Regulation of plant growth and development by the GROWTH‐REGULATING FACTOR and GRF‐INTERACTING FACTOR duo. Journal of Experimental Botany, 66, 6093–6107.2616058410.1093/jxb/erv349

[pld3541-bib-0088] Kinoshita, A. , & Richter, R. (2020). Genetic and molecular basis of floral induction in Arabidopsis thaliana. Journal of Experimental Botany, 71, 2490–2504.3206703310.1093/jxb/eraa057PMC7210760

[pld3541-bib-0089] Kitagawa, M. , & Jackson, D. (2019). Control of meristem size. Annual Review of Plant Biology, 70, 269–291.10.1146/annurev-arplant-042817-04054931035828

[pld3541-bib-0237] Klein, J. , Saedler, H. , & Huijser, P. (1996). A new family of DNA binding proteins includes putative transcriptional regulators of the Antirrhinum majus floral meristem identity gene SQUAMOSA. Molecular and General Genetics MGG, 250(1), 7–16. 10.1007/bf02191820 8569690

[pld3541-bib-0090] Koschmann, J. , Machens, F. , Becker, M. , Niemeyer, J. , Schulze, J. , Bülow, L. , Stahl, D. J. , & Hehl, R. (2012). Integration of bioinformatics and synthetic promoters leads to the discovery of novel elicitor‐responsive cis‐regulatory sequences in Arabidopsis. Plant Physiology, 160, 178–191.2274498510.1104/pp.112.198259PMC3440196

[pld3541-bib-0091] Kozomara, A. , Birgaoanu, M. , & Griffiths‐Jones, S. (2018). miRBase: From microRNA sequences to function. Nucleic Acids Research, 47, D155–D162.10.1093/nar/gky1141PMC632391730423142

[pld3541-bib-0092] Ksouri, N. , Castro‐Mondragón, J. A. , Montardit‐Tarda, F. , van Helden, J. , Contreras‐Moreira, B. , & Gogorcena, Y. (2021). Tuning promoter boundaries improves regulatory motif discovery in nonmodel plants: The peach example. Plant Physiology, 185, 1242–1258.3374494610.1093/plphys/kiaa091PMC8133646

[pld3541-bib-0093] Kurepa, J. , Shull, T. E. , & Smalle, J. A. (2019). Antagonistic activity of auxin and cytokinin in shoot and root organs. Plant Direct, 3, e00121.3124576410.1002/pld3.121PMC6508789

[pld3541-bib-0094] Langfelder, P. , & Horvath, S. (2008). WGCNA: An R package for weighted correlation network analysis. BMC Bioinformatics, 9, 559.1911400810.1186/1471-2105-9-559PMC2631488

[pld3541-bib-0095] Lee, I. , Wolfe, D. S. , Nilsson, O. , & Weigel, D. (1997). A *LEAFY* co‐regulator encoded by *UNUSUAL FLORAL ORGANS* . Current Biology, 7, 95–104.901670510.1016/s0960-9822(06)00053-4

[pld3541-bib-0096] Lee, J. , & Lee, I. (2010). Regulation and function of SOC1, a flowering pathway integrator. Journal of Experimental Botany, 61, 2247–2254.2041352710.1093/jxb/erq098

[pld3541-bib-0098] Lei, B. , & Berger, F. (2020). H2A variants in Arabidopsis: Versatile regulators of genome activity. Plant Communications, 1, 100015.3340453610.1016/j.xplc.2019.100015PMC7747964

[pld3541-bib-0099] Lemoine, G. G. , Scott‐Boyer, M.‐P. , Ambroise, B. , Périn, O. , & Droit, A. (2021). GWENA: Gene co‐expression networks analysis and extended modules characterization in a single Bioconductor package. BMC Bioinformatics, 22, 267.3403464710.1186/s12859-021-04179-4PMC8152313

[pld3541-bib-0100] Li, S. (2015). The *Arabidopsis thaliana* TCP transcription factors: A broadening horizon beyond development. Plant Signaling & Behavior, 10, e1044192.2603935710.1080/15592324.2015.1044192PMC4622585

[pld3541-bib-0101] Li, Y. , Zhang, B. , & Yu, H. (2022). Molecular genetic insights into orchid reproductive development. Journal of Experimental Botany, 73, 1841–1852. 10.1093/jxb/erac016 35104310

[pld3541-bib-0102] Li, Y.‐H. , Wu, Q.‐S. , Huang, X. , Liu, S.‐H. , Zhang, H.‐N. , Zhang, Z. , & Sun, G.‐M. (2016). Molecular cloning and characterization of four genes encoding ethylene receptors associated with pineapple (*Ananas comosus* L.) flowering. Frontiers in Plant Science, 7, 1791. 10.3389/fpls.2016.00710 27252725PMC4878293

[pld3541-bib-0103] Li, Z. , Wang, J. , Zhang, X. , Lei, M. , Fu, Y. , Zhang, J. , Wang, Z. , & Xu, L. (2016). Transcriptome sequencing determined flowering pathway genes in Aechmea fasciata treated with ethylene. Journal of Plant Growth Regulation, 35, 316–329.

[pld3541-bib-0104] Lin, C. H. , Maruthasalam, S. , Shiu, L. Y. , Lien, W. C. , Loganathan, M. , Yu, C. W. , Hung, S. H. , Ko, Y. , & Chen, Y. Y. (2009). Physical and chemical manipulation of flowering in pineapple. Acta Horticulturae, 822, 117–124.

[pld3541-bib-0105] Lin, Z. , Zhong, S. , & Grierson, D. (2009). Recent advances in ethylene research. Journal of Experimental Botany, 60, 3311–3336.1956747910.1093/jxb/erp204

[pld3541-bib-0106] Lippman, Z. B. , Cohen, O. , Alvarez, J. P. , Abu‐Abied, M. , Pekker, I. , Paran, I. , Eshed, Y. , & Zamir, D. (2008). The making of a compound inflorescence in tomato and related nightshades. PLoS Biology, 6, e288.1901866410.1371/journal.pbio.0060288PMC2586368

[pld3541-bib-0107] Litt, A. , & Irish, V. F. (2003). Duplication and diversification in the APETALA1/FRUITFULL floral homeotic gene lineage: Implications for the evolution of floral development. Genetics, 165, 821–833.1457349110.1093/genetics/165.2.821PMC1462802

[pld3541-bib-0108] Liu, C. , Teo Zhi Wei, N. , Bi, Y. , Song, S. , Xi, W. , Yang, X. , Yin, Z. , & Yu, H. (2013). A conserved genetic pathway determines inflorescence architecture in *Arabidopsis* and rice. Developmental Cell, 24, 612–622. 10.1016/j.devcel.2013.02.013 23537632

[pld3541-bib-0109] Liu, C.‐H. , & Fan, C. (2016). De novo transcriptome assembly of floral buds of pineapple and identification of differentially expressed genes in response to ethephon induction. Frontiers in Plant Science, 7, 203. 10.3389/fpls.2016.00203 26955375PMC4767906

[pld3541-bib-0110] Liu, C. H. , Liu, Y. , Shao, X. H. , & Lai, D. (2018). Comparative analyses of the transcriptome and proteome of Comte de Paris and Smooth Cayenne to improve the understanding of ethephon‐induced floral transition in pineapple. Cellular Physiology and Biochemistry, 50, 2139–2156.3041524810.1159/000495057

[pld3541-bib-0111] Liu, H. , Guo, S. , Xu, Y. , Li, C. , Zhang, Z. , Zhang, D. , Xu, S. , Zhang, C. , & Chong, K. (2014). OsmiR396d‐regulated OsGRFs function in floral organogenesis in rice through binding to their targets OsJMJ706 and OsCR4. Plant Physiology, 165, 160–174.2459632910.1104/pp.114.235564PMC4012577

[pld3541-bib-0113] Liu, L. , Wu, Y. , Liao, Z. , Xiong, J. , Wu, F. , Xu, J. , Lan, H. , Tang, Q. , Zhou, S. , Liu, Y. , & Lu, Y. (2018). Evolutionary conservation and functional divergence of the LFK gene family play important roles in the photoperiodic flowering pathway of land plants. Heredity, 120, 310–328.2922535510.1038/s41437-017-0006-5PMC5842218

[pld3541-bib-0114] Liu, M. , Wu, Q.‐S. , Liu, S.‐H. , Zhang, H.‐N. , Lin, W.‐Q. , Zhang, X.‐M. , & Li, Y.‐H. (2021). Combining single‐molecule sequencing and Illumina RNA sequencing to elucidate flowering induction of pineapple (*Ananas comosus* [L.] Merr.) treated with exogenous ethylene. Plant Growth Regulation, 94, 303–321.

[pld3541-bib-0115] Liu, Q. , Xu, C. , & Wen, C.‐K. (2010). Genetic and transformation studies reveal negative regulation of ERS1 ethylene receptor signaling in Arabidopsis. BMC Plant Biology, 10, 60.2037466410.1186/1471-2229-10-60PMC2923534

[pld3541-bib-0116] Liu, S.‐h. , Zang, X.‐p. , & Sun, G.‐m. (2011). Changes in endogenous hormone concentrations during inflorescence induction and development in pineapple (*Ananas comosus* cv. Smooth Cayenne) by ethephon. African Journal of Biotechnology, 10, 10892–10899.

[pld3541-bib-0117] Long, J. A. , Moan, E. I. , Medford, J. I. , & Barton, M. K. (1996). A member of the KNOTTED class of homeodomain proteins encoded by the STM gene of Arabidopsis. Nature, 379, 66–69.853874110.1038/379066a0

[pld3541-bib-0118] López‐González, L. , Mouriz, A. , Narro‐Diego, L. , Bustos, R. , Martínez‐Zapater, J. M. , Jarillo, J. A. , & Piñeiro, M. (2014). Chromatin‐dependent repression of the Arabidopsis floral integrator genes involves plant specific PHD‐containing proteins. The Plant Cell, 26, 3922–3938.2528168610.1105/tpc.114.130781PMC4247585

[pld3541-bib-0119] Lv, L. , Duan, J. , Xie, J. , Wei, C. , Liu, Y. , Liu, S. , & Sun, G. (2012). Isolation and characterization of a FLOWERING LOCUS T homolog from pineapple (Ananas comosus [L.] Merr). Gene, 505, 368–373. 10.1016/j.gene.2012.06.011 22710136

[pld3541-bib-0120] Lv, L.‐L. , Duan, J. , Xie, J.‐H. , Liu, Y.‐G. , Wei, C.‐B. , Liu, S.‐H. , Zhang, J.‐X. , & Sun, G.‐M. (2012). Cloning and expression analysis of a PISTILLATA homologous gene from pineapple (Ananas comosus L. Merr). International Journal of Molecular Sciences, 13, 1039–1053.2231230310.3390/ijms13011039PMC3269737

[pld3541-bib-0121] Ma, B. , Chen, H. , Chen, S.‐Y. , & Zhang, J.‐S. (2014). Roles of ethylene in plant growth and responses to stresses. In L.‐S. P. Tran & S. Pal (Eds.), Phytohormones: A window to metabolism, signaling and biotechnological applications (pp. 81–118). New York, NY.

[pld3541-bib-0122] Madrid, E. , Chandler, J. W. , & Coupland, G. (2020). Gene regulatory networks controlled by FLOWERING LOCUS C that confer variation in seasonal flowering and life history. Journal of Experimental Botany, 72, 4–14.10.1093/jxb/eraa216PMC781685132369593

[pld3541-bib-0123] Mao, Q. , Chen, C. , Xie, T. , Luan, A. , Liu, C. , & He, Y. (2018). Comprehensive tissue‐specific transcriptome profiling of pineapple (*Ananas comosus*) and building an eFP‐browser for further study. PeerJ, 6, e6028.3056451710.7717/peerj.6028PMC6284516

[pld3541-bib-0124] Mathieu, J. , Yant, L. J. , Mürdter, F. , Küttner, F. , & Schmid, M. (2009). Repression of flowering by the miR172 target SMZ. PLoS Biology, 7, e1000148. 10.1371/journal.pbio.1000148 19582143PMC2701598

[pld3541-bib-0125] Matsoukas, I. G. (2015). Florigens and antiflorigens: A molecular genetic understanding. Essays in Biochemistry, 58, 133–149.2637489210.1042/bse0580133

[pld3541-bib-0126] Mayer, K. F. X. , Schoof, H. , Haecker, A. , Lenhard, M. , Jürgens, G. , & Laux, T. (1998). Role of *WUSCHELi*n regulating stem cell fate in the *Arabidopsis* shoot meristem. Cell, 95, 805–815.986569810.1016/s0092-8674(00)81703-1

[pld3541-bib-0127] McCarthy, E. W. , Mohamed, A. , & Litt, A. (2015). Functional divergence of APETALA1 and FRUITFULL is due to changes in both regulation and coding sequence. Frontiers in Plant Science, 6, 1076. 10.3389/fpls.2015.01076 26697035PMC4667048

[pld3541-bib-0128] Melzer, S. , Lens, F. , Gennen, J. , Vanneste, S. , Rohde, A. , & Beeckman, T. (2008). Flowering‐time genes modulate meristem determinacy and growth form in Arabidopsis thaliana. Nature Genetics, 40, 1489–1492.1899778310.1038/ng.253

[pld3541-bib-0129] Merelo, P. , González‐Cuadra, I. , & Ferrándiz, C. (2022). A cellular analysis of meristem activity at the end of flowering points to cytokinin as a major regulator of proliferative arrest in *Arabidopsis* . Current Biology, 32, 749–762.e743.3496306410.1016/j.cub.2021.11.069

[pld3541-bib-0130] Meyerowitz, E. M. (1997). Genetic control of cell division patterns in developing plants. Cell, 88, 299–308.903925610.1016/s0092-8674(00)81868-1

[pld3541-bib-0131] Michaels, S. D. , & Amasino, R. M. (1999). FLOWERING LOCUS C encodes a novel MADS domain protein that acts as a repressor of flowering. The Plant Cell, 11, 949–956.1033047810.1105/tpc.11.5.949PMC144226

[pld3541-bib-0132] Ming, R. , VanBuren, R. , Wai, C. M. , Tang, H. , Schatz, M. C. , Bowers, J. E. , Lyons, E. , Wang, M.‐L. , Chen, J. , Biggers, E. , Zhang, J. , Huang, L. , Zhang, L. , Miao, W. , Zhang, J. , Ye, Z. , Miao, C. , Lin, Z. , Wang, H. , … Yu, Q. (2015). The pineapple genome and the evolution of CAM photosynthesis. Nature Genetics, 47, 1435–1442.2652377410.1038/ng.3435PMC4867222

[pld3541-bib-0133] Mukherjee, K. , Brocchieri, L. , & Bürglin, T. R. (2009). A comprehensive classification and evolutionary analysis of plant homeobox genes. Molecular Biology and Evolution, 26, 2775–2794.1973429510.1093/molbev/msp201PMC2775110

[pld3541-bib-0134] Müller, M. , & Munné‐Bosch, S. (2015). Ethylene response factors: A key regulatory hub in hormone and stress signaling. Plant Physiology, 169, 32–41.2610399110.1104/pp.15.00677PMC4577411

[pld3541-bib-0135] Nakano, T. , Suzuki, K. , Fujimura, T. , & Shinshi, H. (2006). Genome‐wide analysis of the ERF gene family in Arabidopsis and rice. Plant Physiology, 140, 411–432.1640744410.1104/pp.105.073783PMC1361313

[pld3541-bib-0136] Ning, Y.‐Q. , Chen, Q. , Lin, R.‐N. , Li, Y.‐Q. , Li, L. , Chen, S. , & He, X.‐J. (2019). The HDA19 histone deacetylase complex is involved in the regulation of flowering time in a photoperiod‐dependent manner. The Plant Journal, 98, 448–464.3082892410.1111/tpj.14229

[pld3541-bib-0137] Nueda, M. J. , Tarazona, S. , & Conesa, A. (2014). Next maSigPro: Updating maSigPro bioconductor package for RNA‐seq time series. Bioinformatics, 30, 2598–2602.2489450310.1093/bioinformatics/btu333PMC4155246

[pld3541-bib-0138] Ogawara, T. , Higashi, K. , Kamada, H. , & Ezura, H. (2003). Ethylene advances the transition from vegetative growth to flowering in Arabidopsis thaliana. Journal of Plant Physiology, 160, 1335–1340. 10.1078/0176-1617-01129 14658386

[pld3541-bib-0139] Ohshima, S. , Murata, M. , Sakamoto, W. , Ogura, Y. , & Motoyoshi, F. (1997). Cloning and molecular analysis of the Arabidopsis gene terminal flower 1. Molecular and General Genetics MGG, 254, 186–194. 10.1007/s004380050407 9108281

[pld3541-bib-0140] Okimoto, M. C. (1948). Anatomy and histology of the pineapple inflorescence and fruit. Botanical Gazette, 110, 217–231. 10.1086/335530

[pld3541-bib-0141] O'Malley, R. C. , Rodriguez, F. I. , Esch, J. J. , Binder, B. M. , O'Donnell, P. , Klee, H. J. , & Bleecker, A. B. (2005). Ethylene‐binding activity, gene expression levels, and receptor system output for ethylene receptor family members from Arabidopsis and tomato†. The Plant Journal, 41, 651–659.1570305310.1111/j.1365-313X.2004.02331.x

[pld3541-bib-0142] Osadchuk, K. , Cheng, C.‐L. , & Irish, E. E. (2019). Jasmonic acid levels decline in advance of the transition to the adult phase in maize. Plant Direct, 3, e00180.3178865810.1002/pld3.180PMC6879778

[pld3541-bib-0143] Périlleux, C. , Bouché, F. , Randoux, M. , & Orman‐Ligeza, B. (2019). Turning meristems into fortresses. Trends in Plant Science, 24, 431–442.3085324310.1016/j.tplants.2019.02.004

[pld3541-bib-0144] Pfluger, J. , & Wagner, D. (2007). Histone modifications and dynamic regulation of genome accessibility in plants. Current Opinion in Plant Biology, 10, 645–652.1788471410.1016/j.pbi.2007.07.013PMC2140274

[pld3541-bib-0145] Pin, P. A. , & Nilsson, O. (2012). The multifaceted roles of FLOWERING LOCUS T in plant development. Plant, Cell & Environment, 35, 1742–1755.10.1111/j.1365-3040.2012.02558.x22697796

[pld3541-bib-0146] Plett, J. M. , Cvetkovska, M. , Makenson, P. , Xing, T. , & Regan, S. (2009). Arabidopsis ethylene receptors have different roles in Fumonisin B1‐induced cell death. Physiological and Molecular Plant Pathology, 74, 18–26.

[pld3541-bib-0147] Plett, J. M. , Mathur, J. , & Regan, S. (2009). Ethylene receptor ETR2 controls trichome branching by regulating microtubule assembly in *Arabidopsis thaliana* . Journal of Experimental Botany, 60, 3923–3933.1964817110.1093/jxb/erp228PMC2736899

[pld3541-bib-0148] Prusinkiewicz, P. , Zhang, T. , Owens, A. , Cieslak, M. , & Elomaa, P. (2022). Phyllotaxis without symmetry: What can we learn from flower heads? Journal of Experimental Botany, 73, 3319–3329.3527560010.1093/jxb/erac101PMC9162182

[pld3541-bib-0149] Putterill, J. , Laurie, R. , & Macknight, R. (2004). It's time to flower: The genetic control of flowering time. BioEssays, 26, 363–373.1505793410.1002/bies.20021

[pld3541-bib-0150] Putterill, J. , Robson, F. , Lee, K. , Simon, R. , & Coupland, G. (1995). The CONSTANS gene of arabidopsis promotes flowering and encodes a protein showing similarities to zinc finger transcription factors. Cell, 80, 847–857.769771510.1016/0092-8674(95)90288-0

[pld3541-bib-0151] Qian, F. , Zhao, Q.‐Y. , Zhang, T.‐N. , Li, Y.‐L. , Su, Y.‐N. , Li, L. , Sui, J.‐H. , Chen, S. , & He, X.‐J. (2021). A histone H3K27me3 reader cooperates with a family of PHD finger‐containing proteins to regulate flowering time in Arabidopsis. Journal of Integrative Plant Biology, 63, 787–802.3343305810.1111/jipb.13067

[pld3541-bib-0152] Qu, X. , Hall, B. P. , Gao, Z. , & Schaller, G. E. (2007). A strong constitutive ethylene‐response phenotype conferred on Arabidopsis plants containing null mutations in the ethylene receptors ETR1 and ERS1. BMC Plant Biology, 7, 3.1722406710.1186/1471-2229-7-3PMC1781942

[pld3541-bib-0181] R Core Team . (2021). R: A language and environment for statistical computing. Vienna: R Foundation for Statistical Computing. https://www.R-project.org

[pld3541-bib-0153] Remizowa, M. V. , Sokoloff, D. D. , & Rudall, P. J. (2010). Evolutionary history of the monocot flower. Annals of the Missouri Botanical Garden, 97(617–645), 629.

[pld3541-bib-0154] Rivière, Q. , Corso, M. , Ciortan, M. , Noël, G. , Verbruggen, N. , & Defrance, M. (2022). Exploiting genomic features to improve the prediction of transcription factor‐binding sites in plants. Plant & Cell Physiology, 63, 1457–1473. 10.1093/pcp/pcac095 35799371

[pld3541-bib-0155] Robinson, M. D. , McCarthy, D. J. , & Smyth, G. K. (2010). edgeR: A bioconductor package for differential expression analysis of digital gene expression data. Bioinformatics, 26, 139–140.1991030810.1093/bioinformatics/btp616PMC2796818

[pld3541-bib-0156] Rodriguez, A. G. (1932). Influence of smoke and ethylene on the fruiting of the pineapple (*Ananas sativus* Shult.). Journal of the Department of Agriculture. Puerto Rico, 16, 5–18.

[pld3541-bib-0157] Roosjen, M. , Paque, S. , & Weijers, D. (2017). Auxin response factors: Output control in auxin biology. Journal of Experimental Botany, 69, 179–188.10.1093/jxb/erx23728992135

[pld3541-bib-0158] Ruan, C. , Nian, Y. , Hu, F. , Wang, X. , Fan, H. , Wu, F. , Chen, Z. , & Zhang, Z. (2019). Cloning and expression analysis of FT gene in the process of ethephon‐induced pineapple flowering. Journal of Fruit Tree, 36, 1648–1657.

[pld3541-bib-0159] Ruelens, P. , De Maagd, R. A. , Proost, S. , Theißen, G. , Geuten, K. , & Kaufmann, K. (2013). FLOWERING LOCUS C in monocots and the tandem origin of angiosperm‐specific MADS‐box genes. Nature Communications, 4, 2280.10.1038/ncomms328023955420

[pld3541-bib-0160] Sacharowski, S. P. , Gratkowska, D. M. , Sarnowska, E. A. , Kondrak, P. , Jancewicz, I. , Porri, A. , Bucior, E. , Rolicka, A. T. , Franzen, R. , Kowalczyk, J. , Pawlikowska, K. , Huettel, B. , Torti, S. , Schmelzer, E. , Coupland, G. , Jerzmanowski, A. , Koncz, C. , & Sarnowski, T. J. (2015). SWP73 subunits of Arabidopsis SWI/SNF chromatin remodeling complexes play distinct roles in leaf and flower development. The Plant Cell, 27, 1889–1906.2610614810.1105/tpc.15.00233PMC4531355

[pld3541-bib-0161] Sauquet, H. , von Balthazar, M. , Magallón, S. , Doyle, J. A. , Endress, P. K. , Bailes, E. J. , Barroso de Morais, E. , Bull‐Hereñu, K. , Carrive, L. , Chartier, M. , Chomicki, G. , Coiro, M. , Cornette, R. , El Ottra, J. H. L. , Epicoco, C. , Foster, C. S. P. , Jabbour, F. , Haevermans, A. , Haevermans, T. , … Schönenberger, J. (2017). The ancestral flower of angiosperms and its early diversification. Nature Communications, 8, 16047.10.1038/ncomms16047PMC554330928763051

[pld3541-bib-0162] Sayou, C. , Monniaux, M. , Nanao, M. H. , Moyroud, E. , Brockington, S. F. , Thévenon, E. , Chahtane, H. , Warthmann, N. , Melkonian, M. , Zhang, Y. , Wong, G. K.‐S. , Weigel, D. , Parcy, F. , & Dumas, R. (2014). A promiscuous intermediate underlies the evolution of LEAFY DNA binding specificity. Science, 343, 645–648.2443618110.1126/science.1248229

[pld3541-bib-0163] Schaller, G. E. , & Kieber, J. J. (2002). Ethylene, 2002. The Arabidopsis Book.10.1199/tab.0071PMC324334022303216

[pld3541-bib-0164] Schilling, S. , Kennedy, A. , Pan, S. , Jermiin, L. S. , & Melzer, R. (2020). Genome‐wide analysis of MIKC‐type MADS‐box genes in wheat: Pervasive duplications, functional conservation and putative neofunctionalization. New Phytologist, 225, 511–529.3141886110.1111/nph.16122

[pld3541-bib-0166] Schmitz, R. J. , Grotewold, E. , & Stam, M. (2021). Cis‐regulatory sequences in plants: Their importance, discovery, and future challenges. The Plant Cell, 34, 718–741.10.1093/plcell/koab281PMC882456734918159

[pld3541-bib-0167] Searle, I. , He, Y. , Turck, F. , Vincent, C. , Fornara, F. , Kröber, S. , Amasino, R. A. , & Coupland, G. (2006). The transcription factor FLC confers a flowering response to vernalization by repressing meristem competence and systemic signaling in Arabidopsis. Genes & Development, 20, 898–912.1660091510.1101/gad.373506PMC1472290

[pld3541-bib-0168] Sebastian, A. , & Contreras‐Moreira, B. (2013). footprintDB: A database of transcription factors with annotated cis elements and binding interfaces. Bioinformatics, 30, 258–265.2423400310.1093/bioinformatics/btt663

[pld3541-bib-0169] Seifert, G. J. , Barber, C. , Wells, B. , & Roberts, K. (2004). Growth regulators and the control of nucleotide sugar flux. The Plant Cell, 16, 723–730.1497316010.1105/tpc.019661PMC385283

[pld3541-bib-0170] Shim, J. S. , Kubota, A. , & Imaizumi, T. (2016). Circadian clock and photoperiodic flowering in Arabidopsis: CONSTANS is a hub for signal integration. Plant Physiology, 173, 5–15.2768862210.1104/pp.16.01327PMC5210731

[pld3541-bib-0171] Smoczynska, A. , & Szweykowska‐Kulinska, Z. (2016). MicroRNA‐mediated regulation of flower development in grasses. Acta Biochimica Polonica, 63, 687–692.2781596610.18388/abp.2016_1358

[pld3541-bib-0172] Smyth, D. R. (2018). Evolution and genetic control of the floral ground plan. New Phytologist, 220, 70–86.2995989210.1111/nph.15282

[pld3541-bib-0174] Song, Y. H. , Ito, S. , & Imaizumi, T. (2010). Similarities in the circadian clock and photoperiodism in plants. Current Opinion in Plant Biology, 13, 594–603.2062009710.1016/j.pbi.2010.05.004PMC2965781

[pld3541-bib-0175] Srikanth, A. , & Schmid, M. (2011). Regulation of flowering time: All roads lead to Rome. Cellular and Molecular Life Sciences, 68, 2013–2037.2161189110.1007/s00018-011-0673-yPMC11115107

[pld3541-bib-0176] Stewart, D. , Graciet, E. , & Wellmer, F. (2016). Molecular and regulatory mechanisms controlling floral organ development. The FEBS Journal, 283, 1823–1830.2672547010.1111/febs.13640

[pld3541-bib-0180] Taoka, K.‐i. , Ohki, I. , Tsuji, H. , Furuita, K. , Hayashi, K. , Yanase, T. , Yamaguchi, M. , Nakashima, C. , Purwestri, Y. A. , Tamaki, S. , Ogaki, Y. , Shimada, C. , Nakagawa, A. , Kojima, C. , & Shimamoto, K. (2011). 14‐3‐3 proteins act as intracellular receptors for rice Hd3a florigen. Nature, 476, 332–335.2180456610.1038/nature10272

[pld3541-bib-0182] Teotia, S. , & Tang, G. (2015). To bloom or not to bloom: Role of microRNAs in plant flowering. Molecular Plant, 8, 359–377.2573746710.1016/j.molp.2014.12.018

[pld3541-bib-0183] Tieman, D. M. , Taylor, M. G. , Ciardi, J. A. , & Klee, H. J. (2000). The tomato ethylene receptors NR and LeETR4 are negative regulators of ethylene response and exhibit functional compensation within a multigene family. Proceedings of the National Academy of Sciences, 97, 5663–5668.10.1073/pnas.090550597PMC2588510792050

[pld3541-bib-0184] Tourdot, E. , Mauxion, J.‐P. , Gonzalez, N. , & Chevalier, C. (2023). Endoreduplication in plant organogenesis: A mean to boost fruit growth. Journal of Experimental Botany, erad235. 10.1093/jxb/erad235 37343125

[pld3541-bib-0185] Trusov, Y. , & Botella, J. R. (2006). Silencing of the ACC synthase gene ACACS2 causes delayed flowering in pineapple [*Ananas comosus* (L.) Merr.]. Journal of Experimental Botany, 57, 3953–3960.1704698010.1093/jxb/erl167

[pld3541-bib-0186] Turatsinze, J.‐V. , Thomas‐Chollier, M. , Defrance, M. , & van Helden, J. (2008). Using RSAT to scan genome sequences for transcription factor binding sites and cis‐regulatory modules. Nature Protocols, 3, 1578–1588.1880243910.1038/nprot.2008.97

[pld3541-bib-0188] Wang, F. , Cui, X. , Sun, Y. , & Dong, C.‐H. (2013). Ethylene signaling and regulation in plant growth and stress responses. Plant Cell Reports, 32, 1099–1109.2352574610.1007/s00299-013-1421-6

[pld3541-bib-0189] Wang, J. , Wu, D. , Wang, Y. , & Xie, D. (2019). Jasmonate action in plant defense against insects. Journal of Experimental Botany, 70, 3391–3400.3097679110.1093/jxb/erz174

[pld3541-bib-0190] Wang, L. , Li, Y. , Jin, X. , Liu, L. , Dai, X. , Liu, Y. , Zhao, L. , Zheng, P. , Wang, X. , Liu, Y. , Lin, D. , & Qin, Y. (2020). Floral transcriptomes reveal gene networks in pineapple floral growth and fruit development. Communications Biology, 3, 500.3291328910.1038/s42003-020-01235-2PMC7483743

[pld3541-bib-0191] Wang, M.‐L. , & Paull, R. E. (2018). Genetic transformation of pineapple. In R. Ming (Ed.), Genetics and genomics of pineapple (pp. 69–86). Springer International Publishing.

[pld3541-bib-0192] Wang, P. , Hsu, C.‐C. , Du, Y. , Zhu, P. , Zhao, C. , Fu, X. , Zhang, C. , Paez, J. S. , Macho, A. P. , Tao, W. A. , & Zhu, J.‐K. (2020). Mapping proteome‐wide targets of protein kinases in plant stress responses. Proceedings of the National Academy of Sciences, 117, 3270–3280.10.1073/pnas.1919901117PMC702218131992638

[pld3541-bib-0193] Wang, Q. , Zhang, W. , Yin, Z. , & Wen, C.‐K. (2013). Rice CONSTITUTIVE TRIPLE‐RESPONSE2 is involved in the ethylene‐receptor signalling and regulation of various aspects of rice growth and development. Journal of Experimental Botany, 64, 4863–4875.2400642710.1093/jxb/ert272PMC3830475

[pld3541-bib-0197] Wang, Z. , & Gou, X. (2020). Receptor‐like protein kinases function upstream of MAPKs in regulating plant development. International Journal of Molecular Sciences, 21, 7638.3307646510.3390/ijms21207638PMC7590044

[pld3541-bib-0198] Weigel, D. , Alvarez, J. , Smyth, D. R. , Yanofsky, M. F. , & Meyerowitz, E. M. (1992). LEAFY controls floral meristem identity in Arabidopsis. Cell, 69, 843–859.135051510.1016/0092-8674(92)90295-n

[pld3541-bib-0199] Weigel, D. , & Meyerowitz, E. M. (1994). The ABCs of floral homeotic genes. Cell, 78, 203–209.791388110.1016/0092-8674(94)90291-7

[pld3541-bib-0200] Wen, C.‐K. , Li, W. , & Guo, H. (2015). Regulatory components of ethylene signal transduction. In C.‐K. Wen (Ed.), Ethylene in plants (pp. 73–92). Springer Netherlands.

[pld3541-bib-0201] Wickland Daniel, P. , & Hanzawa, Y. (2015). The FLOWERING LOCUS T/TERMINAL FLOWER 1 gene family: Functional evolution and molecular mechanisms. Molecular Plant, 8, 983–997.2559814110.1016/j.molp.2015.01.007

[pld3541-bib-0202] Wigge, P. A. , Kim, M. C. , Jaeger, K. E. , Busch, W. , Schmid, M. , Lohmann, J. U. , & Weigel, D. (2005). Integration of spatial and temporal information during floral induction in *Arabidopsis* . Science, 309, 1056–1059.1609998010.1126/science.1114358

[pld3541-bib-0203] Wilson, R. L. , Kim, H. , Bakshi, A. , & Binder, B. M. (2014). The ethylene receptors ETHYLENE RESPONSE1 and ETHYLENE RESPONSE2 have contrasting roles in seed germination of Arabidopsis during salt stress. Plant Physiology, 165, 1353–1366.2482002210.1104/pp.114.241695PMC4081342

[pld3541-bib-0204] Wu, F. , Shi, X. , Lin, X. , Liu, Y. , Chong, K. , Theißen, G. , & Meng, Z. (2017). The ABCs of flower development: Mutational analysis of AP1/FUL‐like genes in rice provides evidence for a homeotic (A)‐function in grasses. The Plant Journal, 89, 310–324.2768976610.1111/tpj.13386

[pld3541-bib-0205] Wu, K. , Zhang, L. , Zhou, C. , Yu, C.‐W. , & Chaikam, V. (2008). HDA6 is required for jasmonate response, senescence and flowering in Arabidopsis. Journal of Experimental Botany, 59, 225–234.1821202710.1093/jxb/erm300

[pld3541-bib-0206] Wuriyanghan, H. , Zhang, B. , Cao, W.‐H. , Ma, B. , Lei, G. , Liu, Y.‐F. , Wei, W. , Wu, H.‐J. , Chen, L.‐J. , Chen, H.‐W. , Cao, Y.‐R. , He, S.‐J. , Zhang, W.‐K. , Wang, X.‐J. , Chen, S.‐Y. , & Zhang, J.‐S. (2009). The ethylene receptor ETR2 delays floral transition and affects starch accumulation in rice. The Plant Cell, 21, 1473–1494.1941705610.1105/tpc.108.065391PMC2700534

[pld3541-bib-0207] Wybouw, B. , & De Rybel, B. (2019). Cytokinin—A developing story. Trends in Plant Science, 24, 177–185.3044630710.1016/j.tplants.2018.10.012

[pld3541-bib-0208] Xie, F. , Liu, Q. , & Wen, C.‐K. (2006). Receptor signal output mediated by the ETR1 N terminus is primarily subfamily I receptor dependent. Plant Physiology, 142, 492–508.1689155310.1104/pp.106.082628PMC1586051

[pld3541-bib-0209] Xu, H. , Yu, Q. , Shi, Y. , Hua, X. , Tang, H. , Yang, L. , Ming, R. , & Zhang, J. (2018). PGD: Pineapple genomics database. Horticulture Research, 5, 66. 10.1038/s41438-018-0078-2 30245835PMC6139296

[pld3541-bib-0210] Yamasaki, K. , Kigawa, T. , Inoue, M. , Tateno, M. , Yamasaki, T. , Yabuki, T. , Aoki, M. , Seki, E. , Matsuda, T. , Nunokawa, E. , Ishizuka, Y. , Terada, T. , Shirouzu, M. , Osanai, T. , Tanaka, A. , Seki, M. , Shinozaki, K. , & Yokoyama, S. (2004). A novel zinc‐binding motif revealed by solution structures of DNA‐binding domains of Arabidopsis SBP‐family transcription factors. Journal of Molecular Biology, 337, 49–63.1500135110.1016/j.jmb.2004.01.015

[pld3541-bib-0211] Yang, D.‐L. , Yao, J. , Mei, C.‐S. , Tong, X.‐H. , Zeng, L.‐J. , Li, Q. , Xiao, L.‐T. , Sun, T.‐p. , Li, J. , Deng, X.‐W. , Lee, C. M. , Thomashow, M. F. , Yang, Y. , He, Z. , & He, S. Y. (2012). Plant hormone jasmonate prioritizes defense over growth by interfering with gibberellin signaling cascade. Proceedings of the National Academy of Sciences, 109, E1192–E1200.10.1073/pnas.1201616109PMC335889722529386

[pld3541-bib-0212] Yang, F. , Liang, G. , Liu, D. , & Yu, D. (2009). Arabidopsis MiR396 mediates the development of leaves and flowers in transgenic tobacco. Journal of Plant Biology, 52, 475–481.

[pld3541-bib-0213] Yano, M. , Katayose, Y. , Ashikari, M. , Yamanouchi, U. , Monna, L. , Fuse, T. , Baba, T. , Yamamoto, K. , Umehara, Y. , Nagamura, Y. , & Sasaki, T. (2000). Hd1, a major photoperiod sensitivity quantitative trait locus in rice, is closely related to the Arabidopsis flowering time gene CONSTANS. The Plant Cell, 12, 2473–2483.1114829110.1105/tpc.12.12.2473PMC102231

[pld3541-bib-0214] Yoshida, H. , & Nagato, Y. (2011). Flower development in rice. Journal of Experimental Botany, 62, 4719–4730.2191465510.1093/jxb/err272

[pld3541-bib-0215] Yu, C.‐P. , Lin, J.‐J. , & Li, W.‐H. (2016). Positional distribution of transcription factor binding sites in Arabidopsis thaliana. Scientific Reports, 6, 25164.2711738810.1038/srep25164PMC4846880

[pld3541-bib-0216] Yu, C.‐W. , Liu, X. , Luo, M. , Chen, C. , Lin, X. , Tian, G. , Lu, Q. , Cui, Y. , & Wu, K. (2011). HISTONE DEACETYLASE6 interacts with FLOWERING LOCUS D and regulates flowering in Arabidopsis. Plant Physiology, 156, 173–184.2139825710.1104/pp.111.174417PMC3091038

[pld3541-bib-0218] Yu, X. , Duan, X. , Zhang, R. , Fu, X. , Ye, L. , Kong, H. , Xu, G. , & Shan, H. (2016). Prevalent exon‐intron structural changes in the APETALA1/FRUITFULL, SEPALLATA, AGAMOUS‐LIKE6, and FLOWERING LOCUS C MADS‐box gene subfamilies provide new insights into their evolution. Frontiers in Plant Science, 7, 598.2720006610.3389/fpls.2016.00598PMC4852290

[pld3541-bib-0220] Zhai, Q. , Zhang, X. , Wu, F. , Feng, H. , Deng, L. , Xu, L. , Zhang, M. , Wang, Q. , & Li, C. (2015). Transcriptional mechanism of jasmonate receptor COI1‐mediated delay of flowering time in Arabidopsis. The Plant Cell, 27, 2814–2828.2641029910.1105/tpc.15.00619PMC4682329

[pld3541-bib-0221] Zhang, H. , Pan, X. , Yi, D. , Lin, W. , & Zhang, X. (2020). Role of MADS‐box gene in the development of flower organs in pineapple of a typical collective fruit. Research Square. 10.21203/rs.3.rs-53296/v1

[pld3541-bib-0222] Zhang, X. , Fatima, M. , Zhou, P. , Ma, Q. , & Ming, R. (2020). Analysis of MADS‐box genes revealed modified flowering gene network and diurnal expression in pineapple. BMC Genomics, 21, 8.3189634710.1186/s12864-019-6421-7PMC6941321

[pld3541-bib-0223] Zhao, L. , Li, X. , Chen, W. , Xu, Z. , Chen, M. , Wang, H. , & Yu, D. (2021). The emerging role of jasmonate in the control of flowering time. Journal of Experimental Botany, 73, 11–21.10.1093/jxb/erab41834599804

[pld3541-bib-0224] Zhao, S. , Zhang, B. , Yang, M. , Zhu, J. , & Li, H. (2018). Systematic profiling of histone readers in *Arabidopsis thaliana* . Cell Reports, 22, 1090–1102.2938612910.1016/j.celrep.2017.12.099

[pld3541-bib-0225] Zhao, Y. , Zhang, T. , Broholm, S. K. , Tähtiharju, S. , Mouhu, K. , Albert, V. A. , Teeri, T. H. , & Elomaa, P. (2016). Evolutionary co‐option of floral meristem identity genes for patterning of the flower‐like Asteraceae inflorescence. Plant Physiology, 172, 284–296.2738213910.1104/pp.16.00779PMC5074612

[pld3541-bib-0226] Zhao, Z. , Yu, Y. , Meyer, D. , Wu, C. , & Shen, W.‐H. (2005). Prevention of early flowering by expression of FLOWERING LOCUS C requires methylation of histone H3 K36. Nature Cell Biology, 7, 1256–1260.1629949710.1038/ncb1329

[pld3541-bib-0227] Zheng, Y. , Li, T. , Xu, Z. , Wai, C. M. , Chen, K. , Zhang, X. , Wang, S. , Ji, B. , Ming, R. , & Sunkar, R. (2016). Identification of microRNAs, phasiRNAs and their targets in pineapple. Tropical Plant Biology, 9, 176–186.

[pld3541-bib-0228] Zhou, C. , Zhang, L. , Duan, J. , Miki, B. , & Wu, K. (2005). HISTONE DEACETYLASE19 is involved in jasmonic acid and ethylene signaling of pathogen response in Arabidopsis. The Plant Cell, 17, 1196–1204.1574976110.1105/tpc.104.028514PMC1087996

[pld3541-bib-0229] Zhu, Q.‐H. , & Helliwell, C. A. (2010). Regulation of flowering time and floral patterning by miR172. Journal of Experimental Botany, 62, 487–495.2095262810.1093/jxb/erq295

[pld3541-bib-0230] Zhu, Y. , Klasfeld, S. , Jeong, C. W. , Jin, R. , Goto, K. , Yamaguchi, N. , & Wagner, D. (2020). TERMINAL FLOWER 1‐FD complex target genes and competition with FLOWERING LOCUS T. Nature Communications, 11, 5118.10.1038/s41467-020-18782-1PMC755035733046692

[pld3541-bib-0231] Zhu, Y. , Klasfeld, S. , & Wagner, D. (2021). Molecular regulation of plant developmental transitions and plant architecture via PEPB family proteins: An update on mechanism of action. Journal of Experimental Botany, 72, 2301–2311.3344908310.1093/jxb/eraa598

[pld3541-bib-0232] Zhu, Z. Y. , Yang, Y. M. , Liu, S. H. , & Sun, G. M. (2012). Natrual flowering of pineapple and the inhibited technology. China Tropical Agriculture, 48, 75–77.

# Supplementary material for: Differential gene expression during floral transition in pineapple
**Source:** Plant Direct. 2023 Nov 14;7(11):e541. doi: 10.1002/pld3.541
**Supplement:** Supplementary file 1 — Data S1. Supplementary Results SR1 DEGs associated with cytokinin synthesis and response, abscisic acid, LATE EMBRYOGENESIS ABUNDANT (LEA) genes, nodulin‐related, stress‐related, sugar metabolism, OVATE, and light‐dependent short hypocotyl, protein turnover and interactions, regulation of transport gradients, sugar metabolism and transporters, and our network and temporal analysis.

**Supplementary Results SR1**

***Cytokinin Synthesis and Response***

Cytokinin (CK) synthesis involves isopentenyl transferase (IPT), of which one (Aco006715) was upregulated both at the base of the leaf and the apex only on day 1. 

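Aco006715, an isopentenyl transferase gene on linkage group 1 from 22465599 to 22468861, was up-regulated on days 1 and 2 (log2 fold changes 1.42 and 1.02) and down-regulated on day 8 (log2 fold change -2.95) at the apex, and up-regulated on day 1 (log2 fold change 2.05) at the leaf base. Aco006715 had standard errors of 0.23 to 0.36 and adjusted p-values of 6.02e-12 to 0.00566 over these calls (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Aco006715 lost its call at apex day 2 without control replicate 1 or ethephon replicate 1 or ethephon replicate 2 (log2 fold changes of 0.77 to 1.31 over the 6 fits), with DESeq2, with RLE normalization and in the joint fit of 78 libraries.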

A CK response regulator (Aco002961) was down-regulated at the apex only on day 2. 

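Aco002961, a cytokinin response regulator on linkage group 6 from 12864779 to 12869400, was down-regulated on day 2 (log2 fold change -1.02) at the apex. Aco002961 had a standard error of 0.17 and an adjusted p of 4.7e-05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Aco002961 was not DE at the leaf base, where the largest log2 fold change in size was 0.59 at 6 h and the lowest adjusted p was 0.109 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Aco002961 lost its call at apex day 2 without control replicate 2 or ethephon replicate 1 (log2 fold changes of -1.13 to -0.95 over the 6 fits).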

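Aco010350, a cytokinin response regulator on linkage group 25 from 1869127 to 1870260, was down-regulated on days 2, 3, 5 and 8 (log2 fold changes -1.40, -1.17, -1.35 and -1.33) at the apex, and up-regulated on day 1 (log2 fold change 1.43) and down-regulated at 6 h and on day 4 (log2 fold changes -3.78 and -1.32) at the leaf base. Aco010350 had standard errors of 0.21 to 0.49 and adjusted p-values of 5.89e-06 to 0.0279 over these calls (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Aco010350 lost its call at apex day 2 without control replicate 1 or control replicate 2 or control replicate 3 or ethephon replicate 2 (log2 fold changes of -2.10 to -0.86 over the 6 fits) and with DESeq2, and at apex day 3 without control replicate 2 (log2 fold change -0.96). Aco010350 also lost it at leaf base day 4 without ethephon replicate 2 or ethephon replicate 3 (log2 fold changes of -1.62 to -1.08 over the 6 fits).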

Then another CK response regulator (Aco010350) was down-regulated at the leaf bases, while in the apex it was down-regulated after day 3. 

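Aco006318, a cytokinin oxidoreductase gene on linkage group 14 from 3253121 to 3255158, was down-regulated on days 3, 6 and 8 (log2 fold changes -4.08, -1.20 and -1.08) at the apex, and down-regulated on day 2 (log2 fold change -2.14) and on day 3 (at least 1.87-fold lower) at the leaf base. Aco007706, a cytokinin oxidoreductase gene on linkage group 8 from 1380075 to 1384831, was up-regulated on day 3 (log2 fold change 3.74) at the apex, and up-regulated at 6 h (log2 fold change 2.97) and down-regulated on day 1 (log2 fold change -2.54) at the leaf base. Aco023264, a cytokinin oxidoreductase gene on linkage group 2 from 11362355 to 11365129, was down-regulated on day 2 (log2 fold change -2.79) at the apex, and up-regulated at 6 h and on day 3 (log2 fold changes 1.73 and 2.43) at the leaf base. Aco006318, Aco007706 and Aco023264 had standard errors of 0.28 to 0.63 and adjusted p-values of 3.42e-09 to 0.0444 over these calls (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Aco006318 lost its call at apex day 6 without control replicate 3 or ethephon replicate 1 or ethephon replicate 2 (log2 fold changes of -1.57 to -0.52 over the 6 fits), with edgeR's exact test, with genes under 1 CPM left out and in the joint fit with lane, and at apex day 8 without control replicate 3 or ethephon replicate 1 (log2 fold changes of -1.41 to -0.76 over the 6 fits) and in the joint fit of 78 libraries. Aco006318 also lost it at leaf base day 3 without control replicate 1 or ethephon replicate 1 or ethephon replicate 3. Aco007706 lost its call at leaf base day 1 without control replicate 1 or ethephon replicate 1 or ethephon replicate 3 (log2 fold changes of -3.60 to -1.45 over the 6 fits) and with genes under 1 CPM left out.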

Three genes of cytokinin oxidoreductase (Aco006318, Aco007706; Aco023264) showed variable up- and downregulation at both the apex and the leaf base. 

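Aco010086, a LONELY GUY gene on linkage group 25 from 3618737 to 3622239, was down-regulated at 6 h (log2 fold change -1.03) at the leaf base. Aco013949, a LONELY GUY gene on linkage group 3 from 1048789 to 1051966, was up-regulated on day 3 (log2 fold change 2.88) at the apex. Aco017730, a LONELY GUY gene on linkage group 5 from 6912895 to 6916609, was down-regulated at 6 h (log2 fold change -2.04) at the apex. Aco010086, Aco013949 and Aco017730 had standard errors of 0.22 to 0.64 and adjusted p-values of 0.00136 to 0.00278 over these calls (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Aco010086 lost its call at leaf base 6 h without control replicate 1 or control replicate 2 or ethephon replicate 3 (log2 fold changes of -1.20 to -0.92 over the 6 fits).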

The 5'-monophosphate phosphoribohydrolase gene (LONELY GUY Genes (LOG) (Aco010086; Aco013949; Aco017730) were also differentially up or downregulated in both tissues at different sampling times.

***Abscisic acid genes***

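Aco018101, an ABA receptor (PYR1) gene on linkage group 11 from 8188136 to 8188753, was down-regulated on days 3, 4 and 5 (log2 fold changes -1.82, -2.73 and -1.74) at the apex. Aco018101 had standard errors of 0.46 to 0.61 and adjusted p-values of 8.52e-05 to 0.0284 over these calls (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its log2 CPM was 1.51 ± 0.30 (SD, n = 3) in the control and 0.32 ± 1.15 (SD, n = 3) in the ethephon-treated apices on day 1 and 1.96 ± 0.85 (SD, n = 3) in the control and -0.55 ± 0.67 (SD, n = 3) in the ethephon-treated apices on day 4. Aco018101 lost its call at apex day 3 without control replicate 1 or ethephon replicate 2 or ethephon replicate 3 (log2 fold changes of -2.18 to -0.94 over the 6 fits) and with DESeq2.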

Of the seven predicted ABA receptors (PYR1), one (Aco018101) began to increase at the apex after day 1; no similar increase was observed at the bases of the leaf. 

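Aco007083, an ABA receptor (PYR1) gene on linkage group 23 from 1517180 to 1517890, was up-regulated on days 2, 3 and 6 (log2 fold changes 1.66, 1.62 and 1.35) at the apex, and up-regulated at 6 h (at least 2.97-fold higher) at the leaf base. Aco005513, an ABA receptor (PYR1) gene on linkage group 11 from 10873259 to 10875700, was down-regulated at 6 h and on days 2, 3, 4, 5 and 6 (log2 fold changes -1.29, -1.13, -1.38, -1.48, -1.21 and -1.35) at the apex. Aco007083 and Aco005513 had standard errors of 0.15 to 0.41 and adjusted p-values of 2.86e-09 to 0.0124 over these calls (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). At the leaf base on day 1, Aco007083 had a log2 fold change of -0.73 and was not DE. Aco007083 lost its call at apex day 6 in the joint fit with lane, and at leaf base 6 h without control replicate 3 or ethephon replicate 1. Aco005513 lost its call at apex day 2 without ethephon replicate 3 (log2 fold change -0.85), and at apex day 6 in the joint fit with lane.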

The PYR1 receptors (Aco007083) increased on day 1 in the base of the leaf, while Aco005513 was negatively regulated at the apex at 6 h and days 2 through 6. The other PYR1 genes (Aco004375) were down-regulated at the apex at 6 h and day 2. 

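Aco004375, an ABA receptor (PYR1) gene on linkage group 5 from 2742280 to 2744947, was down-regulated at 6 h and on day 2 (log2 fold changes -1.22 and -1.07) at the apex. Aco004375 had standard errors of 0.22 to 0.25 and adjusted p-values of 0.000541 to 0.00449 over these calls (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Aco004375 lost its call at apex day 2 without control replicate 3 or ethephon replicate 3 (log2 fold changes of -1.24 to -0.91 over the 6 fits).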

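Aco015030, an ABA binding factor gene on linkage group 4 from 11948543 to 11950083, was down-regulated on day 6 (log2 fold change -2.64) and on day 4 (at least 1.77-fold lower) at the apex. Aco015030 had a standard error of 0.83 and adjusted p-values of 0.0137 to 0.0294 over these calls (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). On day 3 at the apex its log2 fold change was -0.23, and it was not DE there. Aco015030 at apex day 3 changed direction with the library left out, its log2 fold change going from -0.77 (without ethephon replicate 2) to 0.09 (without ethephon replicate 3). Aco015030 lost its call at apex day 4 without control replicate 1 or ethephon replicate 3 and with DESeq2, and at apex day 6 without control replicate 3 or ethephon replicate 1 or ethephon replicate 3 (log2 fold changes of -6.52 to -2.02 over the 6 fits) and in the joint fit with lane.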

The binding factor (Aco015030) increased at the apex on day 3. The abscisic stress ripening protein Aco007857 increased twofold after treatment at the apex and leaf bases, while Aco003190 increased more than twofold on day 2 at the apex only. 

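Aco007857, an abscisic stress ripening gene on linkage group 21 from 9982751 to 9984081, was down-regulated at 6 h and on day 8 (log2 fold changes -2.62 and -1.10) at the apex, and down-regulated at 6 h and on days 1 and 3 (log2 fold changes -3.02, -1.14 and -1.82) at the leaf base. Aco003190, an abscisic stress ripening gene on linkage group 17 from 990631 to 991764, was up-regulated on day 1 (log2 fold change 1.83) and down-regulated on days 3 and 8 (log2 fold changes -3.02 and -1.61) at the apex, and down-regulated at 6 h and on day 4 (log2 fold changes -2.79 and -1.42) at the leaf base. Aco007857 and Aco003190 had standard errors of 0.20 to 0.59 and adjusted p-values of 1.18e-06 to 0.0123 over these calls (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Aco003190 had a log2 fold change of 0.03 at the apex on day 2. Aco003190 at apex day 2 changed direction with the library left out, its log2 fold change going from -0.19 (without control replicate 3) to 0.49 (without control replicate 2). Aco007857 lost its call at apex day 8 without ethephon replicate 2 (log2 fold change -0.95), with DESeq2 and in the joint fit of 78 libraries, and at leaf base day 1 without control replicate 3 or ethephon replicate 1 (log2 fold changes of -1.33 to -0.94 over the 6 fits) and in the joint fit with lane. Aco003190 lost its call at apex day 1 without ethephon replicate 3 (log2 fold change 0.58) and with DESeq2, and at apex day 8 in the joint fit of 78 libraries. Aco003190 also lost it at leaf base day 4 without control replicate 2 (log2 fold change -1.23).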

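Aco003616, a GRAM domain gene on linkage group 17 from 4267108 to 4272423, was up-regulated on day 1 (log2 fold change 1.57) and down-regulated at 6 h and on days 3 and 6 (log2 fold changes -3.24, -2.74 and -2.01) and on day 8 (at least 1.67-fold lower) at the apex, and down-regulated at 6 h (log2 fold change -2.47) at the leaf base. Aco007675, a GRAM domain gene on linkage group 8 from 1170303 to 1171876, was down-regulated at 6 h (at least 4.97-fold lower) at the leaf base. Aco003616 and Aco007675 had standard errors of 0.32 to 0.73 and adjusted p-values of 1.9e-05 to 0.0292 over these calls (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Aco003616 lost its call at apex day 3 with DESeq2, and at apex day 6 without control replicate 1 or ethephon replicate 1 or ethephon replicate 2 (log2 fold changes of -2.52 to -1.43 over the 6 fits) and in the joint fit with lane. Aco003616 also lost it at leaf base 6 h without control replicate 3 or ethephon replicate 3 (log2 fold changes of -3.55 to -1.91 over the 6 fits).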

The GRAM domain-containing protein/ABA-responsive protein-related protein (Aco003616) increased at 6 h and day 3, 7 and 8 at the apex, but only at 6 h for the leaf bases together with Aco007675.

***Late embryogenesis abundant genes (LEA) and nodulin-related genes***

Twenty-seven predicted LEA genes showed expression at the apex and leaf bases with or without ethylene treatment. Aco002475 was up-regulated at the apex only on days 1 and 2, while Aco009627 was up-regulated in the apex on day 1. 

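Aco009627, an LEA gene on linkage group 1 from 832689 to 834089, was up-regulated on days 1 and 2 (log2 fold changes 3.72 and 1.79) and down-regulated on day 3 (log2 fold change -2.47) at the apex. Aco009627 had standard errors of 0.42 to 0.70 and adjusted p-values of 2.13e-07 to 0.01 over these calls (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).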

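Aco002475, an LEA gene on linkage group 4 from 1319122 to 1320073, was up-regulated on days 1 to 6 and day 8 (log2 fold changes 1.65, 2.34, 2.75, 3.08, 2.88, 2.19 and 2.00) at the apex, and up-regulated on day 3 (log2 fold change 1.25) at the leaf base. Aco012577, an LEA gene on linkage group 13 from 2363151 to 2364345, was up-regulated on day 2 (at least 1.68-fold higher) at the apex, and down-regulated at 6 h (log2 fold change -1.07) at the leaf base. Aco002475 and Aco012577 had standard errors of 0.22 to 0.34 and adjusted p-values of 1.71e-11 to 0.0264 over these calls (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Aco002475 lost its call at apex day 6 in the joint fit with lane, and at leaf base day 3 without control replicate 3 or ethephon replicate 2 (log2 fold changes of 0.94 to 1.48 over the 6 fits). Aco012577 lost its call at apex day 2 without control replicate 1 or control replicate 3 or ethephon replicate 3, and at leaf base 6 h without control replicate 2 or control replicate 3 or ethephon replicate 1 or ethephon replicate 3 (log2 fold changes of -1.19 to -0.96 over the 6 fits), in the joint fit of 78 libraries and in the joint fit with lane.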

Aco012577 tended to be higher at the apex until day 5 and Ac002475 until day 6.

Three early nodule-like genes (Aco0048773; Aco007544; Aco022294) were up-regulated within 6 h and then expressed at a higher level than the untreated control at the apex until day 6. 

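Aco007544, an early nodulin-like gene on linkage group 8 from 210577 to 211617, was up-regulated on days 1, 2, 3, 4, 5 and 6 (log2 fold changes 1.48, 1.48, 1.56, 1.69, 1.30 and 1.24) at the apex, and up-regulated at 6 h and on day 3 (log2 fold changes 1.84 and 1.17) at the leaf base. Aco022294, an early nodulin-like gene on linkage group 16 from 336813 to 338837, was up-regulated on days 1, 2, 3, 4, 5 and 6 (log2 fold changes 1.64, 1.93, 1.49, 1.39, 1.35 and 1.56) at the apex, and down-regulated at 6 h (log2 fold change -1.44) at the leaf base. Aco007544 and Aco022294 had standard errors of 0.12 to 0.27 and adjusted p-values of 1.96e-08 to 0.000427 over these calls (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). At 6 h the apical log2 fold changes of Aco007544 and Aco022294 were 1.07 and 0.87, and neither was DE. The remaining gene of the set was not analysed here, because its printed name has a digit too many. Aco007544 became DE at apex 6 h without ethephon replicate 1 (log2 fold change 1.40) and in the joint fit of 78 libraries.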

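Aco016031, a nodulin transporter gene on linkage group 22 from 66270 to 73999, was down-regulated at 6 h and on days 1, 2, 3, 4 and 6 (log2 fold changes -1.75, -1.18, -1.79, -1.31, -1.13 and -1.35) at the apex, and down-regulated at 6 h (log2 fold change -1.87) at the leaf base. Aco016031 had standard errors of 0.18 to 0.25 and adjusted p-values of 1.91e-06 to 0.000314 over these calls (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its log2 fold changes on days 5 and 8 at the apex were -0.86 and -0.48. Aco016031 lost its call at apex day 1 without control replicate 3 (log2 fold change -0.99), and at apex day 4 without ethephon replicate 1 (log2 fold change -0.99). Aco016031 also lost it at apex day 6 in the joint fit with lane.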

A nodulin transporter (Aco016031) was negatively regulated at the apex within 6 hours after treatment and expressed at a lower level than the control for the entire sampling period.

***Stress-Related Genes***

Noticeable changes occurred in six stress-related genes. 

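Aco027352, a heat stress transcription factor gene on linkage group 5 from 1814813 to 1816318, was up-regulated on days 1 and 2 (log2 fold changes 1.71 and 1.08) and down-regulated on days 3, 4, 6 and 8 (log2 fold changes -2.37, -1.10, -1.92 and -2.10) at the apex, and up-regulated on day 3 (log2 fold change 1.03) at the leaf base. Aco005573, a heat stress transcription factor gene on linkage group 11 from 11371568 to 11373537, was up-regulated on days 4 and 5 (at least 1.27-fold and 1.08-fold higher) at the apex. Aco027352 and Aco005573 had standard errors of 0.13 to 0.28 and adjusted p-values of 2.31e-12 to 0.0373 over these calls (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Aco027352 lost its call at apex day 2 without ethephon replicate 1 (log2 fold change 0.94), and at apex day 4 without control replicate 3 or ethephon replicate 2 (log2 fold changes of -1.38 to -0.94 over the 6 fits). Aco027352 also lost it at leaf base day 3 without control replicate 1 or ethephon replicate 1 (log2 fold changes of 0.86 to 1.14 over the 6 fits) and in the joint fit of 78 libraries. Aco005573 lost its call at apex day 4 without control replicate 1 or control replicate 2 or control replicate 3 or ethephon replicate 2, and at apex day 5 without control replicate 1 or control replicate 2 or control replicate 3 or ethephon replicate 3.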

A protein similar to heat stress transcription factor A-1 (Aco027352) was negatively regulated on days 3 and again on days 6 and 8, while another (Aco005573) was positively regulated on days 2 to 5. An early responsive protein to dehydration stress (Aco015870) was up-regulated more than 1.7 times from day 2 to day 8. 

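Aco015870, a gene of a protein responsive to dehydration on linkage group 1 from 11125572 to 11135736, was up-regulated on days 2, 4 and 8 (log2 fold changes 2.29, 2.61 and 3.40) and on day 3 (at least 4.12-fold higher) at the apex. Aco015870 had standard errors of 0.49 to 0.66 and adjusted p-values of 7.71e-05 to 0.00226 over these calls (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). On days 5 and 6 at the apex the log2 fold changes were 1.73 and 1.91, and the gene was not DE. Aco015870 became DE at apex day 6 without ethephon replicate 2 (log2 fold change 2.29), with edgeR's exact test and in the joint fit of 78 libraries.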

A putative NBS-LRR disease resistance protein (Aco031473) was negatively regulated on day 2 and positively regulated on day 4 and then significantly negatively regulated on day 5. 

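Aco031473, an NBS-LRR gene on an unplaced scaffold from 7774 to 9048, was not DE at the apex, with adjusted p-values of 0.069 on day 2, 0.164 on day 4 and 0.234 on day 5 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). All 3 libraries of at least 1 group held 3 counts or fewer at each of these samplings, so changes were hard to detect at this depth. Aco031473 became DE at apex day 2 in the joint fit of 78 libraries.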

Other LRR DE genes were up- and down-regulated at different sampling stage (Supplementary Figure SF1). Proton gradient regulation 5-chloroplast photoprotection (Aco010143) was up-regulated on day 2 and again on day 4 to 8. 

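Aco010143, a proton gradient regulation gene on linkage group 25 from 3299421 to 3300535, was up-regulated on days 2, 4, 5, 6 and 8 (at least 1.11-fold, 1.99-fold, 6.32-fold, 4.87-fold and 6.86-fold higher) at the apex, and down-regulated at 6 h (log2 fold change -2.0) and on day 3 (at least 4.7-fold lower) at the leaf base. Aco010143 had a standard error of 0.71 and adjusted p-values of 0.000192 to 0.0465 over these calls (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Aco010143 lost its call at apex day 2 without control replicate 1 or control replicate 2 or control replicate 3 or ethephon replicate 3, and at apex day 6 in the joint fit with lane. Aco010143 also lost it at leaf base 6 h without control replicate 1 or control replicate 2 or ethephon replicate 1 or ethephon replicate 2 (log2 fold changes of -3.81 to -1.46 over the 6 fits), with edgeR's exact test and with genes under 1 CPM left out.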

A wheat-related stress-responsive homolog protein 1 (16V2S3 – expressed in the pericarp) (Aco001681) was negatively regulated during the first 3 days, then positively regulated for days 4 and 5 before negatively regulated.Cytochrome P450 genes were in the top twelve DE up- and down-regulated genes at all sampling stages while other P450s were down-regulated after day 3. 

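Aco001681, a stress-responsive gene on linkage group 18 from 8761134 to 8795308, was up-regulated on days 4 and 5 (at least 1.2-fold and 3.26-fold higher) and down-regulated at 6 h and on day 2 (log2 fold changes -3.43 and -2.66) at the apex, and up-regulated on day 2 (log2 fold change 4.97) and on day 4 (at least 14-fold higher) at the leaf base. Aco001681 overlaps Aco001680 in its exons, so its counts and calls are uncertain. Aco001681 had standard errors of 0.31 to 1.10 and adjusted p-values of 6.8e-07 to 0.0416 over these calls (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Aco001681 had log2 fold changes of -0.64 on day 1 and 1.99 on day 3 at the apex and was not DE there. Aco001681 at apex day 3 changed direction with the library left out, its log2 fold change going from -2.0 (without ethephon replicate 3) to 2.48 (without ethephon replicate 1). Aco001681 lost its call at apex day 2 in the joint fit of 78 libraries, and at apex day 4 without control replicate 1 or control replicate 2 or control replicate 3 and in the joint fit of 78 libraries. Aco001681 also lost it at apex day 5 without control replicate 1 or control replicate 2 or ethephon replicate 1 and in the joint fit of 78 libraries, and at leaf base day 2 without control replicate 2 or ethephon replicate 3 (log2 fold changes of 2.71 to 6.36 over the 6 fits), with genes under 1 CPM left out and in the joint fit with lane. Aco001681 also lost it at leaf base day 4 without control replicate 2 and with genes under 1 CPM left out. The bound of 14 there had an SD of 24.2 over the 3 ethephon-treated libraries. Nearly all counts of Aco001681 at that sampling lay in 1 ethephon-treated library, so the call rests on it. Aco001681 became DE at apex day 3 without control replicate 2 or ethephon replicate 1 or ethephon replicate 2 (log2 fold changes of -2.0 to 2.48 over the 6 fits).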

(Supplementary Figure SF1).

Four Remorins, involved in the stress response, showed differential up-regulation at both the apex and the leaf bases at different sampling times. Remorin (Aco001328) was up-regulated in the leaf base at 6 h and at the apex on days 2 and 3. 

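Aco001328, a remorin gene on linkage group 2 from 12295910 to 12301066, was up-regulated on days 2 and 3 (log2 fold changes 1.05 and 1.63) at the apex, and up-regulated at 6 h (log2 fold change 1.6) at the leaf base. Aco001328 overlaps Aco001327 in its exons, so its counts and calls are uncertain. Aco001328 had standard errors of 0.11 to 0.16 and adjusted p-values of 7.22e-09 to 6.26e-06 over these calls (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Aco001328 lost its call at apex day 2 without control replicate 1 (log2 fold change 0.99).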

Aco009303 was up-regulated at the apex and down-regulated at the leaf base at 6 h, while both tissues were up-regulated on day 2. 

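Aco009303, a remorin gene on linkage group 22 from 9092731 to 9095526, was up-regulated at 6 h and on day 2 (log2 fold changes 1.71 and 1.19) and down-regulated on day 8 (log2 fold change -1.32) at the apex, and up-regulated on day 2 (log2 fold change 1.09) and down-regulated at 6 h (log2 fold change -1.13) at the leaf base. Aco009303 had standard errors of 0.14 to 0.27 and adjusted p-values of 5.85e-10 to 0.00843 over these calls (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Aco009303 lost its call at leaf base 6 h without ethephon replicate 3 (log2 fold change -0.98).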

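Aco013539, a remorin gene on linkage group 20 from 1146015 to 1150418, was up-regulated on days 2, 3 and 6 (log2 fold changes 1.23, 1.72 and 1.06) at the apex, and up-regulated at 6 h and on day 4 (log2 fold changes 2.75 and 1.38) at the leaf base. Aco014830, a remorin gene on linkage group 14 from 605776 to 608769, was up-regulated on days 3 and 6 (log2 fold changes 1.69 and 1.09) at the apex, and up-regulated at 6 h and on days 3 and 4 (log2 fold changes 1.63, 1.50 and 1.69) at the leaf base. Aco013539 and Aco014830 had standard errors of 0.17 to 0.48 and adjusted p-values of 1.28e-07 to 0.0194 over these calls (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). All calls of Aco013539 and Aco014830 were up-regulated. Aco013539 lost its call at apex day 2 without ethephon replicate 2 (log2 fold change 0.79), and at apex day 6 without control replicate 2 or control replicate 3 (log2 fold changes of 0.93 to 1.39 over the 6 fits). Aco013539 also lost it at leaf base day 4 without control replicate 2 (log2 fold change 1.17). Aco014830 lost its call at apex day 6 without control replicate 3 (log2 fold change 0.96) and in the joint fit with lane, and at leaf base 6 h without control replicate 2 or ethephon replicate 1 or ethephon replicate 3 (log2 fold changes of 1.38 to 2.40 over the 6 fits). Aco014830 also lost it at leaf base day 4 without control replicate 2 (log2 fold change 1.82).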

The other two Remorins (Aco013539; Aco014830), depending on the sampling, showed up- and down-regulation.

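Aco001760, a calmodulin gene on linkage group 18 from 8132333 to 8132783, was up-regulated on days 1, 2 and 4 (log2 fold changes 1.91, 2.45 and 1.21) at the apex, and down-regulated at 6 h (log2 fold change -3.16) at the leaf base. Aco001760 had standard errors of 0.24 to 0.49 and adjusted p-values of 2.96e-06 to 0.00391 over these calls (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In leaf bases on day 2 its log2 fold change was 1.40 (standard error 0.38, adjusted p = 0.0869, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Aco001760 became DE at leaf base day 2 without control replicate 3 (log2 fold change 1.72), with edgeR's exact test, with DESeq2, in the joint fit of 78 libraries and in the joint fit with lane.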

Calmodulin 4 (Aco001760) was down-regulated in the leaf base at 6 h and up-regulated in the leaf base and apex on day 2. The calcium-binding EF-hand gene (Ac0000376) was up-regulated at the apex on days 1 and 2, down-regulated in leaf 6 h and on days 3 and 4, and up-regulated on day 2.

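Aco000376, an EF-hand gene on linkage group 12 from 2320377 to 2329104, was up-regulated on days 1, 2 and 4 (log2 fold changes 3.43, 2.57 and 1.82) at the apex, and down-regulated at 6 h and on day 4 (log2 fold changes -3.43 and -1.16) at the leaf base. Aco000376 had standard errors of 0.23 to 0.69 and adjusted p-values of 1.02e-05 to 0.0071 over these calls (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its leaf base log2 fold changes were 2.12 on day 2 and -0.30 on day 3, and it was DE on neither day. Aco000376 at leaf base day 3 changed direction with the library left out, its log2 fold change going from -0.64 (without control replicate 1) to 0.12 (without ethephon replicate 2). Aco000376 lost its call at apex day 2 in the joint fit of 78 libraries, and at apex day 4 without ethephon replicate 1 (log2 fold change 0.79), with DESeq2 and in the joint fit of 78 libraries. Aco000376 also lost it at leaf base day 4 without control replicate 2 or ethephon replicate 2 (log2 fold changes of -1.43 to -0.90 over the 6 fits) and in the joint fit of 78 libraries. Aco000376 became DE at leaf base day 2 without control replicate 1 or ethephon replicate 2 (log2 fold changes of 1.12 to 2.53 over the 6 fits), with edgeR's exact test and in the joint fit of 78 libraries.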

***Regulation of the Transport Gradient***

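Aco000270, a MATE efflux gene on linkage group 12 from 3195213 to 3197540, was up-regulated on days 2, 3 and 5 (log2 fold changes 2.45, 2.77 and 1.83) and on day 1 (at least 1.45-fold higher) at the apex. Aco029923, a MATE efflux gene on an unplaced scaffold from 12866 to 14476, was up-regulated on day 3 (at least 3.92-fold higher) at the apex, and down-regulated at 6 h (at least 2.16-fold lower) at the leaf base. Aco009960, a MATE efflux gene on linkage group 10 from 1779069 to 1780700, was up-regulated on day 2 (at least 1.28-fold higher) at the apex. Aco009960 overlaps Aco009961 and Aco009962 in its exons, so its counts and calls are uncertain. Aco000270, Aco029923 and Aco009960 had standard errors of 0.38 to 0.57 and adjusted p-values of 6.54e-06 to 0.0475 over these calls (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Aco000270 lost its call at apex day 1 without control replicate 1 or control replicate 2 or control replicate 3 or ethephon replicate 2 or ethephon replicate 3, and at apex day 5 without control replicate 1 or control replicate 2 or ethephon replicate 2 (log2 fold changes of 1.21 to 2.14 over the 6 fits).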

Three proteins in the MATE efflux family involved primary and secondary metabolites, including ABA and auxin, and petal differentiation and expansion increased on day 3 alone (Aco029923) at the apex, from day 2 to day 3 (Aco000270) at the apex, and Aco009960 was not differentially expressed, although it tended to be lower than the control. 

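Aco015264, a nitrate transporter gene on linkage group 20 from 10107845 to 10113196, was up-regulated on days 1, 2, 4, 5, 6 and 8 (log2 fold changes 1.25, 1.17, 3.36, 2.39, 1.59 and 1.17) and down-regulated on day 3 (log2 fold change -2.12) at the apex, and down-regulated at 6 h (log2 fold change -3.79) at the leaf base. Aco015264 had standard errors of 0.16 to 0.47 and adjusted p-values of 5.76e-13 to 0.0013 over these calls (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Aco015264 lost its call at apex day 2 without ethephon replicate 1 (log2 fold change 0.78), and at apex day 6 in the joint fit with lane. Aco015264 also lost it at apex day 8 without ethephon replicate 3 (log2 fold change 0.96).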

A nitrate transporter (Aco015264) was down-regulated at the base of the leaf at 6 h and up-regulated at the apex from day 1 to day 8, except on day 3 when it was down-regulated. An ABC transporter G family member 14 potentially involved in cytokinin transport, Aco013155 (AcABCG27), was up-regulated at the apex only on day 3. 

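Aco013155, an ABC transporter gene on linkage group 24 from 65005 to 69336, was up-regulated on day 3 (log2 fold change 3.39) at the apex, and up-regulated at 6 h (log2 fold change 1.71) at the leaf base. Aco013155 had standard errors of 0.51 to 0.61 and adjusted p-values of 1.95e-05 to 0.048 over these calls (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Aco013155 lost its call at leaf base 6 h without control replicate 1 or control replicate 2 or control replicate 3 or ethephon replicate 1 or ethephon replicate 2 (log2 fold changes of 1.27 to 2.02 over the 6 fits), with DESeq2 and with RLE normalization.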

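Aco020513, an ABC transporter gene on linkage group 1 from 15986358 to 15987488, was not DE in the 13 comparisons, with a lowest adjusted p of 0.0755 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and its libraries held 3 counts or fewer in at least 1 group of most of them. Aco020513 became DE at apex day 1 without ethephon replicate 1 and in the joint fit of 78 libraries.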

Another member of the G family of ABC transporter (Aco020513) 16 tended to be higher than the control.

***Sugar Metabolism and Transporters***

Hexokinase (Aco000407) was negatively regulated at the apex on days 2 and 3. 

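Aco000407, a hexokinase gene on linkage group 12 from 2079976 to 2084133, was down-regulated on days 2 and 3 (log2 fold changes -1.80 and -2.68) at the apex, and down-regulated at 6 h (log2 fold change -2.0) at the leaf base. Aco000407 overlaps Aco000408 in its exons, so its counts and calls are uncertain. Aco000407 had standard errors of 0.33 to 0.68 and adjusted p-values of 0.000198 to 0.0377 over these calls (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Aco000407 lost its call at leaf base 6 h without control replicate 1 or control replicate 2 or ethephon replicate 1 or ethephon replicate 2 (log2 fold changes of -2.86 to -1.54 over the 6 fits).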

A sucrose phosphate synthase (Aco017378) was up-regulated at the apex on day 3. Acid invertase (Aco-17533) was differentially down-regulated on days 2 and 3.

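Aco017533, an acid invertase gene on linkage group 22 from 1801049 to 1810354, was down-regulated on days 2 and 3 (log2 fold changes -1.07 and -4.01) at the apex. Aco017533 had standard errors of 0.23 to 0.26 and adjusted p-values of 1.45e-10 to 0.000931 over these calls (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Aco017533 was not DE at the leaf base, where the largest log2 fold change in size was -0.67 at 6 h and the lowest adjusted p was 0.00939 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Aco017533 lost its call at apex day 2 without ethephon replicate 2 or ethephon replicate 3 (log2 fold changes of -1.57 to -0.78 over the 6 fits).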

Trehalose phosphate synthase (Aco000950) was negatively regulated at the apex at 6 h and on days 2, 3 and 6, and at the base of the leaf at 6 h. 

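Aco000950, a trehalose phosphate synthase gene on linkage group 2 from 15413881 to 15418848, was down-regulated at 6 h and on days 2, 3, 4, 6 and 8 (log2 fold changes -1.18, -3.36, -5.54, -1.69, -3.21 and -2.19) at the apex, and down-regulated at 6 h (log2 fold change -1.79) at the leaf base. Aco000950 had standard errors of 0.20 to 0.52 and adjusted p-values of 1.18e-10 to 0.00818 over these calls (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Aco000950 lost its call at apex 6 h without control replicate 3 or ethephon replicate 1 (log2 fold changes of -1.35 to -0.93 over the 6 fits), and at apex day 4 in the joint fit of 78 libraries.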

Aco012107 was down-regulated at the apex and leaf base on day 3 and up-regulated at the apex on day 5 and was down-regulated again on day 8. 

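Aco012107, a trehalose phosphate synthase gene on linkage group 2 from 1247566 to 1251974, was up-regulated on day 5 (log2 fold change 1.26) and down-regulated on days 3 and 8 (log2 fold changes -2.06 and -1.48) at the apex, and up-regulated on day 3 (log2 fold change 1.46) and down-regulated on day 4 (log2 fold change -1.22) at the leaf base. Aco012107 had standard errors of 0.15 to 0.24 and adjusted p-values of 7.92e-11 to 0.0025 over these calls (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Aco012107 lost its call at apex day 5 without ethephon replicate 3 (log2 fold change 0.97), and at leaf base day 4 without control replicate 2 (log2 fold change -1.34).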

Trehalose-6-phosphate phosphatase involved in starch and sucrose metabolism showed different patterns. 

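Aco001192, a trehalose-6-phosphate phosphatase gene on linkage group 2 from 13491384 to 13494034, was up-regulated on days 1, 4 and 5 (log2 fold changes 1.61, 1.62 and 1.02) at the apex. Aco004091, a trehalose-6-phosphate phosphatase gene on linkage group 15 from 1464115 to 1467038, was up-regulated on day 4 (log2 fold change 1.35) and down-regulated on day 3 (log2 fold change -2.36) at the apex, and down-regulated at 6 h (log2 fold change -2.06) at the leaf base. Aco011727, a trehalose-6-phosphate phosphatase gene on linkage group 8 from 11975704 to 11980198, was down-regulated at 6 h (at least 18-fold lower) at the leaf base. Aco014723, a trehalose-6-phosphate phosphatase gene on linkage group 20 from 9546558 to 9551381, was down-regulated at 6 h (log2 fold change -3.17) at the apex, and down-regulated at 6 h (log2 fold change -5.34) at the leaf base. Aco001192, Aco004091, Aco011727 and Aco014723 had standard errors of 0.22 to 0.79 and adjusted p-values of 6.87e-07 to 0.029 over these calls (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). On day 3 at the apex, the log2 fold change of Aco001192 was -0.74. Aco001192 lost its call at apex day 5 without control replicate 1 or control replicate 3 or ethephon replicate 1 (log2 fold changes of 0.74 to 1.35 over the 6 fits), with DESeq2 and in the joint fit of 78 libraries. Aco004091 lost its call at leaf base 6 h without control replicate 3 (log2 fold change -1.78). Aco014723 lost its call at apex 6 h without control replicate 1 (log2 fold change -2.81).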

Three trehalose-6-phosphate phosphatases were differentially regulated; Aco001192 was up-regulated at the apex on day 3, Aco004091 was down-regulated at the apex on day 3; Aco011727 and Aco014723 were down-regulated at the base of the leaf at 6 h.

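Aco002643, a glucan endo-1,3-beta-glucosidase gene on linkage group 6 from 10141670 to 10147004, was up-regulated on days 1, 2, 3, 6 and 8 (log2 fold changes 1.00, 2.51, 2.35, 1.99 and 1.22) at the apex, and up-regulated at 6 h (log2 fold change 2.86) and down-regulated on day 1 (log2 fold change -1.72) at the leaf base. Aco002643 had standard errors of 0.19 to 0.45 and adjusted p-values of 4.45e-09 to 0.0164 over these calls (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Aco002643 lost its call at apex day 1 without control replicate 2 or control replicate 3 or ethephon replicate 3 (log2 fold changes of 0.79 to 1.18 over the 6 fits), with edgeR's exact test, with DESeq2, with RLE normalization and in the joint fit of 78 libraries.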

The expression of the callose-degrading enzyme, glucan endo-1,3-beta-glucosidase 10 (Aco002643) was up-regulated at 6 h and then down-regulated on day 1 at the base of the leaf, while up-regulated at the apex on days 2 and 3, and 6 and 8.

Different alleles of monosaccharide transporter (MST) symporters showed variable patterns. Two MSTs, Aco003836, were up-regulated in the leaf base on days 1, 3 and 4, and up-regulated at the apex on days 2, 3 and 6; Aco10302 was down-regulated in the leaf base at 6 h, and up-regulated in the apex on days 2, 3 and 4; Aco008059 was down-regulated in the apex on day 3. 

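Aco003836, a monosaccharide transporter gene on linkage group 15 from 3487908 to 3489936, was up-regulated on days 2, 3, 5 and 6 (log2 fold changes 2.46, 2.16, 1.15 and 1.29) at the apex, and up-regulated at 6 h and on day 4 (log2 fold changes 2.11 and 1.21) at the leaf base. Aco010302, a monosaccharide transporter gene on linkage group 25 from 2213625 to 2216531, was up-regulated on days 2, 3, 4, 5 and 8 (log2 fold changes 2.17, 1.74, 1.49, 1.05 and 1.34) at the apex, and down-regulated at 6 h (log2 fold change -2.72) at the leaf base. Aco008059, a monosaccharide transporter gene on linkage group 21 from 8338380 to 8344303, was down-regulated on days 3 and 8 (log2 fold changes -2.23 and -1.34) at the apex. Aco003836, Aco010302 and Aco008059 had standard errors of 0.14 to 0.46 and adjusted p-values of 8.59e-11 to 0.0143 over these calls (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Aco003836 was not DE at the leaf base on days 1 and 3, with log2 fold changes of -0.80 and 0.49. Aco003836 lost its call at apex day 5 without control replicate 1 or control replicate 2 or ethephon replicate 2 (log2 fold changes of 0.86 to 1.29 over the 6 fits), and at leaf base day 4 without control replicate 2 or ethephon replicate 1 or ethephon replicate 2 (log2 fold changes of 0.98 to 1.43 over the 6 fits). Aco010302 lost its call at apex day 5 without control replicate 1 (log2 fold change 0.91).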

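Aco014404, a solute carrier gene on linkage group 7 from 14591684 to 14593303, was up-regulated on day 3 (log2 fold change 1.05) and down-regulated at 6 h (log2 fold change -2.08) at the apex, and up-regulated at 6 h and on day 3 (log2 fold changes 2.29 and 1.52) at the leaf base. Aco014404 had standard errors of 0.19 to 0.47 and adjusted p-values of 5.04e-05 to 0.00782 over these calls (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Aco014404 lost its call at apex day 3 without control replicate 1 or control replicate 3 (log2 fold changes of 0.95 to 1.25 over the 6 fits), and at leaf base 6 h with DESeq2.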

The other solute carrier Aco014404 was negatively regulated at the apex and the leaf base was positively regulated at 6 h. 

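Aco011302, a bidirectional sugar transporter gene on linkage group 1 from 12586879 to 12591888, was down-regulated on days 3, 5 and 8 (log2 fold changes -2.67, -1.02 and -1.06) at the apex. Aco005793, a bidirectional sugar transporter gene on linkage group 11 from 12923783 to 12925798, was up-regulated on days 3, 5, 6 and 8 (log2 fold changes 2.13, 1.97, 2.05 and 2.02) at the apex, and down-regulated on days 1 and 2 (log2 fold changes -1.30 and -1.48) at the leaf base. Aco011302 and Aco005793 had standard errors of 0.18 to 0.55 and adjusted p-values of 1.2e-09 to 0.0289 over these calls (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Aco011302 lost its call at apex day 5 without control replicate 2 or control replicate 3 or ethephon replicate 1 (log2 fold changes of -1.24 to -0.85 over the 6 fits), and at apex day 8 without control replicate 3 or ethephon replicate 1 (log2 fold changes of -1.31 to -0.74 over the 6 fits). Aco005793 lost its call at apex day 6 in the joint fit with lane, and at leaf base day 1 without control replicate 3 or ethephon replicate 2 or ethephon replicate 3 (log2 fold changes of -1.49 to -1.11 over the 6 fits) and with genes under 1 CPM left out. Aco005793 also lost it at leaf base day 2 without control replicate 2 or ethephon replicate 1 or ethephon replicate 3 (log2 fold changes of -1.76 to -1.27 over the 6 fits).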

The bidirectional sugar transporter (Aco011302) was down-regulated on days 3 and 5 at the apex, while Aco005793 was down-regulated in the leaf on day 2, and up-regulated in the apex on days 3, 6 and 8.

***Ovate and Light-Dependent Short Hypocotyl Gene Expression***

Four Ovate genes in pineapple were up-regulated at different sampling times after ethylene treatment. Ovate modulates the shape of the tomato and may act as transcription repressors in other systems. 

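Aco011137, an OVATE gene on linkage group 4 from 13430126 to 13430992, was up-regulated at 6 h and on day 2 (log2 fold changes 2.37 and 1.67) and down-regulated on days 3, 5, 6 and 8 (log2 fold changes -1.99, -1.96, -1.39 and -3.40) at the apex, and up-regulated on day 1 (log2 fold change 1.08) and down-regulated at 6 h and on day 3 (log2 fold changes -2.23 and -1.95) at the leaf base. Aco011137 had standard errors of 0.17 to 0.55 and adjusted p-values of 1.53e-16 to 0.0392 over these calls (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Aco011137 lost its call at apex 6 h without ethephon replicate 2 (log2 fold change 1.77), and at apex day 6 in the joint fit with lane. Aco011137 also lost it at leaf base day 1 without control replicate 3 or ethephon replicate 1 or ethephon replicate 3 (log2 fold changes of 0.90 to 1.30 over the 6 fits), with genes under 1 CPM left out, in the joint fit of 78 libraries and in the joint fit with lane, and at leaf base day 3 without control replicate 2 or ethephon replicate 3 (log2 fold changes of -2.35 to -1.61 over the 6 fits).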

Ovate (Aco011137) was up-regulated at the apex and down-regulated in the leaf 6 hours after treatment and down-regulated on days 6 and 8 days at the apex. The other three Ovate genes (Aco016755; Aco018275; Aco029040) were all up-regulated from day 1 to day 4 at the apex, and days 3 and 4 in the leaf, although Aco018275 was only up-regulated at the apex, while Aco029040 on days 1 to 3 at the apex.

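Aco016755, an OVATE gene on linkage group 17 from 633232 to 633786, was up-regulated on days 1, 2 and 3 (log2 fold changes 1.87, 1.47 and 1.37) at the apex, and up-regulated on day 4 (log2 fold change 1.55) at the leaf base. Aco018275, an OVATE gene on linkage group 1 from 14668749 to 14669390, was up-regulated on days 1, 3, 4 and 6 (log2 fold changes 1.79, 2.33, 1.23 and 1.09) and on day 2 (at least 8.16-fold higher) at the apex, and up-regulated at 6 h (at least 1.61-fold higher) at the leaf base. Aco029040, an OVATE gene on an unplaced scaffold from 61253 to 62293, was up-regulated on days 1, 2, 3 and 5 (log2 fold changes 2.15, 2.18, 1.66 and 1.04) at the apex. Aco016755, Aco018275 and Aco029040 had standard errors of 0.24 to 0.57 and adjusted p-values of 2.74e-07 to 0.0218 over these calls (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Aco016755 had log2 fold changes of -0.49 at the apex on day 4 and 0.91 at the leaf base on day 3, and was DE at neither. Aco016755 lost its call at leaf base day 4 without control replicate 2 or ethephon replicate 2 or ethephon replicate 3 (log2 fold changes of 1.20 to 1.81 over the 6 fits). Aco016755 became DE at leaf base day 3 without ethephon replicate 3 (log2 fold change 1.17). Aco018275 lost its call at apex day 1 without control replicate 3 or ethephon replicate 2 (log2 fold changes of 1.53 to 2.02 over the 6 fits) and with DESeq2, and at apex day 4 without control replicate 1 (log2 fold change 0.88). Aco018275 also lost it at apex day 6 without control replicate 2 or ethephon replicate 2 (log2 fold changes of 0.90 to 1.29 over the 6 fits) and in the joint fit with lane, and at leaf base 6 h without control replicate 1 or control replicate 3 or ethephon replicate 1 and with DESeq2. Aco029040 lost its call at apex day 5 without control replicate 1 or control replicate 2 or ethephon replicate 2 or ethephon replicate 3 (log2 fold changes of 0.91 to 1.21 over the 6 fits).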

Two light-dependent short hypocotyl genes (Ac008960; Aco031856), involved in plant morphogenesis such as seedling stage, were both up-regulated at the apex on day 1 and in the leaf 6 hours after treatment and in both tissues from day 2 to 4.

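Aco008960, a light-dependent short hypocotyl gene on linkage group 9 from 12472526 to 12473688, was up-regulated on days 1, 2, 3, 4, 5 and 6 (log2 fold changes 1.27, 2.52, 2.58, 1.12, 1.37 and 1.55) at the apex, and up-regulated at 6 h and on day 4 (log2 fold changes 1.28 and 1.03) at the leaf base. Aco031856, a light-dependent short hypocotyl gene on an unplaced scaffold from 152 to 1126, was up-regulated on days 1, 2, 3, 4 and 6 (log2 fold changes 1.45, 1.18, 1.6, 1.77 and 1.6) at the apex. Aco008960 and Aco031856 had standard errors of 0.16 to 0.47 and adjusted p-values of 2.01e-08 to 0.0237 over these calls (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Aco031856 was not DE at the leaf base, with adjusted p-values of at least 0.0926 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Aco008960 had leaf base log2 fold changes of 0.08 on day 2 and 0.89 on day 3, and was DE on neither day. Aco008960 at leaf base day 2 changed direction with the library left out, its log2 fold change going from -0.17 (without control replicate 1) to 0.28 (without ethephon replicate 2). Aco008960 lost its call at apex day 1 without ethephon replicate 2 (log2 fold change 0.98), and at apex day 4 without control replicate 1 or ethephon replicate 3 (log2 fold changes of 0.86 to 1.32 over the 6 fits). Aco008960 also lost it at leaf base 6 h without control replicate 2 or control replicate 3 (log2 fold changes of 0.91 to 1.58 over the 6 fits), and at leaf base day 4 without control replicate 1 or control replicate 2 or ethephon replicate 1 or ethephon replicate 2 (log2 fold changes of 0.80 to 1.30 over the 6 fits) and in the joint fit of 78 libraries. Aco008960 became DE at leaf base day 3 without control replicate 1 or ethephon replicate 3 (log2 fold changes of 0.65 to 1.05 over the 6 fits). Aco031856 lost its call at apex day 1 without control replicate 3 (log2 fold change 1.11), and at apex day 2 without control replicate 1 or control replicate 3 or ethephon replicate 1 (log2 fold changes of 0.73 to 1.64 over the 6 fits). Aco031856 also lost it at apex day 3 without control replicate 1 (log2 fold change 1.18), and at apex day 6 in the joint fit with lane.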

***Protein Turnover and Interactions***

Five RING/U and -H2 finger genes (Aco009665; Aco012901; Aco018868; Aco022305; Aco026964) associated with protein ubiquitination and an acceptor of RAB in the secretory and endocytic trafficking gene (Aco001601) showed a cluster of similar upregulation in the first three days after ethylene treatment, two were upregulated from very low expression levels in untreated control samples within 6 hours of treatment (Aco018868; Ac022305). 

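Aco012901, a RING finger gene on linkage group 3 from 15612649 to 15613707, was up-regulated on days 3 and 5 (log2 fold changes 2.13 and 1.72) and on days 1 and 2 (at least 1.8-fold and 3.43-fold higher) at the apex. Aco018868, a RING finger gene on linkage group 8 from 13138390 to 13139410, was up-regulated on days 2 and 3 (log2 fold changes 2.24 and 1.92) and down-regulated on day 8 (log2 fold change -1.14) at the apex. Aco022305, a RING finger gene on linkage group 8 from 12746853 to 12748016, was up-regulated on days 1 and 2 (log2 fold changes 2.55 and 2.36) at the apex, and down-regulated at 6 h (at least 4.04-fold lower) at the leaf base. Aco026964, a RING finger gene on linkage group 11 from 7592481 to 7593710, was up-regulated on days 2 and 3 (at least 1.37-fold and 1.54-fold higher) and on day 1 (with a lower bound on the fold under 1) at the apex. Aco001601, a RAB acceptor gene on linkage group 18 from 9398348 to 9399016, was up-regulated on days 1, 2, 3, 5 and 6 (log2 fold changes 2.15, 2.67, 1.14, 1.15 and 1.25) at the apex, and up-regulated on day 4 (log2 fold change 1.14) at the leaf base. Aco012901, Aco018868, Aco022305, Aco026964 and Aco001601 had standard errors of 0.14 to 0.55 and adjusted p-values of 3.8e-11 to 0.0481 over these calls (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Aco009665, a RING finger gene on linkage group 1 from 557024 to 564285, was not DE in any of the 13 comparisons, with a lowest adjusted p of 0.0106 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and a largest log2 fold change in size of 1.07 at leaf base day 2. At the apex at 6 h, Aco018868 had a log2 fold change of 1.77 (standard error 0.69, adjusted p = 0.183, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and Aco022305, with 3 counts or fewer in every library of 1 group, an adjusted p of 0.495 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Aco012901 lost its call at apex day 1 without control replicate 2, and at apex day 5 without control replicate 1 or control replicate 2 or control replicate 3 or ethephon replicate 2 or ethephon replicate 3 (log2 fold changes of 1.57 to 1.87 over the 6 fits) and with DESeq2. Aco018868 lost its call at apex day 8 without ethephon replicate 3 (log2 fold change -1.0). Aco018868 became DE at apex 6 h in the joint fit of 78 libraries. Aco026964 lost its call at apex day 1 without control replicate 1 or control replicate 2 or control replicate 3 or ethephon replicate 1 or ethephon replicate 3, and at apex day 2 without control replicate 1 or control replicate 3 or ethephon replicate 2 and with DESeq2. Aco026964 also lost it at apex day 3 without control replicate 1 or control replicate 3 or ethephon replicate 1, with DESeq2 and with genes under 1 CPM left out. Aco001601 lost its call at apex day 3 without control replicate 1 or control replicate 2 (log2 fold changes of 0.91 to 1.59 over the 6 fits), and at leaf base day 4 without control replicate 2 or ethephon replicate 2 (log2 fold changes of 0.94 to 1.31 over the 6 fits). Aco009665 became DE at leaf base day 2 in the joint fit of 78 libraries.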

A RING finger protein (Aco010501) had lower expression in subsequent samplings (6 and 8 days). 

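Aco010501, a RING finger gene on linkage group 7 from 13405739 to 13409134, was down-regulated on day 6 (at least 2.6-fold lower) at the apex, and up-regulated at 6 h (at least 1.33-fold higher) at the leaf base. Aco010501 had adjusted p-values of 0.00848 to 0.0229 over these calls (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Aco010501 lost its call at apex day 6 without control replicate 2 or control replicate 3 or ethephon replicate 1 or ethephon replicate 3 and in the joint fit with lane.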

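Aco018361, a BTB/POZ domain gene on linkage group 7 from 11839306 to 11845641, was down-regulated at 6 h and on day 2 (log2 fold changes -1.43 and -1.75) at the apex, and up-regulated on day 3 (log2 fold change 1.06) at the leaf base. Aco018361 had standard errors of 0.15 to 0.28 and adjusted p-values of 1.96e-06 to 0.00343 over these calls (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). From day 3 to day 8, its apex log2 fold changes lay between -0.78 on day 4 and 0.32 on day 8, and it was not DE. Aco018361 lost its call at leaf base day 3 without control replicate 3 or ethephon replicate 2 (log2 fold changes of 0.95 to 1.26 over the 6 fits).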

A protein in the BTB / POZ domain (Aco018361) that mediated transcriptional repression and interacts with histone deacetylase decreased in 6 h at the apex and remained lower than the control until day 8.

**Network and Temporal Analysis**

The central nodes in the first module of the zero-day sampling taken 6 hours after ethephon treatment (Supplementary Figure SF5) include several unknowns (Aco002616; Aco008737; Aco014170; Aco016785; Aco022058; Aco023348). A principal node included an GA 2-oxidase involved in GA degradation (Aco002580), leucine-rich repeat protein kinase (Aco021558), a RING/U finger genes involved in protein turnover (Aco018868), sucrose phosphate synthase (Aco017378), a cytoskeleton-related formin (Aco004882) and an abundance of late embryogenesis proteins (LEA5) (Aco002475). Furthermore, several TFs are involved in this network; Ethylene responsive transcription factor 3 (Aco004208), two WRKY DNA binding proteins 51 and 74 (Aco005719; Aco005240), GRAS family transcription factor (Aco012050), bHLH DNA binding protein (Aco016415), a MYB domain protein (Ac0031816), GATA transcription factor (Aco009467) and a MADS box transcription factor (Aco019039).

When plants were treated with ethylene, there was a clear response relative to the control. Not unexpectedly, the transcriptional networks that were activated directly after treatment (6 hours) contained transcription factors and ethylene response genes (Supplemental Figure SF1, SF4). These genes started a cascade that could lead to floral induction. On the contrary, at the control apex, there was fewer transcription factors and networked genes, in general (Supplemental Table ST5). These networks of response genes become less pronounced in the latter sampling, clearly showing that the cascade of effects occurs very rapidly after initiation.

The GWENA coexpression analysis found a similar number of genes as in previous studies in different systems. However, care must be taken in overinterpreting the biological meaning of the coexpression, as the main objective of this analysis was to identify potential targets for future analysis. We found key pathways that contain important genes that are expressed together at key time points after floral initiation, which coincided with differential expression analysis. Furthermore, in general, less than 25% of the genes in the GWENA coexpression group were differentially expressed (Supplementary Table ST5). The highest percentage found in any coexpression group was 51% in a group of 29 members.

**Discussion**

A surprising observation was the up-regulation of four OVATE genes at the pineapple apex at different stages. An OVATE gene (Aco011137) was up-regulated at the apex and down-regulated at the leaf base at 6 hours and down-regulated at 6 and 8 days. OVATE genes with a conserved domain, initially described in controlling tomato shape (Liu *et al.*, 2002), act as transcription repressors in many aspects of plant growth and development (Wang *et al.*, 2016) and the expression of target genes. One such case is Gibberellin 20 oxidase (GA20ox) (Wang *et al.*, 2007), although this GA20ox gene was not differentially expressed at the apex of the pineapple. In addition to its response in tomato shape. Liu *et al.* (2002) noted abnormalities such as reduced floral organ size, dwarf plants, and changes in leaf morphology. Ovate expression is found in all tissues and organs in tomato, rice, and Arabidopsis (Schmitz *et al.*, 2015; Wang *et al.*, 2011) and in rice especially during seed development (Yu *et al.*, 2015). The role of light-dependent short hypocotyl genes (Aco008960; Aco031856) was up-regulated at the apex and leaf base from day 1 to day 4. Some of these light-dependent short hypocotyl genes are involved in organ boundary determination (Cho and Zambryski, 2011; Lee *et al.*, 2020; Takeda *et al.*, 2011) that would be required in the vegetative to floral transition.

Meristem fate is determined by many interacting pathways (Claeys *et al.*, 2019; Tanaka *et al.*, 2013). One of these pathways involves trehalose 6-phosphate phosphatases (Claeys *et al.*, 2019). In pineapple, trehalose 6-phosphate phosphatase (Aco001192) was up-regulated at the apex on day 3 while another allele (Aco004091) was down-regulated. Trehalose 6-phosphate phosphatases are correlated with sucrose levels and, therefore, may be required to ensure adequate levels for changes in tissue and development stage (Figueroa and Lunn, 2016). However, at the apex of pineapple, the sugar metabolic pathways and sugar transporters did not show a relationship with the vegetative to flowering meristem transition.

**References Cited**

**Cho E, Zambryski PC**. 2011. *ORGAN BOUNDARY1* defines a gene expressed at the junction between the shoot apical meristem and lateral organs. Proceedings of the National Academy of Sciences **108**, 2154-2159.

**Claeys H, Vi SL, Xu X, Satoh-Nagasawa N, Eveland AL, Goldshmidt A, Feil R, Beggs GA, Sakai H, Brennan RG, Lunn JE, Jackson D**. 2019. Control of meristem determinacy by trehalose 6-phosphate phosphatases is uncoupled from enzymatic activity. Nature Plants **5**, 352-357.

**Figueroa CM, Lunn JE**. 2016. A Tale of Two Sugars: Trehalose 6-Phosphate and Sucrose. Plant Physiology **172**, 7-27.

**Lee M, Dong X, Song H, Yang JY, Kim S, Hur Y**. 2020. Molecular characterization of *Arabidopsis thaliana* LSH1 and LSH2 genes. Genes & Genomics **42**, 1151-1162.

**Liu J, Van Eck J, Cong B, Tanksley SD**. 2002. A new class of regulatory genes underlying the cause of pear-shaped tomato fruit. Proceedings of the National Academy of Sciences **99**, 13302-13306.

**Schmitz AJ, Begcy K, Sarath G, Walia H**. 2015. Rice Ovate Family Protein 2 (OFP2) alters hormonal homeostasis and vasculature development. Plant Science **241**, 177-188.

**Takeda S, Hanano K, Kariya A, Shimizu S, Zhao L, Matsui M, Tasaka M, Aida M**. 2011. CUP-SHAPED COTYLEDON1 transcription factor activates the expression of LSH4 and LSH3, two members of the ALOG gene family, in shoot organ boundary cells. The Plant Journal **66**, 1066-1077.

**Tanaka W, Pautler M, Jackson D, Hirano H-Y**. 2013. Grass Meristems II: Inflorescence Architecture, Flower Development and Meristem Fate. Plant and Cell Physiology **54**, 313-324.

**Wang S, Chang Y, Ellis B**. 2016. Overview of OVATE FAMILY PROTEINS, A Novel Class of Plant-Specific Growth Regulators. Frontiers in Plant Science **7,** 417

**Wang S, Chang Y, Guo J, Chen J-G**. 2007. Arabidopsis Ovate Family Protein 1 is a transcriptional repressor that suppresses cell elongation. The Plant Journal **50**, 858-872.

**Wang S, Chang Y, Guo J, Zeng Q, Ellis BE, Chen J-G**. 2011. Arabidopsis Ovate Family Proteins, a Novel Transcriptional Repressor Family, Control Multiple Aspects of Plant Growth and Development. PLOS ONE **6**, e23896.

**Yu H, Jiang W, Liu Q, Zhang H, Piao M, Chen Z, Bian M**. 2015. Expression Pattern and Subcellular Localization of the Ovate Protein Family in Rice. PLOS ONE **10**, e0118966.

# Supplementary material for: Differential gene expression during floral transition in pineapple
**Source:** Plant Direct. 2023 Nov 14;7(11):e541. doi: 10.1002/pld3.541

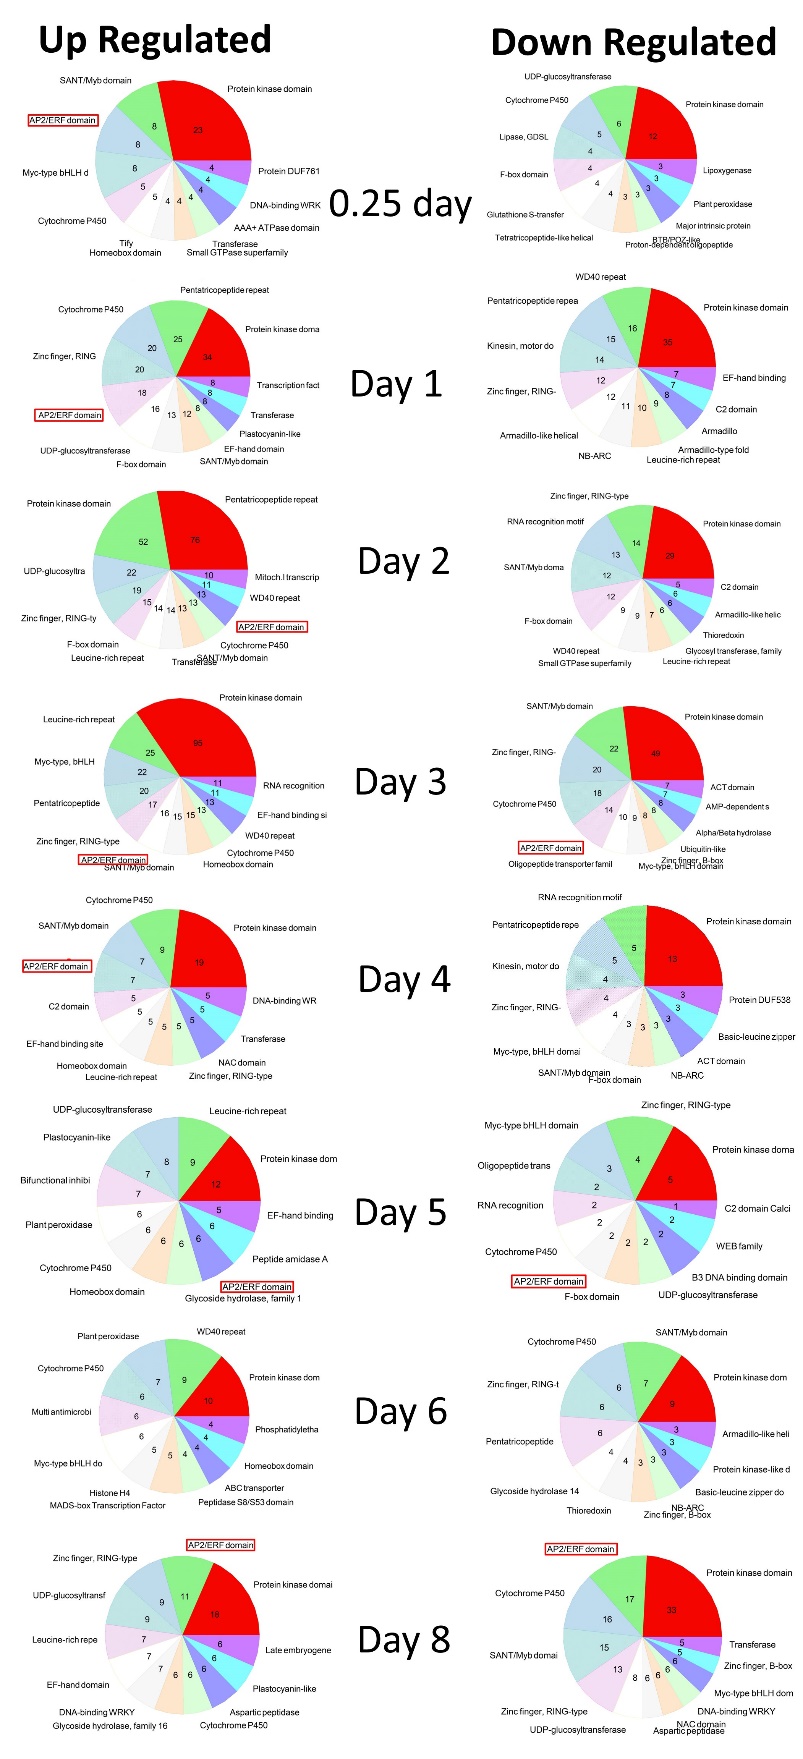
**Supplementary Figure SF1.** InterPro domain motifs of the top twelve up and down-regulated differentially expressed genes. The AP2-ERTF genes in the individual Pie Charts are boxed in a red rectangle. The number in each pie slice are the number of genes that were differential expressed at that sampling. Full data available in Supplementary Table ST2.

**Supplementary Figure SF2.** **Pineapple flowering transcriptome library quality A. Total number of r**eads, B. Normalized Log_2_ counts per million, and C. Assignment of total reads as percent of total from control and treated apex and leaf bases at different sampling times**.**

**
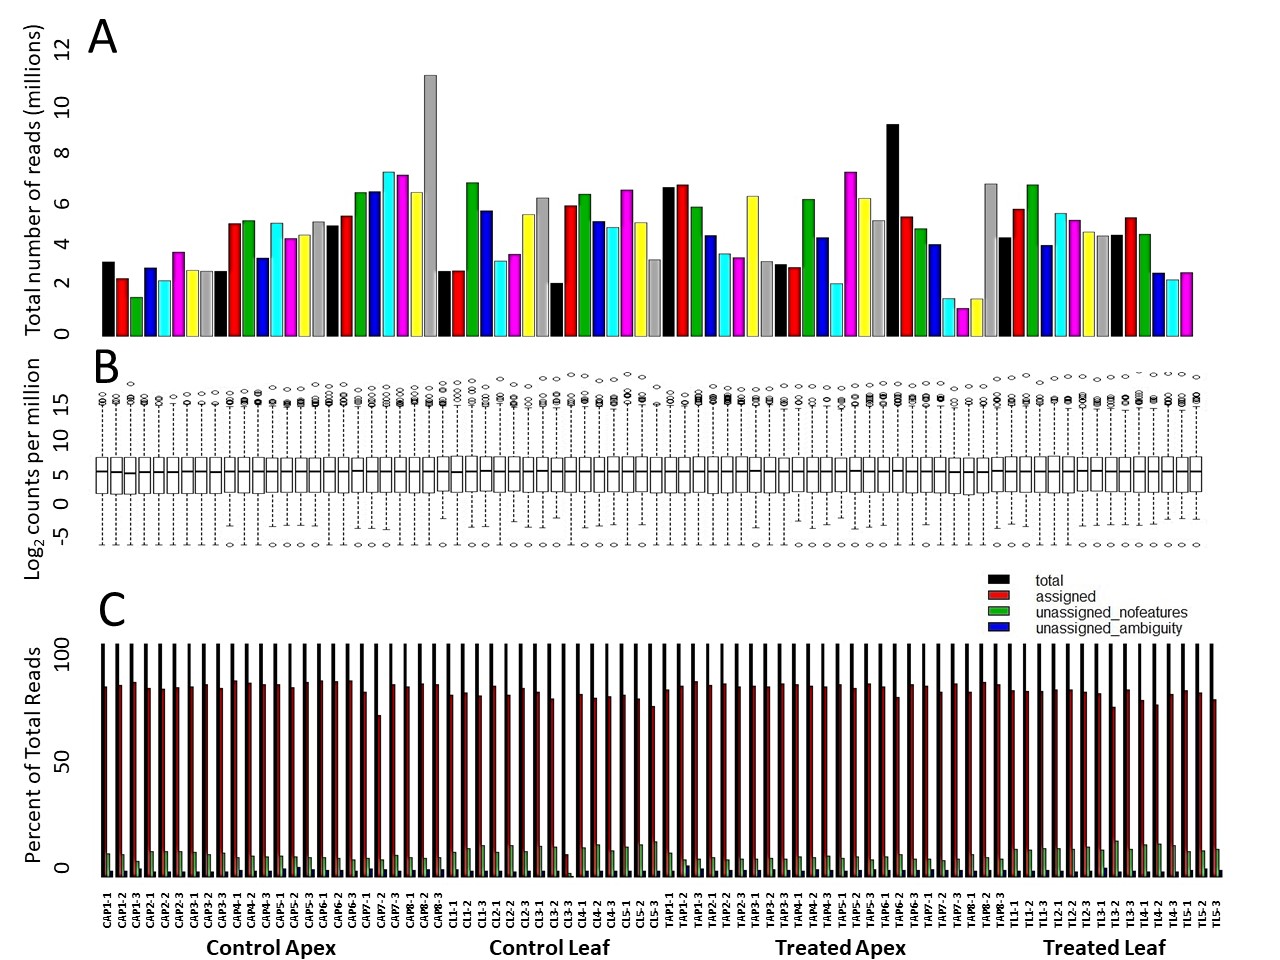
**

**Supplementary Figure SF3.** Feature map of the predicted DNA-binding sites. DNA motifs were grouped based on their Pfam domains. The x-axis corresponds to upstream length [-1500 bp, +200 bp] around the TSS. The y-axis corresponds to the density of captured sites with P-value <10 e−4. Black dots correspond the occurrence of each captured site.

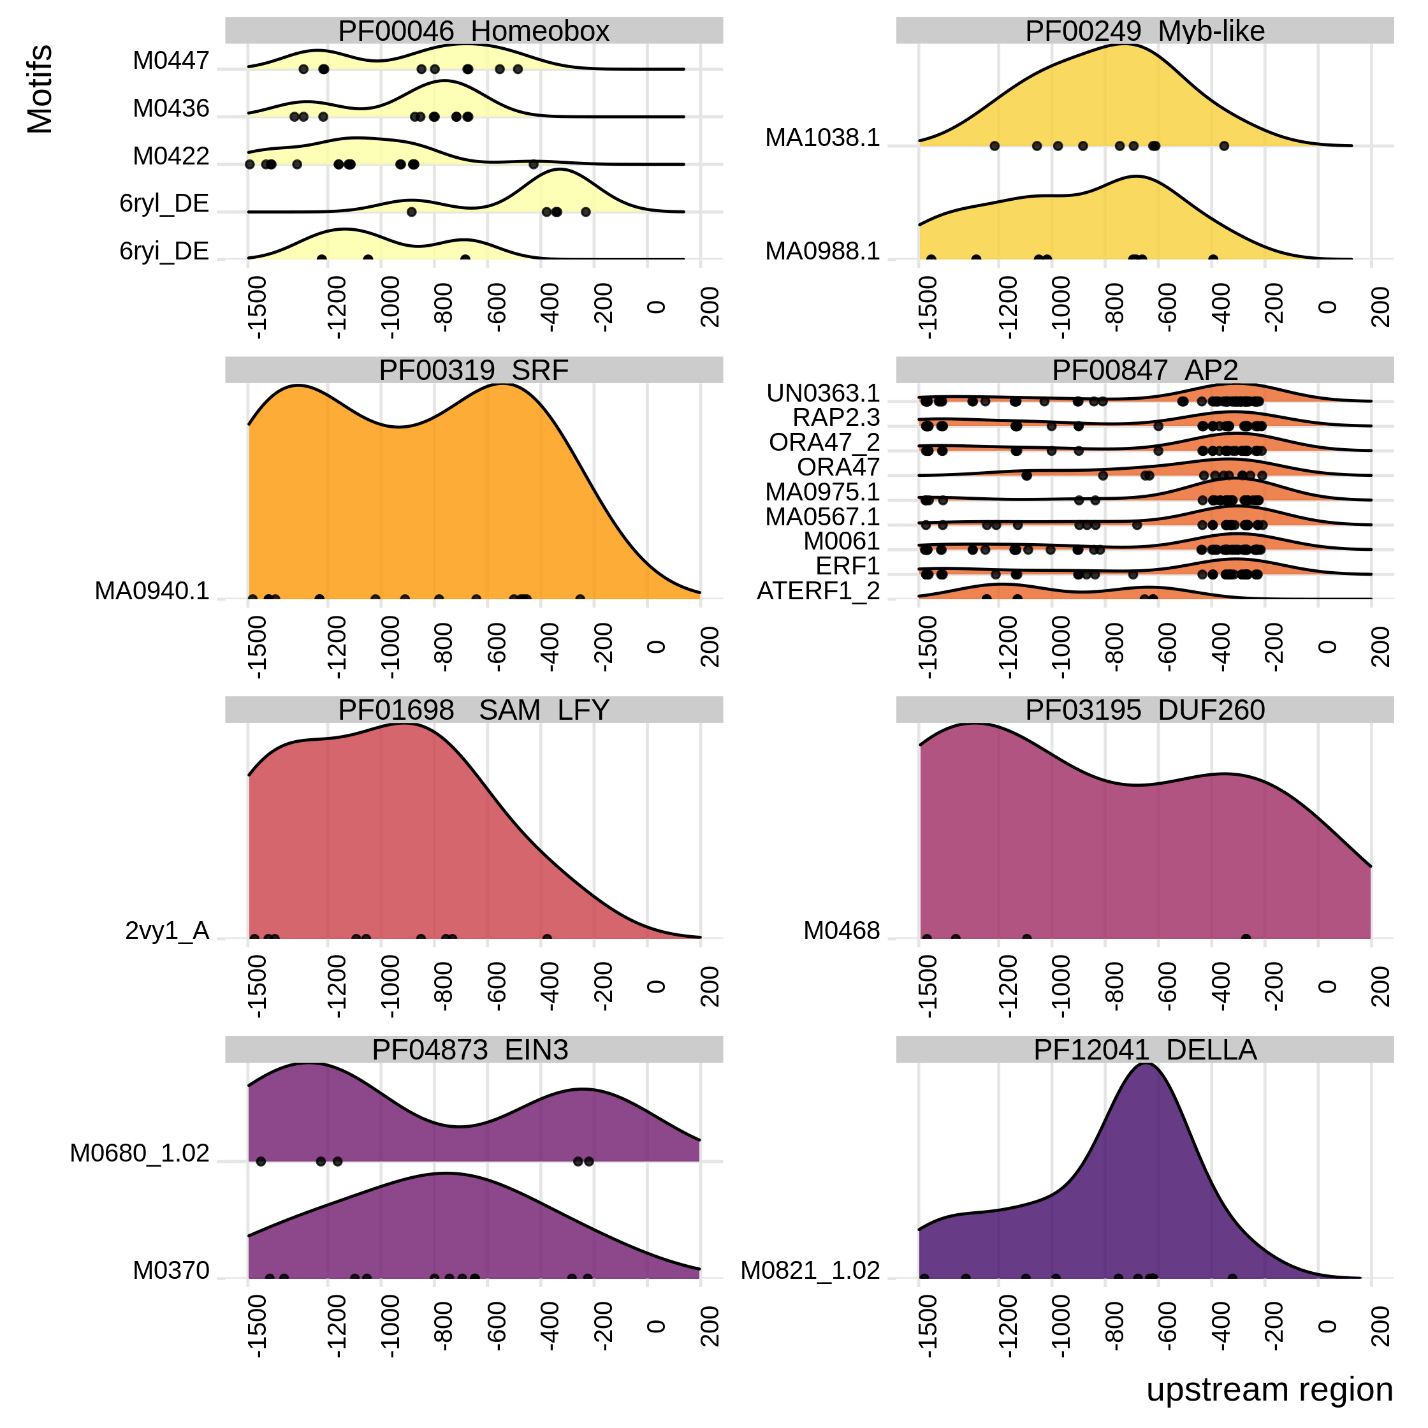

**Supplementary Figure SF4**. Expression patterns of target genes in broad categories with cis-domains to the transcription factors given in Figure 9 following ethephon treatment in the apex and leaf base.

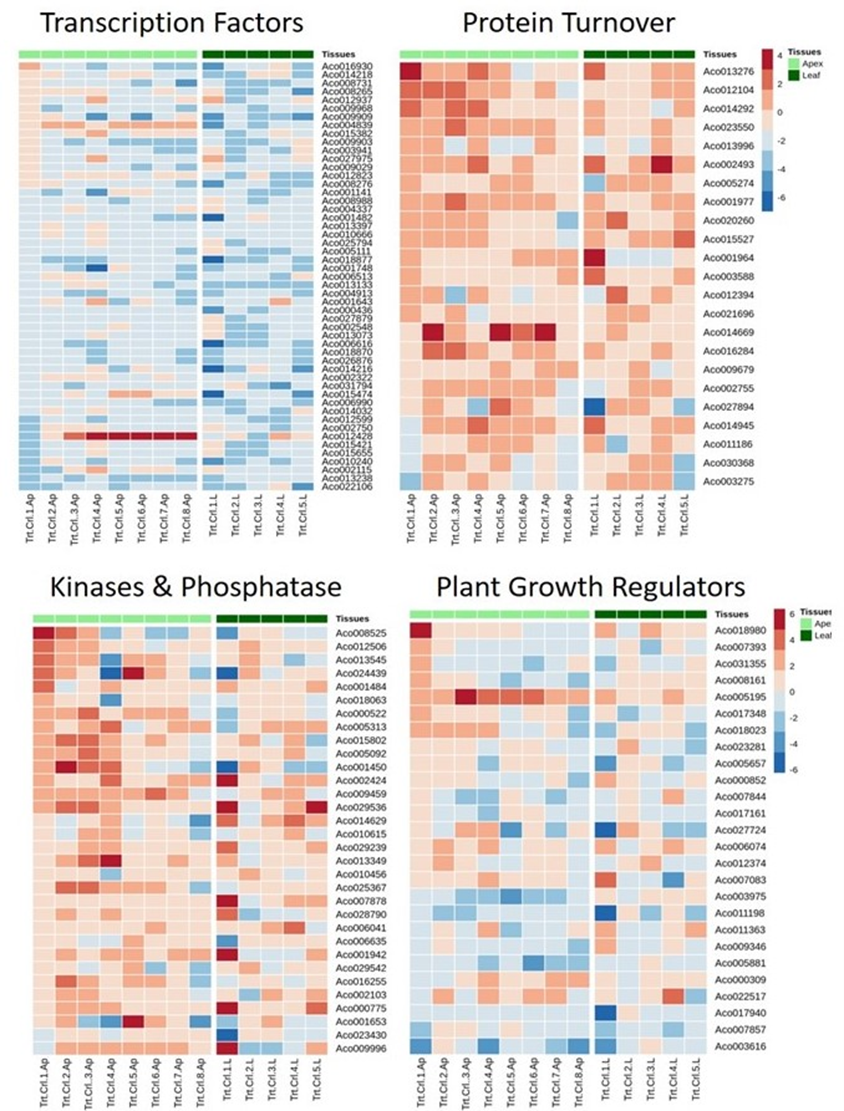

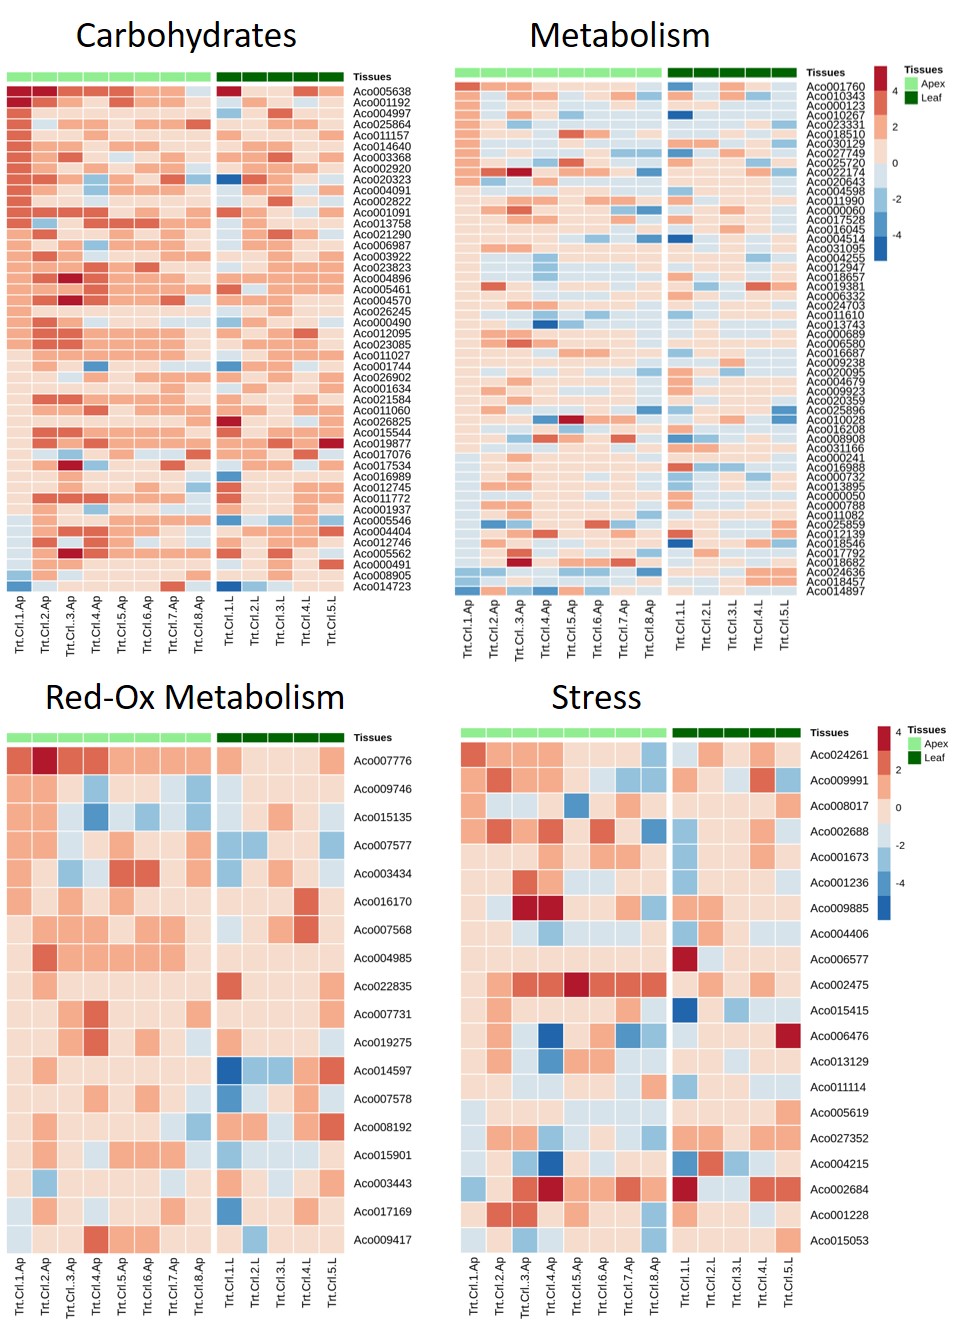

**Supplementary Figure SF5.** Gene expression network (GWENA) for treated apex at the same first sampling 6 hr after ethylene treatment. Ethylene responsive transcription factors were in all cluster except #4 and #14.

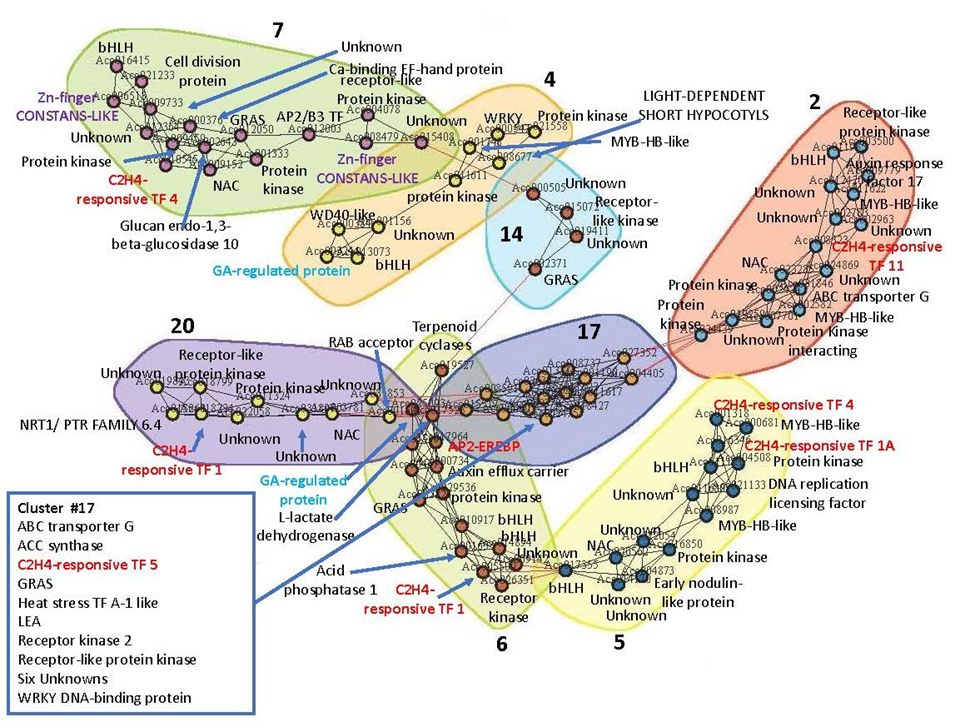

**Supplement:** Supplementary file 3 — Figure S1. InterPro domain motifs of the top twelve up‐ and down‐regulated differentially expressed genes. The AP2‐ERTF genes in the individual Pie Charts are boxed in a red rectangle. The number in each pie slice are the number of genes that were DE at that sampling. The complete list of InterPro domains and GO differentially expressed are found in Supplementary Table ST2. Figure S2. Pineapple flowering transcriptome library quality. A. Total number of reads, B. Normalized Log2 counts per million, and C. Assignment of total reads as percent of total from control and treated apex and leaf bases at different sampling times. Figure S3. Feature map of the predicted DNA‐binding sites. DNA motifs were grouped based on their Pfam domains. The x‐axis corresponds to upstream length [−1,500 bp, +200 bp] around the TSS. The y‐axis corresponds to the density of captured sites with P‐value <10 e−4. Black dots correspond the occurrence of each captured site. Figure S4. Expression patterns of target genes in broad categories with cis‐domains to the transcription factors given in Figure 9 following ethephon treatment in the apex and leaf base. Figure S5. Gene expression network (GWENA) for treated apex at the same first sampling 6 hr after ethylene treatment. Ethylene responsive transcription factors were in all cluster except #4 and #14.

How the deposited data were processed for this re-analysis (not part of the article)

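RNA was sequenced from pineapple plants injected with ethephon or with water. The processed data analysed here are 78 libraries in 26 conditions with 3 replicates each: the apex at 6 h, daily from day 1 to day 6 and on day 8, and the leaf base at 6 h and daily from day 1 to day 4, each with ethephon and with water. A replicate is a pool of 3 plants. The labels number the samplings from 1 to 8 at the apex and from 1 to 5 at the leaf base, and the times in the Results of the paper were used for them. Tissue, treatment, sampling and replicate of each library were taken from its label alone.

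The authors trimmed the reads with Trimmomatic, aligned them with Hisat2 and deposited, per library, the count of reads per gene from featureCounts. Pairs were counted without regard to strand, although the library kit keeps it, and reads with several positions were counted too, so that a gene with a near-identical copy, an overlapping gene or an antisense gene can hold counts of another. The files list 27024 genes, of which 3167 have exons that overlap another gene and 2554 have no count in any library. All values given are computed from these deposited counts. The total per library was 1418697 to 13180667 (median 5364715), with 1989688 to 13180667 (median 5367939) for water-control apices, 1418697 to 10713172 (median 5056123) for ethephon-treated apices, 2690517 to 7763954 (median 5818854) for water-control leaf bases and 2868538 to 7698093 (median 5165794) for ethephon-treated leaf bases.

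For each of the 13 comparisons of ethephon with water control, the 6 libraries of that tissue and sampling were fitted with edgeR 4.0.16 in R 4.3.3 (TMM normalization, quasi-likelihood test), with all genes that had at least 1 count. A gene was called DE at an adjusted p under 0.05 (Benjamini-Hochberg within the comparison) and a change of at least 2-fold. The difference between the tissues in the ethephon effect was tested as an interaction over the 12 libraries of a sampling, with the same limits. In addition, 3 pairs of water-control apex samplings were compared in the same way as a check of the sequencing lane. Expression levels are log2 CPM with TMM factors over all libraries and a prior count of 0.25, as mean and SD of 3 libraries. Where no library of a group held more than 3 counts, the fold against it is given as a lower bound, and no fold is given where this holds for both groups. The bound takes the mean of the other group and leaves out the spread of its libraries. With 3 libraries in each group, an exact test of 1 comparison cannot give a p under 0.1, and groups that do not overlap arise by chance in 10% of genes.

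The tests were tested on simulated data, with counts drawn from the means and library sizes of the real libraries and 200 genes changed. All genes had the same simulated spread, there was no lane effect, and only genes above a minimum count were changed. The rates that follow are therefore not error rates of the real comparisons. The quasi-likelihood test called 75, 75 and 79.5% of the changed genes for the apex at 6 h, the apex on day 8 and the leaf base at 6 h, with 5.66, 5.06 and 2.45% of the calls false. The interaction test, simulated for 6 h only, called 57% of the changed genes, with 2.56% of the calls false. The tables were written with data.table 1.17.8 and limma 3.58.1 was loaded by edgeR.

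The tests of expression, their limits and the alternatives were chosen before the data were examined. The alternatives were edgeR's exact test, DESeq2 1.42.0, RLE normalization, a filter of 1 CPM in 3 libraries, no limit on the fold change, a log2 fold change above 2, an unadjusted p, the replicate number as a replicate block, a joint fit of all libraries, the joint fit with sequencing lane, and each library left out in turn. For expression levels they were a prior count of 2, RLE factors, library size only and each library left out. Splits of the libraries of a comparison numbered 10, and 100 were drawn for each interaction.

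The genes given by name were set by a rule: every gene that the paper names in its Results, Discussion, Table 1, figures or Supplementary Results, at the tissue and samplings for which it states a direction or the absence of a change. Where its Discussion gives other samplings than its Results for a gene, those of the Results were used. For the closing section, the rule adds the genes called in the same direction in at least 7 of the 8 apex comparisons and the 5 genes with the smallest adjusted p of the tissue difference at 6 h among those called in opposite directions. Table S1 was used for the 858 genes in hand of 19824, and no overlap or enrichment was tested against its list, which was held in part only. Table S2 was not used here. No promoter sequences, metabolite data or gene coordinates from outside the deposited files were used here.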

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

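Of the tests in this part, the outcomes of the one against the water-control leaf bases of day 2 were at first written the wrong way round and were exchanged only after its result had been seen, so that it counts as a test chosen after the result, and the lane tests of the apex at 6 h and on day 1 were chosen after the results as well. The ethephon effect, the difference between ethephon-treated and water-control plants, was itself compared between the apex and the leaf base with an interaction term in edgeR's quasi-likelihood test over 12 libraries. It differed in 3757 genes at 6 h, 2259 on day 1, 2390 on day 2, 2287 on day 3 and 1682 on day 4 with an adjusted p under 0.05 (Benjamini-Hochberg) and a difference of at least 2-fold. The paper sets the lists of DE genes of the tissues side by side, and a test of the difference is not part of it. With genes under 1 CPM left out, 3698, 2212, 2366, 2218 and 1625 genes differed at these samplings, and with RLE normalization 3771, 2253, 2377, 2270 and 1684. When all 12 libraries were thinned to the smallest total among them, 3002, 1797, 1934, 1931 and 1298 of the genes were DE between the tissues again. These values argue against genes with few counts, the normalization and the depth of the libraries as the whole cause. Of 100 drawn splits of the libraries within the tissues, the real one included, 1, 2, 4, 3 and 2 gave as many genes, and the largest other split gave 3399, 2825, 3005, 2316 and 1889. The other splits with as many genes kept the apex libraries in their groups and changed the labels of leaf base libraries only, so that the apex effect stayed in the difference. On day 2, 1 of these splits left most leaf base libraries in their groups. What stays open is the sequencing lane for the apex part of days 2, 3 and 4 and for the leaf base part of days 3 and 4, where 0 lanes held libraries of both treatments and lane and ethephon cannot be told apart. As a hypothesis, the tissues may respond to ethephon with different genes.

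At 6 h, 164 genes were DE in opposite directions, 137 of them up-regulated at the apex and down-regulated at the leaf base and 27 the other way round. Across the fits without 1 library the number ranged from 112 (without control replicate 3) to 252 (without control replicate 1). Of these genes, 149 (90.9%) also differed between the water-control leaf bases of 6 h and of day 2, against 2990 (70.7%) of the other 4229 genes DE at the leaf base at 6 h (Fisher's exact test across genes, two-sided, p = 9.7e-10, with genes not being independent replicates). The 6 h water controls enter both comparisons. In 20 simulations with genes drawn independently and a day 2 group at the level of the 6 h controls, added after the overlap was seen, both gene groups were chosen anew in every draw. On average 0.145% and 0.156% of them were then DE between the drawn controls and the drawn day 2 group, and at most 1.18% and 0.45%. The gene groups were not matched for expression level or size of effect, and a deviation common to many genes of a library was not simulated. The state of the water-control leaf bases at 6 h stays a candidate explanation for the direction at the leaf base in these genes. Whether time of day, handling or a difference between plants lies behind it was not tested, and a response of opposite sign in the tissues stays open as well.

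Among the genes DE in opposite directions at 6 h, the smallest adjusted p of the tissue difference belonged to 5 genes, of which the paper's text names only Aco024439, a protein kinase gene that it gives as not DE. Their difference in log2 fold change, apex less leaf base, was Aco012680 6.99 (standard error 0.55, 1.91 at the apex and -5.09 at the leaf base), Aco010497 5.52 (standard error 0.46, 2.29 at the apex and -3.23 at the leaf base), Aco024439 7.19 (standard error 0.60, 2.37 at the apex and -4.82 at the leaf base) and Aco024341 4.46 (standard error 0.38, 1.62 at the apex and -2.85 at the leaf base). For Aco020947 it was 9.77 (standard error 0.79), a fitted value that is no bound, since no ethephon-treated leaf base held more than 3 counts. Its level there was at least 46.8-fold lower than in the water control, and its log2 fold change at the apex was 2.02. The adjusted p-values were 4.68e-08 for Aco020947 and Aco012680, 7.4e-08 for Aco010497, 7.92e-08 for Aco024439 and 8.55e-08 for Aco024341 (interaction term in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and at most 4.31e-06 for Aco020947, 4.31e-06 for Aco012680, 6.35e-06 for Aco010497, 5.9e-06 for Aco024439 and 5.9e-06 for Aco024341 over 16 alternatives. In these alternatives the difference lay between 6.62 and 7.26 for Aco012680, 5.17 and 5.96 for Aco010497, 6.77 and 8.40 for Aco024439, and 4.08 and 4.68 for Aco024341. Aco020947 was not DE at the apex without control replicate 2 (log2 fold change 1.68), without control replicate 3 (1.77) or without ethephon replicate 2 (1.66). It was also not DE there with DESeq2 (2.05) or with the filter of 1 CPM in 3 libraries (2.02). The 90.9% of opposite genes that moved between water-control leaf bases leave the explanation by the 6 h controls open for these genes too.

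In at least 7 of the 8 apex comparisons, 30 genes were DE in the same direction, 27 up-regulated and 3 down-regulated. The paper's text and tables name 9 of them, and its text does not name the other 21, of which 19 were up-regulated and 2 down-regulated. Among the 21 is Aco004873, which may be the gene that the paper prints as Aco0048773, with a digit too many. Of the 30 genes, 14 were DE at 6 h, 22 on day 1, 30 on days 2 to 6 and 24 on day 8. No gene was DE in all 8 apex comparisons, where 191 genes had an unadjusted p under 0.05. The number of genes that the paper's text does not name ranged from 15 (without control replicate 3) to 24 (without ethephon replicate 1) across the fits without 1 library. In 100 draws with independent calls per comparison, the largest number of such genes was 0. Independent calls hardly ever give such a gene, so these draws cannot decide on chance where calls of a gene depend on each other. The exons of 4 of the 30 overlap another gene, so counts shared with an overlapping gene do not account for the others. The up-regulated genes with the lowest identifiers were Aco000746 (1.44 on day 1 to 2.32 on day 2) and Aco003789 (1.03 on day 4 to 3.57 on day 3), and the down-regulated ones Aco013624 (-3.75 on day 2 to -1.30 on day 5) and Aco028427 (-2.62 on day 3 to -1.03 on day 4), given with their lowest and highest log2 fold changes among the DE samplings. These 4 genes were chosen for print after their values were seen. Aco000746 was not DE on day 8 without ethephon replicate 3 (1.17), Aco003789 not on day 4 without control replicate 3 (0.92) or ethephon replicate 3 (0.92) and not on day 5 without control replicate 3 (0.91), and Aco028427 not on day 4 without ethephon replicate 2 (-0.93) or on day 5 without control replicate 3 (-0.97). Aco013624, not DE on day 1 (-0.77), was DE there without control replicate 1 (-1.22). With lane in the joint fit, 9 of the 30 genes were not DE on day 6, against 1 in the joint fit without lane, and Aco000746 and Aco013624 were among those (1.51 and -1.53). What stays open is the lane on days 2, 3, 4 and 8, the lane on day 6 for the genes not DE with it in the model, a count shared with a near-identical gene, since reads with several positions were counted, and a lasting response of the apex to ethephon, as a hypothesis.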

How the results depend on the processing

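No alternative was added after the results were seen. Of 31 reported numbers of genes or calls, 4 stayed within 1.5 times of the reported value under every alternative run for them, namely the number of expressed genes (19559 with more than 3 libraries required), the genes whose ethephon effect differed between the tissues at 6 h and on day 2, and the genes DE between water-control apices of day 4 and day 5. With RLE normalization in place of TMM, all 30 numbers for which it was run stayed within this ratio, as did all 22 with DESeq2. The share of up-regulated genes moved by at most 2.6 percentage points between the TMM and RLE normalizations.

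A limit of 4-fold moved 22 of the 22 numbers for which it was run, and no limit moved 22 of 27. With a log2 fold change above 2, the DE genes at the apex from 6 h to day 8 numbered 260, 443, 696, 1092, 281, 306, 255 and 339, and those at the leaf base from 6 h to day 4 1972, 68, 39, 404 and 174. The genes DE in any comparison then numbered 4204, those DE in both tissues 83, 0, 5, 150 and 13 (6 h to day 4), the AP2/ERTF calls 64, the genes DE in opposite directions in the tissues at 6 h 24, and the genes DE in at least 7 apex comparisons that the paper's text does not name 2. The day 1 number of 0 in both tissues compares with 173 genes at an unadjusted p under 0.05 and a 2-fold limit. Without a limit, the apex numbers from day 1 to day 8 were 6462, 8061, 6365, 6023, 3489, 4985 and 5660, and the leaf base ones 7077 at 6 h, 793 on day 1, 3529 on day 3 and 1441 on day 4. The genes DE in any comparison then numbered 16311, and those DE in both tissues 564, 3.5e+02, 245, 1901 and 622. In opposite directions at 6 h 285 genes were DE, and in at least 7 apex comparisons 199 that the paper's text does not name. The effect differed between the tissues in 3774, 3559 and 2833 genes on days 1, 3 and 4. These changes follow from the construction of the limit.

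At an unadjusted p under 0.05, 1559 genes passed at apex 6 h, 900, 970 and 1523 at the leaf base on days 1, 2 and 4, and 665, 173, 271 and 262 in both tissues at 6 h and on days 1, 2 and 4. Opposite directions at 6 h were then found for 295 genes. The leaf base number on day 1 was 239 with genes under 1 CPM left out, which tests fewer genes. On day 2 it was 521 with edgeR's exact test, 553 in the joint fit of all 78 libraries and 509 in the joint fit with lane. With edgeR's exact test, 33 genes differed between water-control apices of days 5 and 6, and 39 between those of days 6 and 8. With lane in the joint fit, 848 genes were DE at apex day 6, of which 623 were up-regulated and 225 down-regulated. For the changes with the exact test and with the joint fits, the cause was not tested.

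With the replicate number as a replicate block, 158 genes were DE at the leaf base on day 2 and 52 in both tissues on that day, where the ratio of apex to leaf base was 19.72. The other 25 numbers stayed within 1.5 times. Of the reported log2 fold changes, 15 lost and 4 gained a call. Over all comparisons of the named genes, 50 calls were lost and 26 gained. The gene passages do not list these, for instance the lost calls of Aco009303, Aco010603 and Aco007145 at leaf base day 2. The paper divides the plot into 3 replications, and neither it nor the labels say that the replicate numbers of the libraries are those of the plot. Libraries with the same replicate number did not deviate together from their group means: over 39 pairs of a control and an ethephon library, the correlation across genes ranged from -0.15 to 0.08 with a median of 0.01, and 0 pairs were over 0.1.

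Each library was also left out in turn. On day 2 at the leaf base the number of DE genes ranged from 83 (without ethephon replicate 3) to 591 (without control replicate 3), and on day 4 from 163 (without control replicate 2) to 1045 (without control replicate 3). The genes DE in both tissues ranged from 61 to 124 on day 1 (highest without control replicate 1), from 31 to 159 on day 2 (lowest without control replicate 2) and from 38 to 170 on day 4 (lowest without control replicate 2). Between water-control apices of days 5 and 6 the number ranged from 0 (without replicate 2 of day 5) to 28 (without replicate 1 of day 6). At an unadjusted p under 0.05 with the 2-fold limit, 260 genes passed in the fit without replicate 2 of day 5 and 231 in the fit without replicate 3 of day 5, which also gave 0. Between those of days 6 and 8 it ranged from 9 (without replicate 2 of day 8) to 147 (without replicate 3 of day 6). Genes DE in opposite directions at 6 h ranged from 112 (without control replicate 3) to 252 (without control replicate 1). In total 24 values moved past 1.5 times, and the other 186 from fits without 1 library were within it. The cause of the changes was not tested.

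Of 904 reported log2 fold changes, 280 changed their call or direction in at least 1 fit without 1 library, and 19 changed direction under some alternative. None of the 19 was DE. Aco015523 at apex day 6, given as a lower bound and not among the 19, was DE, and the joint fit with lane reversed its fitted direction. Over the fits without 1 library, the log2 fold changes ranged for Aco000376 at leaf base day 3 from -0.64 (without control replicate 1) to 0.12 (without ethephon replicate 2), Aco001681 at apex day 3 from -2.0 (without ethephon replicate 3) to 2.48 (without ethephon replicate 1), Aco002180 at leaf base day 2 from -0.63 (without control replicate 1) to -0.12 (without ethephon replicate 3), Aco003190 at apex day 2 from -0.19 (without control replicate 3) to 0.49 (without control replicate 2), Aco004292 at leaf base day 1 from -0.68 (without ethephon replicate 3) to 0.026 (without control replicate 2), Aco004895 at apex day 1 from -2.31 (without ethephon replicate 2) to 0.65 (without control replicate 3), Aco008960 at leaf base day 2 from -0.17 (without control replicate 1) to 0.28 (without ethephon replicate 2), Aco011880 at apex day 2 from -0.066 (without ethephon replicate 3) to 0.27 (without control replicate 2), Aco012822 at apex day 8 from -0.19 (without ethephon replicate 3) to 0.012 (without ethephon replicate 2) and Aco012965 at apex day 5 from -0.14 (without control replicate 3) to 0.31 (without control replicate 1). They ranged for Aco014671 at apex day 4 from -0.36 (without control replicate 1) to 0.11 (without control replicate 2), Aco014671 at leaf base day 3 from -0.29 (without ethephon replicate 3) to 0.71 (without control replicate 2), Aco015030 at apex day 3 from -0.77 (without ethephon replicate 2) to 0.086 (without ethephon replicate 3), Aco015420 at apex day 2 from -0.070 (without ethephon replicate 1) to 0.15 (without control replicate 2), Aco015420 at leaf base 6 h from -0.14 (without control replicate 3) to 0.41 (without control replicate 1), Aco017378 at apex day 1 from -0.25 (without ethephon replicate 2) to 0.91 (without ethephon replicate 1), Aco018444 at apex day 5 from -0.33 (without ethephon replicate 3) to 0.39 (without ethephon replicate 1), Aco023084 at apex day 8 from -0.36 (without ethephon replicate 1) to 0.12 (without ethephon replicate 3) and Aco029040 at leaf base day 3 from -0.20 (without control replicate 2) to 1.18 (without control replicate 3). For Aco002180 at leaf base day 2, the joint fit with lane gave 0.024. For Aco003190 at apex day 2, DESeq2 gave 0.00. For Aco004292 at leaf base day 1, the joint fit with lane gave 0.081. Among these, DESeq2 lost 36 and added 4, edgeR's exact test lost 5 and added 8, RLE normalization lost 6 and added 2, and the filter on genes under 1 CPM lost 25 and added 1. The joint fit lost 38 and added 14, and the joint fit with lane, where it could be made, lost 42 and added 4. A log2 fold change above 2 was not reached by 492, without a limit 51 more were called, and at an unadjusted p 15 more.

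The tissue differences of Aco020947, Aco012680, Aco010497, Aco024439 and Aco024341 at 6 h kept their direction and stayed past the threshold in all 16 alternatives run for them. Of 34 reported mean log2 CPM values, 4 moved by more than 1 SD with a prior count of 2, 2 with library size only and 2 with RLE over all libraries. Of 112 lower bounds on a fold, 6 moved by more than 1 SD with library size only and 1 with RLE over all libraries. In the fits without 1 library, 6 values of these means moved by more than 1 SD and 96 did not, and of the lower bounds 30 values moved and 629 did not.

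The joint fit with lane was possible only for apex day 6 and for leaf base 6 h, day 1 and day 2. It was not run for the genes DE in any comparison, the genes DE in both tissues or in opposite directions, the genes DE in at least 7 apex comparisons or the AP2/ERTF calls, and the genes DE at the other samplings have no such value because the joint model does not separate the effect of ethephon from that of lane there. The depth limits the genes with few counts: where all libraries of a group held 3 counts or fewer, a fold is a lower bound only, and a gene at this depth in both groups gives none. The ethephon-treated apices of day 8 were sequenced to the lowest depth, with 1418697 to 1930038 counts per library.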

Differences from the paper's values

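A gap is called closed below where the value came within 1.5 times of the paper's, so a difference can remain. The paper gives 25 genes up-regulated in both tissues on day 1, where 43 were found here. Of the alternatives set before the data were examined, the gap was closed by the filter on genes under 1 CPM (33), the joint fit (35) and the fit without ethephon replicate 1 (31). It stayed open with edgeR's exact test, DESeq2, RLE normalization, the replicate block, no limit on the fold change, a log2 fold change above 2, the unadjusted p and the other 5 fits without 1 library. The paper's highest number of reads per library is 27965655, whereas the highest total count on genes in a library was 13180667. The paper gives reads, whereas the deposited values hold only those assigned to genes. If its numbers were single reads, its smallest library would hold fewer pairs than the lowest total count of 1418697. That argues against a difference of unit between reads and read pairs. Whether reads not assigned to genes account for the gap was not tested, and no alternative bears on it.

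The paper shows about 1000 DE genes at the leaf base on day 3 in Fig. 2, read by eye, and 1575 were found here. Of the alternatives set before the data were examined, the gap was closed by DESeq2 (1433), the fit without ethephon replicate 2 (1342) and the fit without ethephon replicate 3 (1462). It stayed open with edgeR's exact test, RLE normalization, the filter on genes under 1 CPM, the replicate block, the joint fit, no limit on the fold change, a log2 fold change above 2, the unadjusted p and the other 4 fits without 1 library. In Table 1 of the paper, the leaf base entries of days 3 and 4 are the same genes, all down-regulated. Of the 9 on day 3, 2 were down-regulated here and 5 up-regulated, whereas all 9 on day 4 were down-regulated. The paper's leaf base values of day 3 may therefore repeat those of day 4, which was not tested. The paper shows about 750 DE genes at the apex on day 4 in Fig. 2, read by eye, and 1230 were found here. Of the alternatives set before the data were examined, the gap was closed by DESeq2 (952), the joint fit (1003), the fit without control replicate 1 (990) and the fit without ethephon replicate 3 (1102). It stayed open with edgeR's exact test, RLE normalization, the filter on genes under 1 CPM, the replicate block, no limit on the fold change, a log2 fold change above 2, the unadjusted p and the other 4 fits without 1 library.

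The paper shows about 50 DE genes in both tissues on day 1 in Fig. 2, read by eye, and 82 were found here. Of the alternatives set before the data were examined, the gap was closed by DESeq2 (72), the filter on genes under 1 CPM (55), the fit without control replicate 3 (68) and the fit without ethephon replicate 3 (61). It stayed open with edgeR's exact test, RLE normalization, the replicate block, the joint fit, no limit on the fold change, a log2 fold change above 2, the unadjusted p and the other 4 fits without 1 library. The paper shows about 350 DE genes in both tissues on day 3 in Fig. 2, read by eye, and 676 were found here. None of the 15 alternatives set before the data were examined, the 6 fits without 1 library included, closed the gap. The paper shows about 81 DE genes in both tissues on day 4 in Fig. 2, read by eye, and 140 were found here. Of the alternatives set before the data were examined, the gap was closed by DESeq2 (107), the filter on genes under 1 CPM (116), the joint fit (112), the fit without control replicate 1 (108), the fit without ethephon replicate 2 (72) and the fit without ethephon replicate 3 (121). It stayed open with edgeR's exact test, RLE normalization, the replicate block, no limit on the fold change, a log2 fold change above 2, the unadjusted p and the other 3 fits without 1 library.

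The paper names genes as up-regulated at 448 gene and sampling pairs, of which 348 were up-regulated here and 12 down-regulated, and as down-regulated at 162, of which 133 were down-regulated here and 10 up-regulated. It names 1022 pairs as not DE, and 933 of them were not DE here. The paper's Methods name a log2 fold change above 2 and a pairwise edgeR test likened to Fisher's exact test. Its text on the overlap of the tissues gives a 2-fold change, so the limit behind a given call is not known. A pair that the paper gives as unchanged can therefore be DE here through a lower limit or another test. The pairs follow the identifiers as the paper prints them, also for Aco015420 and Aco005765. The paper's list of ACO genes holds Aco015240 and Aco005735 in their place, so misprints are possible. Some changes that the paper states without naming single samplings are not counted in this tally. Among them are an increase of Aco007857 in both tissues and of Aco018101 at the apex after day 1. All calls of these genes here were down-regulated. Values in parentheses are log2 fold changes here, or lower bounds on the fold where all libraries of a group held 3 counts or fewer. The paper gives up-regulation at the apex at 6 h for Aco003616 (-3.24), which was down-regulated here. The paper gives up-regulation at the apex on day 2 for Aco016700 (-1.05), which was down-regulated here. The paper gives up-regulation at the apex on day 3 for Aco003616 (-2.74), which was down-regulated here. The paper gives up-regulation at the apex on day 4 for Aco015523 (at least 4.7-fold lower), which was down-regulated here. The paper gives up-regulation at the apex on day 6 for Aco015523 (at least 1.93-fold lower), which was down-regulated here. The paper gives up-regulation at the apex on day 8 for Aco003616 (at least 1.67-fold lower) and Aco012846 (-1.32), which were down-regulated here. The paper gives up-regulation at the leaf base at 6 h for Aco000734 (-1.09), Aco001333 (-3.95), Aco003616 (-2.47), Aco007675 (at least 4.97-fold lower) and Aco012538 (at least 1.86-fold lower), which were down-regulated here. The paper gives down-regulation at the leaf base on day 1 for Aco000734 (1.50), which was up-regulated here. The paper gives down-regulation at the leaf base on day 3 for Aco015517 (2.60), Aco003903 (1.13), Aco009459 (1.81), Aco012107 (1.46), Aco001318 (1.62), Aco001600 (1.18), Aco002699 (3.19) and Aco006567 (1.76), which were up-regulated here. The paper gives down-regulation at the leaf base on day 3 for Aco022517 (3.99), which was up-regulated here. No alternative gave the direction of the paper as a DE call for any of these 22 pairs, though for Aco015523 on day 6 the fitted direction was that of the paper in the joint fit with lane.

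The paper gives up-regulation at the apex at 6 h for Aco015420 (0.17), Aco003635 (-0.72), Aco005453 (0.39), Aco004895 (no bound on the fold above 1), Aco001475 (0.76, called as in the paper without ethephon replicate 1 at 1.06), Aco003152 (0.47, called as in the paper without control replicate 3 at 1.02), Aco003157 (0.32) and Aco010959 (0.58), which were not DE here. The paper gives up-regulation at the apex at 6 h for Aco004075 (0.93), Aco014382 (no bound on the fold above 1), Aco030106 (1.14, called as in the paper with edgeR's exact test, with the replicate block, with the joint fit, with the unadjusted p and without control replicate 1 at 1.53), Aco006233 (no bound on the fold above 1), Aco015382 (no bound on the fold above 1), Aco007544 (1.07, called as in the paper with the joint fit, with the unadjusted p and without ethephon replicate 1 at 1.40), Aco022294 (0.87) and Aco018868 (1.77, called as in the paper with the joint fit and with the unadjusted p), which were not DE here. The paper gives up-regulation at the apex at 6 h for Aco022305 (no bound on the fold above 1) and Aco004275 (-2.41), which were not DE here. The paper gives up-regulation at the apex on day 1 for Aco004895 (-0.31), Aco007850 (0.44, called as in the paper without a fold limit), Aco009479 (1.31, called as in the paper with edgeR's exact test, with the joint fit, with the unadjusted p, without control replicate 2 at 1.64 and without ethephon replicate 2 at 1.45), Aco020046 (0.72) and Aco012822 (0.73), which were not DE here. The paper gives down-regulation at the apex on day 1 for Aco011167 (-0.97, called as in the paper without a fold limit, without control replicate 1 at -1.03 and without ethephon replicate 2 at -1.08), Aco003499 (-0.89, called as in the paper without a fold limit and without ethephon replicate 1 at -1.30) and Aco001681 (-0.64), which were not DE here. The paper gives up-regulation at the apex on day 2 for Aco009671 (0.90, called as in the paper without a fold limit, without control replicate 1 at 1.09 and without ethephon replicate 1 at 1.01), Aco004983 (0.97, called as in the paper without a fold limit, without control replicate 2 at 1.19 and without control replicate 3 at 1.12), Aco011880 (0.05), Aco003190 (0.03) and Aco005573 (1.38), which were not DE here. The paper gives down-regulation at the apex on day 2 for Aco015420 (0.03), Aco011167 (-0.87, called as in the paper without a fold limit and without ethephon replicate 2 at -1.10), Aco031193 (0.29), Aco031473 (no fold at this depth, called as in the paper with the joint fit and with the unadjusted p), Aco003725 (-0.99, called as in the paper with DESeq2, with RLE normalization, with the joint fit, without a fold limit, without control replicate 1 at -1.10, without control replicate 2 at -1.02 and without ethephon replicate 1 at -1.10) and Aco012157 (-0.92, called as in the paper without a fold limit, without control replicate 1 at -1.03 and without ethephon replicate 2 at -1.02), which were not DE here. The paper gives up-regulation at the apex on day 3 for Aco005454 (0.93, called as in the paper without a fold limit, without control replicate 3 at 1.13 and without ethephon replicate 3 at 1.02), Aco003479 (-0.88), Aco011880 (1.31), Aco015030 (-0.23), Aco005573 (no bound on the fold above 1, called as in the paper with the unadjusted p), Aco001192 (-0.74) and Aco012965 (0.49), which were not DE here. The paper gives down-regulation at the apex on day 3 for Aco001681 (1.99), which was not DE here. For Aco011880 the paper gives up-regulation at the apex without naming a day. Days 2 and 3 were read for it from the next sentence of the paper, which names Aco012822 instead.

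The paper gives up-regulation at the apex on day 4 for Aco009779 (0.97, called as in the paper without a fold limit, without control replicate 2 at 1.02 and without ethephon replicate 3 at 1.06), Aco019039 (0.40), Aco012822 (0.30), Aco031473 (no fold at this depth), Aco016755 (-0.49), Aco012965 (-0.34), Aco001263 (0.20) and Aco012846 (-0.36), which were not DE here. The paper gives down-regulation at the apex on day 4 for Aco014671 (-0.11), which was not DE here. The paper gives up-regulation at the apex on day 5 for Aco012822 (0.30), Aco015870 (1.73, called as in the paper with the unadjusted p), Aco015523 (at least 1.88-fold lower), Aco012965 (0.07), Aco001263 (0.60, called as in the paper without a fold limit), Aco002750 (0.85, called as in the paper without a fold limit) and Aco012846 (-0.51), which were not DE here. The paper gives down-regulation at the apex on day 5 for Aco031473 (no bound on the fold above 1), which was not DE here. The paper gives up-regulation at the apex on day 6 for Aco012822 (0.35), Aco015870 (1.91, called as in the paper with edgeR's exact test, with the joint fit, with the unadjusted p and without ethephon replicate 2 at 2.29), Aco012965 (0.27), Aco023084 (0.82, called as in the paper without a fold limit and without control replicate 1 at 1.01) and Aco012846 (0.17), which were not DE here. The paper gives up-regulation at the apex on day 8 for Aco001358 (0.61, called as in the paper without a fold limit), Aco004983 (0.95, called as in the paper without a fold limit, without control replicate 2 at 1.10 and without ethephon replicate 2 at 1.05), Aco015873 (0.55, called as in the paper without a fold limit), Aco012822 (-0.11), Aco015523 (no bound on the fold above 1), Aco012965 (-0.91), Aco023084 (-0.07) and Aco001263 (0.52), which were not DE here. The paper gives up-regulation at the apex on day 8 for Aco002750 (0.29), which was not DE here. The paper gives down-regulation at the apex on day 8 for Aco010501 (no bound on the fold above 1, called as in the paper without ethephon replicate 1), which was not DE here.

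The paper gives up-regulation at the leaf base at 6 h for Aco015420 (0.07), Aco031856 (0.27) and Aco012846 (0.91, called as in the paper without a fold limit, without control replicate 3 at 1.17, without ethephon replicate 2 at 1.04 and without ethephon replicate 3 at 1.03), which were not DE here. The paper gives up-regulation at the leaf base on day 1 for Aco015420 (0.28), Aco003903 (-0.35), Aco009689 (-0.63), Aco007083 (-0.73), Aco003836 (-0.80) and Aco012538 (no bound on the fold above 1), which were not DE here. The paper gives down-regulation at the leaf base on day 1 for Aco014671 (0.42), which was not DE here. The paper gives up-regulation at the leaf base on day 2 for Aco001760 (1.40, called as in the paper with edgeR's exact test, with DESeq2, with the joint fit, with the joint fit with lane, with the unadjusted p and without control replicate 3 at 1.72), Aco000376 (2.12, called as in the paper with edgeR's exact test, with the joint fit, with the unadjusted p, without control replicate 1 at 2.39 and without ethephon replicate 2 at 2.53), Aco008960 (0.08), Aco031856 (-0.60) and Aco012538 (no fold at this depth), which were not DE here. The paper gives down-regulation at the leaf base on day 2 for Aco015335 (-1.01, called as in the paper with edgeR's exact test, with DESeq2, with the joint fit with lane, with the unadjusted p and without ethephon replicate 2 at -1.42), which was not DE here. The paper gives up-regulation at the leaf base on day 3 for Aco009689 (0.85, called as in the paper without a fold limit), Aco006513 (-0.66), Aco026137 (-0.29), Aco003836 (0.49), Aco016755 (0.91, called as in the paper without ethephon replicate 3 at 1.17), Aco029040 (0.15), Aco008960 (0.89, called as in the paper without a fold limit, without control replicate 1 at 1.05 and without ethephon replicate 3 at 1.03) and Aco031856 (-0.97), which were not DE here. The paper gives down-regulation at the leaf base on day 3 for Aco014671 (0.04), Aco000376 (-0.30), Aco005509 (0.85) and Aco018023 (0.43), which were not DE here. The paper gives up-regulation at the leaf base on day 4 for Aco029040 (0.60) and Aco031856 (0.27), which were not DE here.

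The paper gives no change at the apex at 6 h for Aco024439 (2.37), Aco010738 (at least 2.38-fold higher, not DE with DESeq2, with the filter on genes under 1 CPM, without control replicate 1, without control replicate 2, without control replicate 3, without ethephon replicate 2 and without ethephon replicate 3) and Aco012835 (1.29, not DE with the filter on genes under 1 CPM, without control replicate 1 at 1.22, without control replicate 2 at 1.11, without ethephon replicate 2 at 1.16 and without ethephon replicate 3 at 1.08), which were up-regulated here. The paper gives no change at the apex at 6 h for Aco009790 (-2.33), which was down-regulated here. The paper gives no change at the apex on day 1 for Aco000347 (no bound on the fold above 1, not DE without control replicate 1, without control replicate 2, without control replicate 3, without ethephon replicate 1 and without ethephon replicate 2), Aco024439 (1.46), Aco001653 (1.27, not DE without ethephon replicate 3 at 0.94), Aco003196 (1.39, not DE with DESeq2 and without ethephon replicate 3 at 0.29), Aco005324 (1.12, not DE without control replicate 2 at 0.99 and without control replicate 3 at 1.09) and Aco022517 (at least 3.53-fold higher, not DE without ethephon replicate 3), which were up-regulated here. The paper gives no change at the apex on day 2 for Aco008045 (1.49, not DE without control replicate 1 at 1.65, without control replicate 2 at 1.28 and without ethephon replicate 2 at 1.17), Aco019059 (at least 3.17-fold higher), Aco009960 (at least 1.28-fold higher), Aco002699 (2.01, not DE with edgeR's exact test, with the filter on genes under 1 CPM, with the joint fit, without control replicate 1 at 1.58, without control replicate 2 at 1.76, without ethephon replicate 1 at 0.94 and without ethephon replicate 3 at 2.06) and Aco012858 (1.17, not DE without control replicate 1 at 1.24, without control replicate 3 at 0.88, without ethephon replicate 1 at 0.98 and without ethephon replicate 2 at 0.96), which were up-regulated here. The paper gives no change at the apex on day 2 for Aco001653 (-2.35, not DE without control replicate 2 at -1.84), which was down-regulated here. The paper gives no change at the apex on day 3 for Aco005313 (at least 2.14-fold higher, not DE with DESeq2, without control replicate 2, without ethephon replicate 1, without ethephon replicate 2 and without ethephon replicate 3), Aco017563 (at least 1.08-fold higher, not DE without ethephon replicate 3), Aco019059 (1.76, not DE without control replicate 2 at 1.51 and without ethephon replicate 2 at 1.08) and Aco018023 (1.77, not DE without control replicate 2 at 1.41 and without ethephon replicate 3 at 1.69), which were up-regulated here. The paper gives no change at the apex on day 3 for Aco000276 (-1.66, not DE without ethephon replicate 2 at -1.42), Aco002580 (at least 2.48-fold lower), Aco009790 (at least 1.92-fold lower, not DE with DESeq2, with the joint fit, without control replicate 1, without control replicate 2, without ethephon replicate 1, without ethephon replicate 2 and without ethephon replicate 3), Aco013545 (-2.13, not DE without control replicate 3 at -1.42 and without ethephon replicate 1 at -1.69), Aco018063 (-2.97), Aco024439 (-3.43), Aco001653 (-3.09) and Aco005324 (-1.26, not DE without control replicate 3 at -0.97 and without ethephon replicate 1 at -1.11), which were down-regulated here. The paper gives no change at the apex on day 4 for Aco000276 (1.57), Aco024439 (3.20), Aco001653 (at least 3.42-fold higher), Aco017563 (at least 2.35-fold higher), Aco005509 (1.21, not DE with the joint fit, without control replicate 1 at 0.81 and without ethephon replicate 3 at 0.98), Aco006004 (at least 5.21-fold higher), Aco010545 (1.00, not DE with edgeR's exact test, with DESeq2, with the joint fit, without control replicate 1 at 0.88, without control replicate 3 at 0.93, without ethephon replicate 2 at 0.97 and without ethephon replicate 3 at 0.42) and Aco012858 (1.19, not DE with DESeq2, with the joint fit, without control replicate 1 at 1.28, without control replicate 3 at 0.92 and without ethephon replicate 3 at 0.49), which were up-regulated here.

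The paper gives no change at the apex on day 4 for Aco017803 (1.09, not DE without control replicate 2 at 0.98, without control replicate 3 at 0.97 and without ethephon replicate 3 at 0.92), which was up-regulated here. The paper gives no change at the apex on day 4 for Aco018444 (-1.38, not DE with DESeq2, without control replicate 1 at -1.30 and without ethephon replicate 3 at -1.13) and Aco008339 (at least 1.44-fold lower, not DE with DESeq2, with the filter on genes under 1 CPM, with the joint fit, without control replicate 1, without control replicate 2, without control replicate 3, without ethephon replicate 1 and without ethephon replicate 3), which were down-regulated here. The paper gives no change at the apex on day 5 for Aco024439 (1.59), Aco017563 (at least 1.31-fold higher, not DE without control replicate 1, without control replicate 2, without control replicate 3, without ethephon replicate 2 and without ethephon replicate 3) and Aco022517 (at least 4.07-fold higher, not DE without control replicate 1, without control replicate 2 and without ethephon replicate 3), which were up-regulated here. The paper gives no change at the apex on day 5 for Aco002580 (at least 2.82-fold lower, not DE without control replicate 2, without control replicate 3 and without ethephon replicate 1) and Aco008045 (-1.02, not DE without ethephon replicate 1 at -0.98 and without ethephon replicate 2 at -0.88), which were down-regulated here. The paper gives no change at the apex on day 6 for Aco002580 (at least 1.17-fold lower, not DE with the joint fit with lane, without control replicate 1, without control replicate 2, without control replicate 3, without ethephon replicate 1 and without ethephon replicate 2), Aco005509 (-1.11, not DE with the joint fit with lane, without control replicate 3 at -0.65, without ethephon replicate 1 at -1.05 and without ethephon replicate 2 at -1.02) and Aco016346 (-1.27, not DE with DESeq2, with the joint fit, with the joint fit with lane, without control replicate 3 at -0.47, without ethephon replicate 1 at -1.22 and without ethephon replicate 2 at -1.15), which were down-regulated here. The paper gives no change at the apex on day 8 for Aco017563 (at least 4.6-fold higher), which was up-regulated here. The paper gives no change at the apex on day 8 for Aco002580 (no bound on the fold above 1), Aco008045 (-1.31, not DE with DESeq2, without ethephon replicate 2 at -1.08 and without ethephon replicate 3 at -0.92), Aco024439 (-1.81), Aco030142 (-1.36, not DE without ethephon replicate 3 at -1.04), Aco005324 (-1.42) and Aco010430 (-1.0, not DE with DESeq2, with RLE normalization, with the filter on genes under 1 CPM, with the joint fit, without control replicate 2 at -0.91, without control replicate 3 at -0.95 and without ethephon replicate 1 at -0.82), which were down-regulated here.

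The paper gives no change at the leaf base at 6 h for Aco013155 (1.71, not DE with DESeq2, with RLE normalization, without control replicate 1 at 1.69, without control replicate 2 at 1.93, without control replicate 3 at 1.48, without ethephon replicate 1 at 1.27 and without ethephon replicate 2 at 1.71), Aco018275 (at least 1.61-fold higher, not DE with DESeq2, without control replicate 1, without control replicate 3 and without ethephon replicate 1) and Aco010738 (at least 2.46-fold higher), which were up-regulated here. The paper gives no change at the leaf base at 6 h for Aco005313 (-2.29), Aco024439 (-4.82), Aco004200 (-1.64) and Aco003190 (-2.79), which were down-regulated here. The paper gives no change at the leaf base on day 1 for Aco024439 (1.33, not DE with the joint fit), Aco030106 (1.39, not DE without control replicate 3 at 1.33 and without ethephon replicate 3 at 1.19), Aco006004 (1.49, not DE with the joint fit and with the joint fit with lane) and Aco012562 (1.19, not DE with the filter on genes under 1 CPM, without control replicate 3 at 1.18, without ethephon replicate 1 at 1.07 and without ethephon replicate 3 at 0.97), which were up-regulated here. The paper gives no change at the leaf base on day 2 for Aco002673 (at least 2.74-fold higher, not DE without control replicate 2, without ethephon replicate 2 and without ethephon replicate 3), which was up-regulated here. The paper gives no change at the leaf base on day 3 for Aco001697 (2.84), Aco014629 (2.83), Aco015741 (2.31), Aco015104 (1.96), Aco012428 (at least 3.2-fold higher, not DE without ethephon replicate 2), Aco002673 (3.79), Aco002824 (1.22) and Aco009511 (1.52), which were up-regulated here. The paper gives no change at the leaf base on day 3 for Aco010738 (2.20), Aco011669 (1.86), Aco012157 (1.23) and Aco012858 (3.27), which were up-regulated here. The paper gives no change at the leaf base on day 3 for Aco010452 (-1.28), Aco009790 (-2.20, not DE without control replicate 3 at -1.70, without ethephon replicate 2 at -1.79 and without ethephon replicate 3 at -1.87), Aco030106 (-1.70), Aco006004 (at least 6.6-fold lower), Aco012562 (-2.86), Aco016346 (-2.10), Aco017803 (-1.74) and Aco018224 (-2.67), which were down-regulated here. The paper gives no change at the leaf base on day 4 for Aco010738 (1.67, not DE with DESeq2, without control replicate 1 at 1.55, without control replicate 2 at 1.56, without ethephon replicate 1 at 1.6 and without ethephon replicate 2 at 1.52), which was up-regulated here. The paper gives no change at the leaf base on day 4 for Aco003190 (-1.42, not DE without control replicate 2 at -1.23) and Aco016346 (-1.72, not DE with DESeq2, with the filter on genes under 1 CPM, without control replicate 2 at -2.0, without ethephon replicate 2 at -1.29 and without ethephon replicate 3 at -1.72), which were down-regulated here. With a log2 fold change above 2 required, the pairs listed here with smaller values were not DE, as in the paper. The fits listed for these pairs leave out the replicate block, with which calls were lost too. Among them were Aco010738 and Aco013155 at 6 h (apex and leaf base) and Aco000347 at apex day 1. Aco009790 at apex day 3, Aco008339 at apex day 4 and Aco002673 at leaf base day 2 were further ones.

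The paper gives a change at the apex at 6 h for Aco007580 (-0.18), which was not DE here. The paper gives a change at the apex on day 1 for Aco004292 (at least 1.75-fold lower, DE with edgeR's exact test and with the unadjusted p), Aco017378 (0.60), Aco003280 (no fold at this depth), Aco010021 (no fold at this depth) and Aco026644 (no fold at this depth), which were not DE here. The paper gives a change at the leaf base at 6 h for Aco000593 (0.16), which was not DE here. The paper gives a change at the leaf base on day 1 for Aco004292 (-0.30), Aco017378 (-0.71), Aco003280 (no fold at this depth), Aco010021 (no fold at this depth), Aco026644 (not tested) and Aco002180 (-0.93), which were not DE here. The paper gives a change at the leaf base on day 2 for Aco010738 (0.62) and Aco002180 (-0.34), which were not DE here.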

Other observations

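The lane tests for the apex at 6 h and on days 1, 5 and 6, for the leaf base at 6 h and on days 1 and 2 and for the water-control apices were chosen only after the results were seen. In each of the 13 comparisons of ethephon with water control, 1 of the 10 splits of the 6 libraries into 3 and 3, the real one, gave as many DE genes, and the other splits gave 0 to 3 genes. With 10 splits a share under 5% cannot be reached. Between water-control apices, 1 of 10 splits gave as many genes as the 893 of day 4 against day 5, 2 of 10 as the 5 of day 5 against day 6 (another split gave 95) and 1 of 10 as the 19 of day 6 against day 8 (the largest other split gave 15).

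The 78 libraries lie on 11 lanes of 7 flow cells, and no apex sampling had a lane with libraries of both treatments. At 6 h and on days 1 and 5 the treatments lie on the same pair of lanes as the water-control apices of days 5 and 6, between which 5 genes were DE (0 without replicate 2 or replicate 3 of day 5 and 28 without replicate 1 of day 6), which argues against the lane as the cause of the larger numbers at these 3 samplings. Of the genes DE at the apex on day 6 in the joint fit, 521 (39.5%) were also DE with lane in the model and 60.5% were not, so the lane does not account for all of them and stays open for the larger part. At the leaf base, 91.1% of the genes of the joint fit at 6 h, 83.3% on day 1 and 74.0% on day 2 were also DE with lane. At the apex on days 2, 3 and 4, at the leaf base on days 3 and 4, and at the apex on day 8, whose ethephon libraries lie on a flow cell of their own, 0 lanes held both treatments, and lane or flow cell and ethephon cannot be told apart.

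Across 19824 genes, the ethephon effect at the apex on day 8 ran against that on day 1 (Pearson's r = -0.18, with genes not being independent replicates), whereas the effects of days 6 and 1 (r = 0.31) and of days 5 and 6 (r = 0.54) went the same way. With the effects of the other apex samplings, r of day 8 was -0.08 at 6 h, -0.07 on day 2, 0.26 on day 3, 0.13 on day 4, 0.14 on day 5 and 0.32 on day 6, so that it was negative up to day 2 only. These are 9 of 78 correlations computed between the 13 comparisons, which share no library. With the day 6 ethephon libraries thinned to the totals of day 8, r of days 6 and 1 was 0.28. After the trend with exon length was taken out, r of days 8 and 1 was -0.17, and among the 9912 genes in the upper part of mean expression it was -0.37. These values argue against depth, gene length and genes with few counts. The flow cell stays open, because 0 other conditions have a library on the flow cell of the day 8 ethephon libraries, so that flow cell and sampling cannot be told apart. A change of the ethephon response between these samplings may also lie behind it and was not tested.

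Water-control apices changed over the sampling period without ethephon. Between 6 h and day 4, 4791 genes were DE (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), more than in any comparison of ethephon with water control. This pair gave the most genes of all pairs of water-control apex samplings. Between 6 h and day 1 there were 1182, and between days 5 and 6 there were 5. The 6 libraries lie on 1 lane, which argues against the lane. When they were thinned to the smallest total, 4059 of these genes were DE again, which argues against the depth. Of the 200 genes with the highest ratio of leaf base to apex, 56.0% moved one way, which argues against a change in the amount of leaf tissue left on the apices. Changed expression within such leaf tissue was not tested and stays open. Of the 10 splits of the libraries, 1 gave as many genes, the real one. The days of sampling, the time of day and the later processing of the first harvest, which the paper describes, may each contribute and stay open.

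The ethephon effect at the apex on day 3 went with this change of the water-control apices across genes (r = 0.39), and r was 0.13 on day 1, 0.37 on day 2, -0.02 on day 5, 0.07 on day 6 and -0.07 on day 8. It was 0.46 among the genes in the upper part of mean expression and 0.39 with the trend in exon length taken out, which argues against genes with few counts and gene length. In 5 of 100 draws of 2 groups of 3 control libraries r was as high (median -0.06, largest 0.46), so chance likeness of the groups stays a candidate explanation. That ethephon hastens a change that water-control apices also go through is a hypothesis that these values do not set apart from it.

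The 4393 DE genes at the leaf base at 6 h outnumbered those of each later leaf base sampling. Water-control leaf bases of 6 h differed from the water controls of days 1, 2, 3 and 4 in 2444, 4829, 4380 and 3280 genes, and ethephon-treated ones of 6 h from the same controls in 1770, 1172, 419 and 1879 genes. When the 6 libraries were thinned to the smallest total, 3883 of the genes were DE again, which argues against depth. The values are consistent with water controls of 6 h that stand apart from the later ones, whereas the ethephon-treated leaf bases lie closer to them. Time of day, handling at the first harvest, an exchange of labels or an effect of ethephon that brings the 6 h state nearer to the later one stay open, and none of them was tested.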
